# Assembly-dependent translational feedback regulation of photosynthetic proteins in land plants

**DOI:** 10.1038/s41477-025-02074-x

**Published:** 2025-08-18

**Authors:** Rabea Ghandour, Yang Gao, Stephanie Ruf, Ralph Bock, Reimo Zoschke

**Keywords:** Plant molecular biology, Plant physiology

## Abstract

In the green alga *Chlamydomonas reinhardtii*, the synthesis of chloroplast-encoded photosynthetic subunits is feedback regulated by their protein complex assembly state. This regulation is known as control by epistasy of synthesis (CES) and matches subunit synthesis with requirements of complex assembly in photosystem II (PSII), the cytochrome *b*_6_*f* complex (Cyt *b*_*6*_*f*), photosystem I (PSI), ATP synthase and Rubisco. In embryophytes, CES was only described for Rubisco, raising the question of whether CES exists for components of the photosynthetic electron transport chain in land plants. Here we systematically examined land plant mutants with assembly defects in PSII, Cyt *b*_*6*_*f*, PSI, ATP synthase, NAD(P)H dehydrogenase-like (NDH) complex and Rubisco for feedback regulation. We confirmed the CES in Rubisco and provide evidence for translational feedback regulation in PSII, involving *psbA*, *psbB* and *psbD*, and in Cyt *b*_*6*_*f*, connecting *petA* and *petB*. Our results also point to potential feedback regulation between ATP synthase subunits. Most of these regulatory connections are not conserved between algae and embryophytes. We did not find evidence for CES in land plant PSI or NDH complex assembly. Our results, however, indicate a regulatory connection between PSII and PSI. Overall, we revealed commonalities and differences in assembly-dependent feedback regulation of photosynthetic complexes between embryophytes and green algae.

## Abstract (web summary)

Algae fine-tune protein synthesis to assembly demands of photosynthetic complexes. In land plants, this feedback control is conserved in Rubisco and partly in photosystem II, but varies or is absent in other complexes, revealing divergent evolution.

## Main

Photosynthesis provides the basis for life on earth by producing organic compounds and molecular oxygen. In plants and eukaryotic algae, photosynthesis occurs in chloroplasts, specialized organelles that descend from cyanobacteria^1,2^. Water-splitting and the light-driven electron transport reactions of photosynthesis as well as ATP synthesis are executed by thylakoid membrane-embedded multisubunit protein complexes. The genes that encode the subunits of these complexes and the carbon-fixing enzyme Rubisco are distributed between the nuclear and chloroplast genomes^3,4^. This bipartite genomic arrangement requires intercompartmentally coordinated gene expression to ensure matched subunit synthesis and unobstructed assembly. The cross-compartmental orchestration of gene expression is enabled by bidirectional signalling between the nucleus and chloroplasts^5^. Many photosynthetic core subunits are chloroplast encoded, and it was suggested that the evolutionary preservation of these genes within plastomes was driven by requirements of organelle-autonomous feedback regulation^6,7^.

Across domains of life, steady-state protein synthesis of the subunits of multiprotein complexes is stoichiometrically adjusted to ensure controlled complex assembly^8–10^. For instance, in chloroplasts of the green alga Chlamydomonas (*Chlamydomonas reinhardtii*) and the embryophytes tobacco (*Nicotiana tabacum*), Arabidopsis (*Arabidopsis thaliana*) and maize (*Zea mays*), the non-equimolar stoichiometry of ATP synthase subunits is preset by accordingly tuned levels of gene expression^11–13^. The subunits of other photosynthetic membrane protein complexes, namely: photosystem I and II (PSI and PSII), the cytochrome *b*_6_*f* complex (Cyt *b*_6_*f*) and the NAD(P)H dehydrogenase-like (NDH) complex, as well as those of the stromal Rubisco are assembled in an equimolar stoichiometry. To reveal whether assembly-dependent feedback regulation contributes to the adjusted accumulation of the subunits in photosynthetic complexes, targeted perturbations in the production of core subunits and simultaneous examination of the synthesis of their assembly partners are required. Indeed, such approaches were broadly applied in Chlamydomonas and revealed negative autoregulatory feedback regulation at the translational level (termed control by epistasy of synthesis, CES) within each of the abovementioned photosynthetic complexes^9^ (Supplementary Fig. 1). In PSII, for instance, interconnected assembly-dependent regulation controls the protein synthesis of the two core subunits PsbA (D1) and PsbB (CP47) as follows: PsbD (D2) accumulation controls the synthesis of PsbA, which sets the level of PsbB synthesis^14^. Similar CES cascades are controlled by the assembly status of Cyt *b*_6_*f* (linking PetB, PetD and PetA)^15^, PSI (involving PsaB, PsaA and PsaC)^16^, ATP synthase (including ATPC, AtpB and AtpA)^17^ and Rubisco (connecting RBCS and RbcL)^18,19^. Hence, CES is a well-established and widespread feature in the expression of chloroplast-encoded photosynthetic genes in Chlamydomonas.

Little is known about the prevalence of assembly-dependent translational feedback regulation in embryophytes, the clade that contains all seed plants. Similar to Chlamydomonas, in tobacco, synthesis of the Rubisco large subunit (RbcL) is translationally feedback-controlled by the availability of the small subunit (RBCS)^18,20^. It was also speculated that the Chlamydomonas CES of PetA (cytochrome *f*) within the Cyt *b*_6_*f* complex is conserved in embryophytes^15,21,22^. In addition, a recent model for photodamage-induced autoregulation of PsbA synthesis in embryophytes may be applicable to the de novo assembly of PSII^23,24^. Finally, the analysis of ATP synthase mutants in embryophytes^12,25^ did not reveal the regulatory link between AtpB and AtpA synthesis that had been previously described in Chlamydomonas^17^. Overall, despite the identified CES in Chlamydomonas, analyses to prove or disprove the existence of similar regulatory feedback loops in embryophytes are scarce and currently inconclusive.

To get a more complete picture of potential CES mechanisms in embryophytes, we here validated the suitability of ribosome profiling to detect the known CES of Rubisco in a tobacco *RBCS* mutant. Next, we systematically examined adequate tobacco and Arabidopsis mutants with impaired assembly of PSII, Cyt *b*_6_*f*, PSI, NDH complex and ATP synthase to broadly survey for assembly-dependent feedback regulation in embryophyte chloroplasts. Our results indicate that synthesis of the PSII subunits PsbA and PsbB directly depends on the accumulation of PsbD, a translational feedback control that is similar but not identical to that described in Chlamydomonas. Furthermore, we found that, within Cyt *b*_6_*f*, *petA* overexpression stimulates PetB synthesis, a regulatory link that has not been described in Chlamydomonas. In addition, our results may point to feedback regulation in the ATP synthase of embryophytes, revealing potential regulatory connections that are different from the known CES in the ATP synthase of Chlamydomonas. Our results do not provide evidence for translational feedback regulation in PSI or the NDH complex of embryophytes. Finally, our findings suggest a translational control of the PSI core subunits PsaA, PsaB and to some extent also PsaC in response to PSII complex accumulation, thereby providing evidence for a translational regulatory mechanism that adjusts PSII:PSI stoichiometry. Overall, we pinpoint commonalities and differences in assembly-dependent feedback regulation of photosynthetic complexes between embryophytes and green algae, and substantially expand the evolutionary picture of regulatory events involved in the biogenesis of photosynthetic complexes.

## Results

### Systematic search for feedback regulation in embryophytes

To systematically survey for feedback regulation in the assembly of photosynthetic complexes of embryophytes, various tobacco and Arabidopsis mutants with defects in the assembly of photosynthetic complexes were selected for re-examination by ribosome and transcriptome profiling analyses (Supplementary Table 1). To this end, we used the following criteria to choose adequate mutants: (1) In view of the laborious generation and initial characterization of novel transgenic lines (especially transplastomic lines), we mostly considered mutants that were readily available (as seeds or in tissue culture) and have been previously extensively characterized (Supplementary Table 1). This approach greatly enhanced the efficiency of our survey, thereby enabling the parallel examination of all photosynthetic complexes in a decent time. On the other hand, previously generated mutants were not specifically designed to survey for CES. Hence, some of these mutants do not provide completely unambiguous results (which we carefully discuss). (2) On the basis of the known CES in Chlamydomonas and the available information about the ordered assembly of photosynthetic complexes, we mainly chose lines with altered expression of core subunits in PSII, Cyt *b*_6_*f*, PSI, ATP synthase and the NDH complex. (3) In the past, embryophyte mutants of nucleus-encoded chloroplast-targeted RNA-binding proteins that control the expression of chloroplast photosynthetic genes were analysed to gain insights into chloroplast feedback regulation (for example, ref. ^25^). However, these proteins (often PPR proteins) commonly serve more than one target RNA (for example, ref. ^26^). Hence, the interpretation of results can be ambiguous in that additional targets may be misinterpreted as feedback-regulated genes. Therefore, whenever available, transplastomic tobacco lines were chosen that either knock out or knock down the expression of specific photosynthetic core subunits by directly disrupting reading frames or mutating well-defined *cis* elements of gene expression (for example, promoters, start codons or Shine–Dalgarno sequences). To accelerate the survey for CES in land plants even further, we also considered lines that knock out several photosynthetic core subunits in parallel, thereby allowing the time-efficient simultaneous testing for CES effects of diverse subunits (sometimes even in different photosynthetic complexes). An obvious drawback of this approach is that the interpretation of results from these lines is not always unambiguous and consequently, we commonly validated interesting results by the analysis of independent mutant lines or alleles. (4) In Chlamydomonas, knockout alleles of photosynthetic core subunits often enabled the detection of even mild feedback regulation in mixotrophic growth conditions^9^. However, in land plants, a complete knockout of photosynthesis has a multitude of secondary effects on plant metabolism and development, and requires artificial heterotrophic growth on sucrose-containing medium. Hence, we also considered hypomorphic mutant alleles with residual expression levels that suffice for autotrophic growth. In each of these cases, we determined expression levels of the respective photosynthetic genes with appropriate experiments.

As a general proof of concept, we confirmed CES in the tobacco Rubisco complex^18–20^ (Supplementary Results, Extended Data Fig. 1 and Supplementary Data 1). To this end, we analysed a tobacco *RBCS* knockdown mutant and validated the translational feedback regulation of *rbcL* by protein pulse labelling and ribosome profiling experiments (Extended Data Fig. 1). Ribosome profiling takes advantage of messenger (m)RNA fragments that are protected by translating ribosomes against ribonucleases (ribosome footprints). The approach utilizes these ribosome footprints as readout to determine translation output (that is, ribosome coverage of reading frames). Because each ribosome footprint derives from a translating ribosome, translation output provides a genome-wide proxy of protein synthesis levels. The parallel analysis of transcript levels (RNA) enables the differentiation of translation and transcript-level control of translation output. Normalizing changes in translation output to those in transcript accumulation determines the translation efficiency of mRNAs (Supplementary Fig. 3 and Supplementary Data 1). By confirming the known CES in tobacco Rubisco assembly with ribosome profiling (Supplementary Results, Extended Data Fig. 1 and Supplementary Data 1), we validated the suitability of the approach to detect assembly-dependent feedback regulation in land plant chloroplasts.

### Translational feedback regulation in PSII assembly

PSII comprises numerous nucleus- and plastid-encoded proteins, cofactors and lipids whose assembly is highly ordered and coordinated, a process that is largely conserved in the plant kingdom^27,28^. An early step of PSII assembly is the co-translational membrane insertion of the core subunit PsbD^27,29^. In Chlamydomonas, PsbD accumulation establishes a CES cascade in which PsbD availability regulates PsbA synthesis and accumulation of PsbA controls PsbB production^9,14^ (Fig. 1f). To address whether similar feedback regulation occurs in embryophytes, tobacco and Arabidopsis mutants with impaired PSII assembly were analysed by ribosome profiling (Figs. 1 and 2, Extended Data Figs. 2–6 and Supplementary Figs. 3–8).

**Fig. 1:**
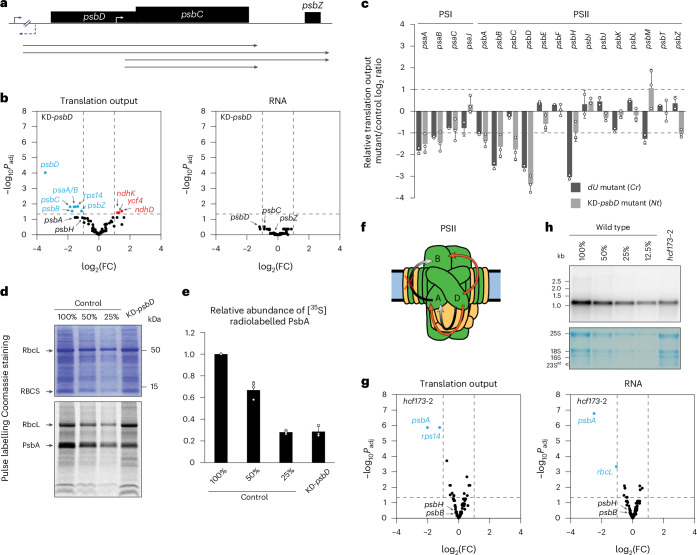
PSII assembly-dependent feedback control of translation in land plants differs from that in Chlamydomonas. **a**, Physical map of the *psbD/C*-coding region in the tobacco *psbD* knockdown mutant. Transcripts that derive from two transcription initiation sites in this polycistron are shown below the map. The selectable marker *aadA* is inserted upstream of *psbD* in antisense direction (dashed arrow). Accumulation of *psbD* transcript derived from the upstream promoter (black arrow) is reduced by the *aadA* insertion. Transcription from an additional internal promoter (white arrow) generates transcripts that largely exclude *psbD*. Genes above the line are transcribed from left to right. Black boxes, chloroplast protein-coding regions; dashed arrow, insertion site and transcription direction of the *aadA* cassette. **b**, Comparison of translation output and transcript accumulation of all chloroplast reading frames in the KD-*psbD* PSII mutant represented in volcano plots (mutant name indicated in the upper-left corner). Results from three biological replicates were summarized and log_2_ fold changes (FC) were plotted against the negative common logarithm of the adjusted *P* values (*P*_adj_) in comparison to an *aadA* cassette-containing control line (Supplementary Table 1; *P* values shown in Supplementary Data 1). Genes whose expression is at least 2-fold downregulated or upregulated with *P*_adj_ ≤ 0.05 are labelled in blue or red, respectively. The vertical and horizontal dashed lines represent cut-offs of 2-fold change and *P*_adj_ = 0.05, respectively. The cut-off of 2-fold changes is justified by the 5th percentile in the distribution of fold changes across all microarray data (Supplementary Fig. 2). Relative translation efficiencies, that is, changes in translation output that have been normalized to those in transcript accumulation, are presented in Supplementary Fig. 3 and Supplementary Data 1. **c**, Mean ± s.d. translation output of PSI and PSII genes in the tobacco (*Nt*) KD-*psbD* mutant (cotyledon stage) and the Chlamydomonas (*Cr*) *dU* mutant grown at 80 µmol photons m^−2^ s^−1^ light intensity^12^ relative to their corresponding controls is highly similar. *n* = 3 biological replicates shown as dots. **d**, Pulse labelling of plastid-encoded proteins demonstrates a decrease in PsbA synthesis due to reduced *psbD* expression. Coomassie staining and autoradiograph of a representative gel are shown (biological replicates are presented in Supplementary Fig. 6). RbcL and PsbA bands are marked. **e**, For three biological replicates, the PsbA signal intensity was quantified using Image Lab software (Bio-Rad) and normalized to the background signal excluding RbcL (thereby, any effect of unequal loading or different labelling efficiency was excluded from the analysis). Data are mean ± s.d.; data points of replicates are shown as dots. **f**, Schematic representation of the PSII complex. Plastid-encoded subunits are shown in green; nucleus-encoded subunits are shown in yellow. Black arrows show the PsbD-PsbA-PsbB CES cascade reported in Chlamydomonas (proteins labelled D, A and B, respectively). In tobacco, the verified PsbD-PsbA CES and the newly discovered PsbD-PsbB CES are represented by red arrows. The PsbA-PsbB CES interaction from Chlamydomonas is not conserved in tobacco (depicted by a red cross). The scheme is adapted from ref. ^9^. **g**, Comparison of translation output and transcript accumulation of all chloroplast reading frames in the *hcf173*-2 PSII mutant (details as in **b**). **h**, RNA gel blot analysis with a *psbA* probe confirms the severe *psbA* transcript accumulation defect observed in the *hcf173*-2 transcriptome profiling data (shown in **g**; RNA ladder sizes are labelled on the left side of the gel; 2 µg RNA is loaded as 100%). Methylene blue staining is shown as a loading control and reflects the abundance of the rRNA species that are labelled on the left. Biological replicates 2 and 3 are shown in Supplementary Fig. 5a. Source data

First, a tobacco knockdown mutant with diminished *psbD* transcript accumulation (KD-*psbD*) was examined in comparison to a control line (Supplementary Table 1, Extended Data Fig. 2 and Supplementary Data 1). Chloroplast transcriptome analysis validated a >2-fold decrease in *psbD* mRNA accumulation (Extended Data Fig. 2d). Despite co-transcription of *psbD* with *psbC* and *psbZ*^30,31^, the downstream genes were less affected (~2-fold and <2-fold reduction, respectively; Extended Data Fig. 2c,d), probably due to the activity of an additional promoter located within the *psbD* reading frame^32^ (Extended Data Fig. 2c). Translation output of *psbD*, *psbC* and *psbZ* were >8-fold, ~2.5-fold and <2-fold reduced, respectively, arguing for an additional direct effect of the mutation on the translation of *psbD* and *psbC* (Extended Data Fig. 2d). Interestingly, the *psbD* mutant also displayed a reduced translation output of the PSII gene *psbB* (with a significant, >2-fold decrease; Extended Data Fig. 2d). *psbB* has a different genomic location and its downregulation may indicate a feedback control by PsbD levels, similar to the known CES in Chlamydomonas^12,14^. Interestingly, the translation output of the PSI core genes *psaA* and *psaB* was also significantly reduced, an effect that was previously described for other mutants with PSII defects (for example, refs. ^12,33–36^).

In Chlamydomonas, PsbA is located directly downstream of PsbD in the PSII CES cascade^9^ (Extended Data Fig. 2a). However, translation output of *psbA* was only modestly reduced in the KD-*psbD* mutant at the 4-true-leaf stage (Extended Data Fig. 2d). Since CES controls de novo PSII assembly, we reasoned that it should be particularly prominent at early developmental stages, when thylakoid biogenesis is ongoing. At later developmental stages, CES regulation of PsbA may be masked by the light-induced PsbA repair synthesis that is presumably active in both KD-*psbD* mutant and control lines^24^. To obtain a clearer picture of potential assembly-dependent feedback regulation of PsbA, tobacco seedlings of the KD-*psbD* mutant were examined at a very early developmental stage, 8 days after sowing (Supplementary Fig. 4a, referred to as cotyledon stage). Transcriptome analysis revealed a ~2-fold reduction in *psbD* and *psbC* transcript abundances (Fig. 1b), which is consistent with the previous observations at the later developmental stage (Extended Data Fig. 2d). Similarly, translation output of *psbB*, *psbD*, *psbC* and *psbZ* were more than 3-fold, 11-fold, 3-fold and 2-fold reduced, respectively (Fig. 1b,c). Despite the reduction in *psbZ* translation output, which possibly represents a direct developmental stage-dependent consequence of the mutation in the upstream *psbD*/*C* transcription unit, this reflects the results observed at the later developmental stage (Extended Data Fig. 2d), thus validating the potential feedback regulation of PsbB. Remarkably, in addition, a >2-fold (although not statistically significant) decrease in the translation output of *psbA* and *psbH* was observed in KD-*psbD* plants at the cotyledon stage (Fig. 1b,c). Reduced PsbA synthesis in KD-*psbD* plants at the cotyledon stage was validated by in vivo protein isotope labelling (Fig. 1d,e and Supplementary Fig. 6).

The KD-*psbD* mutant has defects in *psbD* and *psbC* expression (Fig. 1b and Extended Data Fig. 2d). Hence, we cannot unambiguously distinguish which of the subunits causes the translational downregulation of *psbA* and *psbB*. However, when comparing our tobacco KD-*psbD* mutant data to recently published ribosome profiling data of *psbD* knockdown mutants in Chlamydomonas^12^ (which do not have a *psbC* expression defect), a wide conservation of translational regulation in PSII and PSI core subunits was observed (Fig. 1c and Extended Data Fig. 3), supporting the idea that the *psbD* defect accounts for the *psbA* and *psbB* translational regulation. The similarities between Chlamydomonas and tobacco *psbD* mutants include the translational downregulation of the PSII and PSI transcripts of *psbA*, *psbB*, *psbH* and *psaA*, *psaB*, *psaC*, respectively (Fig. 1c and Extended Data Fig. 3). Consequently, we reasoned that similar feedback regulation occurs in the PSII assembly of Chlamydomonas and tobacco including the potential CES subunits PsbA, PsbB and PsbH, whose synthesis may be controlled by PsbD (although at this point, we could not fully exclude the possibility that diminished PsbC synthesis or accumulation is contributing to the observed effects). However, these results did not enable unambiguous conclusions about a potential hierarchy in this PSII CES regulation.

The similarities of assembly-dependent regulation in PSII subunit synthesis between Chlamydomonas and embryophytes may point to a conserved CES cascade in plants, in which PsbD availability controls PsbA synthesis and PsbA accumulation controls PsbB synthesis (Fig. 1f). However, previous analyses of the *hcf173* and *hcf244* mutants that exhibit substantial *psbA* expression defects did not reveal major effects on *psbB* expression^36–39^. To validate these findings in the light of our results, an Arabidopsis *hcf173* mutant was analysed (Supplementary Table 1). HCF173 stabilizes the *psbA* transcript and regulates its translation^37,38^. In line with a recent model of HCF173 function^24^, our transcriptome and ribosome profiling data of the *hcf173*-2 mutant suggest that, in the low-light growth conditions and at the early developmental stage analysed here, HCF173 has a major function in *psbA* transcript stabilization and, if at all, only a minor function in stimulating PsbA protein synthesis, given that no additional effect was observed at the level of translation output compared to the transcript accumulation defect (Fig. 1g,h and Supplementary Fig. 5a). However, despite the substantial reduction in *psbA* expression, *hcf173*-2 showed only marginal, non-significant effects on the translation output of *psbB*, *psbH* or other chloroplast PSII-coding genes (Fig. 1g, Supplementary Fig. 5b and Supplementary Data 1), which is in line with the previously published ribosome profiling analysis of an *hcf173* mutant^37^ and suggests that, in embryophytes, *psbB* and *psbH* translation are not controlled by PsbA.

A hypothetical alternative scenario for the PsbD-dependent feedback regulation in embryophytes could be that reduced PsbD synthesis directly triggers the translational downregulation of both *psbA* and *psbB* (potentially also *psbH*) (Fig. 1f). To examine this hypothesis further and elucidate a potential role of PsbC in PSII feedback regulation, a *psbD* knockout mutant with a deletion of the C and N termini of *psbD*- and *psbC*-coding regions, respectively, was analysed (referred to as Δ3’-*psbD*; Fig. 2a). 

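Ribo-seq and RNA-seq were each done on 3 samples of Δ3’-*psbD* and 3 of pRB8c, a transplastomic control line with the *aadA* marker. All were grown on MS medium with 3% sucrose at 5 to 10 µmol photons m-2 s-1. Ribo-seq sequences the RNA fragments that ribosomes cover, and footprints of 20 to 39 nt are counted per reading frame as translation output, whereas RNA-seq of total RNA gives transcript accumulation. Relative to the other chloroplast genes, *rpoC1* and *rpoC2* (subunits of the plastid-encoded RNA polymerase) were the 2 genes at least 4-fold higher in translation output at an edgeR adjusted p of 0.01 or less. The 2 at least 4-fold lower were *psbC* and *ndhA*, for a subunit of the NADH dehydrogenase-like complex (NDH). *ndhA* footprints fell 4.18-fold (log2 fold change −2.06, standard error (SE) 0.39, edgeR adjusted p = 0.00593). *rpoC2* footprints rose 5.78-fold (log2 fold change 2.53, SE 0.45, edgeR adjusted p = 0.00565). At any fold, 9 of 77 genes were higher and 10 lower in translation output, against 45 and 1 when scaled by library sizes alone and 0 and 20 with limma on RPKM. At least 4-fold, these were 11 and 1 with library sizes alone and 0 and 13 with limma on RPKM. In RNA, 6 genes were at least 4-fold higher, among them *rpl33* (2.33, SE 0.22, adjusted p = 1.76e-14), *rpoB* (2.04, SE 0.18, adjusted p = 2.06e-15) and *ycf2* (2.21, SE 0.19, adjusted p = 2.46e-15) in edgeR. One gene, *psbC*, was at least 4-fold lower in RNA. The 4-fold counts of 6 and 1 depend on the setting: 11 and 1 with library sizes alone, 3 and 1 with TMM factors from the genes not hit and 2 and 9 against RB70, the other transplastomic control line. They were 1 and 1 with DESeq2 size factors, DESeq2's Wald test, all lines in 1 fit and centred counts, where *rpl33* stayed past 4-fold and *rpoB* was at 1.73 to 1.80. At any fold the RNA of 31 genes was higher and of 22 lower, against 45 and 5 when scaled by library sizes alone, 19 and 24 with DESeq2 size factors and 35 and 5 with limma on RPKM.
Δ3’-*psbD* libraries held 302078 to 470814 (median 381918) footprints in chloroplast reading frames and control libraries 1334157 to 2204303 (median 1571344); RNA-seq gave 9549516 to 13549931 (median 10255163) and 9687269 to 11255678 (median 10630825) reads. Chloroplast reads were 10.3% of mapped footprints in Δ3’-*psbD* (SD 1.11, n = 3) and 24.2% in the control (SD 2.85, n = 3; two-sided exact permutation p = 0.1, the smallest that 3 against 3 allows). From the counts of the authors, changes were tested with edgeR's quasi-likelihood test and TMM factors computed within the 6 libraries. Without Δ3’-*psbD* replicate 1 or any single control replicate, edgeR called no gene 4-fold changed in translation output, and the adjusted p of *ndhA* and *rpoC2* was 0.0122 to 0.0324. Without Δ3’-*psbD* replicate 1, 2 genes were at least 4-fold higher and 1 lower in RNA. *ndhA* footprints did not pass with library sizes alone (adjusted p = 0.0876) or against RB70 (0.0647) and *rpoC2* footprints with limma on RPKM (0.0291).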

Due to the complete knockout of PSII and photosynthesis in this mutant, the low amount of material from heterotrophic plant growth in sterile culture required next-generation sequencing (NGS)-based transcriptome and ribosome profiling. 

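*psbC*, which encodes the inner antenna protein CP43, lost footprints and RNA in Δ3’-*psbD*. Its translation output (counted from 35530 to 36875 on the plus strand of the chloroplast genome) was 87.9-fold lower (log2 fold change −6.46, SE 1.04, edgeR adjusted p = 0.00434). It had 238, 152 and 1052 footprints in the 3 mutant libraries against 90158, 78081 and 139675 in the control. By the paper's methods the deletion takes the 3’ end of *psbD* and the 5’ part of *psbC*. Counts of both genes thus cover kept and deleted sequence. *psbC* RNA was 7.18-fold lower (log2 fold change −2.84, SE 0.16, edgeR adjusted p = 4.25e-24). *psbD*, cotranscribed with *psbC* and coding for the reaction center protein D2, dropped 2.17-fold in RNA (log2 fold change −1.12, SE 0.15, edgeR adjusted p = 1.86e-09), which turned to 0.32 (0.170) against RB70. Without Δ3’-*psbD* replicate 1 or any single control replicate the edgeR adjusted p of *psbC* translation output was 0.0122 to 0.0213, while its log2 fold change stayed between −6.53 and −6.04. *psbD* RNA did not pass with library sizes alone (adjusted p = 0.0879) or with limma on RPKM (0.0423).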

In Δ3’-*psbD*, *psbC* transcript accumulation and translation output were 8-fold and 130-fold reduced, respectively. The strong effect on *psbC* expression is expected due to the deletion of an upstream promoter and the *psbC* start codon (Fig. 2a). By contrast, ribosome footprints were gained from the 5’ end of the *psbD* reading frame (upstream of the deletion), suggesting the synthesis of a truncated PsbD protein. Indeed, a lowly abundant protein that is slightly smaller than mature PsbD was immunologically detected specifically in the Δ3’-*psbD* mutant with a PsbD-specific antibody which was raised against a peptide upstream of the deletion (high turnover of this potential truncated and non-functional PsbD protein may cause its low-level accumulation). However, our data do not enable the unambiguous assignment of the respective signal to a truncated version of PsbD (Supplementary Fig. 7). 

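*psbD* footprints (counted from 34485 to 35506) were 1.98-fold lower in Δ3’-*psbD* over the whole reading frame, with an edgeR adjusted p above the 0.01 threshold (−0.99, SE 0.22, adjusted p = 0.0128). Without Δ3’-*psbD* replicate 3 that value was −1.13 at an adjusted p of 1.50e-05. Translation efficiency of *psbD*, the change in footprints over that in RNA, was 0.13 (SE 0.30) at an adjusted p of 0.714, and −1.45 at 0.00771 with limma on RPKM. For *psbC* it was −3.62 (SE 0.88) at 0.0103. It passed (adjusted p in parentheses) with replicate as a block, at −4.39 (0.00235), with DESeq2's Wald test, at −3.30 (0.00442), with limma on RPKM, at −5.90 (3.14e-06), and in edgeR with all lines in 1 fit, at −3.24 (8.36e-05), against RB70, at −4.47 (0.00170), and without Δ3’-*psbD* replicate 3, at −5.15 (1.45e-14). Scaled by library sizes alone it was −3.21 (0.0131). On RPKM every gene carries the drop in chloroplast footprints. One count per library covers the reading frame, so footprints upstream and downstream of the deletion were not separated.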

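Fewer footprints were counted on *psbA*, which encodes the PSII reaction center protein D1, in Δ3’-*psbD*: 5.39-fold fewer relative to the other chloroplast genes (log2 fold change −2.43, SE 0.66, edgeR adjusted p = 0.0256). This did not reach the 0.01 threshold. The 3 mutant replicates differed widely, and without Δ3’-*psbD* replicate 3 the log2 fold change was −3.46 at an adjusted p of 4.56e-08. In that replicate 24.4% of Ribo-seq reads mapped to the chloroplast lay in reading frames, against 53.3% and 55.3% in replicates 1 and 2. In the control libraries the share was 92.7%, 84.0% and 81.2%. *psbA* also passed with DESeq2's Wald test (−2.40, adjusted p = 1.82e-04), with limma on RPKM (−3.88, adjusted p = 1.06e-05) and in edgeR with replicate as a block (−2.76, adjusted p = 0.00546). Library sizes alone gave −1.30 (0.0884). *psbA* RNA changed by −0.37 (SE 0.21) and its translation efficiency by −2.07 (SE 0.73), at edgeR adjusted p of 0.114 and 0.0426. With replicate as a block both passed, at −0.40 in RNA and −2.35 in efficiency (edgeR adjusted p = 0.00530 and 0.00545). Efficiency also passed (adjusted p in parentheses) with limma on RPKM, at −3.94 (7.50e-06), without Δ3’-*psbD* replicate 3, at −2.70 (1.42e-07), and against RB70, at −3.94 (0.00203), where *psbA* RNA turned to 1.67 (2.08e-08). On RPKM every gene carries the drop in chloroplast footprints, to 10.3% of mapped ones from 24.2% in the control. RB70 held 0.448 times the pRB8c share of *psbA* RNA-seq reads. The passes on RPKM and against RB70 thus include these shifts. Among other PSII genes, *psbE*, for the cytochrome *b*_559_ α-subunit, fell 2.99-fold in translation output (log2 fold change −1.58, SE 0.25, edgeR adjusted p = 0.00434). It was the 1 of 12 PSII genes not hit by the deletion that passed, also adjusted over the list alone (limma fry down, adjusted p = 0.0244, but up at 0.00163 with library sizes alone). Of 9 genes for the large ribosomal subunit 3 were higher in edgeR and 4 adjusted over the list alone (limma fry up, adjusted p = 0.00463, 0.0523 with replicate as a block, and 0.818 with limma's camera). Camera uses an estimated correlation and compares the list with the other genes, a different question from that of fry. Of the 12 small-subunit genes 2 rose (limma fry up, adjusted p = 0.0327), among them *rps18* (1.88, SE 0.31, adjusted p = 0.00434) in edgeR.
RNA of the 4 RNA polymerase genes rose (limma fry up, adjusted p = 0.00799, 0.0413 with replicate as a block, and 0.818 with camera). The largest rise was that of *rpoC1* (log2 fold change 2.07, SE 0.19, edgeR adjusted p = 1.15e-14), which turned to −2.11 (3.51e-20) against RB70. *rpoC1* has an intron, and RB70 held 33.9 times the pRB8c share of its RNA-seq reads. In PSII RNA 8 of 12 genes were lower and 1 higher, but the list did not pass 0.01 (limma fry down, adjusted p = 0.0159, and 0.103 with replicate as a block, but up at 0.602 with library sizes alone). In PSI RNA 3 of 5 were lower, and the list did not pass either (limma fry down, adjusted p = 0.0176, and 0.0573 with replicate as a block, but up at 0.516 with library sizes alone). From reduced *psbA* footprints with an unaltered distribution of the residual ribosomes, the paper proposes a defect in *psbA* translation initiation. Without Δ3’-*psbD* replicate 1 or any single control replicate, the edgeR adjusted p of *psbE* and *rps18* was 0.0122 to 0.0240. *psbE* footprints did not pass with library sizes alone (adjusted p = 0.170) and *rps18* footprints with limma on RPKM (0.149).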

Interestingly, the Δ3’-*psbD* mutant exhibited a significant >6-fold decrease in the translation output of *psbA* (Fig. 2b,c), while the ribosome distribution of the residual ribosomes within the *psbA* reading frame was unaltered, suggesting a *psbA* translation initiation defect (Fig. 2d). In contrast to the knockdown of the full-length PsbD in the KD-*psbD* mutant, the C-terminally truncated synthesis of PsbD in Δ3’-*psbD* (and the simultaneous absence of PsbC) did not significantly affect the ribosome coverage of *psbB* and *psbH*. Together, this (1) provides additional evidence against a role of PsbA accumulation in the control of PsbB or PsbH synthesis (validating the *hcf173* results and arguing against a regulatory connection between PsbA and PsbB or PsbH; Fig. 1g), (2) may suggest that synthesis of the N terminus of PsbD is sufficient to trigger *psbB* translation (that is, the reduced expression of the PsbD N terminus in KD-*psbD* may suppress *psbB*, and potentially *psbH*, translation via a negative feedback regulation), (3) could indicate that the PsbD C terminus controls *psbA* translation (through a similar feedback loop; note that alternative interpretations of (2) and (3) are discussed below in ‘Discussion’) and (4) largely excludes a role of PsbC in the control of *psbB* or *psbH* translation in land plants (a regulatory connection that recent data may indicate in Chlamydomonas^40^) because both KD-*psbD* and Δ3’-*psbD* show strongly diminished PsbC synthesis but only the milder *psbC* mutant KD-*psbD* displays a significant decrease in *psbB* and *psbH* translation, whereas the stronger *psbC* mutant Δ3’-*psbD* does not (Figs. 1c and 2c). 

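*psbB*, for the inner antenna protein CP47, and *psbH*, for a small subunit that binds it, moved apart in Δ3’-*psbD* without passing 0.01 in translation output. *psbB* footprints (counted from 74966 to 76452) had a log2 fold change of −0.54 (SE 0.29, edgeR adjusted p = 0.160). The value for *psbH* footprints (counted from 77114 to 77295) was 0.95 (SE 0.40, edgeR adjusted p = 0.0914). Their RNA dropped, 2.86-fold for *psbB* (−1.52, SE 0.15, adjusted p = 1.82e-13) and 1.57-fold for *psbH* (−0.65, SE 0.16, adjusted p = 2.50e-04) in edgeR. Translation efficiency was 0.98 (SE 0.33) at 0.0362 for *psbB* and 1.60 (SE 0.42) at 0.0133 for *psbH* (edgeR adjusted p). Scaled by library sizes, *psbH* RNA turned to 0.0586 (0.754). The *psbB* value rests on single libraries and on the scaling: −0.87 (edgeR adjusted p = 4.00e-05) without Δ3’-*psbD* replicate 3, and −1.74 (limma adjusted p = 0.00248) on RPKM. With library sizes alone *psbH* passed, at 2.09 (edgeR adjusted p = 0.00213), while on RPKM it was −0.26 (0.521). *psbB* RNA did not pass against RB70 (adjusted p = 0.152) and *psbH* RNA with limma on RPKM (0.440) or against RB70 (0.167).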

We cannot fully exclude the possibility that the impaired *psbC* expression found in both Δ3’-*psbD* and KD-*psbD* mutants causes reduced *psbA* translation. However, we consider this possibility to be unlikely because of (1) the known conserved assembly pathway of PSII in which PsbD and PsbA are located considerably upstream of PsbC^27^ and (2) the extensive similarities observed between *psbD* expression-dependent translational regulation in Chlamydomonas (detected in *psbD* mutants that lack *psbC* defects) with the effects observed in the herein analysed tobacco *psbD* mutants (Fig. 1c and Extended Data Fig. 3; see also ‘Discussion’). In sum, our data indicate that, in embryophytes, synthesis (or accumulation) of N- and C-terminal regions of PsbD controls the translation of *psbB* and *psbA* (Fig. 2e), respectively, as discussed in detail below (see ‘Discussion’).

**Fig. 2:**
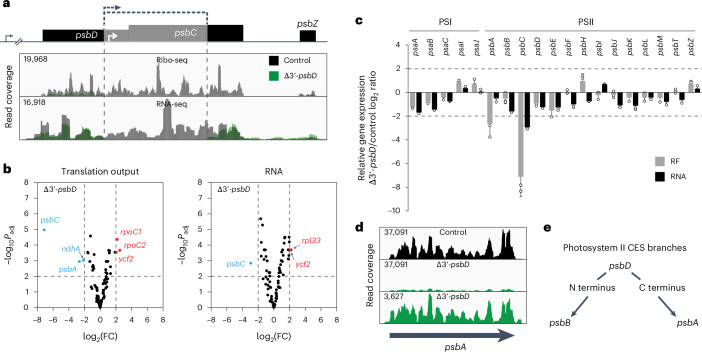
PSII assembly in land plants is probably controlled by a branched CES pathway. **a**, Top: physical map of the Δ3’-*psbD* mutant, in which the 3’ end of *psbD* and a substantial fraction of the 5’ end of *psbC* are replaced by the *aadA* cassette. The deleted region is shaded. Labelling as in Fig. 1a. Bottom: screenshots from Integrative Genomics Viewer (IGV) showing the ribosome footprint and RNA coverage at the *aadA* insertion site in the mutant (green) and the control (grey). The *y* axes represent the number of reads. The maximum *y*-axis values are shown in the upper-left corner. **b**, Volcano plot comparison of the translation output (Ribo-seq) and the transcript abundance (RNA-seq) between Δ3’-*psbD* and *aadA* control line (Supplementary Table 1) for all chloroplast reading frames. Data were collected from three biological replicates and log_2_(FC) of normalized RPKM values were plotted against the negative common logarithm of the adjusted *P* values (*P* values shown in Supplementary Data 1). Genes with at least 4-fold downregulation or upregulation and a *P*_adj_ ≤ 0.01 are labelled in blue or red, respectively. The vertical and horizontal dashed lines represent cut-offs of 4-fold change and *P*_adj_ = 0.01, respectively. The cut-off of 4-fold changes is justified by the 5th percentile in the distribution of fold changes across all NGS data (Supplementary Fig. 2). Translation efficiencies are shown in Supplementary Fig. 3 and Supplementary Data 1. **c**, Mean ± s.d. relative translation output (RF) and RNA accumulation of chloroplast-encoded PSI and PSII genes in Δ3’-*psbD*. *n* = 3 biological replicates shown as dots. **d**, Screenshots from IGV showing the ribosome footprint distribution along the *psbA* reading frame in Δ3’-*psbD* and the control. Note that the mutant data are shown in two different *y*-axis scales to visualize the overall reduction in *psbA* ribosome coverage compared to the control as well as the unaltered distribution of residual ribosomes on the *psbA* reading frame. Other details as in **a**. **e**, Schematic representation showing the proposed branched CES between PSII subunits in embryophytes based on our data (for details, see ‘Results’ and ‘Discussion’).

We noticed that all of the PSII mutants analysed so far showed impaired *psbA* translation. 

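Loss of *psbJ*, a PSII gene for a small subunit next to cytochrome *b*_559_, left most chloroplast genes within 4-fold of the pRB8c control (3 Ribo-seq and 3 RNA-seq libraries per line). *psbJ* itself (counted from 66378 to 66460 on the minus strand) was the 1 gene at least 4-fold lower in translation output (log2 fold change −6.39, SE 0.32, edgeR adjusted p = 1.21e-08) and in RNA (−8.48, SE 0.22, adjusted p = 4.46e-120). Of its footprints 64, 44 and 70 remained in the 3 libraries. *psbB* footprints fell 3.70-fold (log2 fold change −1.89, SE 0.30, edgeR adjusted p = 0.00170), the largest fall among genes that were not deleted. *psbB* RNA was down 2.15-fold (log2 fold change −1.10, SE 0.12, edgeR adjusted p = 1.98e-17). Upward, *rps15* rose 2.23-fold in translation output (log2 fold change 1.15, SE 0.21, edgeR adjusted p = 0.00226). Genes for the small ribosomal subunit rose on balance, 3 of 12 in edgeR (limma fry up, adjusted p = 0.00529, and 0.818 with camera). RNA of *rpoC1*, for an RNA polymerase subunit, went up 2.65-fold (1.41, SE 0.16, adjusted p = 1.89e-15) and that of *rps4* 2.60-fold (1.38, SE 0.19, adjusted p = 2.48e-11) in edgeR. RNA of *ccsA*, needed for cytochrome *c* assembly, went down 2.38-fold (log2 fold change −1.25, SE 0.15, edgeR adjusted p = 9.50e-14). At any fold, 6 genes were higher and 5 lower in translation output, against 6 and 8 with DESeq2 size factors and 0 and 2 with limma on RPKM. In RNA 26 were higher and 20 lower, against 53 and 6 when scaled by library sizes alone, 23 and 27 with DESeq2 size factors and 51 and 6 with limma on RPKM.
The libraries of Δ*psbJ* plants held 1344211 to 4471605 (median 2055602) footprints and 10899860 to 12643583 (median 10998679) RNA reads in chloroplast reading frames. Chloroplast reads were 23.0% of mapped footprints (SD 3.52, n = 3; two-sided exact permutation p = 0.5 against the control). Without control replicate 2 or 3 the edgeR adjusted p of *psbB* and *rps15* footprints was 0.0168 to 0.0220. Without Δ*psbJ* replicate 1 or 3 the genes at least 4-fold lower in translation output numbered 2, as with replicate as a block and with limma on RPKM. In RNA the 4-fold counts, higher and lower, were 2 and 1 with library sizes alone and with limma on RPKM, and 0 and 9 against RB70, where *rpoC1* RNA turned to −2.88 (edgeR adjusted p = 8.57e-08). RB70 held 33.9 times the pRB8c share of RNA-seq reads for *rpoC1*, a gene with an intron. *psbB* footprints did not pass with all lines in 1 fit (adjusted p = 0.0364) or against RB70 (0.0468), *rps15* footprints with limma on RPKM (0.0267) or against RB70 (0.146), *psbB* RNA against RB70 (0.738), and *rps4* RNA against RB70 (0.0183).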

To exclude the possibility that any defect in PSII function causes a reduction in *psbA* translation, a Δ*psbJ* mutant (with strongly impaired but not completely knocked-out PSII function) was examined by Ribo-seq (Extended Data Fig. 6 and Supplementary Table 1). This analysis clearly demonstrates that, despite the strongly compromised PSII function in Δ*psbJ*, *psbA* translation was not affected (Extended Data Figs. 6c and Fig. 5b), a finding that is in line with previous ribosome profiling and pulse labelling analyses of the PSII mutants *hcf107* and *lpe1* that exhibited only negligible reductions in *psbA* translation activity even though PSII accumulation was substantially impaired^23,37,39^. Together, this (1) largely excludes the possibility that any PSII defect causes reduced *psbA* translation and therefore (2) strengthens the arguments for a specific PsbD-dependent feedback regulation of *psbA* translation in embryophytes.

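*psbA* footprints were 1.53-fold higher in Δ*psbJ* than in the control, not past the 0.01 threshold (log2 fold change 0.61, SE 0.21, edgeR adjusted p = 0.0471). *psbA* RNA fell 2.14-fold (log2 fold change −1.10, SE 0.15, edgeR adjusted p = 6.83e-12), and *psbA* translation efficiency therefore rose 3.27-fold (log2 fold change 1.71, SE 0.28, edgeR adjusted p = 1.70e-04). Besides the fall of *psbB* footprints (−1.89, SE 0.30, edgeR adjusted p = 0.00170), translation output changed by 0.15 (SE 0.18) for *psbD*, 0.36 (SE 0.16) for *psbC* and −0.06 (SE 0.20) for *psbH*, at edgeR adjusted p of 0.531, 0.104 and 0.843. Set directly against Δ3’-*psbD* in 1 fit, *psbA* footprints were 7.48-fold lower in Δ3’-*psbD* than in Δ*psbJ* (log2 difference −2.90, SE 0.59, edgeR adjusted p = 0.0121, just above 0.01). With library sizes alone *psbA* passed as higher in Δ*psbJ*, at 0.73 (edgeR adjusted p = 0.00445), and with replicate as a block at 0.65 (3.19e-04). Against the other control line, RB70, *psbA* RNA turned to 0.83 (edgeR adjusted p = 0.0183) and its efficiency to −0.33 (0.627). *psbA* RNA did not pass with all lines in 1 fit (adjusted p = 0.0155) and *psbA* efficiency with all lines in 1 fit (0.0284). From *psbA* translation in Δ*psbJ* and in earlier PSII mutants, the paper largely rules out that any PSII defect lowers it.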

In Chlamydomonas, it was suggested that, in the absence of complex assembly, CES subunits can accumulate to very low levels that suffice to trigger feedback (auto-)regulation^9^. Hence, we investigated accumulation of different PSII subunits in *psbD* mutants immunologically. In the KD-*psbD* mutant, the abundances of all tested PSII subunits were reduced to negligible but detectable levels (Extended Data Fig. 4). Interestingly, PsbB and PsbH seem to be less affected in comparison to other PSII subunits (Extended Data Fig. 4). Remarkably, PsbB and PsbH were still detectable in the PSII knockout mutant Δ3’-*psbD*, suggesting that these subunits can accumulate to low levels independently of other PSII core subunits (such as PsbD, PsbC or PsbA). This may be explainable by the order of assembly events in PSII, in which PsbH and PsbB preassemble before incorporation into the reaction centre (RC) complex to convert RC into assembly intermediate RC47 (ref. ^27^). To detect PsbH-containing PSII assembly intermediates and determine their accumulation in *psbD* mutants, a blue-native–PAGE (BN–PAGE) experiment was performed on thylakoid membrane protein complexes from control plants, KD-*psbD* and Δ3’-*psbD* mutants (Supplementary Fig. 8). This analysis verified the virtual absence and strong reduction of PSII monomer, PSII dimer and PSII-containing supercomplexes in Δ3’-*psbD* and KD-*psbD*, respectively. In addition, immunoblot analysis revealed that PsbB and PsbH accumulate at low levels independently of other PSII core subunits in a smaller subcomplex, presumably RC47, a PSII assembly intermediate (Supplementary Fig. 8).

In sum, our results point to a branched CES in PSII of embryophytes that links PsbD synthesis or accumulation directly to *psbA* and *psbB* translation in PSII assembly by a translational feedback mechanism that shows similarity to but also partially differs from that described in Chlamydomonas (Figs. 1f and 2e). Previous findings suggested that PsbH is involved in CES and may control *psbB* expression^12,41^. However, based on our data, it remains elusive how and where translational control of *psbH* is integrated in the PSII CES since *psbH* translation output does not consistently follow the changes which we observed for any gene involved in PSII regulatory circuits (that is, *psbD*, *psbA* or *psbB*) of either land plants or Chlamydomonas (Extended Data Figs. 3a and 5b–d). In addition to these findings, our data validate previous evidence for a translational feedback control that adjusts PSII and PSI stoichiometries (Extended Data Figs. 3a and 5a; see also ‘Discussion’).

### Translational feedback regulation in Cyt *b*_6_*f*

Under diverse physiological growth conditions, the Cyt *b*_6_*f* complex is considered to be rate limiting for photosynthetic electron flow and depicts a homodimer, with each monomer consisting of eight protein subunits^42–46^. Little is known about the assembly of Cyt *b*_6_*f*, which is commonly assumed to occur by a pathway similar to that of mitochondrial cytochrome *bc*_1_ complexes^47–49^. Accordingly, assembly would initiate with membrane insertion of PetB (cytochrome *b*_6_) and PetD (subunit IV), followed by PetA (cytochrome *f*) and PetC (Rieske iron–sulfur protein)^44,49^. In Chlamydomonas, PetA is a CES subunit that autoregulates its synthesis depending on the availability of PetD or PetB^15,22,50,51^. To address whether a similar feedback mechanism controls Cyt *b*_6_*f* assembly in embryophytes as previously suggested^21^, a *petB*/*D*-*psbB*/*H*/*N*/*T* deletion mutant (hereafter called Δ*petB*/*D*) was examined by NGS-based ribosome and transcriptome profiling (Fig. 3 and Supplementary Table 1). 

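Apart from the genes hit by the deletion, translation output in Δ*petB*/*D* changed at least 4-fold in 3 genes by edgeR: *rpoC1* rose, and *psbA* and *ndhA* fell. *rpoC1* footprints were 6.68-fold higher (log2 fold change 2.74, SE 0.36, edgeR adjusted p = 0.00103), while *ndhA*, singled out after its values were seen, was 4.46-fold lower (−2.16, SE 0.21, adjusted p = 3.45e-04). *rbcL*, for the large subunit of Rubisco and the gene with most footprints in the control, dropped 2.87-fold (log2 fold change −1.52, SE 0.18, edgeR adjusted p = 8.24e-04). At any fold, 10 genes were higher and 14 lower in translation output, against 39 and 9 when scaled by library sizes alone and 1 and 18 with limma on RPKM. In RNA 32 were higher and 16 lower, against 36 and 7 when scaled by library sizes alone, 24 and 25 with DESeq2 size factors, 37 and 7 with limma on RPKM and 26 and 21 with TMM factors from the genes not hit. Of the genes not hit none reached 4-fold in RNA with the settings used here (58 of 77 genes had an unadjusted p under 0.05). Scaled by library sizes alone edgeR called 5, *rps4*, *rpl33*, *accD*, *ycf2* and *cemA*, higher by at least 4-fold in RNA, limma on RPKM called the last 4, and edgeR called *cemA* without Δ*petB*/*D* replicate 2. Over all 77 genes the 4-fold counts, higher and lower, were 0 and 5 in RNA, against 5 and 5 with library sizes alone and 0 and 12 against RB70, and 1 and 8 in translation output, against 10 and 7 with library sizes alone.
The 3 Ribo-seq libraries of the mutant held 256762 to 889066 (median 418424) footprints in chloroplast reading frames and the 3 RNA-seq libraries 12703483 to 14748699 (median 13223843) reads. They were compared with 3 and 3 libraries of the pRB8c control. Chloroplast footprints made up 14.5% of mapped ones (SD 6.88, n = 3; two-sided exact permutation p = 0.2). The deletion takes out *psbB*, *psbT*, *psbN*, *psbH*, *petB* and the 5’ end of *petD*, and these 6 genes were counted among the 77 but left out of the gene lists.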

As expected, the transcript accumulation and translation output of the deleted genes were decreased to background levels (Fig. 3b,c). In addition, we observed significantly increased transcript accumulation and translation output for several genes involved in chloroplast gene expression and a significant 7-fold decrease in *psbA* translation, the latter being a phenomenon that seems to be caused by any strong reduction of the Cyt *b*_6_*f* complex based on our results from another Cyt *b*_6_*f* knockout mutant and previous observations^25,49,52^ (Extended Data Figs. 5e and 7). 

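Of the deleted genes, *psbB* kept 20, 9 and 695 footprints in the 3 mutant libraries, *psbH* 0, 0 and 48, and *petB* 1, 1 and 47. *psbT* kept 2, 3 and 14, and *psbN* 0, 1 and 9. Translation output was 341-fold lower for *psbB* (log2 fold change −8.41, SE 1.48, edgeR adjusted p = 0.00339), 163-fold for *psbH* (−7.35, SE 0.96, adjusted p = 0.00103), 171-fold for *petB* (−7.42, SE 0.81, adjusted p = 5.49e-04). It was 179-fold lower for *psbT* and 139-fold for *psbN* (edgeR adjusted p = 1.82e-05 and 3.02e-04). *petD*, for subunit IV of cytochrome *b*_6_*f*, lost its 5’ end but not the part counted for footprints (79806 to 80240), and kept 116, 265 and 169 footprints, 22.9-fold fewer than the control (log2 fold change −4.52, SE 0.58, edgeR adjusted p = 0.00103). Its RNA was 2.06-fold higher (log2 fold change 1.04, SE 0.12, edgeR adjusted p = 5.63e-09), but −1.52 (4.01e-06) against RB70. *petD* has an intron, and RB70 held 8.68 times the pRB8c share of its RNA-seq reads. RNA of *psbB* (29, 33 and 44 reads), *petB* (9, 10 and 27) and *psbH* (1, 3 and 2) was nearly gone. That of *psbT* was at 0 in all 3 libraries, at least 25864-fold lower against a floor of 3 counts over the group. *psbN* had 1 read in all, 7685-fold lower (95% counting interval 1379 to 303612). Δ*petB*/*D* replicate 3 held all remaining *psbH* footprints. Of its Ribo-seq reads mapped to the chloroplast, 34.9% lay in reading frames, against 72.5% and 62.8% in replicates 1 and 2. Without Δ*petB*/*D* replicate 1 or control replicate 2 the edgeR adjusted p of *psbB* was 0.0104 and 0.0126.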

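Several genes of the chloroplast expression machinery and of unassigned reading frames rose in Δ*petB*/*D* at both levels. *rpoC2* went up 3.83-fold in translation output (log2 fold change 1.94, SE 0.36, edgeR adjusted p = 0.00436) and 2.54-fold in RNA (1.34, SE 0.13, adjusted p = 1.35e-10). *rpoC1* RNA went up 3.08-fold (log2 fold change 1.62, SE 0.14, edgeR adjusted p = 7.10e-12), and turned to −2.91 (1.68e-09) against RB70. For this intron gene RB70 held 33.9 times the pRB8c share of RNA-seq reads. *ycf2*, part of the inner-envelope import complex, gained 2.78-fold in footprints (1.48, SE 0.29, adjusted p = 0.00559) and 3.36-fold in RNA (1.75, SE 0.14, adjusted p = 8.54e-13) in edgeR. The ribosomal protein gene *rps18* gained 2.79-fold and 2.07-fold (edgeR adjusted p = 0.00177 and 3.38e-06), and *rpl33* 2.49-fold and 3.20-fold (0.00159 and 2.20e-10). Gains of *accD*, for a subunit of acetyl-CoA carboxylase, were 2.08-fold and 3.67-fold (0.00159 and 1.27e-12). *rps4* and *cemA* rose in RNA, by 1.63 (SE 0.17) and 1.95 (SE 0.16) (edgeR adjusted p = 4.10e-10 and 1.27e-12). Their footprint values, 0.29 (SE 0.17) and 1.44 (SE 0.52), did not pass (0.207 and 0.0543). As groups, the 4 RNA polymerase genes rose in RNA (limma fry up, adjusted p = 0.00278, and 0.818 with camera). So did small-subunit genes, 7 of 12 higher and 1 lower (limma fry up, adjusted p = 0.00779, and 0.860 with camera). Of 6 genes of other functions, 4 were higher and 2 lower (limma fry up, adjusted p = 0.00432, and 0.818 with camera).
*psbA* footprints dropped 9.48-fold (log2 fold change −3.24, SE 0.29, edgeR adjusted p = 3.09e-04) with *psbA* RNA at −0.20 (SE 0.25) (0.463), or 1.48 (0.00148) against RB70. Its translation efficiency fell 8.23-fold (−3.04, SE 0.43, adjusted p = 1.85e-04) in edgeR. Without Δ*petB*/*D* replicate 2, *psbA* RNA was −0.60 at an edgeR adjusted p of 0.00251. Without Δ*petB*/*D* replicate 1 or 2 or control replicate 2 or 3 the edgeR adjusted p of footprints of *rpoC2*, *ycf2*, *rps18*, *rpl33* or *accD* rose to 0.0101 to 0.0282. *accD* footprints did not pass with limma on RPKM (adjusted p = 0.134), *rpl33* footprints with limma on RPKM (0.0438), *rpoC2* footprints with limma on RPKM (0.0223), *rps18* footprints with limma on RPKM (0.0380), *ycf2* footprints with limma on RPKM (0.0529) or with replicate as a block (0.0110), *rps18* RNA with all lines in 1 fit (0.0104), and *rps4* RNA against RB70 (0.0136).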

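*petA*, which encodes cytochrome *f*, kept its footprints in Δ*petB*/*D*. Counted from 64350 to 65272, they were 1.16-fold higher than in the control relative to the other chloroplast genes, not past 0.01 (log2 fold change 0.21, SE 0.16, edgeR adjusted p = 0.323). *petA* RNA rose 1.51-fold (log2 fold change 0.60, SE 0.13, edgeR adjusted p = 1.75e-04), and translation efficiency was −0.39 (SE 0.20) at 0.138. Footprints of the other cytochrome *b*_6_*f* genes outside the deletion did not pass 0.01 either, with *petG* at −0.13 (SE 0.21), *petL* −0.35 (SE 0.32) and *petN* 0.39 (SE 0.17) at edgeR adjusted p of 0.627, 0.411 and 0.0868. In RNA 3 of these 4 genes, *petA*, *petG* and *petL*, were higher (limma fry up, adjusted p = 0.0191), *petL* most, at 0.94 (SE 0.17), which turned to −0.67 (0.00742) against RB70. The *petA* value depends on the scaling: library sizes alone gave 1.16 (edgeR adjusted p = 0.00122) and limma on RPKM −0.34 (0.290). Without Δ*petB*/*D* replicate 1 or control replicate 1 the edgeR adjusted p of *petA* RNA was 0.0184 and 0.0116. *petG* RNA lost its call without Δ*petB*/*D* replicate 1 or 3 (0.0330 and 0.0258). *petA* RNA did not pass with DESeq2 size factors (adjusted p = 0.0159), with all lines in 1 fit (0.104) or against RB70 (0.519) and *petG* RNA with DESeq2 size factors (0.0244), with TMM factors from the genes not hit (0.0104), with all lines in 1 fit (0.0528) or against RB70 (0.413). From unaltered *petA* coverage and distribution without PetB and PetD synthesis, the paper concludes that *petA* translation does not require their accumulation.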

Despite the complete absence of PetB and PetD synthesis in Δ*petB*/*D* mutant plants, ribosome coverage and distribution across the *petA* reading frame were unaltered, demonstrating that, in embryophytes, *petA* translation initiation and elongation do not require the accumulation of PetB or PetD, and occur independently of the assembly status of Cyt *b*_6_*f* (Fig. 3d,e). Previously published polysome analyses indicated a mild translational downregulation of *petA* upon deletion of *petB* or *petD* expression in tobacco^21^. However, these analyses may have suffered from technical challenges in polysome approaches in which the translational activities of *psaI*, *ycf4*, *cemA* and *petA* that are all mainly encoded on the same tetracistronic transcript^53^ are impossible to disentangle, a problem that has been solved by ribosome profiling (Fig. 3c,d).

**Fig. 3:**
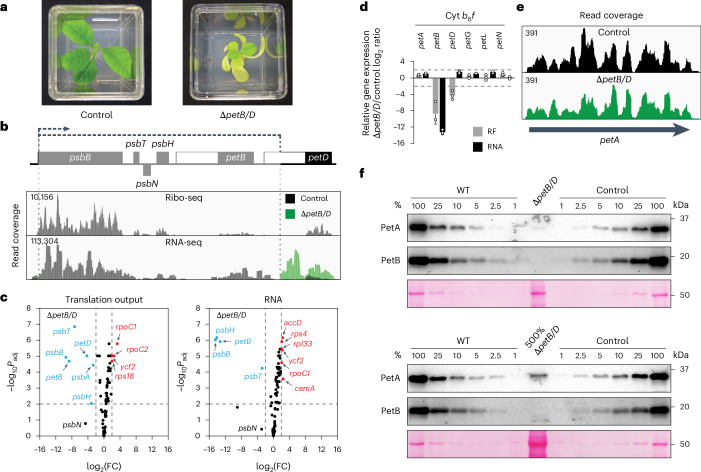
*petA* translation is not dependent on PetB or PetD accumulation. **a**, Pale green phenotype of the ∆*petB/D* mutant compared to the control line (Supplementary Table 1). **b**, Top: physical map of the relevant region in the chloroplast genome of the mutant. Genes above and below the line are transcribed from left to right and vice versa, respectively. The *aadA* cassette inserted deletes *psbN* and multiple genes in the *psbB* transcription unit including *psbB*, *psbT*, *psbH*, *petB* and the 5’ end of the *petD* reading frame (the deleted region is shaded). The dashed black arrow depicts the insertion site and transcription direction of the *aadA* cassette. Bottom: IGV screen captures of the RNA-seq and Ribo-seq analyses at the insertion site. The labelling is described in Fig. 2a. **c**, Volcano plot comparison of the translation output (Ribo-seq) and transcript abundance (RNA-seq) between mutant and control for all chloroplast reading frames. Data were collected from three biological replicates. Labelling as in Fig. 2b. **d**, Mean ± s.d. relative translation output (RF) and RNA accumulation of Cyt *b*_6_*f* genes in the Δ*petB/D* mutant in comparison to the control. *n* = 3 biological replicates shown as dots. **e**, IGV screen captures of the ribosome footprint distribution along the *petA* reading frame in the Δ*petB/D* mutant and the control. Labelling as in Fig. 2d. **f**, Immunoblot analysis to assess the accumulation of PetA and PetB in the Δ*petB/D* mutant, the wild type and the control. Top: samples of 5 µg total protein (100%) were separated by SDS–PAGE. Bottom: a 5-fold overloading of protein from the Δ*petB/D* mutant revealed a clear signal for PetA which accumulates to ~2–3% of the wild-type and control levels in the Δ*petB/D* mutant. The Ponceau-S-stained blot confirms the loading and illustrates the abundance of the large subunit of Rubisco. A biological replicate is shown in Supplementary Fig. 9. Source data

In Chlamydomonas, PetA accumulates in the absence of PetB or PetD to ~10% of the wild-type level, which was attributed to high PetA stability (that is, low protein turnover) that may be needed to trigger auto-inhibitory feedback regulation^15^. However, in the Δ*petB*/*D* tobacco mutant, PetA accumulated only to ~2–3% of the protein level in the control and the wild type (Fig. 3f and Supplementary Fig. 9), which is in line with previous analyses of tobacco PetB and PetD knockout mutants and led to the suggestion that in land plants, different from Chlamydomonas, PetA has a very high turnover in the absence of either PetB or PetD^21^. To determine and compare PetA and PetB turnover, immunochase experiments were carried out in wild-type, control and *petA* overexpression lines (Supplementary Fig. 10; note that due to the very low abundance of PetA in Δ*petB*/*D*, we were unable to analyse PetA turnover in the mutant background). These experiments showed a similar turnover rate of PetA and PetB in all analysed genotypes (Supplementary Fig. 10). However, the unaltered translation output of *petA* in Δ*petB*/*D* (Fig. 3d) and the simultaneous strongly reduced PetA protein accumulation (Fig. 3f) suggest a very high PetA protein turnover in the absence of PetB or PetD in tobacco. This apparently strong difference in PetA turnover in the absence of PetB and PetD between land plants (high turnover) and Chlamydomonas (lower turnover) may potentially be due to different sequences in co-translational versus post-translational Cyt *b*_6_*f* complex assembly steps and the accompanying integration of haems in the respective apoproteins, the order of which awaits unravelling in both embryophytes and green algae.

To further elucidate potential regulatory interactions within the Cyt *b*_6_*f* complex, the tobacco *petA* overexpression line Δ*psaI* was examined (hereafter called *petA*-ox-Δ*psaI*; Supplementary Table 1). In this line, *petA* is overexpressed by transcriptional readthrough originating from the *aadA* resistance marker inserted into the *psaI* reading frame that is located upstream of *petA*^53^ (Fig. 4a). *psaI* encodes a small non-essential PSI subunit and is part of the tetracistronic transcription unit that includes the downstream genes *ycf4* (also known as *pafII*, encoding a non-essential PSI assembly factor), *cemA* (also known as *ycf10*, encoding a non-essential chloroplast envelope membrane protein) and *petA* (Fig. 4a). As expected, transcriptome profiling revealed significantly increased transcript accumulation downstream of the *aadA* insertion site (Fig. 4b), including the 3’ region of *psaI* (5-fold), *ycf4* (5-fold), *cemA* (7-fold) and *petA* (2-fold). This observation is in line with previous notions of transcriptional readthrough originating from the *aadA* resistance marker^53,54^. The elevated transcript levels were accompanied by similar or even stronger significantly increased translation output of *petA*, *ycf4* and *cemA* (~6-fold, 5-fold and 4-fold, respectively) (Fig. 4b). This finding suggests that the elevated transcript levels of *petA* in *petA*-ox-Δ*psaI* did not deplete the RNA-binding proteins CRP1 or BSF, *trans* factors that promote *petA* translation^25,52,55,56^, to an extent that would affect *petA* translation (it should also be noted that the known additional CRP1 and BSF target mRNAs of *petD*, *ndhD* and *psaC* are not significantly or substantially affected at RNA or translational levels). Furthermore, similar overexpression levels of *petA* transcript and translation output strongly indicate that *petA* is not tightly translationally autoregulated as described in Chlamydomonas^22,51,57^. In both cases, limiting translational *trans* factor or autoregulation, *petA* transcript overaccumulation would cause translational downregulation that should result in unaltered (or limited effects on) *petA* translation output (that is, decreased translation efficiency of an increased transcript level), which we did not observe (Fig. 4b,c and Supplementary Fig. 3). These results, together with the absence of any translational downregulation of *petA* in the Δ*petB*/D mutant, the strongly diminished PetA protein accumulation in the Δ*petB*/D mutant, and the apparently different PetA protein turnover in Chlamydomonas and tobacco *petB*/*D* mutants, strongly suggest that *petA* is not feedback regulated in embryophytes as it is in Chlamydomonas.

**Fig. 4:**
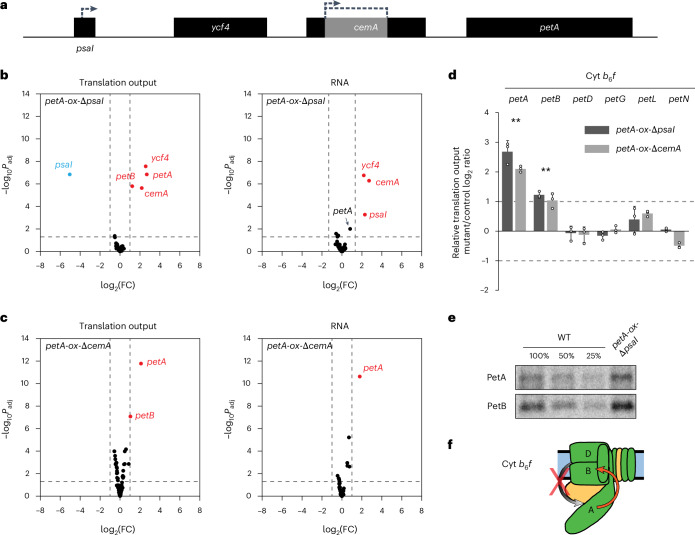
Induced expression of *petA* triggers translation of *petB* and thereby reveals translational feedback regulation in Cyt *b*_6_*f.* **a**, Physical map of the *petA*-ox-Δ*psaI* and *petA*-ox-Δ*cemA* mutants, created by inserting an *aadA* cassette in sense direction to disrupt the *psaI* and *cemA* reading frames, respectively. The resulting transcriptional readthrough causes *petA* overexpression. Dashed arrows represent the insertion sites and transcription direction of the *aadA* cassette. **b**,**c**, Volcano plot comparisons of ribosome footprint abundances and RNA accumulation for all chloroplast reading frames in the mutant relative to the control, *petA*-ox-Δ*psaI* (**b**) and *petA*-ox-Δ*cemA* (**c**) (Supplementary Table 1). Other details are described in Fig. 1b. **d**, Mean ± s.d. relative translation output of all plastid-encoded Cyt *b*_6_*f* genes in *petA*-ox-Δ*psaI* and *petA*-ox-Δ*cemA* mutants compared to control plants. Horizontal dashed lines represent the 2-fold change cut-off. Asterisks mark the significance of the change in translation output for the respective reading frames between both mutants and the control (*P*_adj_ ≤ 0.01; values shown in Supplementary Data 1). *n* = 3 biological replicates shown as dots. **e**, Pulse labelling coupled with immunoprecipitation analysis of PetA and PetB protein synthesis reveals the co-enhanced de novo synthesis of PetA and PetB in *petA*-ox-Δ*psaI*. A biological replicate is shown in Supplementary Fig. 11. **f**, Schematic representation of the structure of the Cyt *b*_6_*f* complex. The black arrow connects the assembly partner to the CES subunit (emphasized by the arrowhead), as reported in Chlamydomonas and tested in this work. The red cross reflects the absence of a Chlamydomonas-like feedback regulation from PetD and PetB to PetA (proteins labelled D, B and A, respectively), while the red arrow illustrates the potential positive feedback regulation from PetA to PetB identified in embryophytes. Source data

Interestingly, *petA* overexpression in *petA*-ox-Δ*psaI* was accompanied by a significantly >2-fold increased translation output of *petB*, while *petB* transcript levels were not substantially altered (Fig. 4b). To rule out that this effect is related to the knockout of *psaI* (or any effect on PSI), two independent *petA* overexpression lines, Δ*cemA* and Δ*ycf4*, hereafter named *petA*-ox-Δ*cemA* and *petA*-ox-Δ*ycf4*, were analysed (Fig. 4c, Extended Data Fig. 8 and Supplementary Table 1). Both *petA*-ox-Δ*cemA* and *petA*-ox-Δ*ycf4* showed a similar transcriptional readthrough effect originating from *aadA* and causing *petA* transcript overaccumulation (Fig. 4a,c and Extended Data Fig. 8a,c). Furthermore, in both *petA*-ox-Δ*cemA* and *petA*-ox-Δ*ycf4*, the *petA* transcript overaccumulation induced increased *petA* translation output, which, in turn, was accompanied by elevated *petB* translation (Fig. 4c and Extended Data Fig. 8c). These findings (1) further substantiate the conclusion that PetA cannot be tightly translationally feedback-regulated in embryophytes, (2) validate our finding that overexpression of *petA* significantly increases the translational activity of *petB* (Fig. 4d) and thus (3) point to a regulatory connection between PetA synthesis (or protein accumulation) and *petB* translation in embryophytes. In addition, the translation output of numerous other genes was altered specifically in *petA*-ox-Δ*ycf4* (Extended Data Fig. 8c). However, these alterations cannot be related to *petA* overexpression and are likely to be a consequence of the *ycf4* knockout (and/or the strong photosynthetic deficiency in *ycf4* mutants)^58^, given that none of these changes was observed in either *petA*-ox-Δ*psaI* or *petA*-ox-Δ*cemA*. In addition, the co-occurrence of enhanced PetA and PetB synthesis was validated by protein isotope pulse-labelling experiments (Fig. 4e and Supplementary Fig. 11). If PetA synthesis or accumulation controls *petB* translation, a *petA* knockout may diminish *petB* translation. Nevertheless, previously published polysome analyses of a tobacco *petA* knockout mutant did not indicate detectable changes in *petB* translation^21^. However, conclusions on *petB* translation activity based on polysome analyses are very challenging because in land plants, *petB* is located in a large polycistronic transcription unit (Fig. 3b) whose transcripts are processed into a multitude of *petB*-containing isoforms, each of which is used as translation template^59,60^. Unfortunately, neither seeds nor tissue do exist anymore from the *petA* knockout line^21^. Hence, future attempts to examine *petB* translation activity in *petA* knockout lines in high resolution by ribosome profiling will require the generation of new transplastomic lines.

In sum, our findings strongly suggest that in embryophytes, PetA is not feedback regulated as it has been described in Chlamydomonas. Instead, our data indicate that, in tobacco, PetA synthesis and/or protein accumulation determine *petB* translation activity.

### No evidence for substantial feedback regulation in PSI

The plastocyanin–ferredoxin oxidoreductase PSI contains 15 subunits and depicts the second largest multimeric protein complex in the thylakoid membrane^61,62^. PSI assembly initiates with co-translational thylakoid membrane insertion of PsaB and PsaA^29^, which is followed by PsaC attachment^63,64^. In Chlamydomonas, PsaB establishes a CES cascade, in which availability of PsaB controls *psaA* translation, and PsaA accumulation limits PsaC synthesis^16^. To check whether comparable feedback regulation is involved in the assembly of PSI in embryophytes, two independent transplastomic *psaB* knockout alleles Δ*psaB-1* and Δ*psaB-2* were generated by introducing frameshift-causing point mutations into the *psaB* reading frame (Fig. 5b–d, Extended Data Fig. 9a–g and Supplementary Table 3). 

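Chloroplast gene expression in Δ*psaB* was compared with RB70, another *aadA* line, from 3 Ribo-seq and 3 RNA-seq libraries each. By the legends of the paper, replicates 1 and 2 come from Δ*psaB*-1 and replicate 3 from Δ*psaB*-2. edgeR called none of 77 genes changed in translation output at 0.01, although 27 had an unadjusted p under 0.05. With replicate as a block it called 5 higher and 3 lower, 3 of the former at least 4-fold, and with library sizes alone 4 higher, 3 at least 4-fold, and none lower. DESeq2's Wald test called 7 higher and 7 lower, 5 of the former at least 4-fold. The 2 rises of lowest p, of *rps18* (log2 fold change 2.28, SE 0.42, edgeR adjusted p = 0.0132) and *rpl33* (2.35, SE 0.40, adjusted p = 0.0132), both ribosomal protein genes, missed 0.01. Both passed with the block, at 2.14 and 2.30 (edgeR adjusted p = 0.00184 for each), and without Δ*psaB* replicate 1, at 1.71 and 1.84 (edgeR adjusted p = 3.61e-07 and 1.63e-06). In RNA *ndhI*, for an NDH subunit, fell 4.48-fold (log2 fold change −2.16, SE 0.31, edgeR adjusted p = 0.00701), the 1 gene past 4-fold (none with DESeq2 size factors, and 3 and 0 higher and lower with library sizes alone). *rps18* RNA rose 3.65-fold (log2 fold change 1.87, SE 0.33, edgeR adjusted p = 0.00889). At any fold edgeR called 2 genes higher in RNA, *rps18* and *ycf1* (1.45, SE 0.27, adjusted p = 0.00947). The 5 lower genes were *ndhI*, *ndhG*, *ndhE*, *ndhH* and *psbK*. The split of 2 and 5 stands against 3 and 2 when scaled by library sizes alone, and 5 and 10 with replicate as a block, 1 of each at least 4-fold. Of 11 NDH genes 4 were thus lower in RNA (limma fry down, adjusted p = 0.0949).
Δ*psaB* replicate 1 held 31328 footprints in chloroplast reading frames, the fewest of all Ribo-seq libraries. The paper gives replicate 2 of Δ*psaB*-1 as the one of lower coverage, so replicate numbers here need not match its own. The 3 mutant libraries held 31328 to 146708 (median 138698) and the RB70 libraries 160029 to 253111 (median 231081). RNA-seq gave 1029394 to 1869028 (median 1553726) and 1826494 to 2278701 (median 1956068) reads. Chloroplast footprints were 11.9% of mapped ones in Δ*psaB* (SD 7.46, n = 3) and 22.4% in RB70 (SD 2.02, n = 3; two-sided exact permutation p = 0.1). Every RNA call was lost without Δ*psaB* replicate 2 or 3 or any single control replicate (edgeR adjusted p 0.0224 to 0.0915). As shares of reads in reading frames, the 10 single-copy genes with introns had a median of 10.5 times the pRB8c level in RB70 RNA-seq. The 65 genes without introns had a median of 1.85 times. RNA of intron genes such as *ndhA* thus carries a difference between these library sets. *ndhI* RNA did not pass with DESeq2 size factors (adjusted p = 0.0140) or against pRB8c (0.187), *rps18* RNA with DESeq2 size factors (0.0140), and *ycf1* RNA with library sizes alone (0.0222), with DESeq2 size factors (0.0140) or with limma on RPKM (0.0190).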

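*psaB*, for the PSI reaction center protein PsaB (counted from 39019 to 41183 on the minus strand), had 757, 3678 and 9383 footprints in the 3 Δ*psaB* libraries. That was 2.73-fold below RB70 relative to other genes (log2 fold change −1.45, SE 0.49, edgeR adjusted p = 0.0632). This missed 0.01 in edgeR, but DESeq2's Wald test gave an adjusted p of 0.00831 and a replicate block in edgeR 0.00190. Without Δ*psaB* replicate 3 the log2 fold change was −2.27 (edgeR adjusted p = 0.00202), and without Δ*psaB* replicate 1 it was −1.17 (0.00713). If the numbers match those of the paper, the former fit holds both Δ*psaB*-1 replicates alone. *psaB* RNA was near the control (log2 fold change −0.02, SE 0.54, edgeR adjusted p = 0.968), and *psaB* translation efficiency was −1.42 (SE 0.78) at 0.273. One count per reading frame was used, so footprints before and after the introduced stop codons were not separated.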

Ribosome profiling analysis of these mutants confirmed that both mutant alleles cause premature *psaB* translation termination at positions that preclude functionality of the synthesized truncated PsaB protein (in that more than half of PsaB is missing), an assumption that is supported by the pale green phenotype and the inability of these mutants to grow autotrophically, a phenotype that resembles previously published PSI knockout mutants^65,66^ (Fig. 5b–d and Extended Data Fig. 9a–g). Because the observed mild changes in chloroplast gene expression were similar in both *psaB* mutant alleles (Extended Data Fig. 9a–g), we combined their analysis to identify potential PsaB-dependent feedback regulation. This examination showed that, apart from the premature translation termination in the *psaB* reading frame, the expression of no other chloroplast-encoded PSI gene was substantially and significantly altered at the transcript accumulation or translational levels (Fig. 5c,d, Extended Data Fig. 9a–g and Supplementary Data 1), arguing against a Chlamydomonas-like CES that would originate from PsaB and act in the assembly of embryophyte PSI. 

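Of the other PSI genes in Δ*psaB*, *psaA*, for the second reaction center protein, had a footprint log2 fold change of 0.52 (SE 0.40, edgeR adjusted p = 0.385) and an RNA change of 0.03 (SE 0.57) (0.968). The small subunit genes *psaI* and *psaJ* were at 0.21 (SE 0.34) and 0.56 (SE 0.33) in footprints (edgeR adjusted p = 0.670 and 0.252). In RNA they were at 0.31 (SE 0.32) and 0.44 (SE 0.23) (0.510 and 0.232). edgeR called none of the 4 PSI genes other than *psaB* at 0.01 in footprints or RNA. Adjusted over the list alone, *psaC* passed in footprints. The median of their footprint changes was 0.36, and the set did not pass (limma fry down, adjusted p = 0.789, but up at 0.0323 with library sizes alone). Standard errors of these changes ran from 0.26 for *psaC* to 0.40 for *psaA*. From the absence of a substantial change in other PSI genes, the paper argues against a Chlamydomonas-like CES that originates from PsaB.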

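*psaC*, for the subunit that carries the terminal iron-sulfur clusters of PSI (counted from 119156 to 119361 on the minus strand), had 2.31-fold fewer footprints in Δ*psaB* (log2 fold change −1.21, SE 0.26, edgeR adjusted p = 0.0228). Its RNA was 1.84-fold lower (−0.88, SE 0.24, adjusted p = 0.0357), both above 0.01 in edgeR. Without Δ*psaB* replicate 1, the library of lowest depth, both passed, at −1.19 in footprints (edgeR adjusted p = 5.92e-04) and −0.70 in RNA (0.00156). DESeq2's Wald test called the footprints lower (adjusted p = 2.29e-04), and with library sizes alone edgeR gave −0.47 (0.0982). *psaC* translation efficiency was −0.33 (SE 0.37) at 0.680, so the footprint change did not exceed the RNA change by the test used.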

Although we noticed a mild reduction in *psaC* translation output (Fig. 5d), this effect was not validated in an independent Arabidopsis mutant with strongly diminished *psaB* expression (Fig. 5j).

**Fig. 5:**
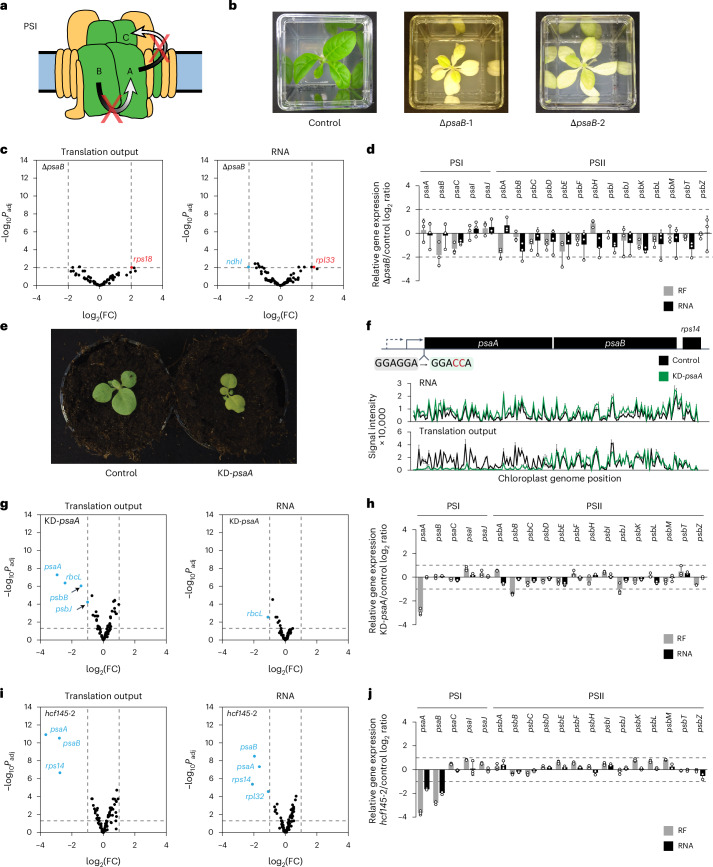
Impaired expression of *psaB* or *psaA* does not trigger CES-like regulation in embryophyte PSI genes. **a**, Schematic representation of the PSI complex with CES interactions identified in Chlamydomonas represented by black arrows (A, B, and C represent the PsaA, PsaB and PsaC proteins, respectively). The data obtained in this study do not provide evidence for a similar CES in tobacco (red crosses). **b**, The Δ*psaB*-1 and Δ*psaB*-2 mutant alleles generated in this work display very pale green phenotypes in comparison with the respective control (Supplementary Table 1). **c**, Volcano plots of the translation output and RNA accumulation of summarized results from Δ*psaB*-1 and Δ*psaB*-2 versus control (analyses of the single mutant alleles are shown in Extended Data Fig. 9). Due to similar effects on chloroplast gene expression in the Δ*psaB*-1 and Δ*psaB*-2 mutant alleles (shown in Extended Data Fig. 9), two biological replicates of Δ*psaB*-1 and one biological replicate of Δ*psaB*-2 were summarized. Other details as in Fig. 2b. **d**, Summarized mean ± s.d. relative translation output (RF) and RNA accumulation of PSI and PSII-related genes in the Δ*psaB* mutant alleles compared to the control line. *n* = 3 replicates (same as in **c**) shown as dots. **e**, The KD-*psaA* mutant harbouring a mutated *psaA* Shine–Dalgarno (SD) sequence displayed a pale green phenotype in comparison with the wild-type-like appearance of the control line (Supplementary Table 1). **f**, Top: physical map of the mutant showing the location of the selectable marker (*aadA* cassette) inserted upstream of the start codon of *psaA*. The SD was mutated from GGAGGA to GGACCA, causing strongly reduced translation initiation of *psaA* (wild-type and mutant SD sequences are shaded in grey and green, respectively). Bottom: the translation output of the downstream *psaB* and *rps14* reading frames is not affected, demonstrating uncoupled translation of the co-transcribed reading frames. **g**,**i**, Volcano plots comparing the translation output and RNA accumulation of all chloroplast reading frames in KD-*psaA* and the control (**g**), as well as the *hcf145*-2 mutant and its corresponding wild-type control (**i**). The results were obtained from three biological replicates for each of the genotypes. Other details as in Fig. 1b. **h**,**j**, Mean ± s.d. relative translation output and RNA accumulation of PSI and PSII genes in the KD-*psaA* (**h**) and *hcf145*-2 mutants (**j**) in comparison to their corresponding controls. *n* = 3 biological replicates shown as dots.

To be able to detect potentially independent CES acting downstream of PsaB, a tobacco *psaA* translation knockdown mutant (KD-*psaA*) as well as the Arabidopsis *hcf145*-2 mutant that exhibits impaired *psaA*/*B*-*rps14* transcript accumulation were examined by ribosome profiling (Fig. 5e–j and Supplementary Table 1). KD-*psaA* and *hcf145*-2 mutants displayed the expected defects in *psaA* translation and *psaA*/*B*/*rps14* transcript accumulation, respectively (Fig. 5e–j). Most importantly, these defects did not induce significant >2-fold alterations in the translation output of *psaC* or any other plastid-encoded PSI gene, implying the absence of PsaA or PsaB-dependent CES. Interestingly, in *hcf145*, the *psaA* translation defect is more than four times as strong as the corresponding defect in transcript accumulation, suggesting that HCF145 promotes *psaA* translation, in addition to its known function in *psaA* transcript stabilization^67,68^. Such dual functions have been described before for other chloroplast RNA-binding proteins^69^. In KD-*psaA*, translation output of *psaB* and *rps14* were not significantly (or >2-fold) altered, despite their co-transcription with the upstream translationally strongly impaired *psaA* (Fig. 5f,h). This observation implies the uncoupled translation of *psaA* and *psaB*/*rps14*, all of which are located on the same tricistronic transcript.

Finally, a knockdown mutant of the peripheral PSI subunit PSAD (*psaD1-1*) was examined (Extended Data Fig. 9h,i and Supplementary Table 1). In Arabidopsis, the PSI subunit PSAD is encoded by the two paralogous and functionally redundant genes *PSAD1* and *PSAD2* (ref. ^70^). Although the knocked-out expression of *PSAD1* causes a 60% decrease in PSI accumulation^70^, no significant >2-fold alteration was observed in the expression of chloroplast PSI genes (Extended Data Fig. 9i). Similar observations were previously made in the knockout mutant of the peripheral non-essential PSI subunit PsaJ^54^.

Together, our results indicate that CES-like feedback regulation does not substantially contribute to the stoichiometric accumulation of PSI subunits in embryophytes.

### No indication for feedback regulation in the NDH complex

To examine potential CES in the NDH complex of land plants (a photosynthetic complex that is absent from the Chlamydomonas chloroplast), we analysed the tobacco Δ*ndhC*/*K*/*J* and Δ*ndhA*/*I* mutants, which simultaneously knock out three and two NDH subunits that are encoded in different genomic loci, respectively (Supplementary Results, Extended Data Fig. 10 and Supplementary Table 1). These analyses did not reveal any indication of feedback regulation in the chloroplast NDH complex.

### Potential feedback regulation in ATP synthase

In chloroplasts, the thylakoid CF_0_–CF_1_ ATP synthase catalyses ATP synthesis on the basis of a proton gradient that is established by the photosynthetic light reactions. There is evidence that the chloroplast ATP synthase assembles modularly, similar to bacterial and mitochondrial ATP synthases, and some of the involved factors have been identified^71^. Different from other photosynthetic complexes, ATP synthase subunits are assembled in a non-equimolar stoichiometry (AtpA:AtpB:ATPC:ATPD:AtpE:AtpF:ATPG:AtpH:AtpI = 3:3:1:1:1:1:1:14:1)^44,71^. In embryophytes and Chlamydomonas, this stoichiometry is reflected by an accordingly adjusted expression of the respective genes with transcriptional and translational contributions, demonstrating the participation of translational regulation to stoichiometric ATP synthase assembly^11–13^. In addition, a CES cascade fine-tunes the translation of ATP synthase genes in Chlamydomonas^17^ in that ATPC is required for the translation of *atpB* which, in turn, triggers the synthesis of AtpA (Fig. 6j).

**Fig. 6:**
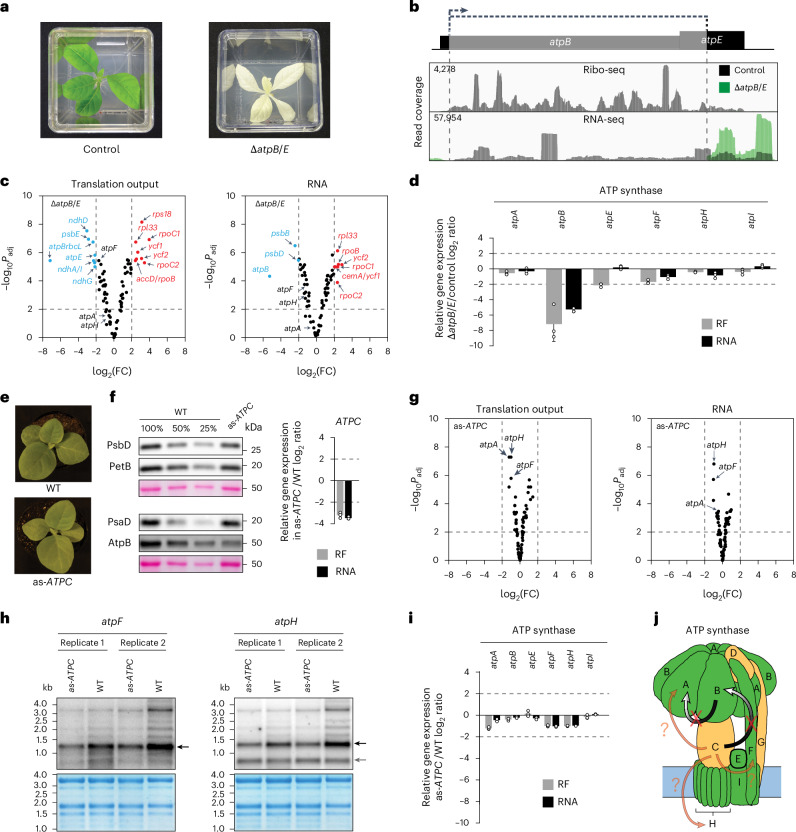
Potential feedback regulation in ATP synthase. **a**, White phenotype of the Δ*atpB*/*E* mutant in comparison to a control line (Supplementary Table 1). **b**, Top: physical map illustrating the deletion caused by the insertion of the *aadA* cassette within the *atpB* and *atpE* reading frames. Bottom: IGV screenshots of the coverage of the Ribo-seq and RNA-seq reads in the Δ*atpB*/*E* mutant and the control at the insertion site. Other details as in Fig. 2a. **c**, Volcano plots comparing the translation output and RNA accumulation in Δ*atpB*/*E* mutant versus control. Summary of three biological replicates is shown. Other details as in Fig. 2b. **d**, Mean ± s.d. relative translation output (RF) and RNA accumulation of plastid-encoded ATP synthase genes. *n* = 3 biological replicates shown as dots. **e**, as-*ATPC* mutant displaying a pale green phenotype in comparison with the wild type (WT). **f**, Left: immunoblot analyses to determine the accumulation of photosynthetic complexes in the as-*ATPC* mutant in comparison to the wild type (confirming the ATP synthase accumulation defect). The 100% sample represents 5 µg of total protein. Right: relative ratios of the *ATPC* translation output (RF) and RNA accumulation in as-*ATPC* compared to the wild type. Error bars represent standard deviations of three biological replicates shown as dots. **g**, Volcano plot comparison of the translation output and RNA accumulation in the as-*ATPC* mutant versus the wild-type control for all chloroplast reading frames. Other details as in Fig. 2b. **h**, RNA gel blot analyses with probes specific to *atpF* (left) and *atpH* (right). Methylene blue staining of rRNAs is shown as a loading control below each blot. RNA ladder sizes are labelled on the left side. The black and grey arrows indicate the dicistronic *atpH*-*atpF* and the monocistronic *atpH* transcripts, respectively. **i**, Mean ± s.d. relative translation output (RF) and RNA accumulation in the mutant compared to WT for the chloroplast-encoded ATP synthase genes. *n* = 3 biological replicates shown as dots. **j**, Scheme of the ATP synthase complex with the CES between ATPC, AtpB and AtpA reported in Chlamydomonas (ATP synthase complex subunits are labelled with their last letter). The red crosses reflect the absence of these CES interactions in the ATP synthase complex of embryophytes suggested by our experiments. Presumable regulatory interactions that did pass our threshold for significance (but not that for fold change) are shown in shaded colour with a question mark (in addition, a mild but significant *atpF* downregulation has been observed in Δ*atpB/E* but the origin of this effect could not be assigned unambiguously due to the knockout of two *atp* genes in this mutant). Source data

It has been previously shown in maize and tobacco that *atpB* knockdown does not affect *atpA* translation^12,25^. 

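Loss of *atpB* and *atpE*, for the β and ε subunits of the ATP synthase, went with a fall in chloroplast footprints to 3.86% of all mapped footprints (SD 0.895, n = 3; two-sided exact permutation p = 0.1). In RNA-seq chloroplast reads were 39.3% (SD 2.42; 59.8% in the pRB8c control, SD 1.46, n = 3). Relative to the other chloroplast genes, edgeR called 14 genes at least 4-fold higher and 3 at least 4-fold lower in translation output. *psaI*, for a small PSI subunit and singled out after its values were seen, was 1 of the 14 (log2 fold change 2.37, SE 0.23, edgeR adjusted p = 1.33e-05), but −0.63 (0.0564) with limma on RPKM. *psbE* was 1 of the 3 (log2 fold change −2.38, SE 0.21, edgeR adjusted p = 9.34e-06). In RNA 6 genes were at least 4-fold higher and 4 lower. The 4-fold counts were 30 and 1 in translation output and 27 and 1 in RNA with library sizes alone. The 4 lower in RNA were *atpB*, *psbB* (−2.50, SE 0.25, adjusted p = 1.65e-05), *psbD* (−2.11, SE 0.26, adjusted p = 5.95e-05) and *psbC* (−2.03, SE 0.25, adjusted p = 6.06e-05) in edgeR. At any fold 34 genes were higher and 18 lower in translation output, against 47 and 7 when scaled by library sizes alone, 30 and 25 with DESeq2 size factors and 1 and 65 with limma on RPKM. In RNA these were 32 and 26, against 46 and 8 when scaled by library sizes alone.
Each line had 3 Ribo-seq and 3 RNA-seq libraries. Those of the mutant held 107032 to 138170 (median 127460) footprints and 6918158 to 10393268 (median 7598829) reads in chloroplast reading frames. Of Ribo-seq reads mapped to the chloroplast, 35.2%, 45.9% and 37.3% lay in reading frames in the mutant libraries. In the control libraries these were 92.7%, 84.0% and 81.2%. On RPKM, which are scaled by the reads mapped to all genomes, the median log2 fold change of all genes was −2.62 in translation output against 0.36 here. By that measure 46 genes were at least 4-fold lower and 0 higher by limma. Without Δ*atpB*/*E* replicate 1, 4 genes were at least 4-fold higher and 2 lower in RNA. *psaI* footprints did not pass against RB70 (adjusted p = 0.195), *psbC* RNA against RB70 (0.551), and *psbD* RNA against RB70 (0.480).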

To rule out any mild feedback effects that may have gone undetected in the previously analysed hypomorphic mutant alleles, an *atpB*/*E* knockout mutant (Δ*atpB*/*E*) was examined by Ribo-seq and RNA-seq (Fig. 6a–d, Supplementary Data 1 and Supplementary Table 1). As expected, translation output of *atpB* and *atpE* were decreased to background levels in Δ*atpB*/*E* (Fig. 6b). In addition, expression of none of the other plastid-encoded ATP synthase subunits was significantly >4-fold affected (Fig. 6c,d). 

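Footprints on *atpB* (counted from 55296 to 56752 on the minus strand) fell to 19, 12 and 245 in the 3 Δ*atpB*/*E* libraries, 45.4-fold below the control (log2 fold change −5.50, SE 0.95, edgeR adjusted p = 5.22e-04). *atpB* RNA fell 41.5-fold (−5.37, SE 0.20, adjusted p = 2.99e-08). *atpE* (footprints counted from 54898 to 55259), which overlaps the end of *atpB* in 1 transcript, kept 81, 67 and 114 footprints, 3.13-fold lower (log2 fold change −1.64, SE 0.21, edgeR adjusted p = 7.63e-05). Its RNA was close to the control (log2 fold change 0.11, SE 0.21, edgeR adjusted p = 0.647). By the paper's methods the deletion ends within *atpE*, so reads from its kept 3’ part are counted at both levels. Without Δ*atpB*/*E* replicate 3, which holds 245 of the *atpB* footprints, the log2 fold change of *atpB* translation output was −8.31 (edgeR adjusted p = 9.08e-13).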

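The remaining ATP synthase genes of the chloroplast kept their translation output within 4-fold in Δ*atpB*/*E*. *atpA*, for the α subunit, was at −0.08 (SE 0.17, edgeR adjusted p = 0.698). *atpH*, for the membrane ring, was at 0.06 (SE 0.18) and *atpI*, for subunit a, at 0.08 (SE 0.21) (0.809 and 0.778). Their RNA changed by −0.39 (SE 0.20) for *atpA*, −0.94 (SE 0.16) for *atpH* and 0.21 (SE 0.17) for *atpI* (edgeR adjusted p = 0.0915, 3.72e-04 and 0.277), so that *atpH* RNA was 1.92-fold lower. Over the 4 genes not deleted, 1 was lower in footprints (limma fry down, adjusted p = 0.0608, but up at 0.0125 with library sizes alone). In RNA 2 were lower (limma fry down, adjusted p = 0.0196, but up at 0.192 with library sizes alone). Without Δ*atpB*/*E* replicate 1 *atpA* RNA passed, at −0.59 (edgeR adjusted p = 9.86e-06). On the RPKM scale *atpA* footprints were −3.10 (limma adjusted p = 3.57e-09), *atpH* −2.96 and *atpI* −2.94, with all genes shifted. Library sizes alone gave 0.71 (0.00590) for *atpA* footprints and 0.24 (0.436) for *atpH* RNA. *atpH* RNA did not pass with limma on RPKM (adjusted p = 0.0123) or against RB70 (0.223). The paper reports no significant change above 4-fold in the other ATP synthase genes.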

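*atpF*, for subunit b of the membrane stalk (footprints counted on the last exon, from 12218 to 12587 on the minus strand), was lower in Δ*atpB*/*E* at both levels. Its footprints fell 2.38-fold (log2 fold change −1.25, SE 0.21, edgeR adjusted p = 4.44e-04) and its RNA 2.23-fold (−1.16, SE 0.16, adjusted p = 9.55e-05), leaving translation efficiency at −0.09 (SE 0.26) (0.794). Both calls held in edgeR without any 1 library. With library sizes alone, footprints were −0.46 (edgeR adjusted p = 0.0832) and RNA 0.02 (0.946). Against RB70 efficiency turned to 3.29 (4.21e-07). *atpF* has an intron, and RB70 held 20.8 times the pRB8c share of its RNA-seq reads.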

We noticed, however, that a mild but significant reduction was observed for *atpF* transcript accumulation and translation output (and could originate from *atpB* and/or *atpE* knockout). 

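Many chloroplast genes changed in Δ*atpB*/*E*. In footprints *rpoC1* rose most, 20.8-fold (log2 fold change 4.38, SE 0.29, edgeR adjusted p = 1.94e-06). *rpoC2* rose 15.7-fold, *rpoB* 7.31-fold, *rps18* 12.3-fold, *rpl33* 7.62-fold, *ycf2* 11.9-fold, *ycf1* 8.70-fold, *accD* 8.07-fold and *cemA* 5.21-fold, all at edgeR adjusted p of 2.57e-05 or less. RNA of the same genes was higher too, from 2.95-fold for *accD* to 6.80-fold for *ycf2* (edgeR adjusted p = 1.18e-04 and 5.38e-06). Footprints of the 4 RNA polymerase genes all rose (limma fry up, adjusted p = 0.00195, and 0.818 with camera). So did 11 of 12 small-subunit genes (limma fry up, adjusted p = 0.00352, and 0.818 with camera). Of large-subunit genes 8 of 9 rose (limma fry up, adjusted p = 0.00242, and 0.818 with camera). Of 6 other genes 4 rose and 1 fell (limma fry up, adjusted p = 0.00278, and 0.818 with camera). Downward went *ndhD* (−2.57, SE 0.21, adjusted p = 4.70e-06), *ndhA* (−1.74, SE 0.31, adjusted p = 5.68e-04), *ndhI* (−1.71, SE 0.26, adjusted p = 2.20e-04) and *ndhG* (−1.61, SE 0.29, adjusted p = 6.38e-04) in edgeR footprints. *rbcL* fell (−1.88, SE 0.12, adjusted p = 1.52e-06) and *psaA* fell (−0.98, SE 0.13, adjusted p = 9.69e-05) in edgeR. So did 7 of 14 PSII genes, with 1 higher (limma fry down, adjusted p = 0.00515, but up at 0.0233 with library sizes alone, and 0.818 with camera).
RNA of PSII genes fell in 12 of 14 (limma fry down, adjusted p = 0.00592, and 0.818 with camera). RNA of cytochrome *b*_6_*f* genes fell in 3 of 6 with 1 higher (limma fry down, adjusted p = 0.00242, but up at 0.0443 with library sizes alone, and 0.818 with camera). RNA rose for the RNA polymerase genes (limma fry up, adjusted p = 0.00799, and 0.818 with camera). It rose for 10 of 12 small-subunit genes with 1 lower (limma fry up, adjusted p = 1.06e-04, and 0.818 with camera). Large-subunit genes gained in 6 of 9, 5 adjusted over the list alone (limma fry up, adjusted p = 0.00242, and 0.818 with camera). Other genes gained in 4 of 6, with 1 lower (limma fry up, adjusted p = 2.02e-04, and 0.818 with camera). On RPKM, where every gene carries the drop in chloroplast footprints, *rpoC1* was 1.35 (limma adjusted p = 8.11e-04), *rpoC2* 0.84 (0.0380), *rps18* 0.59 (0.0765), *ycf2* 0.50 (0.161), *ycf1* 0.13 (0.752) and *rbcL* −4.89 (7.65e-12). Other rises turned direction there, to −0.13 (0.717) for *rpoB*, −0.0885 (0.790) for *rpl33*, −0.0236 (0.939) for *accD* and −0.59 (0.0845) for *cemA*. Without Δ*atpB*/*E* replicate 2 the edgeR adjusted p of *ndhA* footprints was 0.0142. *ndhA* footprints did not pass against RB70 (adjusted p = 0.0258), *ndhG* footprints with library sizes alone (0.0150) or against RB70 (0.0124), and *psaA* footprints with library sizes alone (0.219) or against RB70 (0.0633).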

Interestingly, knockout of the ATP synthase induced substantial and significant alterations in the expression of many chloroplast genes (Fig. 6c). This molecular phenotype is in line with the visible white appearance of the Δ*atpB*/*E* mutant, a phenotypic effect that is more drastic than that of any of the tobacco PSI, PSII or Cyt *b*_6_*f* knockout plants (Figs. 3 and 5, Supplementary Fig. 4 and Extended Data Fig. 7). These drastic effects may be due to the massive alterations in energy status or proton gradient across the thylakoid membrane (and the resulting alterations in lumenal and stromal pH). In sum, and in line with previous observations^12,25^, the Δ*atpB*/*E* data do not provide evidence for feedback regulation between AtpB and AtpA as described in Chlamydomonas^10^.

The nucleus-encoded ATPC depicts the most upstream subunit in the CES cascade of the ATP synthase in Chlamydomonas^17^ (Fig. 6j). Consequently, an *ATPC* knockdown mutant (as-*ATPC*) was analysed by ribosome and transcriptome profiling (Supplementary Table 1). 

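No chloroplast gene changed 4-fold in as-*ATPC*, in translation output or RNA, by edgeR, yet 53 of 77 genes in footprints and 58 in RNA had an unadjusted p under 0.05. At any fold 28 genes were higher and 17 lower in footprints at 0.01 (24 and 25 with DESeq2's Wald test), against 20 and 22 with DESeq2 size factors. In RNA these were 30 and 19 (27 and 26 with the Wald test), against 44 and 5 when scaled by library sizes alone, 23 and 22 with DESeq2 size factors and 39 and 4 with limma on RPKM. *cemA*, for an envelope membrane protein, rose 2.87-fold in footprints (log2 fold change 1.52, SE 0.15, edgeR adjusted p = 5.40e-07). *rpoB* rose 2.37-fold (1.24, SE 0.14, adjusted p = 1.27e-06) and *psbA* 2.14-fold (1.10, SE 0.03, adjusted p = 6.94e-14) in edgeR. *psbN* fell 2.28-fold (log2 fold change −1.19, SE 0.13, edgeR adjusted p = 1.28e-06). In RNA the ribosomal protein gene *rps19* gained 2.06-fold (log2 fold change 1.04, SE 0.14, edgeR adjusted p = 1.71e-08) and *psbN* lost 1.90-fold (−0.92, SE 0.12, adjusted p = 1.94e-08). Of 12 small-subunit genes 4 were higher in footprints, against 28 of all 77 genes (limma fry up, adjusted p = 0.00887, and 0.871 with camera). Of 11 NDH genes 9 were higher (limma fry up, adjusted p = 0.0130).
as-*ATPC* and its wild-type control SNN had 3 Ribo-seq and 3 RNA-seq libraries each. They held 3748420 to 4864580 (median 3945280) and 2304976 to 5331355 (median 3162973) footprints and 11440682 to 12498668 (median 12233260) and 12144083 to 12723817 (median 12476317) RNA reads in chloroplast reading frames. Chloroplast footprints were 31.5% of mapped ones in as-*ATPC* (SD 2.11, n = 3) and 30.0% in wild type (SD 0.850, n = 3; two-sided exact permutation p = 0.5). The sample labels give heterotrophic growth for these plants as for all others, and the paper gives autotrophic growth on soil; the counts carry no information on which applies. Levels of the nuclear *ATPC* transcript were not analysed here. *cemA* footprints did not pass with all lines in 1 fit (adjusted p = 0.0200), *psbA* footprints with all lines in 1 fit (0.160), and *rpoB* footprints with all lines in 1 fit (0.140).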

In line with the previous description of the mutant^72^, as-*ATPC* has a pale green phenotype that is caused by an ~11-fold decrease in *ATPC* transcript accumulation that provokes a similarly diminished translation output and a 4-fold reduction in ATP synthase accumulation (Fig. 6e,f). Interestingly, as-*ATPC* showed a significant, although <4-fold, reduction in the accumulation of dicistronic *atpH*-*atpF* transcripts (Fig. 6g–i). This defect in RNA accumulation caused a significantly (albeit only 2-fold) reduced translation output of *atpH* and *atpF* (Fig. 6g,i). Furthermore, *atpA* translation output was significantly (albeit only 2-fold) decreased in as-*ATPC*.

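RNA of *atpH* and *atpF*, neighbours in 1 transcription unit for the membrane ring and the stalk of the ATP synthase, fell in as-*ATPC*. *atpH* RNA was 1.83-fold lower than in wild type (log2 fold change −0.87, SE 0.07, edgeR adjusted p = 4.63e-15). *atpF* RNA was 1.90-fold lower (log2 fold change −0.93, SE 0.07, edgeR adjusted p = 3.29e-15). *atpA* RNA, from the next reading frame, fell 1.28-fold (log2 fold change −0.35, SE 0.07, edgeR adjusted p = 2.40e-05). RNA of *atpB*, *atpE* and *atpI* did not pass, at −0.12 (SE 0.07), −0.19 (SE 0.07) and 0.18 (SE 0.07) (0.122, 0.0123 and 0.0254). Scaled by library sizes alone, *atpA* RNA was 0.00728 (edgeR adjusted p = 0.934) and *atpB* RNA 0.25 (3.24e-04). As a group, 3 of 6 ATP synthase genes were lower in RNA (limma fry down, adjusted p = 0.00355, but up at 0.867 with library sizes alone, and 0.818 with camera). Without wild-type replicate 1 *atpA* RNA was −0.27 (edgeR adjusted p = 0.0174) and without wild-type replicate 2 −0.23. Without wild-type replicate 3 *atpE* and *atpI* RNA passed, at −0.16 and 0.19 (0.00483 and 0.00112). The *atpI* call was also made without wild-type replicate 2 (0.25, edgeR adjusted p = 0.00498). *atpA* RNA did not pass with limma on RPKM (adjusted p = 0.443) or with all lines in 1 fit (0.305).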

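*atpH* footprints (counted from 13869 to 14074 on the minus strand) fell 1.95-fold in as-*ATPC* (log2 fold change −0.97, SE 0.05, edgeR adjusted p = 9.43e-11) and *atpF* footprints 1.95-fold (−0.96, SE 0.06, adjusted p = 2.73e-09), close to the changes of their RNA. Translation efficiency was −0.10 (SE 0.08) for *atpH* and −0.04 (SE 0.10) for *atpF*, at edgeR adjusted p of 0.361 and 0.808, so neither gene's footprints changed beyond its RNA by this test. Both footprint calls held without any 1 library and with each scaling.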

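*atpA*, for the α subunit of the ATP synthase (counted from 10640 to 12123 on the minus strand), lost 2.25-fold of its footprints in as-*ATPC* (log2 fold change −1.17, SE 0.04, edgeR adjusted p = 5.44e-13). Its translation efficiency fell 1.76-fold (log2 fold change −0.82, SE 0.09, edgeR adjusted p = 1.38e-08), so footprints dropped more than RNA. *atpB*, for the β subunit, fell 1.28-fold in footprints (−0.35, SE 0.04, adjusted p = 4.01e-06), while *atpE* and *atpI* were at 0.18 (SE 0.08) and −0.11 (SE 0.05) (0.0482 and 0.0647) in edgeR. Of the 6 ATP synthase genes 4 were lower in footprints, also when adjusted over the list alone (limma fry down, adjusted p = 1.06e-04, and 0.818 with camera). *atpB* footprints did not pass with all lines in 1 fit (adjusted p = 0.612) and *atpA* efficiency with all lines in 1 fit (0.0222). The paper states that *atpA* translation output was significantly decreased when *ATPC* is reduced.

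**Figure D1:**
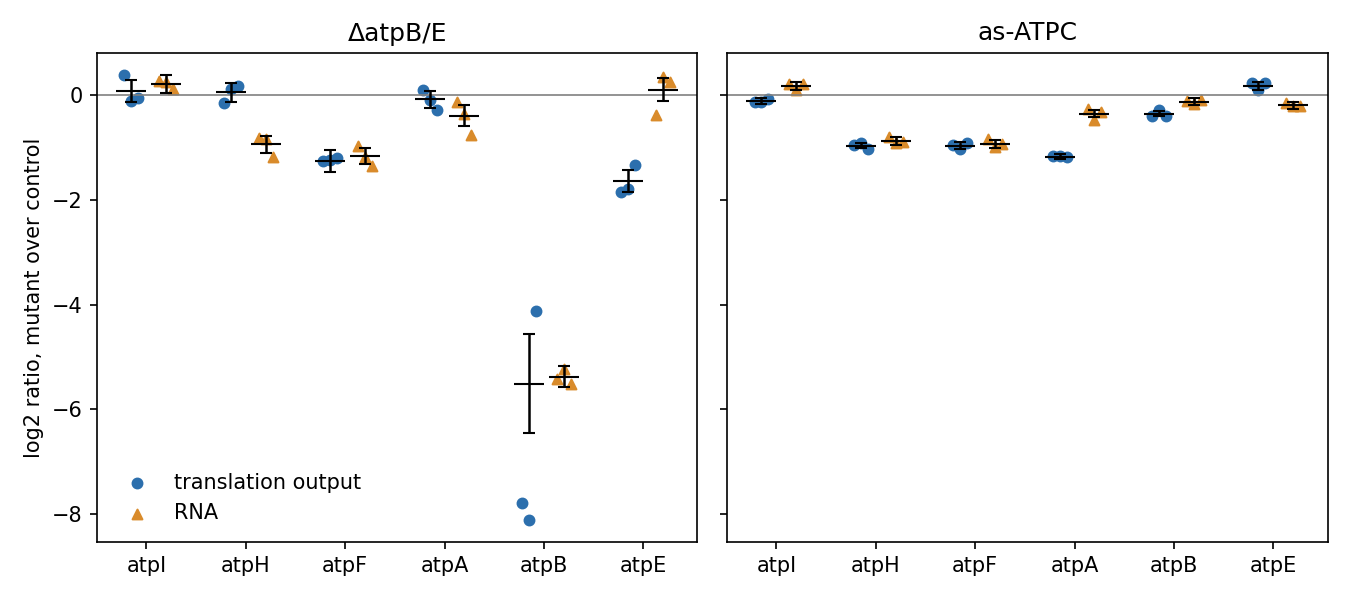
Log2 fold change of the 6 chloroplast ATP synthase genes in Δ*atpB*/*E* and as-*ATPC* against their controls, for translation output (circles) and RNA (triangles), with 1 point per replicate, bars at the edgeR estimate and standard error bars. In as-*ATPC*, *atpA* lies lower in translation output than in RNA.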

In sum, in embryophytes, the herein presented and previously published analyses did not reveal AtpB-dependent feedback regulation on *atpA* translation (or any substantial effect of *atpB*/*E* knockout on the expression of other chloroplast-encoded *atp* genes). Our data may, however, hint at a potential mild feedback regulation that depends on ATPC availability or synthesis and controls the transcript levels of *atpH* and *atpF* (and potentially translation of *atpA*) (Fig. 6g–j).

## Discussion

Translational feedback regulation is widespread in the assembly of photosynthetic complexes in the chloroplast of Chlamydomonas but has been conclusively demonstrated in embryophytes only for Rubisco assembly^10^. Our systematic evaluation of chloroplast gene expression in embryophyte mutants with assembly defects in PSII, Cyt *b*_6_*f*, PSI, ATP synthase and the NDH complex revealed several cases of feedback regulation (Fig. 7). Similar to the Chlamydomonas CES, most of this feedback regulation was observed at the translational level (except for a potential transcript-level feedback regulation between ATP synthase subunits; Fig. 6). Therefore, our findings provide additional evidence for the general predominance of translational regulation in adjustments of chloroplast gene expression in embryophytes, which was previously described, for example, in response to changing light and temperature^13,23,69,73–76^. Similar to Chlamydomonas, all newly identified embryophyte feedback regulatory mechanisms in PSII, Cyt *b*_6_*f* and ATP synthase are milder than the primary, CES-triggering defect. For example, an 11-fold reduction in *psbD* expression induced only ~4-fold and 3-fold decreases in *psbB* and *psbA* translation, respectively (Fig. 1c). Likewise, mild effects were observed in the *psbD* knockout line and the analysed mutants in other photosynthetic complexes that induced feedback regulation, suggesting a limited dynamic range of the CES regulatory response (Figs. 2, 4 and 6). Together, these findings imply that, similar to Chlamydomonas^10^, CES in embryophytes on demand fine-tunes the stoichiometric synthesis of specific subunits during the assembly of photosynthetic complexes. In this role, the dynamic CES regulation acts in addition to the static control of expression levels for different chloroplast genes, the latter being determined by fixed *cis* elements of different strengths for transcription, transcript processing and translation, which usually already lead to translation output levels that very well reflect the stoichiometry of proteins in complexes (such as ATP synthase), although not perfectly under steady-state conditions (for example, refs. ^11–13^). Hence, the limited dynamic range of CES can be assumed to be fully sufficient to comply with assembly-accompanying differential changes in the turnover of specific photosynthetic complex subunits that may be induced, for instance, by environmental or developmental triggers. In addition to these different levels of gene expression regulation, proteolytic degradation of unassembled subunits also plays a role in the coordinated assembly of photosynthetic protein complexes. If a CES subunit is less feedback downregulated than its CES-triggering assembly partner but both proteins accumulate to similarly low levels, as observed in both embryophytes and Chlamydomonas^10^ (Figs. 1, 2 and 6 and Extended Data Figs. 3 and 4), proteolysis must account for the difference between protein synthesis rate and protein accumulation level (the same holds true for artificially upregulated genes for which the encoded proteins do not accumulate to a level suggested by the increase in translation output as observed for PetA in the *petA* overexpression lines; Fig. 4 and Supplementary Fig. 10). However, the contribution of proteolysis to stoichiometric subunit accumulation may be strongly overestimated if assessed on the basis of mutants that artificially knockout, knockdown or overexpress specific photosynthetic proteins, a situation that obviously never occurs naturally in complex assembly.

**Fig. 7:**
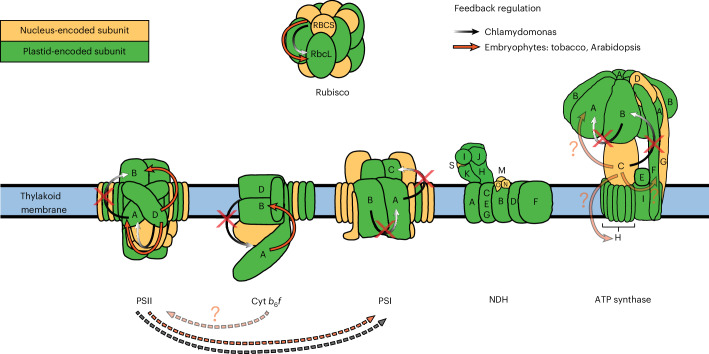
Comparative overview of translational feedback regulation in the assembly process of photosynthetic protein complexes of land plants and Chlamydomonas. Plastid-encoded subunits are represented in green and nucleus-encoded subunits are depicted in yellow (protein subunits of light reaction complexes are labelled with their last letter). Black arrows indicate CES interactions previously observed in Chlamydomonas^10^. Embryophyte CES interactions previously shown or discovered in this work are indicated with red arrows. Chlamydomonas CES that is not conserved in land plants is marked with red crosses. Presumable regulatory interactions that did not pass our thresholds for fold change (but showed significance) are shown in shaded colour with a question mark. Dashed arrows depict regulatory interactions between photosynthetic complexes (the control of PSI core subunit expression by PSII is well supported, whereas the control of *psbA* translation by Cyt *b*_6_*f* is less well supported and therefore shaded and shown with a question mark; note that other potential translational regulations across photosynthetic and chloroplast biogenesis-related protein complexes are suggested by the data presented in this work; for details see ‘Results’ and ‘Discussion’). The figure was adapted from ref. ^9^ and modified by incorporating the data obtained in this study.

The observed regulation in embryophyte PSII and the potential feedback regulation in ATP synthase assembly depict negative feedback control mechanisms similar to most CES mechanisms described in Chlamydomonas^10^. In those cases, the reduced synthesis or accumulation of a specific photosynthetic protein (or parts thereof) causes the downregulated expression of its assembly partner(s) (Fig. 7). However, in Cyt *b*_6_*f* assembly, the increased expression of *petA* promoted the translation of *petB* (Fig. 4 and Extended Data Fig. 8), suggesting that PetA synthesis and/or accumulation limit, to some extent, the translation of *petB* and probably the accumulation of the whole Cyt *b*_6_*f* complex, which may reflect a positive feedback control (which can potentially also act as negative feedback if PetA becomes limiting, a hypothesis that can be tested in future with suitable *petA* mutants). Our observations are in line with the previous description of increased Cyt *b*_6_*f* complex accumulation in one of the *petA* overexpression lines analysed here^53^. Similar to the identified negative feedback regulation in PSII and ATP synthase, the effect of the potential positive feedback regulation in Cyt *b*_6_*f* is rather mild in that a >4-fold overexpression of *petA* led to a ~2-fold increase in *petB* translation and an even milder overaccumulation of Cyt *b*_6_*f*^53^ (Fig. 4 and Extended Data Fig. 8). This may not be surprising, considering that upon *petA* overexpression, Cyt *b*_6_*f* accumulation is certainly still limited by other factors involved in Cyt *b*_6_*f* biogenesis (for example, factors serving gene expression, assembly, co-factor binding, targeting and so on of Cyt *b*_6_*f* subunits).

In future experiments, transcriptional overexpressors of chloroplast-encoded proteins can provide suitable study objects to disprove or identify translational feedback regulation (similar to the *petA* overexpression lines herein). If for a specific transcript substantial overaccumulation is induced and this directly causes a similarly increased level of translation output/protein synthesis, this result would largely disprove translational feedback regulation. This is the case because a tight translational feedback regulation would reduce translational efficiency of an increased transcript level and thereby keep translation output constant (or at least limit its increase). Following this logic, *psbD*, *psbC*, *petG*, *petA*, *psaJ*, *rpl33*, *rps18, ycf4* and *cemA* are unlikely to be tightly translationally feedback regulated because we have shown herein or previously that their artificially induced transcript overaccumulation is accompanied by a comparable increase in translation output^54,77^ (Fig. 4 and Extended Data Fig. 8). Furthermore, overexpression approaches can disclose subunits that limit the accumulation of a complex (or the expression of its subunits) as shown for PetA herein and previously disproven for PsbD and PsbC^53,77^ (Fig. 4 and Extended Data Fig. 8). If, on the other hand, substantially elevated transcript levels do not induce increased translation output (that is, decreased translation efficiencies are observed for increased transcript levels), this could (1) indicate the depletion of transcript-specific *trans* factors needed for translation activity and/or (2) suggest a translational feedback regulation—two options that can be mutually related but need to be unravelled carefully in a case by case manner with appropriate molecular analyses.

In this work, we provide evidence for some similarities between chloroplast feedback regulation in the assembly of photosynthetic subunits in plants and the CES processes described in Chlamydomonas (for example, the PsbD-dependent translational regulation of *psbA*). However, there are also notable differences (Fig. 7). For PSII, our data indicate that PsbD controls both *psbA* and *psbB* translation. This suggests that there is no CES cascade in embryophyte plants, but rather a branched regulation controlled by PsbD synthesis and/or accumulation (Fig. 2e). The observed absence of a regulatory connection between PsbA and PsbB is also supported by previous analysis of embryophyte mutants with PsbA synthesis defects that did not exhibit co-reduced PsbB synthesis (for example, refs. ^36–39^). A possible interpretation of our data is that the N-terminal region of PsbD needs to be expressed for PsbB synthesis, whereas the C-terminal region controls PsbA synthesis (Fig. 2). This hypothesis is supported by the known interactions of the N- and C-terminal parts of PsbD with PsbB and PsbA, respectively, within assembled PSII^28,78^. Since these interactions between PSII subunits and their assembly are conserved in embryophytes and Chlamydomonas, it remains to be determined why partially different regulatory connections have evolved in green algae and embryophytes. The recently suggested assembly-dependent auto-feedback regulation of *psbA* translation during PSII repair^23,24^ seems to be sufficient to also explain the regulatory connection between the assembly partners PsbD and PsbA in PSII biogenesis of embryophytes observed in this work. However, although most of the known *trans* factors involved in PsbA repair synthesis are conserved between embryophytes and Chlamydomonas, not all molecular details of *psbA* translational regulation are fully understood, and there also seem to be differences in PSII repair between embryophytes and the green alga^79^. Alternative to the model shown in Fig. 2e, one may speculate that potentially different *psbD* expression levels and/or PsbD turnover rates between the herein analysed *psbD* mutant alleles may trigger the observed dissimilar responses in *psbA* and *psbB* translation (Figs. 1 and 2).

Similar to PSII, different regulatory connections were also found between Chlamydomonas and embryophytes for the assembly of Cyt *b*_6_*f* (Fig. 7). In Chlamydomonas, the protein factors MCA1 and TCA1 are cooperatively associated with the 5’UTR of the *petA* mRNA, and stabilize the transcript and stimulate its translation, respectively^10^. A C-terminal domain of the unassembled PetA protein has been shown to bind to MCA1 and cause its proteolytic degradation^22^. This leads to the downregulation of *petA* gene expression on transcript and translation levels, and ensures adequate synthesis levels of PetA during assembly of the Cyt *b*_*6*_*f* complex (that is, according to the availability of PetB and PetD). Although the C-terminal PetA domain is conserved in embryophytes^10^, the MCA1 and TCA1 expression factors are not found in land plants, and embryophyte *petA* translation depends on the *trans* factors CRP1 and BSF^25,52,55,56^, which do not seem to be strictly limiting for *petA* translation (as proven herein by increased *petA* translation output in transcriptional *petA* overexpression lines; Fig. 4 and Extended Data Fig. 8). Also different from Chlamydomonas, in embryophytes, *petB*/*D* knockout does not cause reduced *petA* expression (Fig. 3c–e), and PetA does only accumulate to ~2–3% of the wild type in the absence of PetB or PetD (Fig. 3f), the latter being presumably caused by a high PetA turnover rate in the absence of PetB and PetD. Together, this strongly suggests that different regulatory connections were established in embryophytes for which PetA accumulation and/or synthesis triggers *petB* translation (Fig. 7).

Our data provide some evidence that in the ATP synthase assembly of embryophytes, ATPC controls to some extent *atpA* translation and the accumulation of a specific dicistronic *atpF*/*atpH* transcript isoform, which would depict regulatory connections that differ substantially from the CES cascade described in the Chlamydomonas ATP synthase^17^ (Fig. 7). Indeed, for the regulation of chloroplast *atp* gene expression, the known involved *trans* factors also differ between the green alga and embryophytes^71^. Overall, these results may therefore suggest the independent but partially convergent evolution of somehow similar but not identical regulatory connections in the photosynthetic complex assembly of the green alga and land plants.

Different from previous polysome or protein pulse labelling analyses, our genome-wide analyses enabled a comprehensive examination of regulation in chloroplast gene expression in response to defects in the assembly of specific protein complexes. 

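The PSI reaction center genes *psaA* and *psaB* were lowered in Δ3’-*psbD*, and *psaA* in Δ*psbJ*. In Δ3’-*psbD*, *psaA* dropped 2.50-fold in translation output (log2 fold change −1.32, SE 0.15, edgeR adjusted p = 0.00227) and 3.02-fold in RNA (−1.59, SE 0.15, adjusted p = 1.87e-14). *psaB* dropped 1.80-fold (−0.85, SE 0.17, adjusted p = 0.00720) and 2.56-fold (−1.36, SE 0.15, adjusted p = 3.32e-12) in edgeR. Footprints of *psaC*, for the subunit that binds the terminal iron-sulfur clusters, had a log2 fold change of −0.49 (SE 0.45, edgeR adjusted p = 0.372). *psaC* RNA was lower, at −0.65 (SE 0.16) and 2.75e-04 (edgeR adjusted p). In Δ*psbJ*, *psaA* decreased 1.75-fold in footprints (log2 fold change −0.80, SE 0.15, edgeR adjusted p = 0.00226) and 1.58-fold in RNA (−0.66, SE 0.12, adjusted p = 1.26e-07). There *psaB* and *psaC* passed in RNA alone, at −0.42 (SE 0.12) and −0.70 (SE 0.13) (edgeR adjusted p = 6.28e-04 and 4.29e-07). Their footprints were at −0.25 (SE 0.14) and 0.33 (SE 0.26) (0.224 and 0.366). *psaI* and *psaJ*, for small PSI subunits, had footprint changes in Δ3’-*psbD* of 0.78 (SE 0.31) and 0.68 (SE 0.29) at edgeR adjusted p of 0.0816 and 0.102.
Leaving out 1 library ended several of these calls in edgeR. For *psaA* and *psaB* footprints in Δ3’-*psbD* this was without Δ3’-*psbD* replicate 1 or 2 or any single control replicate (adjusted p 0.0122 to 0.0711). For *psaA* footprints in Δ*psbJ* it was without Δ*psbJ* replicate 3 or any single control replicate (0.0115 to 0.0224), and for *psaB* RNA in Δ*psbJ* without Δ*psbJ* replicate 2 or 3 or control replicate 3 (0.0104 to 0.0193). With library sizes alone *psaA* footprints in Δ3’-*psbD* were −0.18 (0.310) and *psaB* footprints 0.29 (0.112). The RNA calls in Δ*psbJ* depend on the scaling too: *psaB* turned to 0.23 (edgeR adjusted p = 0.0282) with library sizes and to 0.20 (limma adjusted p = 0.191) on RPKM, and both settings ended the calls of *psaA* and *psaC*. Against RB70 *psaA* and *psaB* RNA in Δ*psbJ* turned to 0.30 (0.0886) and 0.37 (0.0400). *psaC* RNA in Δ3’-*psbD* turned to 0.0555 (edgeR adjusted p = 0.754) with library sizes. *psaA* footprints in Δ3’-*psbD* did not pass against RB70 (adjusted p = 0.0736), *psaB* footprints in Δ3’-*psbD* with all lines in 1 fit (0.0510), with replicate as a block (0.0264) or against RB70 (0.306), *psaA* RNA in Δ3’-*psbD* against RB70 (0.0322), *psaB* RNA in Δ3’-*psbD* against RB70 (0.0679), *psaC* RNA in Δ3’-*psbD* with limma on RPKM (0.424) or against RB70 (0.324), *psaA* footprints in Δ*psbJ* with limma on RPKM (0.0966), with all lines in 1 fit (0.0430) or against RB70 (0.468), *psaA* RNA in Δ*psbJ* with all lines in 1 fit (0.150), *psaB* RNA in Δ*psbJ* with all lines in 1 fit (0.457), and *psaC* RNA in Δ*psbJ* with all lines in 1 fit (0.0171) or against RB70 (0.0325).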

Thereby, we revealed that severe PSII defects caused reduced expression of the PSI core subunit genes *psaA* and *psaB*, and to some extent also *psaC*—a regulation that seems to be achieved on both transcript and/or translational levels with differing contributions that depend on mutant background and respective PSII defect (Figs. 1c and 2c and Extended Data Figs. 3a and 5a). This regulation across complexes has been previously observed in embryophytes and Chlamydomonas (for example, refs. ^12,33–36,80^), and may play a role in adjusting PSII:PSI stoichiometry^81^. This could support the protection of PSI from irreversible photooxidative damage under conditions of decreased PSII assembly and/or repair^82^. In addition, our data indicate that the loss of Cyt *b*_6_*f* function in Δ*petN* and Δ*petB*/*D* mutants induced the downregulation of *psbA* translation (Extended Data Fig. 5e), an effect that has previously been observed in other Cyt *b*_6_*f* mutants^25,49,52^ and may also be caused by a cross-complex feedback regulation (note that all herein and also previously analysed Cyt *b*_6_*f* mutants have different primary and secondary defects but share a reduced Cyt *b*_6_*f* complex accumulation that is accompanied by reduced *psbA* translation; Extended Data Fig. 5e). Furthermore, many (but not all) mutants with severely compromised light reactions of photosynthesis exhibit reduced *rbcL* expression (Figs. 1g and 4g and Extended Data Figs. 2d, 8c and 9i), which may point to a regulatory connection between functional light reactions (or the resulting energy, pH and/or redox balances) and *rbcL* expression. This connection may simply act through a retrograde signalling-triggered downregulation of *RBCS*^83^ that could then control *rbcL* translation through CES (Fig. 7). 

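*psbA* footprints fell in Δ*petN* as in Δ*petB*/*D*. In Δ*petN* the drop was 7.17-fold (log2 fold change −2.84, SE 0.25, edgeR adjusted p = 1.56e-05). *psbA* RNA was 2.29-fold lower (−1.19, SE 0.17, adjusted p = 3.37e-05) and translation efficiency 3.14-fold lower (−1.65, SE 0.31, adjusted p = 2.07e-04) in edgeR. Against the control line RB70, *psbA* RNA turned to 0.93 (edgeR adjusted p = 0.00474) in Δ*petN*. Both mutants kept the call for *psbA* footprints in edgeR, DESeq2 and limma on RPKM, with each scaling and without any 1 library. With library sizes alone the log2 fold change was −2.07 in Δ*petN* and −2.30 in Δ*petB*/*D*. Δ3’-*psbD* was at −2.43 (SE 0.66, edgeR adjusted p = 0.0256), above the 0.01 threshold. It passed with DESeq2's Wald test, with limma on RPKM, with all lines in 1 fit and with replicate as a block. In the other mutants *psbA* footprints passed as lower only in Δ*atpB*/*E* (−1.15, SE 0.30, edgeR adjusted p = 0.00650). It was −0.37 (0.163) with library sizes alone and −4.20 (3.65e-10) with limma on RPKM. That call was lost without Δ*atpB*/*E* replicate 1 or 2 or control replicate 2 or 3 (0.0122 to 0.0691) and at −1.89 without Δ*atpB*/*E* replicate 3. The PSI mutant Δ*psaB*, at −1.63 (SE 0.45) and 0.0387 (edgeR adjusted p), did not differ from the cytochrome *b*_6_*f* mutants by the test used (difference 1.08, SE 0.46, adjusted p = 0.138). *psbA* RNA in Δ*petN* did not pass with limma on RPKM (adjusted p = 0.0421), *psbA* efficiency in Δ*petN* with all lines in 1 fit (0.0137), and *psbA* footprints in Δ*atpB*/*E* against RB70 (0.0127). From these values and earlier mutants that share low cytochrome *b*_6_*f*, the paper proposes a cross-complex feedback on *psbA* translation.

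**Figure D2:**
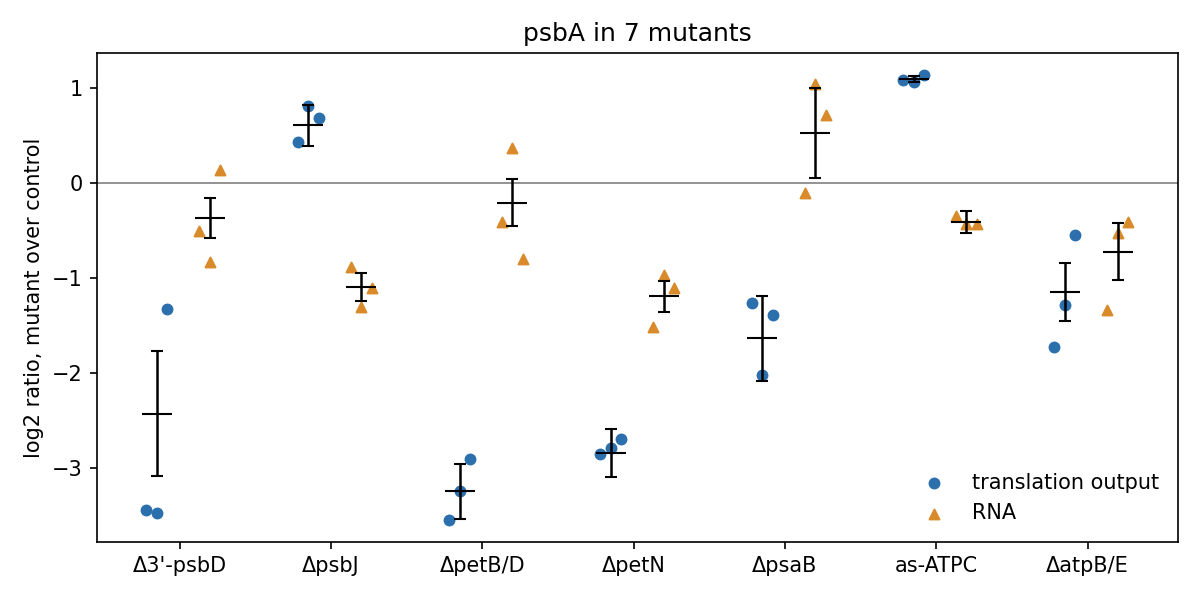
Log2 fold change of *psbA* in translation output (circles) and RNA (triangles) in each mutant against its control, with 1 point per replicate, bars at the edgeR estimate and standard error bars. All mutants but Δ*psbJ* and as-*ATPC* lie below 0 in translation output, both cytochrome *b*_6_*f* mutants lowest. Δ3’-*psbD* and Δ*psaB* did not pass 0.01 in edgeR.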

Finally, our data indicate that severely impaired photosynthesis may induce the expression of some chloroplast biogenesis-related genes such as *rpoC1*, *rpoC2*, *ycf2*, *rpl33* and *rps18* (Figs. 2b, 3c and 5c and Extended Data Fig. 8), the reason for which remains to be determined.

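*rpoC1* and *rpoC2*, for subunits of the plastid-encoded RNA polymerase, *ycf2*, for a part of the inner-envelope import machinery, and the ribosomal protein genes *rpl33* and *rps18* had positive log2 fold changes in translation output in all 7 mutants. By edgeR, *rpoC1* and *rpoC2* passed as higher in 5 of 7, *rps18* in 6, *ycf2* in 4 and *rpl33* in 3. In RNA *rpoC1*, *ycf2*, *rpl33* and *rps18* were called higher in 5 mutants and *rpoC2* in 6, with log2 fold changes up to 2.77 (*ycf2* in Δ*atpB*/*E*). Against RB70, *rpoC1* RNA turned to −2.11 in Δ3’-*psbD*, −2.88 in Δ*psbJ* and −2.91 in Δ*petB*/*D*. RB70 held 33.9 times the pRB8c share of RNA-seq reads for this intron gene. Δ*psbJ* gave the smallest footprint values for *rpoC1*, 0.60 (SE 0.30), *rpoC2*, 0.58 (SE 0.26), and *ycf2*, 0.11 (SE 0.26) (edgeR adjusted p = 0.144, 0.114 and 0.781). In Δ*petN* *rpoC1* rose 3.35-fold (1.74, SE 0.25, adjusted p = 2.42e-04) and *rpl33* 2.49-fold (1.32, SE 0.19, adjusted p = 2.42e-04) in edgeR footprints; in as-*ATPC* *ycf2* rose 2.03-fold (1.02, SE 0.11, adjusted p = 7.71e-07). Translation efficiency of these genes passed in few mutants, for *rps18* in 3, *rpoC1* in 2, *rpoC2* and *ycf2* in 1 and *rpl33* in 0 (edgeR).
Over the 35 values of the 5 genes and 7 mutants the median footprint log2 fold change was 1.74 (SD 1.09), from 0.11 to 4.38, relative to the other chloroplast genes of each library. On RPKM, scaled by reads mapped to all genomes, the medians of the 5 genes were 0.76 in Δ3’-*psbD*, 0.59 in Δ*psbJ*, 0.92 in Δ*petB*/*D*, 1.21 in Δ*petN*, 1.42 in Δ*psaB*, 0.66 in as-*ATPC* and 0.59 in Δ*atpB*/*E*. The median of the 5 genes was higher the more chloroplast footprints were lost (7 mutants, Pearson's r −0.97, exact permutation p = 0.00159, adjusted over 3 relations 0.00476). Spearman's rho was −0.93 (exact permutation p = 0.00675, adjusted 0.0202), and r without the 2 farthest mutants −0.91. 5 of the 7 mutants share control libraries, so the values are not independent and p may be too low. The relative scale builds in part of this relation, and on RPKM r was 0.12 (exact permutation p = 0.811, rho 0.04, exact permutation p = 0.963, r −0.32 without the 2 farthest). *ycf2* footprints did not pass with all lines in 1 fit (adjusted p = 0.160). From these genes the paper proposes that severely impaired photosynthesis induces some chloroplast biogenesis genes.

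**Figure D3:**
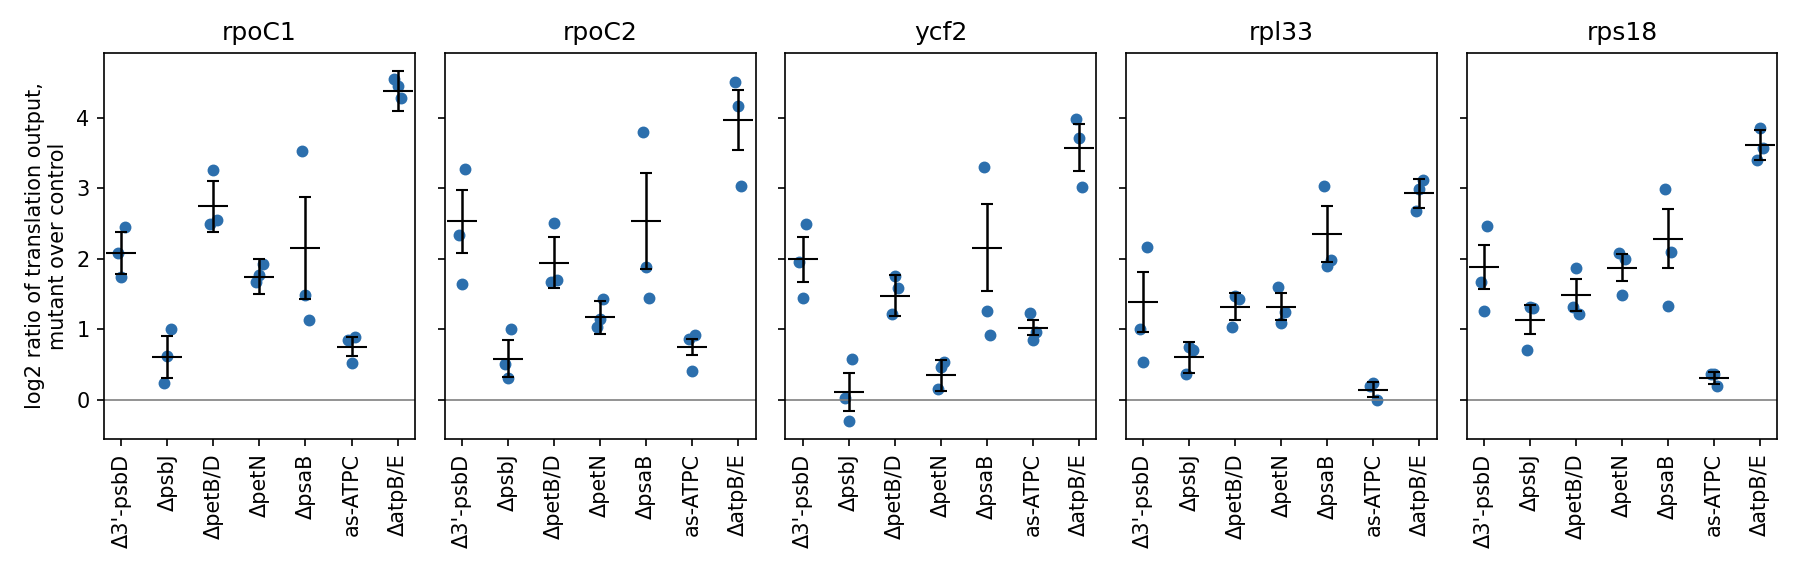
Log2 fold change of translation output of *rpoC1*, *rpoC2*, *ycf2*, *rpl33* and *rps18* in the 7 mutants against their controls, with 1 point per replicate, bars at the edgeR estimate and standard error bars. All estimates lie above 0, highest in Δ*atpB*/*E*.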

In sum, our work revealed several plastid-autonomous, assembly-dependent regulatory processes in embryophytes that (1) feedback control the accumulation of subunits within a given photosynthetic protein complex, (2) can fine-tune the stoichiometry between photosynthetic complexes and (3) disclose similarities to and differences from the CES feedback regulation described in Chlamydomonas^10^. Such regulatory feedback loops of plastid-encoded proteins can explain evolutionary pressures that led to the preservation of certain genes within plastomes^6,7^. In future, the detailed elucidation of molecular mechanisms of the feedback regulation revealed in this work will require the identification of the *trans* factors and *cis* elements involved, and the analysis of their molecular mode of interaction.

## Methods

### Plant material and growth conditions

Depending on the extent of their photosynthetic deficiency, tobacco and Arabidopsis mutants were grown side by side with respective control plants either autotrophically on soil or heterotrophically on Murashige and Skoog (MS) medium supplemented with sugar. The growth conditions were adjusted according to the molecular defects of the mutants as detailed below and in Supplementary Tables 1 and 2.

### Cultivation of tobacco on soil (autotrophic growth)

Seeds were germinated in soil moisturized with water supplemented with 0.15% (v/v) Previcur fungicide and grown under 150 μmol photons m^−2^ s^−1^ for 16 h/8 h light/dark cycles at 22 °C/18 °C and 70% humidity. During the first 9 days, the seedlings were covered with a plastic cultivation dome. Eight days after sowing, seedlings were transplanted to individual pots (6 cm diameter) and kept for an additional 2 days under the same conditions before they were transferred to the conditions shown in Supplementary Table 2. After 3–4 weeks, at a developmental stage with 4 true leaves, the aerial parts of the plants were harvested and immediately flash frozen in liquid nitrogen. At this developmental stage, large parts of the plant are actively undergoing chloroplast biogenesis, including the assembly of photosynthetic complexes. The plants were harvested 30 min after the onset of light because chloroplast gene expression peaks early after the start of illumination^75^.

### Cultivation of tobacco on vermiculite (autotrophic growth)

For cotyledon-stage harvesting, seeds were sown directly on a nylon net placed on vermiculite and grown for 7 days under the conditions shown in Supplementary Table 2. The seedlings were harvested 30 min after the onset of light and immediately flash frozen in liquid nitrogen.

### Plant cultivation on sterile media (heterotrophic growth)

Tobacco knockout mutants of essential photosynthetic genes were grown heterotrophically in Magenta boxes containing agar-solidified MS medium supplemented with 3% sucrose under the conditions listed in Supplementary Table 2 (ref. ^84^). Tissue was harvested once the equivalent developmental stage of a 4-leaf-old tobacco seedling was reached. Arabidopsis *hcf173*-*2* and *hcf145*-*2* mutants were grown heterotrophically on MS medium with 1.5% sucrose and harvested after 4 weeks growth under the conditions mentioned in Supplementary Table 2.

### Cultivation of Arabidopsis on soil (autotrophic growth)

Arabidopsis was grown for 2 weeks after sowing on MS medium supplemented with 1.5% sucrose under long-day conditions (16 h light/8 h dark, ~100 µmol photons m^−2^ s^−1^ at 21 °C/16 °C and 60–75% humidity). Afterwards, the seedlings were transplanted into soil and kept in the same condition for 1 week before they were moved to the greenhouse (growth conditions given in Supplementary Table 2). Seedlings were harvested 4 weeks after sowing, before inflorescence.

### Generation of transplastomic mutant lines

Chloroplast transformation was performed as described in ref. ^85^. For cloning, plastome regions were amplified from genomic DNA, with ~400-bp flanks at both sides included to ensure homologous recombination into the plastid genome (Supplementary Fig. 12). An *aadA* cassette was inserted for transformant selection on spectinomycin. Biolistic bombardment of sterile tobacco leaves with gold particles coated with plasmid DNA was followed by a selection of spectinomycin-resistant cell lines^85^. Successful transformation of chloroplasts was confirmed by a test for resistance to the two aminoglycoside antibiotics spectinomycin and streptomycin. The chloroplast transformants were converted into a homoplastomic state by additional regeneration cycles under selection pressure. Homoplasmy was tested by segregation analysis of the next generation on spectinomycin as well as restriction fragment length polymorphism (RFLP) analyses.

For Δ3’-*psbD*, a DNA fragment flanked by EcoRV and SpeI restriction sites (position 32,747–38,311) was amplified and cloned into pBS KS vector (Supplementary Fig. 12a). The region from 35,211–36,464 was removed from the subclone using the restriction enzymes BamHI and BstEII, and replaced by the *aadA* cassette. SpeI was selected as enzyme for the RFLP analysis. This resulted in a fragment size of 6.8 kb and 4.6 kb for wild-type and transplastomic chloroplast genomes, respectively.

For Δ*petB/D*, a DNA fragment flanked by HindIII and SalI restriction sites (position 72,710–82,121) was cloned into pUC19 vector (Supplementary Fig. 12b). The region from 74,952–79,334 was removed from the subclone using the restriction enzymes NcoI and PstI, and replaced by the *aadA* cassette. SalI was selected as enzyme for the RFLP analysis. This resulted in a fragment size of 11.3 kb and 8.1 kb for wild-type and transplastomic chloroplast genomes, respectively.

The Δ*psaB* mutant alleles were created as follows (Supplementary Fig. 12c): for Δ*psaB*-2, the vector described in ref. ^66^ was modified by inserting the point mutations shown in Extended Data Fig. 9e. For Δ*psaB*-1, the vector used to create Δ*psaB*-2 was digested with BamHI, followed by Klenow fill-in to generate blunt ends. This resulted in a frameshift and a premature stop codon ~0.4 kb downstream of the start codon (Δ*psaB*-1) (Extended Data Fig. 9a). BglI and StyI were used as RFLP enzymes, resulting in a 2.4-kb fragment in the wild type and a 2.5-kb band for the transplastomic lines.

For Δ*atpB/E*, a DNA fragment flanked by KpnI and HindIII restriction sites (position 52,377–58,584) was cloned into pUC19 vector (Supplementary Fig. 12d). The region from 55,112–56,719 was removed from the subclone using the restriction enzymes SmaI and HpaI, and replaced by the *aadA* cassette. NdeI was used as enzyme for the RFLP analysis. This resulted in a fragment size of 4.6 kb and 4.2 kb for wild-type and transplastomic chloroplast genomes, respectively.

For Δ*ndhC/K/J*, a DNA fragment flanked by SalI and SacI restriction sites (position 49,842–56,047) was cloned into pUC19 vector (Supplementary Fig. 12e). The region from 51,365–52,423 was removed from the subclone using the restriction enzymes AvaI and NcoI, and replaced by the *aadA* cassette. SpeI was selected as enzyme for the RFLP analysis. This resulted in a fragment size of 7 kb and 6.5 kb for wild-type and transplastomic chloroplast genomes, respectively.

For *petA*-ox-Δ*cemA*, a DNA fragment flanked by SpeI and SnaBF restriction sites (position 62,543–64,894) was cloned into pBS SK+ vector (Supplementary Fig. 12f). The region from 63,521–63,873 was removed from the subclone using the restriction enzymes BstEII and HindIII, and replaced by the *aadA* cassette. BstBI was selected as enzyme for the RFLP analysis. This resulted in a fragment size of 1.3 kb and 2.2 kb for wild-type and transplastomic chloroplast genomes, respectively.

### Microarray-based ribosome and transcriptome profiling

Ribosome footprints and total RNA isolation, labelling and hybridization to custom tiling microarrays were performed as described in ref. ^12^. Data analysis was performed as described previously^12^, with minor modifications. Briefly, the data were analysed with GenePix Pro 7.2 software. Low-quality spots on the microarray were manually removed after visual inspection. Only probes for which at least two out of four technical replicate spots showed sufficient quality were considered in the analysis and are represented in the figures. The background was subtracted using the local subtraction method. Afterwards, the median value from technical replicates was calculated for each probe for both channels (F635-B635 or F532-B532; Supplementary Data 1) with values ≤100 considered below background and set to zero. The signal of all probes covering protein-coding regions in ribosome and transcriptome profiling were normalized to the arbitrary value of 4,000 to exclude biases caused by technical variations, such as different overall labelling and hybridization efficiencies between replicates and different experiments. Subsequently, the average value of normalized probe signals in each reading frame was calculated. Next, the relative abundances of ribosome footprints and total RNA were calculated by normalizing the average signal of each reading frame to the average signal of all reading frames on a logarithmic scale. To compare the relative changes in the transcript accumulation and translation output between mutants and controls, the log_2_-transformed relative abundance values of the ribosome footprints and the total RNA in the control were subtracted from the corresponding relative abundance values in the mutant for each biological replicate and each reading frame. The average of relative changes of ribosome footprints (RF, translation output) and total RNA were calculated for each reading frame on the basis of three biological replicates. Translation efficiencies were calculated as the ratio of changes in translation output and RNA levels (Supplementary Data 1 and Fig. 3). Significance was assessed using the empirical Bayes method in the limma package^86^ and the *P* values were adjusted according to the false discovery rate (FDR) procedure^87^. The applied cut-off of 2-fold changes to define substantially altered gene expression is justified by the 5th percentile in the distribution of fold changes across all microarray data (Supplementary Fig. 2). Whole chloroplast genome microarray data are shown as volcano plots throughout the manuscript.

### NGS-based ribosome and transcriptome profiling

For Ribo-seq, the ribosome footprints were isolated as described in ref. ^88^ with some minor modifications. RNase I was applied at 250 U ml^−1^ of plant lysate (derived from 100 mg of plant fresh weight) for the generation of ribosome footprints. The RNase I-treated lysate was layered on a sucrose cushion to purify monosomes. Ribosome footprints from ~20 nt to ~39 nt were size selected from polyacrylamide gels. Ribosomal (r)RNA fragments were removed with biotinylated DNA oligonucleotides as described in ref. ^88^. Libraries were prepared as previously described^88^. For total RNA samples, RNA was isolated with the TRIzol Reagent (Thermo Fisher) according to manufacturer instructions, co-purified genomic DNA was removed using TURBO DNase and libraries were prepared using Zymo-Seq RiboFree total RNA library kit according to manufacturer instructions. Note that we have verified that the enzymatic rRNA depletion of the Zymo-Seq RiboFree total RNA library kit does not affect the NGS-based quantification of abundant chloroplast mRNAs (for example, *psbA* and *rbcL*).

### NGS data analysis

The quality of the obtained footprint reads was checked with FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Adapters were removed using cutadapt^89^. All alignments were performed with STAR aligner (v.2.7.1a)^90^, using a sequential mapping approach similar to that described in ref. ^11^. Reads were sequentially mapped to (1) rRNA and transfer (t)RNA contaminants, (2) chloroplast genome, (3) mitochondrial genome and (4) nuclear genome^91^. Only unmapped reads from the previous alignment(s) were used as input for succeeding alignment(s). This sequential mapping approach prevents misalignment of genuine chloroplast reads to inactive copies of chloroplast genes in mitochondrial or nuclear genomes. The following sequences were obtained from NCBI (with following annotations): 5.8S rRNA (AJ300215.1), 5S rRNA (AJ222659.1), 18S rRNA (AJ236016.1) and 26S rRNA (AF479172.1), chloroplast genome (Z00044.2), mitochondrial genome (NC_006581.1). Sequences for the nuclear genome and tRNAs were obtained from solgenomics (ftp://ftp.solgenomics.net/genomes/Nicotiana_tabacum/). Additional processing and sorting of alignment data were done using samtools (v.1.11)^92^ and bedtools (v.2.30.0)^93^. Reads mapping to the protein-coding region (CDS) of genes were summarized using featureCounts^94^. For chloroplast data, reads mapping to the first 10 and the last 30 nucleotides of the CDS that derive from initiating and terminating ribosomes were excluded (due to the much slower dynamics of initiation and termination compared with elongation). Chloroplast-encoded intron-containing genes were given special treatment since unspliced mRNAs make up a certain fraction of the RNA pool and these mRNAs can undergo translation that potentially terminates in introns^25^. For Ribo-seq data, only reads mapping to the last exon were counted. In the RNA-seq data, reads spanning intron–exon junctions by more than 52 bp were excluded as they reflect unspliced mRNA. The averages of relative changes in ribosome footprints (translation output) and total RNA were calculated for each reading frame on the basis of three biological replicates. Translation efficiencies were calculated as the ratio of changes in translation output and RNA levels (Supplementary Data 1 and Fig. 3). The applied cut-off of 4-fold changes to define substantially altered gene expression is justified by the 5th percentile in the distribution of fold changes across all NGS data (Supplementary Fig. 2). 

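Across the 7 mutants and 77 tested genes, footprint and RNA log2 fold changes (1078 values) had a 5th percentile of −1.57, 2.96-fold lower, and a 95th percentile of 1.73, 3.31-fold higher. Changes beyond 4-fold made up 6.49% of the values, among them the deleted genes *psbJ*, *petN*, *petB* and *atpB*. Beyond 4-fold lay also *rpoC1* and *rpoC2* in Δ*atpB*/*E* at the upper end and *psbA* in both cytochrome *b*_6_*f* mutants at the lower end. With library sizes alone the 5th percentile was −0.94, with DESeq2 size factors −1.64 and without the genes directly hit −1.37. The percentiles are those of relative changes between chloroplast genes and differ by mutant, the 5th in footprints running from −7.16 in Δ*petB*/*D*, where 5 genes and the 5’ end of *petD* are deleted, to −0.68 in as-*ATPC*.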

Whole chloroplast genome NGS data are shown as volcano plots throughout the manuscript.

### Protein extraction and immunoblot analysis

Total protein was extracted according to ref. ^95^. Depending on the follow-up experiment (described below), the separation of proteins by SDS–PAGE was performed according to either Laemmli^96^ or Schägger^97^. For western blot, 5 μg protein was mixed with 2× SDS protein sample buffer (125 mM Tris-HCl pH 6.8, 4% (w/v) SDS, 20% (v/v) glycerol, 25 mM EDTA pH 8.0, 0.04% (w/v) bromophenol blue, 2% (v/v) 2-mercaptoethanol), denatured for 10 min at 70 °C and loaded onto 0.75-mm thick 4–20% (w/v) precast polyacrylamide gradient gels. For in vivo protein pulse labelling experiments, tricine gels were used according to Schägger^97^. Protein samples were mixed with 2× tricine sample buffer (100 mM Tris-HCl pH 6.8, 24% glycerine (v/v), 12.5% SDS (w/v), 0.02% Coomassie brilliant blue G250 (w/v), 2% (v/v) 2-mercaptoethanol), denatured for 10 min at 70 °C and separated on 1-mm thick 4–10% tris-tricine gradient gels. Gel-separated proteins were transferred to nitrocellulose membranes in wet blot tanks. Ponceau S staining served as loading control. For attempts to detect the truncated PsbD protein (Supplementary Fig. 7), both abovementioned gel systems were tested in combination with nitrocellulose and PVDF membranes. All used antibodies are listed in Supplementary Table 4.

### Thylakoid isolation and BN–PAGE

Thylakoid isolation and BN–PAGE were performed as described in ref. ^49^.

### In vivo pulse labelling of chloroplast proteins

^35^S pulse labelling of newly synthesized chloroplast proteins was done in tobacco plants at two different developmental stages: 3–4-week-old seedlings (4-true-leaf stage) (Extended Data Fig. 1c and Supplementary Fig. 11) and 8–12-day-old seedlings (cotyledon stage) (Fig. 1d and Supplementary Fig. 6). The experiment was performed as follows: 12 leaf discs (0.5-cm diameter) of the 4-true-leaf-stage plants or 25 seedlings of the cotyledon stage plants were soaked in 400 μl labelling buffer supplemented with 440 μCi of EasyTagTM EXPRESS35S Protein Labelling Mix (PerkinElmer; 11 mCi ml^−1^, >1,000 Ci mmol^−1^; ^35^S-labelled methionine and cysteine) supplemented with 20 μg ml^−1^ cycloheximide. The samples were vacuum infiltrated three times for 20 s, followed by incubation for 20 min under ~80 μmol photons m^−2^ s^−1^ light intensity. Total proteins were extracted as described in ref. ^95^ and either directly loaded on gels or separated into soluble and thylakoid membrane proteins by pelleting the thylakoid membrane via centrifugation for 15 min at 13,000 *g*. To obtain a simplified pattern of labelled proteins, cytosolic translation was blocked by addition of cycloheximide. ^35^S-labelled proteins that equal 500,000 cpm (counts per minute) for total proteins, 1,000,000 cpm for soluble proteins or 100,000 cpm for thylakoid membrane proteins were separated on tricine gels. Coomassie blue staining was used as loading control for steady-state protein amounts. Signals of abundant de novo synthesized proteins were detected by autoradiography using Typhoon TRIO+ Variable Mode Imager (Amersham Biosciences).

For the pulse-immunoprecipitation assay, an equivalent of 200,000 cpm of the labelled membrane proteins was used for immunoprecipitation with antibodies against PetA and PetB. Precipitated proteins were separated by SDS–PAGE and detected by autoradiography as described above.

### Immunochase

Leaf discs were submerged in liquid MS media including 500 µg ml^−1^ lincomycin (+lincomycin; to switch off chloroplast protein synthesis) or excluding lincomycin (−lincomycin) and vacuum infiltrated three times for 20 s. Following an overnight incubation at 4 °C, the leaf discs were transferred to the following conditions: 16 h light at 350 µmol photons m^−2^ s^−1^ light intensity and 8 h dark, at 22 °C and 18 °C, respectively. Tissue was sampled at the following time points: 0 min, 2 h, 6 h, 12 h, 1 d, 2 d and 4 d. Total proteins were extracted with phenol and quantified using the PIERCE BCA Protein Assay kit (Thermo Fisher). Protein gel blot analyses to detect PetA, PetB and PsbA accumulation were performed as described above.

### RNA and DNA gel blot analyses

RNA was isolated using TRIzol Reagent following manufacturer instructions (Thermo Fisher) and the pellet was resuspended in 20 μl RNase-free water. Gel electrophoresis and gel blotting were performed with 2 µg RNA as described previously^98^. Primers used for generating probes for RNA gel blot analysis are listed in Supplementary Table 5.

DNA gel blot analyses were performed as previously described^99^. Genomic DNA (3 µg) was digested with the abovedescribed restriction enzyme(s) and size separated by electrophoresis on 0.8% agarose gel. Primers for generating the probe for *psaB* DNA gel blot analysis are listed in Supplementary Table 5. Probes for all other DNA gel analyses were generated by restriction digestion of chloroplast transformation vectors using the enzymes shown in Supplementary Fig. 12.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information Supplementary Results, Tables 1–5, Figs. 1–12 and References.

Reporting Summary

Supplementary Data 1 Ribosome profiling and transcript profiling data and statistics.

Supplementary Data 2 Source data for supplementary figures.

## Source data

Source Data Fig. 1 Statistical source data and unprocessed pulse labelling and northern blots.

Source Data Fig. 3 Unprocessed western blots.

Source Data Fig. 4 Unprocessed pulse labelling blots.

Source Data Fig. 6 Unprocessed western and northern blots.

Source Data Extended Data Fig. 1 Statistical source data and unprocessed pulse labelling blots.

Source Data Extended Data Fig. 4 Unprocessed western blots.

Source Data Extended Data Fig. 6 Unprocessed western blots.

## Figures and Tables

**Extended Data Fig. 1:**
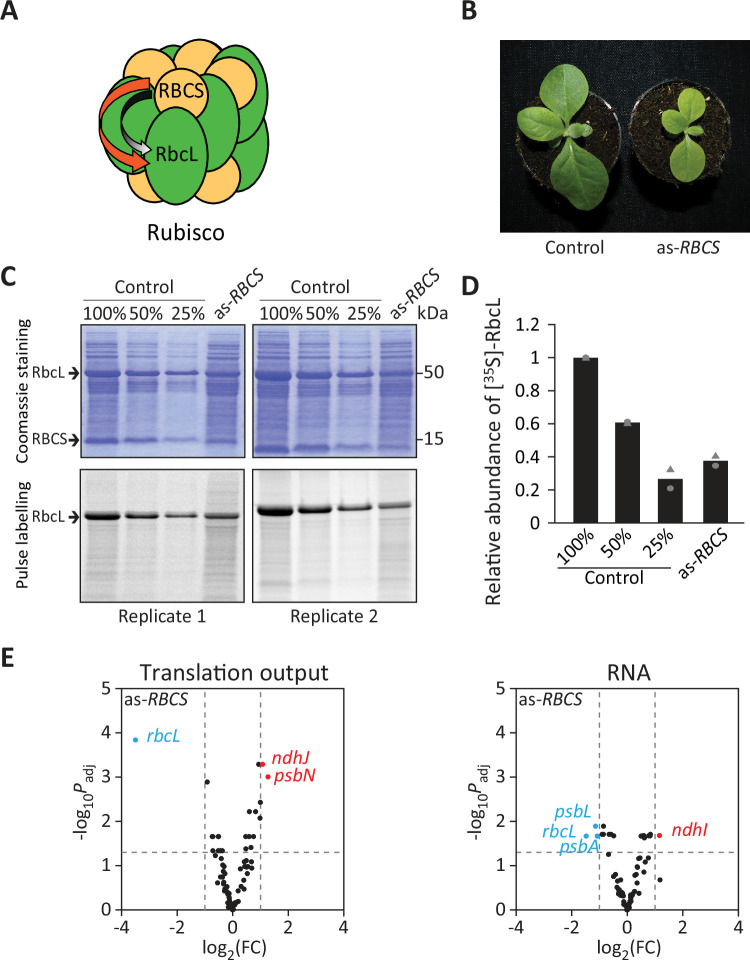
Reduced levels of RBCS provoke a pronounced decrease in the translation output of *rbcL.* (**a**) Scheme of the oligomeric Rubisco complex in the chloroplast. Plastid-encoded and nucleus-encoded subunits are shown in green and yellow, respectively. The black and red arrows connect the assembly partner (arrow origin) to the CES subunit (arrowhead) as reported in Chlamydomonas and tobacco, respectively^18–20^, and verified in this work. The scheme is adapted from Choquet and Wollman^9^. (**b**) The antisense RBCS mutant (as-*RBCS*) analyzed in this work was created by transforming *Nicotiana tabacum* Petit Havana cv. SR1 plants with an *RBCS* antisense DNA construct (Supplementary Table 1). Untransformed SR1 plants were used as control. While SR1 displayed a wild-type phenotype, as-*RBCS* plants were pale green. (**c**) *In vivo* pulse labeling of the SR1 control and as-*RBCS* demonstrated reduced RbcL synthesis in as-*RBCS* and thereby validated the CES regulation of *rbcL*. The experiment was carried out in two biological replicates that displayed similar results. Top panel: Image of the Coomassie staining of all proteins, RbcL and RBCS are marked. Bottom panel: Image of the autoradiograph of the newly synthesized stromal proteins, RbcL is marked. (**d**) Background-normalized quantification of the autoradiograph shown in *C* using Image Lab (Bio-Rad). Dots and triangles represent the data from two biological replicates used for average calculation. (**e**) Ribosome and transcriptome profiling analyses carried out in three biological replicates. Log_2_-fold changes of translation output (left) and transcript abundance (right) between mutant and control plants were plotted in volcano plots against the negative common logarithm of the adjusted *P* values (False Discovery Rate (FDR))^86^ for all chloroplast reading frames (data shown in Supplementary Data 1). Genes whose expression is at least 2-fold downregulated or upregulated with a *P*_adj_ ≤ 0.05 are labelled in blue or red, respectively. The vertical and horizontal dashed lines mark the 2-fold change and the *P*_adj_ of 0.05, respectively. The cuto-ff of 2-fold changes is justified by the 5^th^ percentile in the distribution of fold changes across all microarray data (Supplementary Fig. 2). Relative translation efficiencies, that is changes in translation output that have been normalized to those in transcript accumulation, are presented in Supplementary Fig. 3 and Supplementary Data 1. Source data

**Extended Data Fig. 2:**
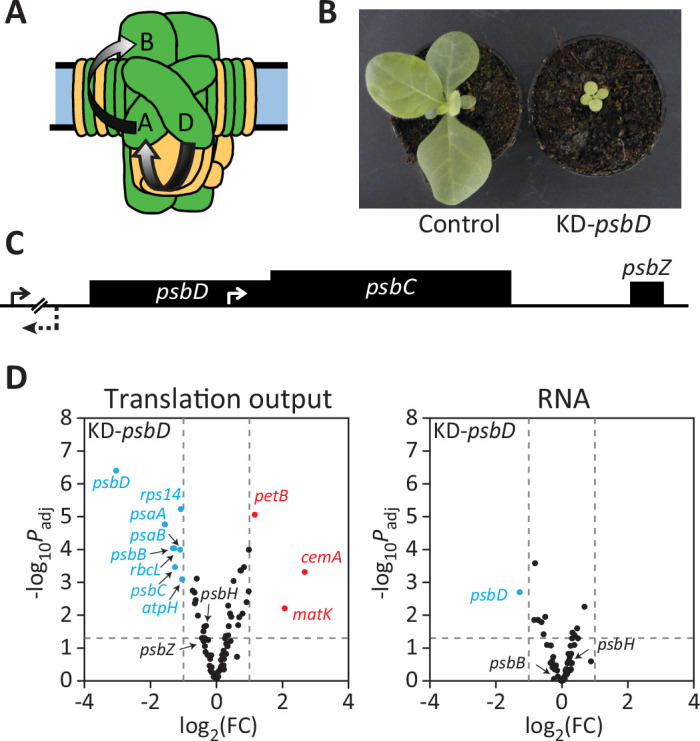
Translation output and RNA accumulation analyses of the KD-*psbD* mutant reveal a potential CES interaction between *psbD* and *psbB.* (**a**) Schematic representation showing PSII embedded in the thylakoid membrane. Labeling details are described in Extended Data Fig. 1a. CES interactions identified in Chlamydomonas are emphasized by black arrows connecting the upstream triggering subunit to the CES subunit (protein subunits are labelled with their last letter). (**b**) Phenotype of the KD-*psbD* mutant in comparison to a control line (Supplementary Table 1). (**c**) Physical map of the KD-*psbD* mutant. Black boxes comprise protein-coding regions. Black and white arrows represent the upstream and internal promoters in the *psbD*-*psbC*-*psbZ* transcription unit. The dashed arrow marks the insertion site and the transcriptional direction of the *aadA* cassette that disrupts the *psbD* 5’ UTR. Genes above the line are transcribed from left to right. (**d**) Volcano plots comparing the translation output and the RNA accumulation in the KD-*psbD* mutant in comparison to the control. Other details are as in Fig. 1b. Data were obtained from three biological replicates.

**Extended Data Fig. 3:**
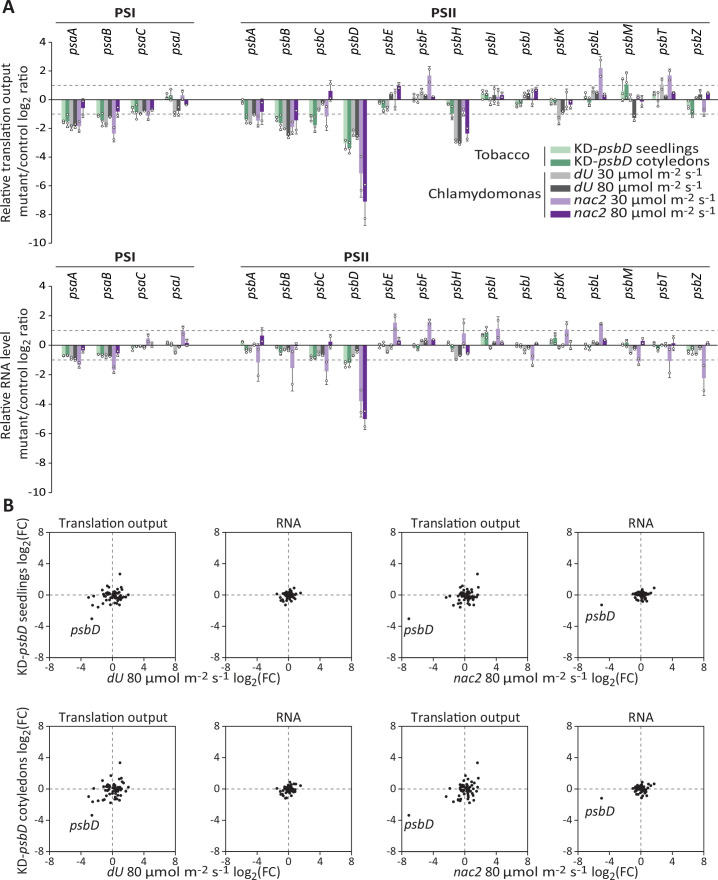
Comparison of RNA accumulation and translation output of *psbD* mutants in tobacco and Chlamydomonas. (**a**) Top and bottom diagrams: mean relative ratios of translation output and RNA accumulation in the indicated tobacco and Chlamydomonas *psbD* gene expression mutants compared to the corresponding control for chloroplast-encoded PSI and PSII genes. Error bars denote standard deviations from three biological replicates (data points of replicates are shown as dots). Note that different growth conditions and developmental stages were compared. Chlamydomonas data were taken from^12^. (**b**) Scatter plots of the relative ratios of translation output and RNA accumulation for the indicated mutants relative to the corresponding controls. Shown are all conserved chloroplast genes.

**Extended Data Fig. 4:**
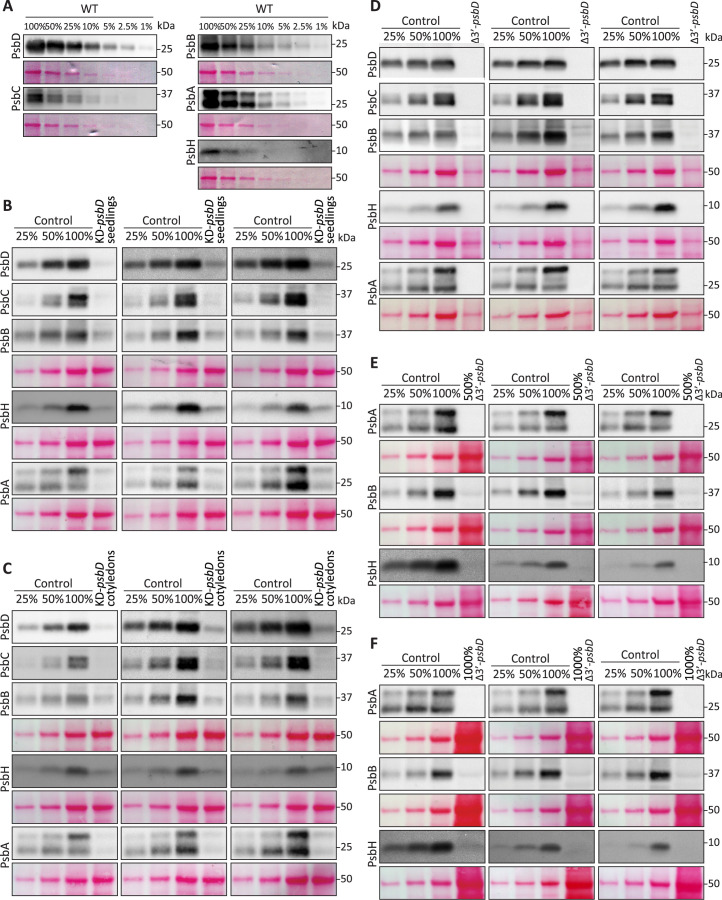
PsbB and PsbH accumulate to higher levels than other PSII subunits in KD-*psbD* and ∆3’-*psbD* mutants. Immunoblot analyses were performed to examine the protein accumulation of different PSII subunits. Protein gel blot analyses of samples of 5 µg (100%) total plant protein are shown. Equal loading was confirmed by Ponceau-S-staining (RbcL accumulation is shown). (**a**) Dilution series of wild-type protein samples to detect the sensitivity of the used antibodies. (**b** and **c**) Immunoblots show that PsbB and PsbH have a higher abundance than PsbA and PsbC in KD-*psbD* at the four-true-leave stage (seedlings) (**b**) and the cotyledon stage (**c**). (**d**) In the Δ3’-*psbD* mutant, no difference in protein accumulation was observed for PsbB and PsbH compared to other PSII subunits, due to loss of mature PSII from the *psbD*/*C* knockout mutant. (**e** and **f**) Upon overloading the mutant lane five times (**e**) or ten times (**f**), faint PsbB and PsbH bands are observed, whereas PsbA remains undetectable. Results in (**b**-**f**) are derived from three biological replicates (all three biological replicates are shown). Source data

**Extended Data Fig. 5:**
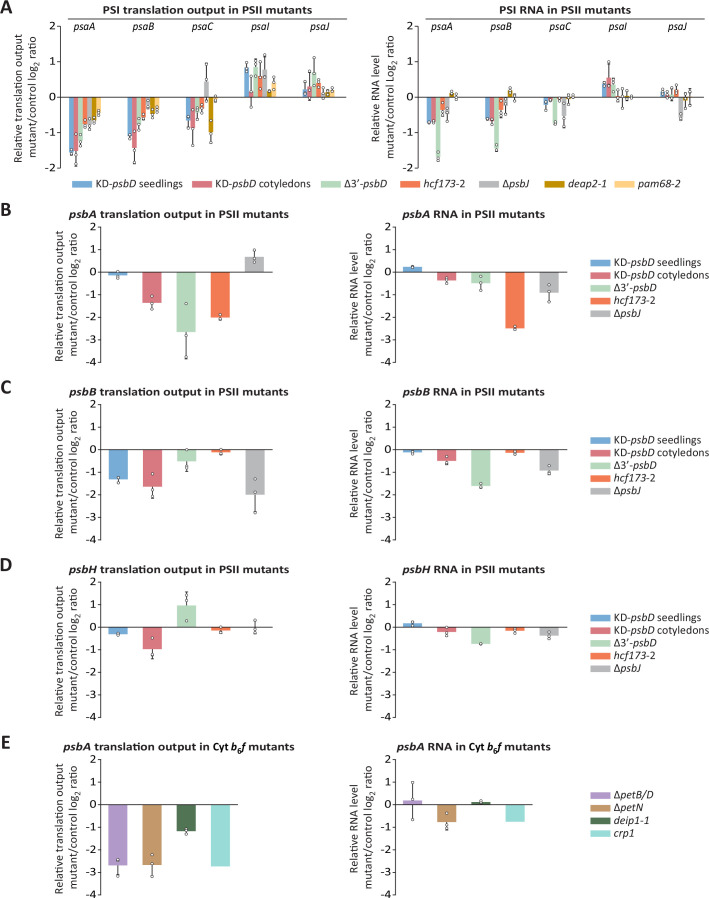
Comparison of translation output and RNA accumulation for specific chloroplast genes across different mutants illustrate shared effects. (**a**) Mean translation output (left panel) and transcript accumulation (right panel) of PSI genes relative to their corresponding controls in PSII mutants analyzed in this work and the Arabidopsis PSII assembly factor mutants *deap2-1* and *pam68-2* that have been previously analyzed and display pale-green, growth-retarded phenotypes that are caused by exon insertions of T-DNAs^33^. (**b**) *psbA*, (**c**) *psbB* and (**d**) *psbH* mean translation output (left panels) and transcript accumulation (right panels) in PSII mutants analyzed in this work. (**e**) Mean *psbA* translation output (left panel) and transcript accumulation (right panel) in Cyt*b*_6_*f* mutants analyzed in this work and the previously analyzed Arabidopsis and maize Cyt*b*_6_*f* mutants *deip1-1* and *crp1* that exhibit a Cyt*b*_6_*f* assembly defect and *petA* and *petD* translation defects that are caused by intron insertion of a T-DNA (representing a hypomorphic mutant allele) and an exon insertion of a transposon causing pale-green, growth-retarded phenotypes, respectively^25,49^. Error bars in all panels represent standard deviations of three biological replicates with data points of replicates shown as dots (note that summarized *crp1* data were extracted from the publication, hence, no standard deviation or data points are given).

**Extended Data Fig. 6:**
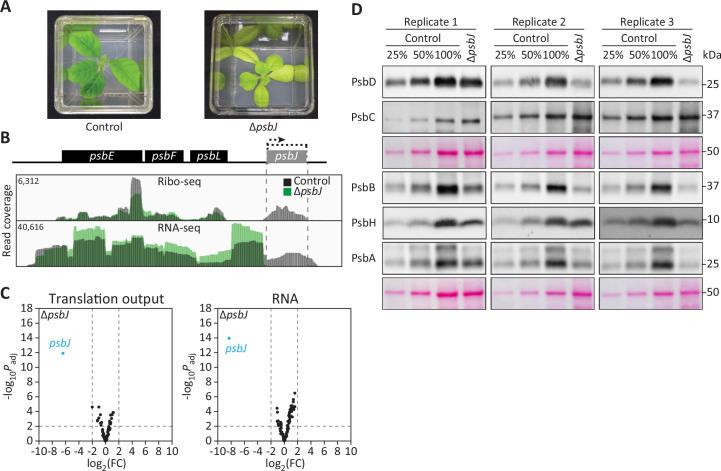
Chloroplast gene expression analysis of the ∆*psbJ* mutant. (**a**) The Δ*psbJ* mutant displays a pale green phenotype and needs to be grown heterotrophically due to its strongly diminished PSII function (Supplementary Table 1). The corresponding control line was grown under identical conditions (Supplementary Table 2). (**b**) Top panel: Physical map of the genomic region where the *aadA* cassette is inserted and fully replaces the *psbJ* reading frame (the deleted region is shaded). The dashed black arrow depicts the insertion site and the direction of transcription of the *aadA* cassette. Bottom panel: Screenshots from IGV (Integrated Genome Viewer) showing ribosome footprint and RNA coverage at the *aadA* insertion site. The y-axes represent the number of reads. The maximum y-axis values are shown in the upper left corner. (**c**) Volcano plots of the translation output (left) and RNA abundance (right) in the Δ*psbJ* mutant versus the control. Other details are as in Fig. 2b. (**d**) Immunoblot analyses of PSII subunit accumulation validating the PSII accumulation defect in Δ*psbJ*. The 100% sample represents 5 µg of total protein from tobacco. Source data

**Extended Data Fig. 7:**
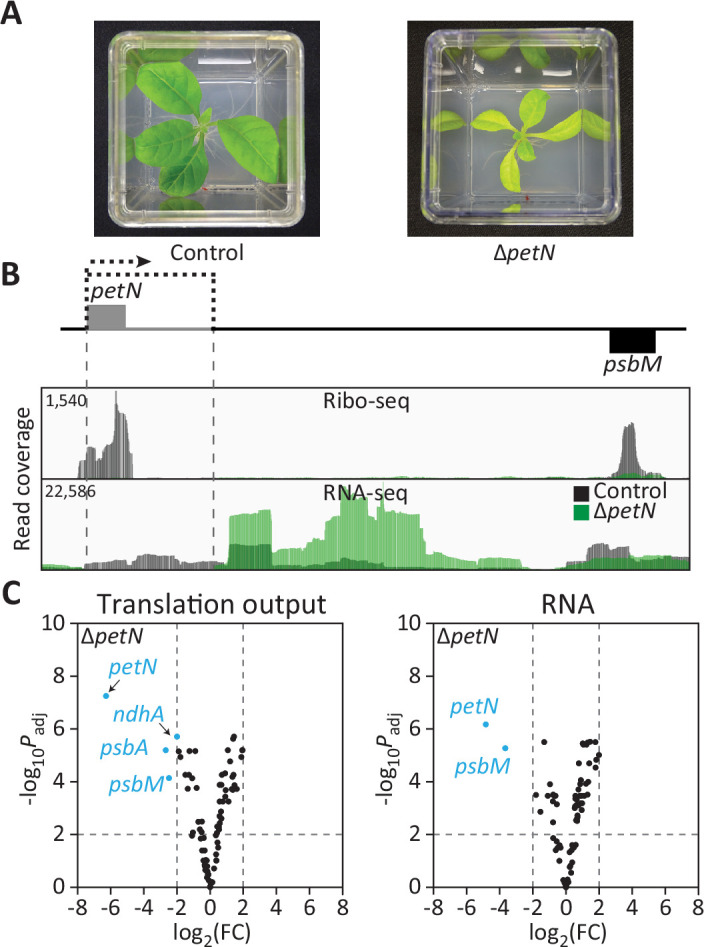
Ribo-Seq and RNA-Seq data of the ∆*petN* mutant. (**a**) Phenotypes of the heterotrophically grown Δ*petN* mutant and the control line (Supplementary Table 1). (**b**) Top panel: Physical map of the Δ*petN* mutant (for details, see Extended Data Fig. 6b). Bottom panel: Screenshots from IGV showing the ribosome footprint and RNA coverage at the *aadA* insertion site in the mutant and the control. The insertion of the *aadA* cassette causes transcriptional readthrough and overexpression of the downstream region (generating *psbM* antisense RNA and reducing *psbM* expression), an effect that has been previously described for other transplastomic lines^54^. Other details are described in Fig. 2b. (**c**) Volcano plots depicting the translation output and RNA accumulation in Δ*petN* in comparison to the control. Other details are as in Fig. 2b. Data represent three biological replicates.

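In Δ*petN*, 4 genes were at least 4-fold lower in translation output by edgeR, *petN*, *psbM*, *psbA* and *ndhA*, and none was at least 4-fold higher, against 3 lower and 10 higher with library sizes alone. *petN*, for a small cytochrome *b*_6_*f* subunit (counted from 29553 to 29602), kept 19, 13 and 20 footprints. It was 83.1-fold lower (log2 fold change −6.38, SE 0.33, edgeR adjusted p = 2.72e-07), and its RNA 38.8-fold lower (−5.28, SE 0.17, adjusted p = 4.89e-11). *psbM*, a PSII gene on the opposite strand downstream (counted from 30775 to 30839), dropped 6.66-fold in footprints (−2.74, SE 0.39, adjusted p = 2.42e-04) and 17.1-fold in RNA (−4.10, SE 0.15, adjusted p = 1.26e-10) in edgeR. *ndhA* footprints fell 4.32-fold (log2 fold change −2.11, SE 0.19, edgeR adjusted p = 1.56e-05). *rpoB* RNA rose 2.65-fold (1.41, SE 0.12, adjusted p = 3.12e-07) with *rpoB* footprints at −0.40 (SE 0.22) (0.131). *petB*, for cytochrome *b*_6_, gained 3.56-fold in footprints (log2 fold change 1.83, SE 0.23, edgeR adjusted p = 1.31e-04) and *petD* 2.13-fold (1.09, SE 0.19, adjusted p = 7.41e-04). *petA* was at −0.22 (SE 0.17) (0.284). Of the 5 cytochrome *b*_6_*f* genes not deleted, 2 were higher in footprints and none lower, with a median of −0.22 against an upward test (limma fry up, adjusted p = 0.0755). Their RNA fell on balance, 4 lower and 1 higher (limma fry down, adjusted p = 0.00529, but up at 0.0125 with library sizes alone, and 0.871 with camera).
Ribosomal protein genes rose in translation output, 7 of 12 of the small subunit and 8 adjusted over the list alone (limma fry up, adjusted p = 0.00127, and 0.818 with camera). Of the large subunit 6 of 9 rose, 7 adjusted over the list alone (limma fry up, adjusted p = 0.00242, and 0.818 with camera). *rps18* gained 3.66-fold (1.87, SE 0.19, adjusted p = 3.42e-05) and *rps14* 2.76-fold (1.46, SE 0.27, adjusted p = 0.00112) in edgeR. PSII RNA fell in 13 of 14 genes (limma fry down, adjusted p = 0.001, and 0.818 with camera). RNA of all 4 RNA polymerase genes rose (limma fry up, adjusted p = 0.00395, and 0.818 with camera). At any fold 20 genes were higher and 17 lower in translation output, against 43 and 10 when scaled by library sizes alone. In RNA these were 20 and 33, against 50 and 10 when scaled by library sizes alone, 25 and 27 with DESeq2 size factors and 50 and 7 with limma on RPKM. The 3 mutant libraries held 1067510 to 1854615 (median 1826025) footprints and 10927886 to 13756032 (median 12481813) RNA reads in reading frames. Chloroplast footprints were 16.3% of mapped ones (SD 0.754, n = 3; two-sided exact permutation p = 0.1). Without Δ*petN* replicate 2, 1 gene was at least 4-fold higher and 6 lower in translation output. *petD* footprints did not pass against RB70 (adjusted p = 0.116).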

**Extended Data Fig. 8:**
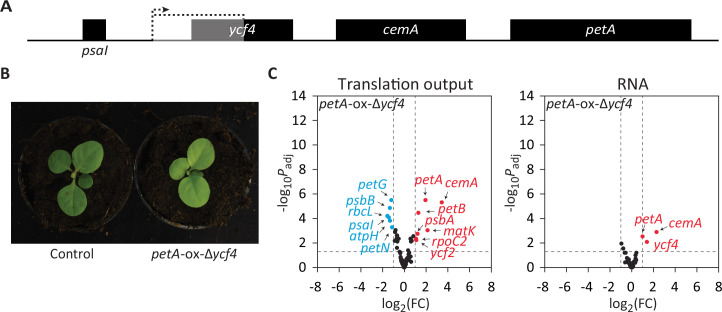
Co-enhanced translation of *petA* and *petB* in the *petA*-ox-Δ*ycf4* mutant. (**a**) Physical map of the *petA*-ox-Δ*ycf4* mutant created by replacing part of the *ycf4* reading frame by the *aadA* cassette (transcribed in sense direction; Supplementary Table 1). Labeling details are described in Fig. 4a. (**b**) Pale green phenotype of the *petA*-ox-Δ*ycf4* mutant in comparison to the control (Supplementary Table 1). (**c**) Volcano plot comparisons of the translation output and RNA accumulation for chloroplast reading frames in *petA*-ox-Δ*ycf4* relative to the control. Data were obtained from three biological replicates. The average translation output and transcript abundance per reading frame was calculated (see Material and Methods). Fold change ratios of mutant compared to control values were log_2_-transformed and plotted against the adjusted negative common logarithm of the *P* values (FDR test). Other details are as described in Fig. 1b.

**Extended Data Fig. 9:**
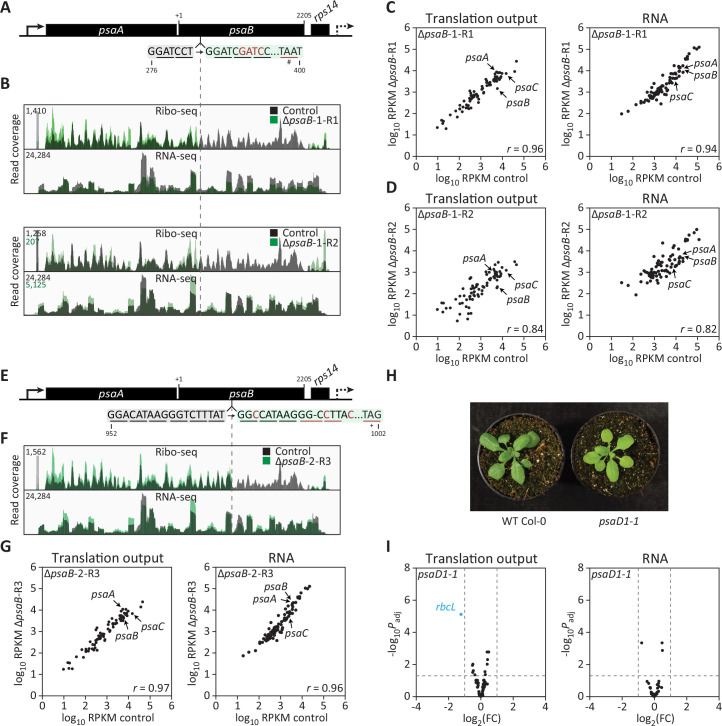
No evidence for PsaB- or PsaD-dependent CES in PSI of embryophytes. (**a**) Physical map of the Δ*psaB*-1 mutant allele, which was created by inserting the four nucleotides GATC 280 nucleotides downstream of the start codon, leading to a frame-shift and premature translation termination at an in-frame stop codon (the control and mutant DNA sequences are shown in gray and green shaded boxes below the map, respectively; the complete *psaB* sequences of the control line and mutant alleles are shown in Supplementary Table 3). The dashed arrow represents the *aadA* insertion site and indicates the transcriptional direction of the *aadA* cassette. (**b**) IGV snapshots of the mutation site that disrupts the *psaB* reading frame in Δ*psaB*-1, analyzed as replicates 1 and 2 in Fig. 5b-d (top and bottom panels, respectively). Other details are described in Fig. 2a. Evidence for the premature stop codon is provided by the missing downstream footprint coverage. Note that the obtained raw read coverage of Δ*psaB*-1 replicate 2 (Δ*psaB*-1-R2) was lower than for the control or Δ*psaB*-1 replicate 1 (Δ*psaB*-1-R1). Hence, we increased the y-axis scale to make the equal read distribution within *psaA* and *psaB* reading frames and the premature translation termination visible. All other diagrams shown in this figure and in Fig. 5 are based on normalized reads that are not influenced by differences in read coverage between samples (normalization described in the Methods). (**c**, **d**) Scatter plot comparisons of the footprint abundance and RNA accumulation for chloroplast reading frames in two biological replicates of Δ*psaB*-1 relative to the control. The averages of ribosome footprint and transcript abundance per reading frame were calculated. Other details are as described in Fig. 2b. (**e**) Physical map of the Δ*psaB*-2 mutant allele analyzed as replicate 3 in Fig. 5b-d. Deletion of a thymidine nucleotide at position 963 downstream of the start codon led to a frame-shift and premature translation termination at an in-frame stop codon at position 1002 relative to the start codon (in addition, the other shown point mutations were detected, whose consequences are likely irrelevant; labeling as in **a**). (**f**) IGV snapshot showing the read coverage at the mutation site. Evidence for the premature stop codon is provided by the absence of downstream footprint coverage. The translated 5’ *psaB* coding region in the Δ*psaB*-2 mutant allele shown in (**e**-**f**) is longer than that of the truncated *psaB* reading frame in the Δ*psaB*-1 mutant allele (shown in (**a**-**d**)). For both mutant alleles, more than half of the *psaB* reading frame remains untranslated due to the premature stop codons. (**g**) Scatter plot comparisons of the footprint abundance and RNA accumulation for chloroplast reading frames in Δ*psaB*-2 relative to the control. Other details are described in Fig. 2a. (**h**) Pale green phenotype of the *psaD1-1* T-DNA insertion mutant in comparison to wild-type Col-0 (WT). In Arabidopsis, PSAD is encoded by two paralogous and functionally redundant genes, *PSAD1* and *PSAD2*^70^. The knock out of *PSAD1* causes a 60% decrease in PSI^70^. (**i**) Comparison of the translation output and RNA accumulation of all chloroplast reading frames in *psaD1-1* represented in volcano plots. Data were obtained from three biological replicates. Other details are as in Fig. 1b.

**Extended Data Fig. 10:**
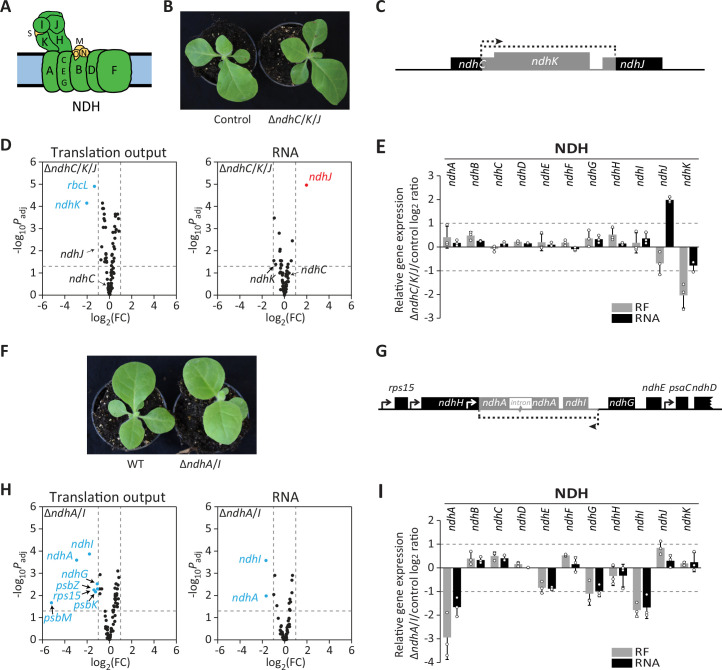
No evidence for CES in the chloroplast NDH complex. (**a**) Schematic representation of the NDH complex in the thylakoid membrane of embryophytes (protein subunits are labelled with their last letter; other details as described in Fig. 1f). The NDH complex does not exist in the chloroplast of Chlamydomonas and no CES has been described for this complex. (**b** and **F**) Wild-type-like phenotypes of the Δ*ndhC*/*K*/*J* and Δ*ndhA*/*I* mutants. (**c** and **g**) Physical map of the Δ*ndhC*/*K*/*J* (**c**) and Δ*ndhA*/*I* mutants (**g**) showing the insertion site of the *aadA* cassette and known promoters in the *ndhH*/*A*/*I*/*G*/*E*/*psaC*/*ndhD* transcription unit (details as described in Extended Data Fig. 6b). (**d** and **h**) Volcano plots comparing the translation output and the RNA accumulation in Δ*ndhC*/*K*/*J* (**d**) and Δ*ndhA*/*I* mutants (**h**) versus control and wild-type plants, respectively. Results are from three biological replicates. Other details are as in Fig. 1b. (**e** and **i**) Mean relative translation output (RF) and RNA accumulation of plastid-encoded NDH complex genes in Δ*ndhC*/*K*/*J* (**e**) and Δ*ndhA*/*I* mutants (**i**). Error bars represent standard deviations of three biological replicates (data points of replicates are shown as dots).

## Data Availability

Ribosome profiling and transcriptome profiling data are available under the GEO accession GSE286011. Statistics are detailed in Supplementary Data 1. Source data are provided with this paper.

# Supplementary material for: Assembly-dependent translational feedback regulation of photosynthetic proteins in land plants
**Source:** Nat Plants. 2025 Aug 18;11(9):1920–38. doi: 10.1038/s41477-025-02074-x
**Supplement:** Supplementary file 1 — Supplementary Results, Tables 1–5, Figs. 1–12 and References.

Assembly-dependent translational feedback regulation of photosynthetic proteins in land plants

---

In the format provided by the
authors and unedited

Supplemental Material

Assembly-dependent translational feedback regulation of photosynthetic proteins in land plants

Rabea Ghandour^{1*}, Yang Gao¹, Stephanie Ruf¹, Ralph Bock¹, Reimo Zoschke^{1#}

Am Mühlenberg 1

14476 Potsdam-Golm, Germany

E-mail addresses of co-authors:

This supplement contains:

Supplemental Results

Tables S1-S4

Figures S1-S12

Supplemental Material Table of Contents

APPENDIX

**Supplemental Results**	**4**
Ribosome profiling readily detects translational feedback regulation in Rubisco	4
No evidence for CES in the chloroplast NDH complex.....	5
**Supplemental Tables**	**7**
Table S1: Overview of the analyzed tobacco and Arabidopsis mutants	7
Table S2: Growth conditions of the analyzed mutants	13
Table S3: Sequence overview of $\Delta psaB$ mutant alleles	15
Table S4: Overview of used antibodies.....	18
Table S5: Overview of used primers.....	19
**Supplemental Figures**	**20**
Fig. S1. Summary of the previously known translational feedback regulation during the assembly of photosynthetic protein complexes in <i>Chlamydomonas</i>	20
Fig. S2. Fold change distribution of all transcriptome and proteome data.....	21
Fig. S3 Comparison of translation efficiencies for chloroplast reading frames in each mutant analyzed in this study.....	22
Fig. S4. Phenotypes of <i>psbD</i> mutants.....	24
Fig. S5. <i>psbA</i> transcript accumulation defect and PSI and PSII gene expression in the <i>hcf173-2</i> mutant.	25
Fig. S6. Pulse labeling showing the reduction of <i>de novo</i> synthesized PsbA in KD- <i>psbD</i> at the cotyledon stage.....	26
Fig. S7. Attempts to detect a C-terminally truncated PsbD protein in the $\Delta 3'$ - <i>psbD</i> mutant.	27
Fig. S8. PSII complex assembly defects in KD- <i>psbD</i> and $\Delta 3'$ - <i>psbD</i> mutants.	29
Fig. S9. Western blot analysis to determine PetA accumulation in the $\Delta petB/D$ mutant.....	30
Fig. S10. Comparative determination of PetA and PetB turnover in tobacco.	31
Fig. S11. Pulse-IP of PetA and PetB in the <i>petA-ox-$\Delta psal$</i> mutant.....	33
Fig. S12. Cloning strategies of chloroplast transformation vectors and restriction fragment length polymorphism (RFLP) analyses of mutants that were not previously described.	34
**References**	**36**

Supplemental Results

Ribosome profiling readily detects translational feedback regulation in Rubisco

We reasoned that ribosome profiling^{1,2} should enable the efficient transcriptome-wide detection of translational feedback regulation in mutants with impaired photosynthetic complex assembly. To validate this assumption, we aimed for a confirmation of CES involved in Rubisco assembly by ribosome profiling^{3,4}. Rubisco consists of eight small subunits, encoded by the nuclear *RBCS* gene family and eight large subunits, encoded by the single-copy chloroplast gene *rbcL* (Extended Data Fig. 1A). CES in *Chlamydomonas* and tobacco adjusts translation of *rbcL* according to the availability of RBCS (Extended Data Fig. 1A)^{4,5}.

A tobacco *RBCS* antisense RNA mutant (as-*RBCS*) was chosen for analysis and exhibited a pale green, growth-impaired phenotype caused by a more than 50% reduction of RBCS levels that was accompanied by a more than 50% decrease of RbcL levels (Extended Data Fig. 1A-C), which is consistent with the previous mutant description⁶. ³⁵S-radiolabeling of newly synthesized chloroplast proteins confirmed the expected reduction in RbcL protein synthesis (Extended Data Fig. 1C and D). Next, chloroplast gene expression in as-*RBCS* was examined by microarray-based chloroplast ribosome profiling². Average ribosome footprint and transcript abundances (as proxy for translation output and mRNA accumulation) were determined and relative changes between mutant and control lines were calculated for each chloroplast reading frame² (Extended Data Fig. 1E). Since each ribosome footprint is generated by an elongating ribosome, average footprint abundances reflect translation output in a given reading frame and thereby provide a proxy for protein synthesis levels. In addition, transcript levels were determined to distinguish between regulation on translation and transcript levels, both of which can adjust translation output. Ribosome profiling revealed a significant, more than elevenfold reduction in ribosome coverage of the *rbcL* transcript in as-*RBCS* (Extended Data Fig. 1E, Supplementary Data 1). At the same time, the *rbcL* transcript level was significantly but only threefold reduced (Extended Data Fig. 1E). Together, this demonstrates that *rbcL* translation is substantially diminished when RBCS levels are reduced, thereby validating previous findings⁴ (Extended Data Fig. 1C). Our calculations of translation efficiencies (translation output normalized to transcript levels) validate these findings (Fig. S3).

Together these data confirm the known CES in tobacco Rubisco assembly^{4,5} and demonstrate that ribosome profiling provides an efficient tool to screen for assembly-dependent feedback regulation.

No evidence for CES in the chloroplast NDH complex

The non-essential chloroplast NDH complex is specific for embryophytes and absent in *Chlamydomonas* and other algae, suggesting a role in adaptation of photosynthesis to land colonization⁷. The NDH complex consists of at least 25 subunits (Extended Data Fig. 10A, in tobacco 11 of them are plastid-encoded; NdhA/B/C/D/E/F/G/H/I/J/K), which are homologous to the genes of the mitochondrial respiratory complex I, and the NDH complex forms a supercomplex with PSI that mediates cyclic electron transport beside other functions⁸⁻¹¹. There is still little known about the assembly of the chloroplast NDH complex⁹⁻¹².

However, to obtain first insights into potential feedback regulation in NDH complex assembly, a $\Delta ndhC/K/J$ mutant was examined by ribosome profiling¹³ (Extended Data Fig. 10B-E, Supplementary Data 1). The chloroplast NDH complex is not essential and the knockout of NDH subunits has no phenotypic consequences (Extended Data Fig. 10B). In $\Delta ndhC/K/J$, the *ndhK* reading frame is completely deleted, causing reduced transcript accumulation and translation output (Extended Data Fig. 10C-E), though, due to the naturally low transcript levels of *ndhK*, the fold change is mild. *ndhC* is only truncated at its 3' end in $\Delta ndhC/K/J$ and, accordingly, overall *ndhC* transcript accumulation and translation were largely unaffected (Extended Data Fig. 10D and E). The *ndhJ* 5' end is deleted in $\Delta ndhC/K/J$. Due to its start codon deletion, *ndhJ* translation output was decreased and its transcript over-accumulated (certainly caused by transcriptional read-through from upstream sense direction-inserted *aadA*)¹⁴. Apart from these primary defects in gene expression, no additional, more than twofold significant changes were observed in the expression of NDH genes, suggesting the absence of measurable feedback regulation downstream of NdhK and NdhJ synthesis and/or accumulation.

In addition, we analyzed a $\Delta ndhA/I$ mutant (Extended Data Fig. 10F-I)¹⁵. In $\Delta ndhA/I$, the *ndhA* and *ndhI* reading frames are completely deleted, causing the observed significantly reduced transcript accumulation and translation output of these genes (Extended Data Fig. 10H and I). As expected, the deletion of the very 3' end of the *ndhH* gene has little consequences for its expression levels (Extended Data Fig. 10I). However, we observed an approximately twofold decrease for *ndhE* and *ndhG* transcript accumulation and a mild reduction in *ndhH* RNA accumulation all of which caused an equally pronounced diminution in the translation output of the respective reading frames (Extended Data Fig. 10I). Based on data from *Arabidopsis* and maize we expect that transcription of the tobacco *ndhH*, *ndhA*, *ndhI*, *ndhG* and *ndhE* genes is driven by promoters that are located upstream of *rps15*, *ndhH* and *ndhA*, respectively (Extended Data Fig. 10G)¹⁶⁻¹⁹. Transcription from these promoters is likely strongly diminished by *aadA* transcription in antisense direction (Extended Data Fig. 10G), similar to the *aadA* antisense effect impairing *psbD* transcription and transcript

accumulation in the KD-*psbD* mutant (Fig. 1A-C). Consequently, *rps15*, *ndhH*, *ndhG* and *ndhE* transcript accumulation and translation output are reduced in $\Delta ndhA/I$ in addition to the defects of the deleted *ndhA* and *ndhI* genes (Extended Data Fig. 10H and I). In contrast, the transcription of the downstream *psaC* and *ndhD* genes is unaffected because they are served by an additional promoter that is located downstream of the *aadA* insertion site and upstream of *psaC* (Extended Data Fig. 10G)^{16,17,20}. In sum, the observed transcript accumulation and translation output defects for *rps15*, *ndhH*, *ndhA*, *ndhI*, *ndhG* and *ndhE* are certainly a direct consequence of the *aadA* transgene insertion and antisense transcription induced by the *aadA* gene. Beside these primary defects, we did not detect any additional significant or more than twofold change in the expression of other NDH genes (Extended Data Fig. 10H and I). For all NDH genes whose expression is not directly affected by the *aadA* insertion in $\Delta ndhA/I$ (and CES could therefore not be verified), this suggests the absence of significant feedback regulation downstream of the knocked out NdhA or NdhI subunits.

Supplemental Tables

Table S1: Overview of the analyzed tobacco and Arabidopsis mutants

Analyzed photosynthetic mutants ordered by protein complexes.

Complex impaired in assembly	Mutant	Species	Type of mutation	Gene localization	Function of the gene	Corresponding control	Analyzed by	Autotrophic growth	References
**Rubisco**	<i>as-RBCS</i>	<i>Nicotiana tabacum</i>	RBCS antisense-RNA	Nucleus	Small subunit of Rubisco	SR1	Microarray	+	6,21
**PSII**	KD- <i>psbD</i>	<i>Nicotiana tabacum</i>	5' UTR insertion transcriptional knockdown	Chloroplast	Essential core subunit, PsbD, of PSII	<i>aadA</i> control (pRB8c)	Illumina Sequencing	+	22,23
	<i>hcf173-2</i>	<i>Arabidopsis thaliana</i>	T-DNA insertion	Nucleus	RNA-binding protein, stabilization/translation factor of <i>psbA</i> mRNA	Wild type Col0	Microarray	-	24

	$\Delta 3'$ - <i>psbD</i>	<i>Nicotiana tabacum</i>	Insertion knockout	Chloroplast	Essential core subunits, PsbD (D2) and PsbC (CP43) of PSII	<i>aadA</i> control (pRB8c)	Illumina Sequencing	-	13,23
	Δ <i>psbJ</i>	<i>Nicotiana tabacum</i>	Insertion knockout	Chloroplast	Essential subunit of PSII, PsbJ	<i>aadA</i> control (pRB8c)	Illumina Sequencing	-	23,25
**Cyt <i>b₆f</i>**	Δ <i>petB/D</i>	<i>Nicotiana tabacum</i>	Insertion knockout	Chloroplast	Essential core subunits, PetB and PetD, of Cyt <i>b₆f</i> , and PsbB, PsbT, PsbN and PsbH subunits from PSII	<i>aadA</i> control (pRB8c)	Illumina Sequencing	-	13,23
	<i>petA</i> -ox- Δ <i>psaI</i>	<i>Nicotiana tabacum</i>	Insertion knockout of non-essential PSI gene <i>psaI</i> causing overexpress	Chloroplast	Non-essential subunit of PSI (overexpressed gene <i>petA</i> encodes the essential subunit cytochrome <i>f</i> of the Cyt <i>b₆f</i> complex)	<i>aadA</i> control (pRB8c)	Microarray	+	23,26

			ion of downstream <i>petA</i>						
	<i>petA</i> -ox-<br>Δ <i>cemA</i>	<i>Nicotiana tabacum</i>	Insertion knockout of the non-essential <i>cemA</i> gene causing overexpression of downstream <i>petA</i>	Chloroplast	Non-essential envelope membrane protein (overexpressed gene <i>petA</i> encodes the essential subunit cytochrome <i>f</i> of the Cyt <i>b₆f</i> complex)	<i>aadA</i> control (pRB8c)	Microarray	+	23,27
	<i>petA</i> -ox-<br>Δ <i>ycf4</i>	<i>Nicotiana tabacum</i>	Insertion knockout of the non-essential PSI assembly factor Ycf4 causing overexpression	Chloroplast	non-essential PSI assembly factor (overexpressed gene <i>petA</i> encodes the essential subunit cytochrome <i>f</i> of the Cyt <i>b₆f</i> complex)	<i>aadA</i> control (pRB8c)	Microarray	+	23,28

			ion of downstream <i>petA</i>						
	$\Delta petN$	<i>Nicotiana tabacum</i>	Insertion knockout	Chloroplast	Essential subunit for assembly of Cyt <i>b₆f</i>	<i>aadA</i> control (pRB8c)	Illumina Sequencing	-	13,23
**PSI**	$\Delta psaB$	<i>Nicotiana tabacum</i>	Frame-shift mutation causing premature translation termination	Chloroplast	Essential core subunit, PsaB, of PSI	<i>aadA</i> control (pRB70)	Illumina Sequencing	-	29,30, this work
	KD- <i>psaA</i>	<i>Nicotiana tabacum</i>	Shine-Dalgarno mutation (knockdown)	Chloroplast	Essential core subunit, PsaA, of PSI	<i>aadA</i> control (aadA cassette inserted at the same location as the mutant)	Microarray	+	28

	<i>hcf145-2</i>	<i>Arabidopsis thaliana</i>	T-DNA insertion	Nucleus	RNA-binding protein, stabilization/translation factor of <i>psaA/B</i> , <i>rps14</i>	Wild type Col0	Microarray	-	31,32
	<i>psaD1-1</i>	<i>Arabidopsis thaliana</i>	T-DNA insertion (knockout of one of two gene copies encoding PSAD)	Nucleus	Essential stromal subunit of PSI (PSI accumulation reduced to ~40 % of the wild type)	Wild type Col0	Microarray	+	33
**NDH**	$\Delta ndhC/K/J$	<i>Nicotiana tabacum</i>	Insertion knockout	Chloroplast	NdhC subunit from the subcomplex M and NdhK and NdhJ subunits from subcomplex A of the non-essential NDH complex	<i>aadA</i> control (pRB8c)	Microarray	+	13,23
	$\Delta ndhA/I$	<i>Nicotiana tabacum</i>	Insertion knockout	Chloroplast	NdhA subunit from the subcomplex M and NdhI subunit	Wild type	Microarray	+	15

					from subcomplex A of the non-essential NDH complex				
**ATP synthase**	<i>ΔatpB/E</i>	<i>Nicotiana tabacum</i>	Insertion knockout	Chloroplast	Essential β-subunit and ε-subunit of ATP synthase	<i>aadA</i> control (pRB8c)	Illumina Sequencing	-	13,23
	<i>as-ATPC</i> (line atpC1)	<i>Nicotiana tabacum</i>	<i>ATPC</i> antisense-RNA	Nucleus	Essential γ-subunit of ATP synthase (<i>ATPC</i> transcript accumulation and translation output reduced to ~10% of the wild type, ATP synthase level reduced to ~25%, Fig. 6F)	wild type SNN	Illumina Sequencing	+	34

Table S2: Growth conditions of the analyzed mutants

Complex	Mutant	Growth condition
Rubisco	as- <i>RBCS</i>	Autotrophic growth (see Material and Methods).<br>150 $\mu\text{mol photons m}^{-2} \text{s}^{-1}$ for 16h/8 h light/dark at 22°/18° C and 70% humidity, then transferred to 350 $\mu\text{mol photons m}^{-2} \text{s}^{-1}$ for 16h/8 h light/dark at 22°/18° C and 75/70% humidity.
PSII	KD- <i>psbD</i>	Autotrophic growth (see Material and Methods).<br>150 $\mu\text{mol photons m}^{-2} \text{s}^{-1}$ for 16h/8 h light/dark at 22°/18° C and 70% humidity, then transferred to 350 $\mu\text{mol photons m}^{-2} \text{s}^{-1}$ for 16h/8 h light/dark at 22°/18° C and 75/70% humidity.
	<i>hcf173-2</i>	Heterotrophic growth (see Material and Methods).<br>25 $\mu\text{mol photons m}^{-2} \text{s}^{-1}$ for 16h/8 h light/dark at 22°/18° C.
	$\Delta 3'$ - <i>psbD/C</i>	Heterotrophic growth (see Materials and Methods).<br>5-10 $\mu\text{mol photons m}^{-2} \text{s}^{-1}$ for 16h/8 h light/dark at 22°/18° C.
	Δ <i>psbJ</i>	Heterotrophic growth (see Material and Methods).<br>5-10 $\mu\text{mol photons m}^{-2} \text{s}^{-1}$ for 16h/8 h light/dark at 22°/18° C.
Cyt <i>b₆f</i>	Δ <i>petB/D</i>	Heterotrophic growth (see Material and Methods).<br>5-10 $\mu\text{mol photons m}^{-2} \text{s}^{-1}$ for 16h/8 h light/dark at 22°/18° C.
	<i>petA-ox-ΔpsaI</i>	Autotrophic growth (see Material and Methods).<br>150 $\mu\text{mol photons m}^{-2} \text{s}^{-1}$ for 16h/8 h light/dark at 22°/18° C and 70% humidity then transferred to 350 $\mu\text{mol photons m}^{-2} \text{s}^{-1}$ for 16h/8 h light/dark at 22°/18° C and 75/70% humidity.
	<i>petA-ox-ΔcemA</i>	
	<i>petA-ox-Δycf4</i>	Autotrophic growth (see Material and Methods).<br>50 $\mu\text{mol photons m}^{-2} \text{s}^{-1}$ for 16h/8 h light/dark at 25°/22° C then transferred to 70 $\mu\text{mol photons m}^{-2} \text{s}^{-1}$ for 16h/8 h light/dark at 22°/18° C and 75/70% humidity.
	Δ <i>petN</i>	Heterotrophic growth (see Material and Methods).<br>5-10 $\mu\text{mol photons m}^{-2} \text{s}^{-1}$ for 16h/8 h light/dark at 22°/18° C.

PSI	<i>ΔpsaB</i>	Heterotrophic growth (see Material and Methods).<br>5-10 $\mu\text{mol photons m}^{-2} \text{s}^{-1}$ for 16h/8 h light/dark at 22°/18° C.
	KD- <i>psaA</i>	Autotrophic growth (see Material and Methods).<br>150 $\mu\text{mol photons m}^{-2} \text{s}^{-1}$ for 16h/8 h light/dark at 22°/18° C and 70% humidity.
	<i>hcf145-2</i>	Heterotrophic growth (see Material and Methods).<br>25 $\mu\text{mol photons m}^{-2} \text{s}^{-1}$ for 16h/8 h light/dark at 22°/18° C.
	<i>psaD1-1</i>	Autotrophic growth (see Material and Methods).<br>120 $\mu\text{mol photons m}^{-2} \text{s}^{-1}$ for 16h/8 h light/dark at 25°/20° C (greenhouse).
NDH	<i>ΔndhC/K/J</i>	Autotrophic growth (see Material and Methods).<br>150 $\mu\text{mol photons m}^{-2} \text{s}^{-1}$ for 16h/8 h light/dark at 22°/18° C and 70% humidity.
	<i>ΔndhA/I</i>	
ATP synthase	<i>ΔatpB/E</i>	Heterotrophic growth (see Material and Methods).<br>5-10 $\mu\text{mol photons m}^{-2} \text{s}^{-1}$ for 16h/8 h light/dark at 22°/18° C.
	<i>as-ATPC</i>	Autotrophic growth (see Material and Methods).<br>150 $\mu\text{mol photons m}^{-2} \text{s}^{-1}$ for 16h/8 h light/dark at 22°/18° C and 70% humidity then transferred to 350 $\mu\text{mol m}^{-2} \text{s}^{-1}$ light for 16h/8 h light/dark at 22 °/18 °C and 75/70% humidity.

Table S3: Sequence overview of Δ psaB mutant alleles

WT	**ATG**	GCA	TTA	CGA	TTT	CCA	AGG	TTT	AGC	CAA	GGC	TTA	GCT	CAG	GAC	CCC	ACT	ACT	CGT	CGT	ATT	TGG	TTT	GGT
**ΔpsaB-1**	**ATG**	GCA	TTA	CGA	TTT	CCA	AGG	TTT	AGC	CAA	GGC	TTA	GCT	CAG	GAC	CCC	ACT	ACT	CGT	CGT	ATT	TGG	TTT	GGT
**ΔpsaB-2**	**ATG**	GCA	TTA	CGA	TTT	CCA	AGG	TTT	AGC	CAA	GGC	TTA	GCT	CAG	GAC	CCC	ACT	ACT	CGT	CGT	ATT	TGG	TTT	GGT
**Start**																								
WT	ATT	GCT	ACC	GCA	CAT	GAC	TTC	GAG	AGT	CAT	GAT	GAT	ATT	ACT	GAG	GAA	CGT	CTT	TAT	CAG	AAT	ATT	TTT	GCT
**ΔpsaB-1**	ATT	GCT	ACC	GCA	CAT	GAC	TTC	GAG	AGT	CAT	GAT	GAT	ATT	ACT	GAG	GAA	CGT	CTT	TAT	CAG	AAT	ATT	TTT	GCT
**ΔpsaB-2**	ATT	GCT	ACC	GCA	CAT	GAC	TTC	GAG	AGT	CAT	GAT	GAT	ATT	ACT	GAG	GAA	CGT	CTT	TAT	CAG	AAT	ATT	TTT	GCT
WT	TCT	CAC	TTT	GGT	CAA	TTA	GCA	ATA	ATT	TTT	CTG	TGG	ACT	TCC	GGA	AAT	CTG	TTT	CAT	GTA	GCT	TGG	CAA	GGA
**ΔpsaB-1**	TCT	CAC	TTT	GGT	CAA	TTA	GCA	ATA	ATT	TTT	CTG	TGG	ACT	TCC	GGA	AAT	CTG	TTT	CAT	GTA	GCT	TGG	CAA	GGA
**ΔpsaB-2**	TCT	CAC	TTT	GGT	CAA	TTA	GCA	ATA	ATT	TTT	CTG	TGG	ACT	TCC	GGA	AAT	CTG	TTT	CAT	GTA	GCT	TGG	CAA	GGA
WT	AAT	TTT	GAG	TCG	TGG	GTA	CAG	GAC	CCT	TTA	CAT	GTA	AGA	CCT	ATT	GCT	CAT	GCA	ATT	TGG	GAT	CCT	CAT	TTT
**ΔpsaB-1**	AAT	TTT	GAG	TCG	TGG	GTA	CAG	GAC	CCT	TTA	CAT	GTA	AGA	CCT	ATT	GCT	CAT	GCA	ATT	TGG	GAT	**CAG**	**TTC**	TCA
**ΔpsaB-2**	AAT	TTT	GAG	TCG	TGG	GTA	CAG	GAC	CCT	TTA	CAT	GTA	AGA	CCT	ATT	GCT	CAT	GCA	ATT	TGG	GAT	CCT	CAT	TTT
WT	GGT	CAA	CCG	GCC	GTG	GAA	GCT	TTT	ACT	CGA	GGG	GGT	GCT	CTT	GGC	CCA	GTG	AAT	ATC	GCT	TAT	TCT	GGT	GTT
**ΔpsaB-1**	TTT	TGG	TCA	ACC	GGC	CGT	GGA	AGC	TTT	TAC	TCG	AGG	GGG	TGC	TCT	TGG	CCC	AGT	GAA	TAT	CGC	TTA	TTC	TGG
**ΔpsaB-2**	GGT	CAA	CCG	GCC	GTG	GAA	GCT	TTT	ACT	CGA	GGG	GGT	GCT	CTT	GGC	CCA	GTG	AAT	ATC	GCT	TAT	TCT	GGT	GTT
**ΔpsaB-1**	TGT	TTA	TCA	GTG	GTG	GTA	TAC	AAT	CGG	TTT	ACG	CAC	**TAA Stop**											
WT	CTT	TCT	GCC	ATA	TCC	TTA	ATA	GCA	GGT	TGG	TTA	CAC	CTA	CAA	CCG	AAA	TGG	AAA	CCG	AGC	GTT	TCC	TGG	TTC
**ΔpsaB-1**																								
**ΔpsaB-2**	CTT	TCT	GCC	ATA	TCC	TTA	ATA	GCA	GGT	TGG	TTA	CAC	CTA	CAA	CCG	AAA	TGG	AAA	CCG	AGC	GTT	TCC	TGG	TTC
WT	AAA	AAT	GCC	GAA	TCT	CGT	CTG	AAT	CAT	CAT	TTG	TCA	GGA	CTC	TTT	GGC	GTA	AGT	TCC	TTG	GCT	TGG	ACA	GGG
**ΔpsaB-1**																								
**ΔpsaB-2**	AAA	AAT	GCC	GAA	TCT	CGT	CTG	AAT	CAT	CAT	TTG	TCA	GGA	CTC	TTT	GGC	GTA	AGT	TCC	TTG	GCT	TGG	ACA	GGG
WT	CAT	TTA	GTT	CAT	GTT	GCT	ATT	CCT	GCA	TCC	AGA	GGG	GAG	TAC	GTT	CGG	TGG	AAT	AAT	TTC	TTA	GAT	GTA	TTA
**ΔpsaB-1**																								
**ΔpsaB-2**	CAT	TTA	GTT	CAT	GTT	GCT	ATT	CCT	GCA	TCC	AGA	GGG	GAG	TAC	GTT	CGG	TGG	AAT	AAT	TTC	TTA	GAT	GTA	TTA
WT	CCG	CAT	CCC	CAA	GGG	TTA	GGC	CCA	CTT	TTT	ACA	GGT	CAA	TGG	AAT	CTT	TAT	GCT	CAA	AAC	CCC	GAT	TCA	AGT
**ΔpsaB-1**																								
**ΔpsaB-2**	CCG	CAT	CCC	CAA	GGG	TTA	GGC	CCA	CTT	TTT	ACA	GGT	CAA	TGG	AAT	CTT	TAT	GCT	CAA	AAC	CCC	GAT	TCA	AGT
WT	AGT	CAT	TTA	TTT	GGT	ACC	GCC	CAA	GGG	GCG	GGA	ACT	GCC	ATT	CTA	ACT	CTT	CTC	GGG	GGA	TTC	CAT	CCA	CAA
**ΔpsaB-1**																								
**ΔpsaB-2**	AGT	CAT	TTA	TTT	GGT	ACC	GCC	CAA	GGG	GCG	GGA	ACT	GCC	ATT	CTA	ACT	CTT	CTC	GGG	GGA	TTC	CAT	CCA	CAA

WT   ACG CAA AGT TTA TGG CTG ACT GAT ATT GCC CAT CAC CAT TTA GCT ATT GCA TTT ATT TTT CTC GTT GCT GGT

ΔpsaB-1

ΔpsaB-2   ACG CAA AGT TTA TGG CTG ACT GAT ATT GCC CAT CAC CAT TTA GCT ATT GCA TTT ATT TTT CTC GTT GCT GGT

WT   CAT ATG TAT AGA ACC AAT TTC GGG ATT GGG CAC AGT ATG AAA GAC CTT TTA GAT GCA CAT ATT CCC CCG GGG

ΔpsaB-1

ΔpsaB-2   CAT ATG TAT AGA ACC AAT TTC GGG ATT GGG CAC AGT ATGAAA GAC CTT TTA GAT GCA CAT ATT CCC CCG GGG

WT   GGA CGA TTG GGG CGT GGA CAT AAG GGT CTT TAT GAC ACA ATC AAT AAT TCG CTT CAT TTT CAA TTA GGC CTT

ΔpsaB-1

ΔpsaB-2   GGA CGA TTG GGG CGT **GGC CAT AAG GGC CTT AG**G ACA CAA TCA ATA ATT CGC TTC ATT TTC AAT **tag Stop**

WT   GCT CTA GCT TCT TTA GGG GTT ATT ACT TCT TTG GTA GCT CAA CAC ATG TAC TCT TTA CCT GCT TAT GCA TTC

ΔpsaB-1

ΔpsaB-2

WT   ATA GCA CAA GAC TTT ACT ACT CAA GCT GCA TTA TAT ACC CAC CAC CAA TAT ATC GCA GGA TTC ATC ATG ACA

ΔpsaB-1

ΔpsaB-2

WT   GGA GCT TTT GCT CAT GGA GCT ATA TTT TTC ATT AGA GAT TAC AAT CCG GAG CAA AAT GAA GAT AAT GTA TTG

ΔpsaB-1

ΔpsaB-2

WT   GCA AGA ATG TTA GAG CAT AAA GAA GCT ATC ATA TCT CAT TTA AGT TGG GCC AGC CTC TTT CTG GGA TTC CAT

ΔpsaB-1

ΔpsaB-2

WT   ACC CTG GGA CTT TAT GTT CAT AAT TTT GCT CAA TGG ATA CAA TCC GCT CAT GGT AAA ACT TCA TAT GGG TTC

ΔpsaB-1

ΔpsaB-2

WT   GAT GTA CTT TTA TCT TCA ACG AGT GGT CCA GCA TTC AAT GCG GGT CGA AGC ATC TGG TTG CCG GGT TGG TTA

ΔpsaB-1

ΔpsaB-2

WT   AAT GCT GTT AAT GAA AAT AGT AAT TCA TTA TTT TTA ACA ATA GGT CCT GGA GAC TTT TTG GTT CAT CAT GCT

ΔpsaB-1

ΔpsaB-2

WT   ATT GCT CTT GGT TTA CAT ACA ACT ACA TTG ATC TTA GTA AAA GGT GCT TTA GAT GCA CGT GGT TCC AAG TTA

ΔpsaB-1

ΔpsaB-2

WT   ATG CCA GAT AAA AAG GAT TTC GGT TAT AGT TTT CCG TGC GAT GGC CCA GGA CGA GGC GGT ACT TGT GAT ATT

ΔpsaB-1

Δ psaB-2

WT TCG GCA TGG GAC GCG TTT TAT TTG GCA GTT TTT TGG ATG TTA AAT ACT ATT GGA TGG GTT ACT TTT TAT TGG

Δ psaB-1

Δ psaB-2

WT CAT TGG AAG CAC ATC ACA TTA TGG CAG GGT AAC GTT TCA CAG TTT AAT GAA TCT TCC ACT TAT TTG ATG GGC

Δ psaB-1

Δ psaB-2

WT TGG TTA AGG GAT TAT TTA TGG TTA AAC TCT TCA CAA CTT ATC AAC GGA TAT AAT CCT TTT GGT ATG AAT AGT

Δ psaB-1

Δ psaB-2

WT TTA TCG GTT TGG GCA TGG ATG TTC TTA TTT GGA CAT CTT GTT TGG GCT ACT GGA TTT ATG TTC TTA ATT TCT

Δ psaB-1

Δ psaB-2

WT TGG CGT GGA TAT TGG CAG GAA TTG ATT GAA ACT TTA GCA TGG GCT CAT GAA CGC ACA CCT TTG GCC AAT TTG

Δ psaB-1

Δ psaB-2

WT ATT CGC TGG AGA GAT AAA CCA GTG GCC CTT TCC ATT GTA CAA GCA AGA TTG GTT GGA TTA GCT CAC TTT TCT

Δ psaB-1

Δ psaB-2

WT GTA GGT TAT ATA TTC ACT TAT GCG GCT TTC TTG ATT GCC TCT ACG TCG GGC AAA TTT GGT **tAA Stop**

Δ psaB-1

Δ psaB-2

Table S4: Overview of used antibodies

IgG: Immunoglobulin G

Antibody against	Target size (kDa)	Working dilution	Source, Supplier, additional information
AtpB	54	1:5000	Agrisera, Vännäs, Sweden (AS05085)
PetB	24	1:5000	Agrisera Vännäs, Sweden (AS184169)
PetA	34	1:2000	Agrisera Vännäs, Sweden (AS06119)
PsaD	20	1:1000	Agrisera, Vännäs, Sweden (AS09461)
PsbA	38 (runs at 25-30)	1:10,000	Agrisera, Vännäs, Sweden (AS10704)
PsbB	56	1:2000	Agrisera, Vännäs, Sweden (AS04038)
PsbC	45	1:3000	Agrisera, Vännäs, Sweden (AS111787)
PsbD	39.5 (runs at 25-30)	1:10,000	Agrisera, Vännäs, Sweden (AS06146), used for all PsbD westerns (except those shown in Fig. S7)
PsbD	39.5 (runs at 25-30)	1:2000	Abcam, Cambridge, UK (ab65392), used for attempts to detect truncated PsbD in $\Delta 3'$ - <i>psbD/C</i> (Fig. S7)
PsbD	39.5 (runs at 25-30)	1:1000	PhytoAB, San Jose, CA, USA (PHY0090A), used for attempts to detect truncated PsbD in $\Delta 3'$ - <i>psbD/C</i> (Fig. S7)
PsbH	8	1:5000	Agrisera, Vännäs, Sweden (AS06157)
Rabbit IgG	n/a	1: 10,000	Bio-Rad Laboratories GmbH (Hercules, CA, USA) (170-6515)

Table S5: Overview of used primers

**Name**	**Sequence 5' to 3'**	**Description**
f- <i>psbA</i>	CCTTGACTGTCAACTACAGATTGG	Forward primer for <i>psbA</i> PCR probe
r- <i>psbA</i>	TACTTGCGTAGCTTGTTACATGG	Reverse primer for <i>psbA</i> PCR probe
f- <i>atpH</i>	TTAAACAAAAGGATTCGCA	Forward primer for <i>atpH</i> PCR probe
r- <i>atpH</i>	ATGAATCCACTGATTTCTG	Reverse primer for <i>atpH</i> PCR probe
f- <i>atpF</i>	CTTTCATTGTTCCCAACATGC	Forward primer for <i>atpF</i> PCR probe
r- <i>atpF</i>	GAAATTCAGAAGAACTGCGTG	Reverse primer for <i>atpF</i> PCR probe
f- <i>psaB</i>	CCCAAGGGGCGGGAACTGC	Forward primer for <i>psaB</i> PCR probe
r- <i>psaB</i>	CCCAGAAAGAGGCTGGCCC	Reverse primer for <i>psaB</i> PCR probe

Supplemental Figures

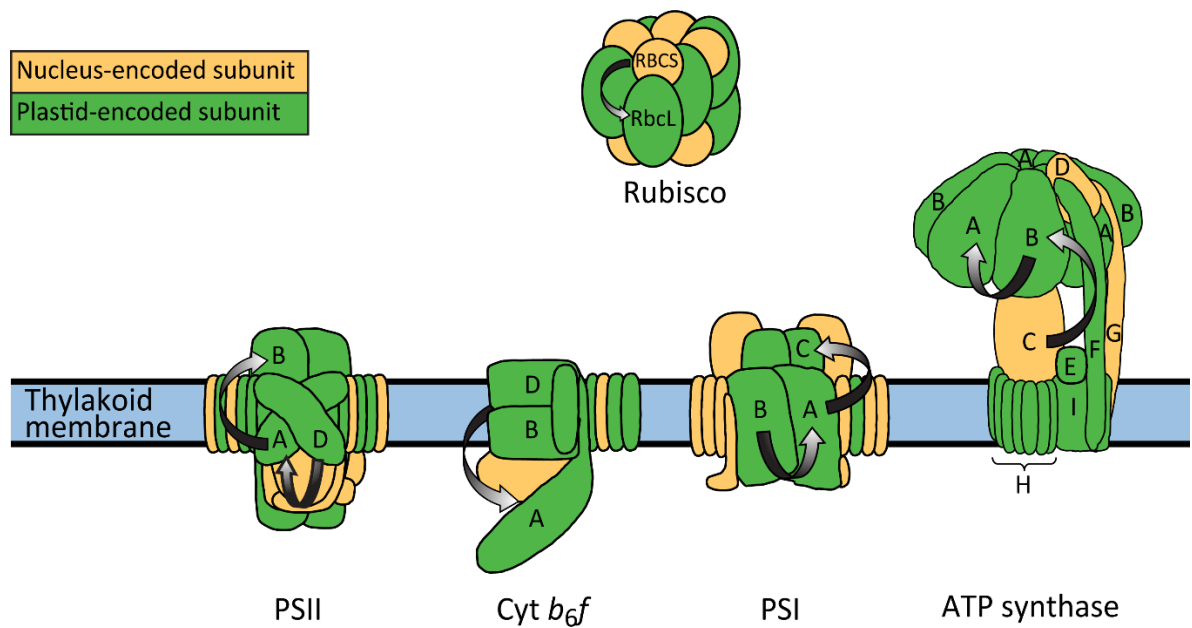

Fig. S1. Summary of the previously known translational feedback regulation during the assembly of photosynthetic protein complexes in *Chlamydomonas*.

Plastid-encoded subunits are shown in green, while nucleus-encoded subunits are displayed in yellow. Black arrows represent CES interactions previously identified in *Chlamydomonas*³⁵. The figure is adapted from Choquet and Wollman³⁶.

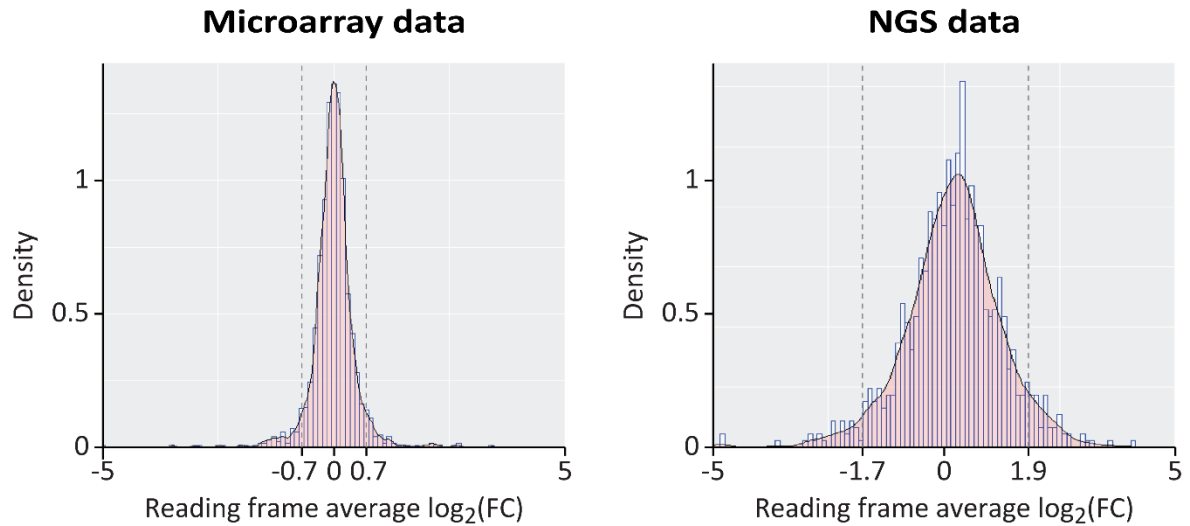

Fig. S2. Fold change distribution of all translome and transcriptome data. Log₂ fold change of reading frame averages calculated from the combined translation output and RNA abundance data for all chloroplast-encoded reading frames in all mutants analyzed by microarray (left) or NGS (right) were plotted. Data generated with either approach show a normal distribution. Note the rather narrow distribution of the microarray data compared to the broader distribution of the NGS data, which may be attributable to (i) technical differences, including the different sensitivity and dynamic detection range of the methods, and/or (ii) the stronger impairment of knockout mutant alleles analyzed by NGS compared to the milder hypomorphic mutant alleles analyzed by microarrays. According to the 5th percentile of the distributions, a cut-off of twofold and fourfold change was chosen for the microarray and NGS data, respectively, to define chloroplast reading frames whose expression is substantially altered on transcript or translational levels. Vertical dashed lines represent the 5th and 95th percentile values.

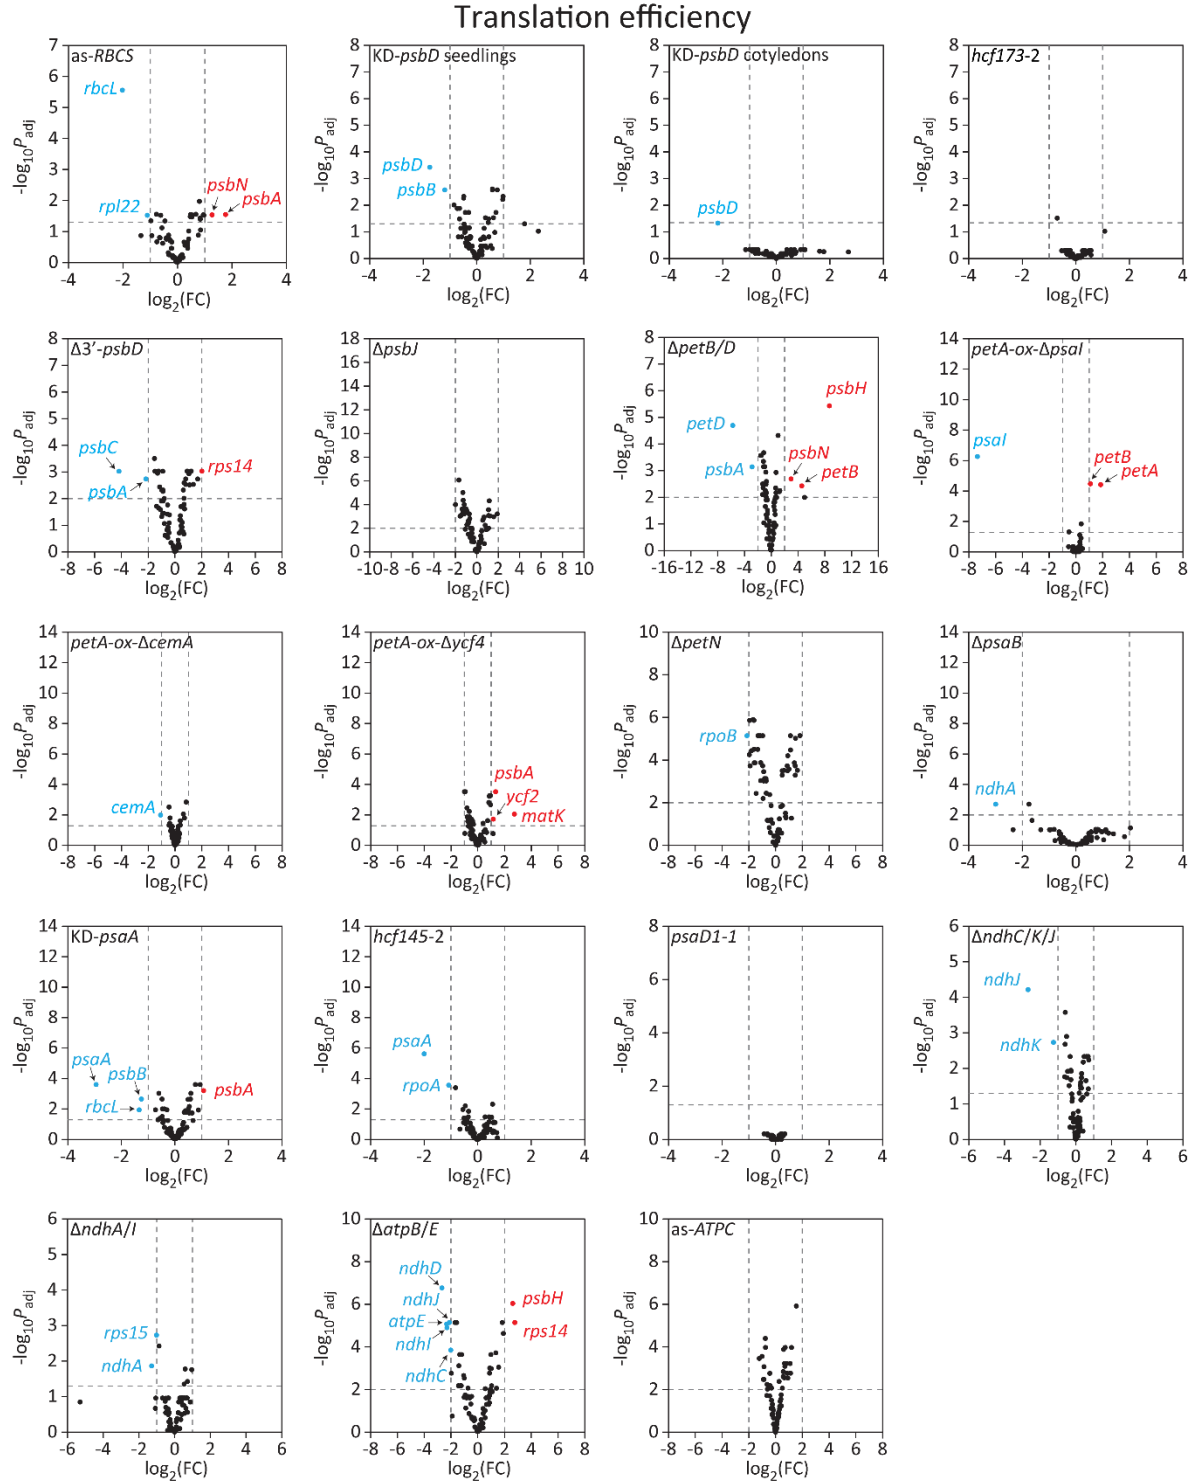

Fig. S3 Comparison of translation efficiencies for chloroplast reading frames in each mutant analyzed in this study. Translation efficiencies were calculated as ratios of translation output to transcript abundance, providing a normalized measure that accounts for changes in transcript levels and enables the distinction between regulation at transcriptional and translational levels. The results are presented as volcano plots, with the mutant name indicated in the upper left corner of each panel. Data from three biological replicates were

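Translation efficiency, tested as the interaction of library type and genotype in edgeR, changed at least 4-fold in few genes. *petB* in Δ*petN* rose 4.45-fold (log2 fold change 2.15, SE 0.24, edgeR adjusted p = 7.41e-06), the 1 gene there, and *psbH*, next to it, 3.86-fold (1.95, SE 0.26, adjusted p = 1.53e-05). In Δ*atpB*/*E* 6 genes rose at least 4-fold, *psbB*, *psbH*, *petB*, *petN*, *rpoC1* and *rps14*. The largest rises were of *rps14* (3.32, SE 0.41, adjusted p = 6.15e-06) and *psbH* (3.18, SE 0.27, adjusted p = 1.24e-07) in edgeR, the latter at −0.12 (0.688) with limma on RPKM. *ndhD* fell 4.28-fold (log2 fold change −2.10, SE 0.25, edgeR adjusted p = 5.46e-06). In Δ*petB*/*D* *psbA* and *petD*, which lost its 5’ end, fell at least 4-fold. The 5 deleted genes were called higher on nearly no RNA, with 0 reads for *psbT*. In Δ*psbJ* the deleted *psbJ* alone rose 4-fold, by 2.07 (SE 0.32) (1.12e-04), again on a remnant of RNA. In Δ*psaB* *ndhA* alone fell (log2 fold change −2.60, SE 0.48, edgeR adjusted p = 0.00815), an intron gene whose RNA was high in the RB70 library set. None passed 4-fold in Δ3’-*psbD* or as-*ATPC* by edgeR, with 41 and 40 genes at an unadjusted p under 0.05. In Δ3’-*psbD* the 4-fold counts, higher and lower, were 2 and 0 with library sizes alone, 1 and 0 with DESeq2 size factors, 2 and 1 with all lines in 1 fit and 0 and 2 with replicate as a block in edgeR, and 1 and 1 with DESeq2's Wald test. Among the higher was *rps14* in each of these but the block, and the 2 lower with the block were *psbA* and *psbC*. Library sizes alone gave 0 and 2 in Δ*psbJ* and 3 and 0 in Δ*psaB*. With limma on RPKM the 4-fold lower genes numbered 33 in Δ3’-*psbD*, 11 in Δ*petB*/*D*, 11 in Δ*petN* and 58 in Δ*atpB*/*E*. At any fold, genes higher and lower in efficiency numbered 1 and 8 in Δ3’-*psbD* (3 and 0 when scaled by library sizes alone, 5 and 3 with DESeq2 size factors and 0 and 50 with limma on RPKM) and 10 and 13 in Δ*psbJ* (2 and 33 when scaled by library sizes alone and 2 and 15 with limma on RPKM). They were 8 and 15 in Δ*petB*/*D* (14 and 3 when scaled by library sizes alone, 13 and 9 with DESeq2 size factors and 3 and 36 with limma on RPKM) and 20 and 17 in Δ*petN* (2 and 29 with limma on RPKM). In as-*ATPC* these counts were 18 and 12 (6 and 30 when scaled by library sizes alone and 3 and 27 with limma on RPKM) and in Δ*atpB*/*E* 28 and 8 (11 and 7 when scaled by library sizes alone, 0 and 72 with limma on RPKM and 20 and 10 with TMM factors from the genes not hit).
In at least 4 mutants, a minimum chosen after the data were seen, *psbC* and *rps14* were higher in efficiency and *psbI*, *ndhA*, *ndhC*, *ndhD*, *ndhG*, *ndhJ* and *rps4* lower. Leaving out 1 library moved the count of 4-fold calls in Δ*petN* to 0 without Δ*petN* replicate 1 and to 4 higher without control replicate 3. In Δ*petB*/*D* 1 gene was higher without any single control replicate. The *ndhA* call in Δ*psaB* was lost without Δ*psaB* replicate 3 or any single control replicate, and the *psbJ* call without Δ*psbJ* replicate 2 or 3. *psbJ* efficiency in Δ*psbJ* did not pass against RB70 (adjusted p = 0.0345), *ndhA* efficiency in Δ*psaB* with library sizes alone (0.0123) or with limma on RPKM (0.184), and *rps14* efficiency in Δ*atpB*/*E* with limma on RPKM (0.957).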

summarized, and Log_2 -fold changes between mutant and control plants were plotted in volcano plots against the negative common logarithm of the adjusted P values (False Discovery Rate (FDR))³⁷. Thresholds are the same as in all other data analyses (see Methods): Genes showing at least twofold or fourfold downregulation and upregulation with adjusted P values of ≤ 0.05 or ≤ 0.01 for microarray-based or NGS-based data are highlighted in blue and red, respectively. Vertical and horizontal dashed lines indicate the fold-change and adjusted P value cut-off, respectively.

A

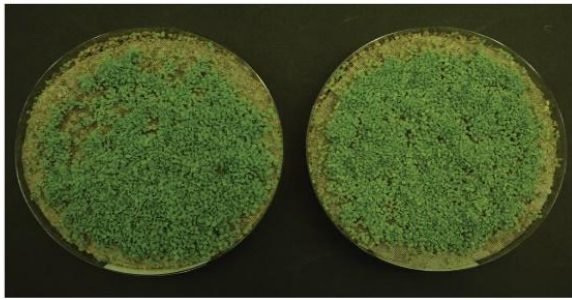

Control

KD-*psbD*

B

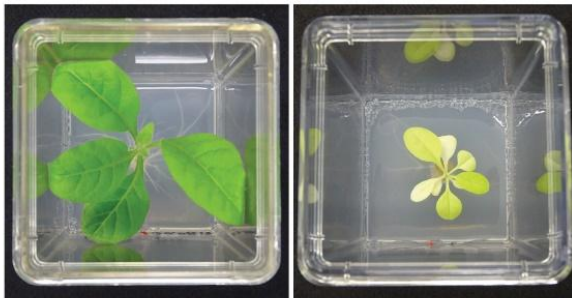

Control

$\Delta 3'$ -*psbD*

Fig. S4. Phenotypes of *psbD* mutants. (A) KD-*psbD* at the cotyledon stage. (B) $\Delta 3'$ -*psbD* grown under heterotrophic conditions.

A

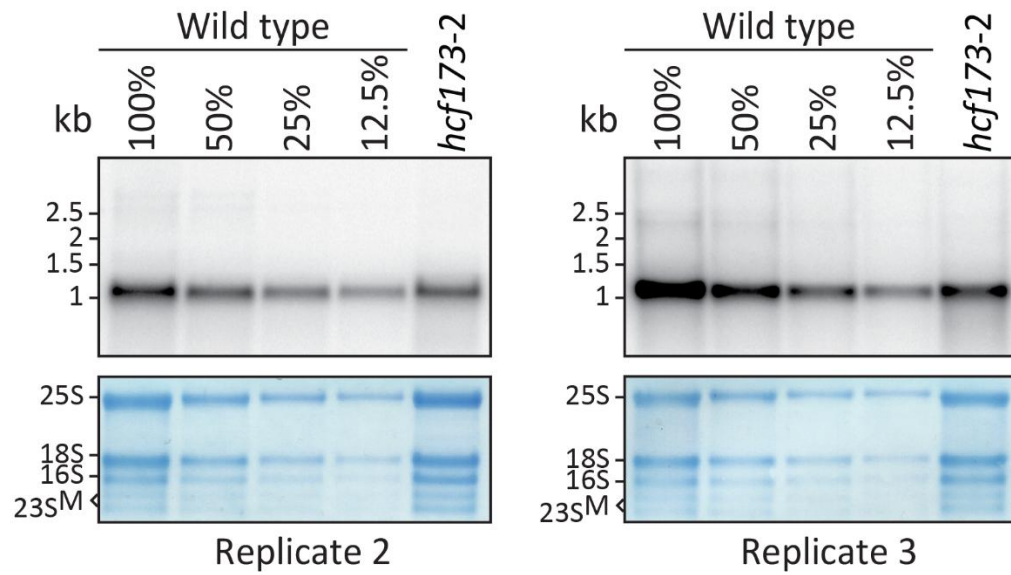

B

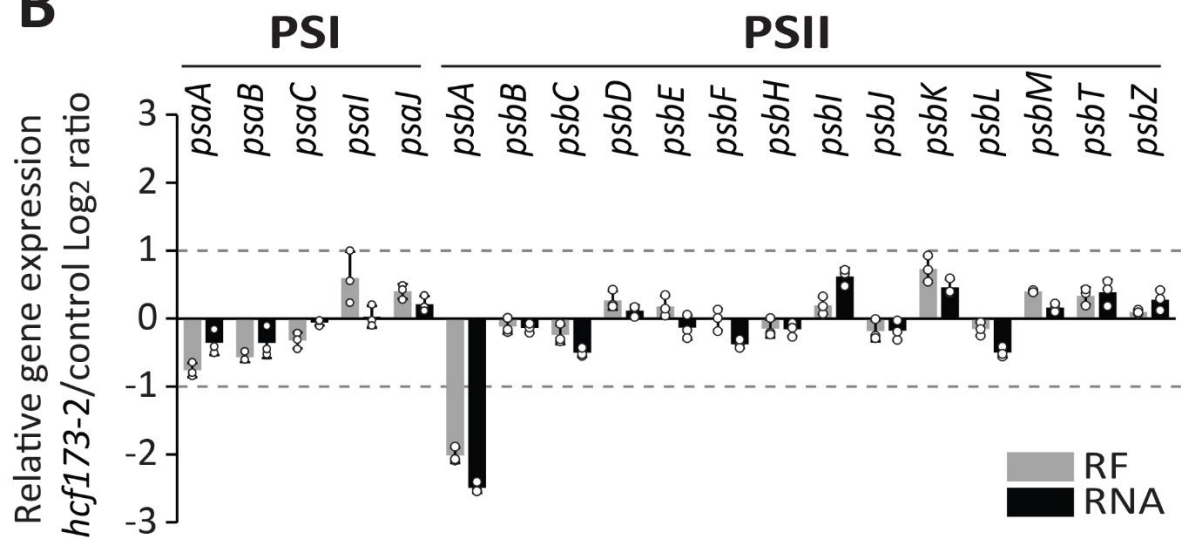

Fig. S5. *psbA* transcript accumulation defect and PSI and PSII gene expression in the *hcf173-2* mutant. (A) Biological replicates 2 and 3 of RNA gel blot analysis with a *psbA* probe (replicate 1 is shown in Fig. 1H). Other details are as in Fig. 1H. (B) Translation output (RF) and RNA accumulation of chloroplast PSI and PSII genes in the Arabidopsis *hcf173* mutant relative to the wild type (Table S1). Error bars represent standard deviations of three biological replicates (data points of replicates are shown as dots).

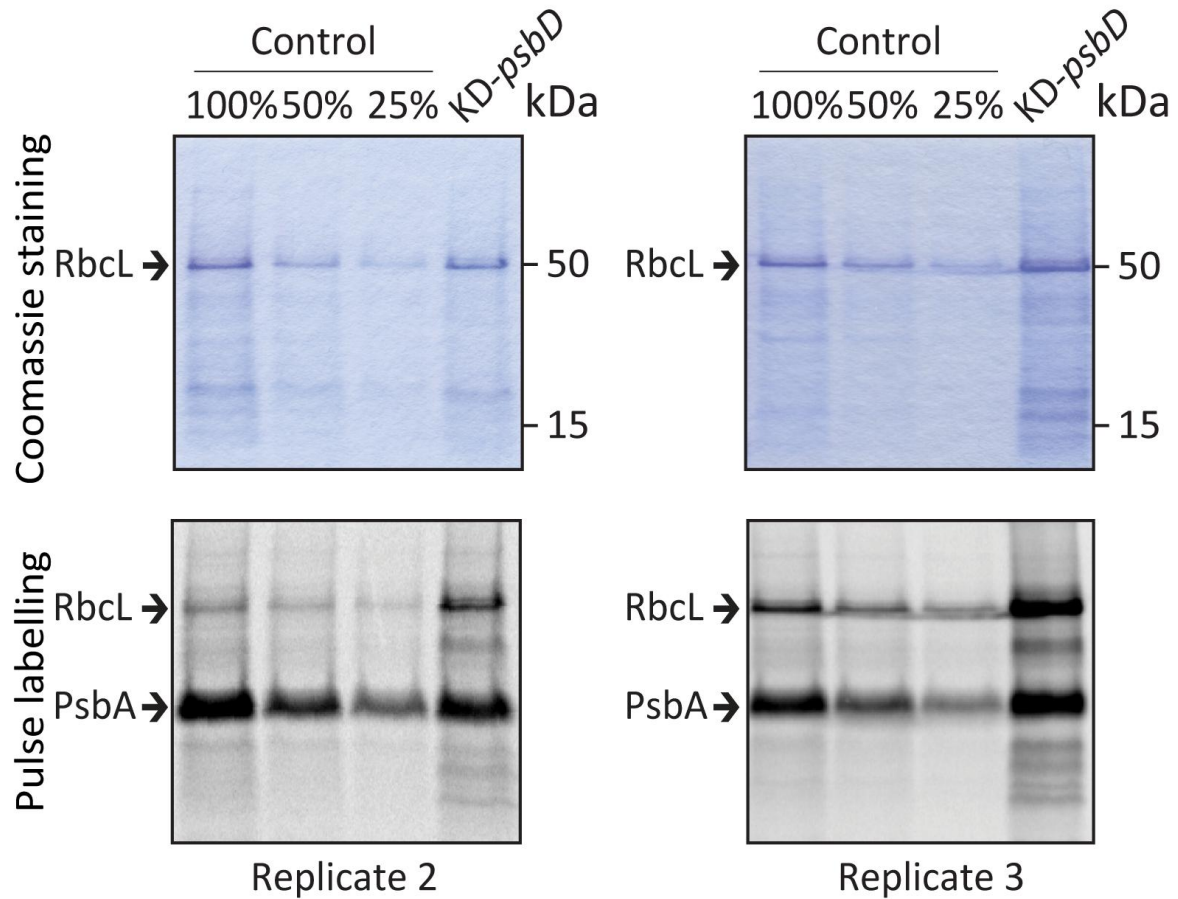

Fig. S6. Pulse labeling showing the reduction of *de novo* synthesized PsbA in KD-*psbD* at the cotyledon stage. Shown are biological replicates 2 and 3 (biological replicate 1 is shown in Fig. 1D). Quantification of the three biological replicates is shown in Fig. 1E. Note that, different from replicate 1 shown in Fig. 1D, for replicates 2 and 3, the lane with the protein that derives from KD-*psbD* contains more labeled protein, which is visible by the strong RbcL bands and the increased background signal. To exclude effects of unequal loading and labeling efficiencies from the analysis, for all replicates, the PsbA signal intensity was quantified using Image Lab software (Bio-Rad) and normalized to the background signal excluding the RbcL band.

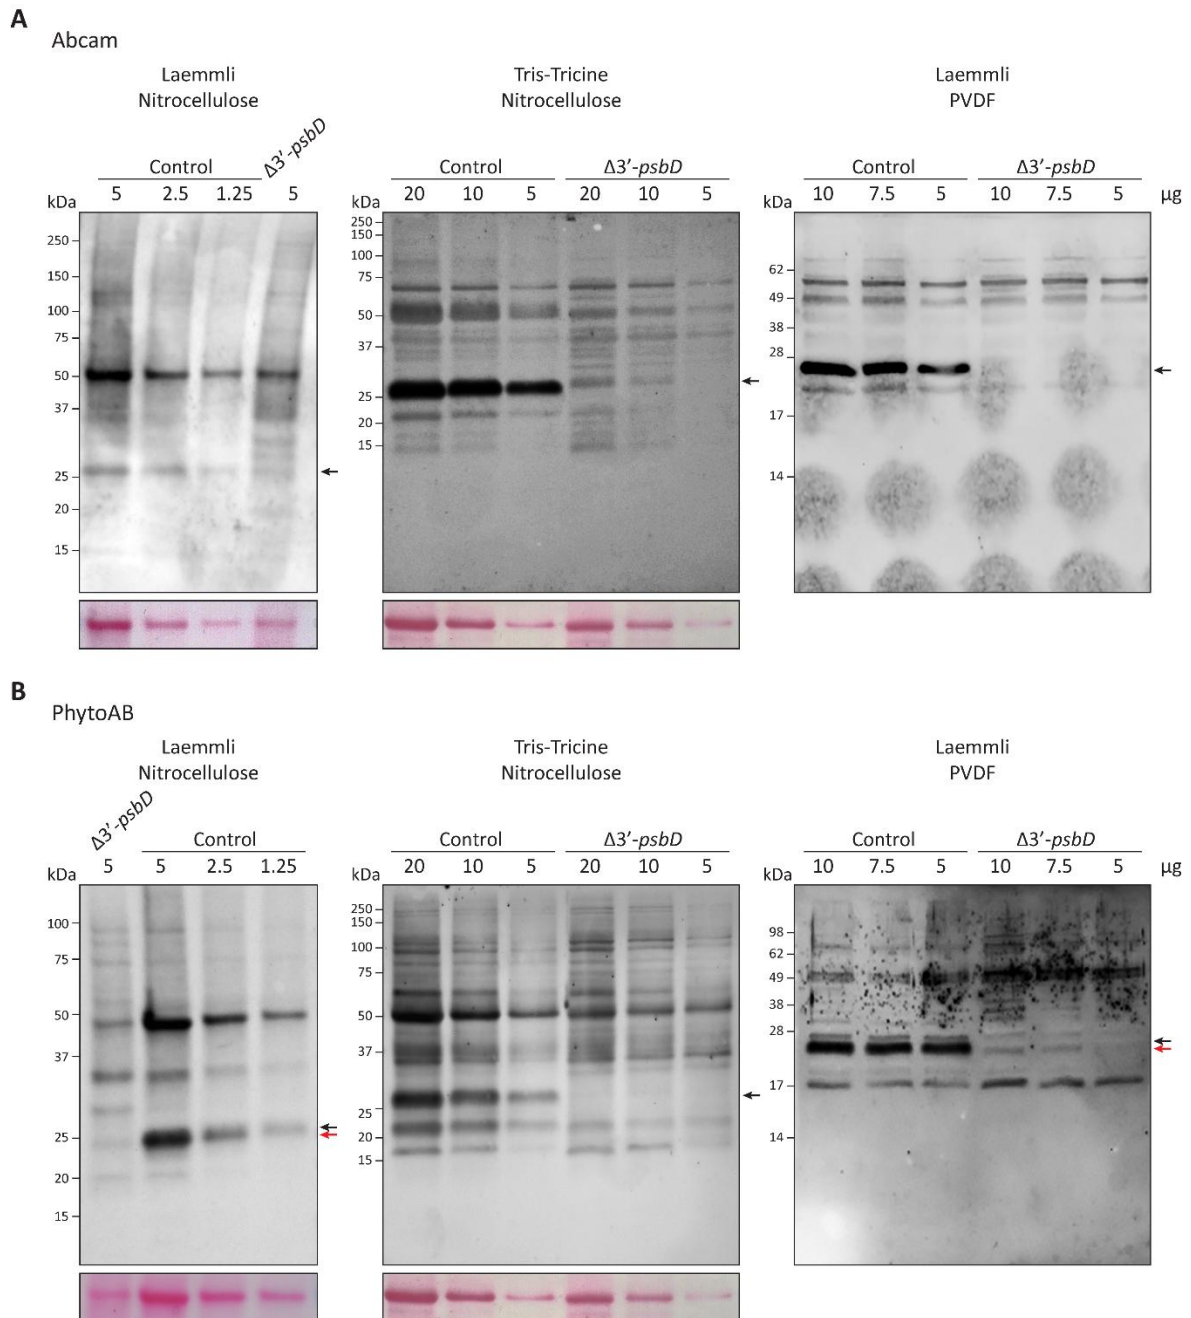

Fig. S7. Attempts to detect a C-terminally truncated PsbD protein in the $\Delta 3'$ -*psbD* mutant. (A) Detection of PsbD using an Abcam antibody raised against a synthetic peptide corresponding to amino acids 230-240 (sequence: ANTFRANPTQ) of PsbD. Three different western blotting techniques were applied to evaluate the detection of the truncated PsbD (for details see Methods): Laemmli SDS-polyacrylamide gel electrophoresis (PAGE) with transfer to nitrocellulose (left panel), Tris-tricine SDS-PAGE with transfer to nitrocellulose (middle panel), and Laemmli SDS-PAGE with transfer to PVDF membrane (right panel, note that PVDF is not stainable by Ponceau S). Molecular weight markers are labeled on the left. The black arrow indicates the full length PsbD (confirmed by the absence of the signal in the

$\Delta 3'$ -*psbD* mutant). (B) Detection of PsbD using a PhytoAB antibody targeting 15 amino acids from the N-terminus of the protein. Similar blotting approaches were applied as in A. The black arrow indicates the full length PsbD (confirmed by the absence of the signal in the $\Delta 3'$ -*psbD* mutant). The red arrow labels a band that is specifically detected in the $\Delta 3'$ -*psbD* mutant with the PsbD antibody from PhytoAB and may represent a truncated version of PsbD. By visual inspection this additional band seems to be too close to the mature PsbD (visible in the control line) to represent the substantially truncated version of PsbD in the $\Delta 3'$ -*psbD* mutant (104 C-terminal amino acids of the 353 amino acids of PsbD are deleted in $\Delta 3'$ -*psbD*). On the other hand, the truncation deletes only one of the five transmembrane domains (TMDs) of PsbD. Since TMDs are very hydrophobic, they strongly influence the running behavior of proteins in gels (making the 39.5 kDa proteins PsbA and PsbD running at 25-30 kDa). One could speculate that deleting only one of these five TMDs at the C-terminus may not strongly change the running behavior of the truncated PsbD compared to full-length PsbD.

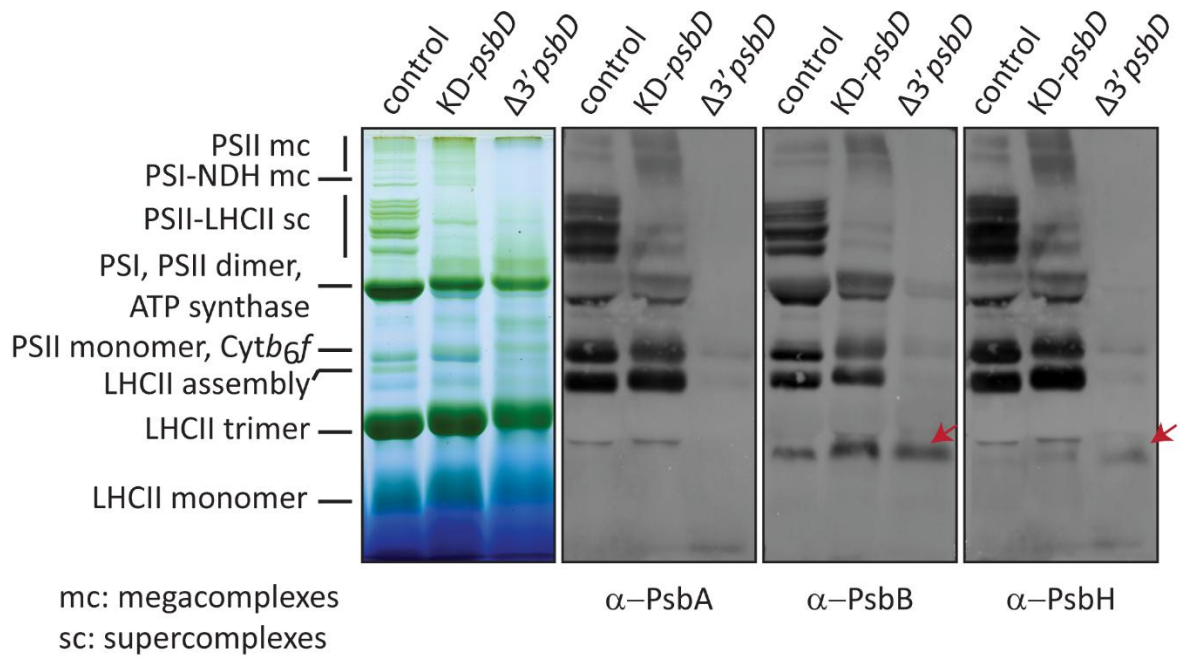

Fig. S8. PSII complex assembly defects in KD-*psbD* and $\Delta 3'$ -*psbD* mutants.

Thylakoid membranes were isolated from the control and the KD-*psbD* as well as the $\Delta 3'$ -*psbD* mutants (Table S1), all of which were grown heterotrophically at low light intensity (Table S2). Samples of 8 μ g thylakoid protein were solubilized in β -DDM (n-dodecyl β -D-maltoside) and separated by electrophoresis in a native 5-12.5% gradient polyacrylamide gel. Major resolved photosynthetic complexes are labeled on the left side. Immunoblot analysis of the first dimension with antibodies against PSII subunits confirmed the expected severe defect in PSII assembly in both mutants. In the $\Delta 3'$ -*psbD* mutant, PsbA cannot be detected in any of the major PSII-containing complexes. However, in the lower molecular weight range, PsbB and PsbH signals are visible in the $\Delta 3'$ -*psbD* mutant (marked with a red arrow), which likely correspond to a PSII assembly intermediate that contains these two (and possibly other) proteins.

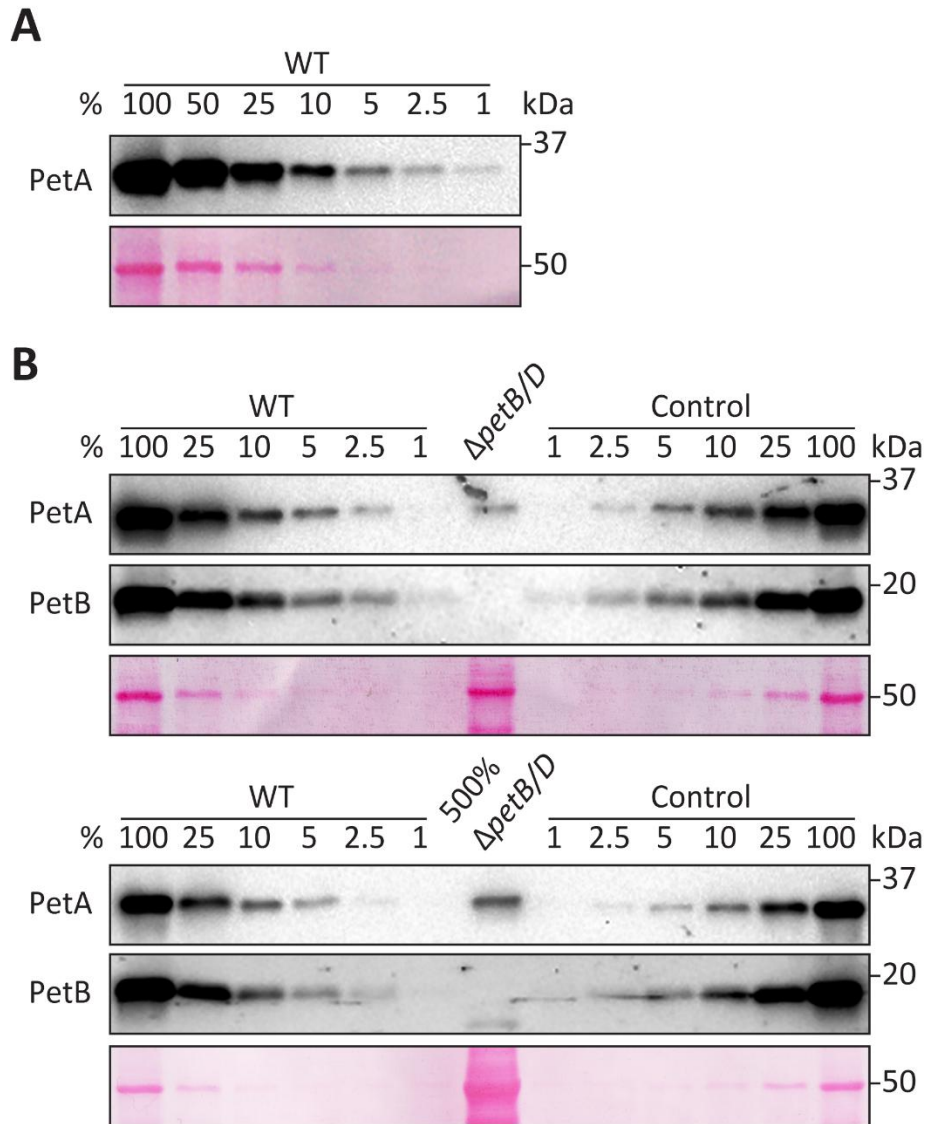

Fig. S9. Western blot analysis to determine PetA accumulation in the Δ petB/D mutant. (A) Dilution series to assess the PetA antibody sensitivity. The 100% sample represents 5 μ g of total protein from tobacco wild-type plants that were separated by SDS-PAGE and probed with a PetA antibody. Ponceau-S-staining confirms the serial dilution tested. A faint signal was still detectable at 1% dilution, confirming the high sensitivity of the PetA antibody. (B) Biological replicate of the PetA and PetB immunoblot analysis shown in Fig. 3F. Other details are as in Fig. 3F.

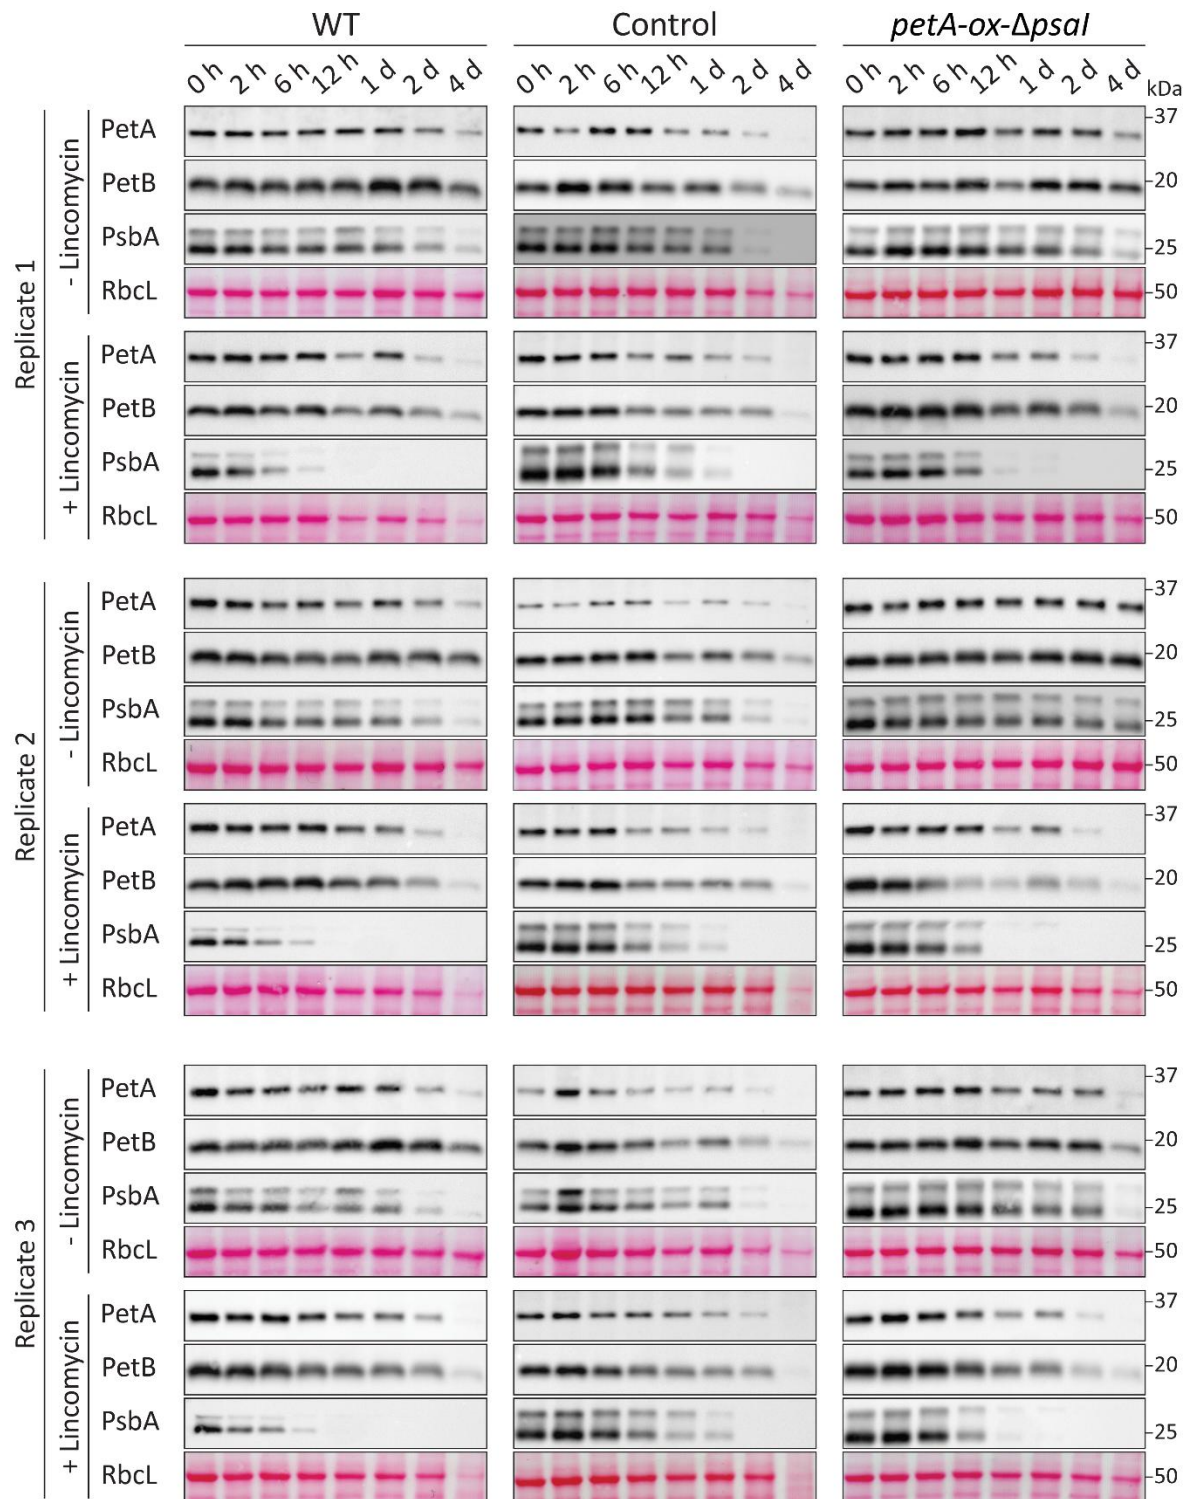

Fig. S10. Comparative determination of PetA and PetB turnover in tobacco. Leaf discs from wild type, control plants and the *petA-ox-ΔpsaI* mutant were vacuum-infiltrated with lincomycin and incubated overnight before collecting the tissue for protein extraction at selected time points. Control sets of leaf discs from all genotypes were similarly treated with buffers excluding lincomycin. The extracted proteins were separated by SDS-PAGE. Loading was based on equal total protein amount. Subsequently, the turnover of PetA, PetB and PsbA

was visualized by immunoblot analysis. Ponceau-S-staining confirms the equal loading and estimates the accumulation of RbcL. Analyses were performed in three biological replicates (all biological replicates are shown).

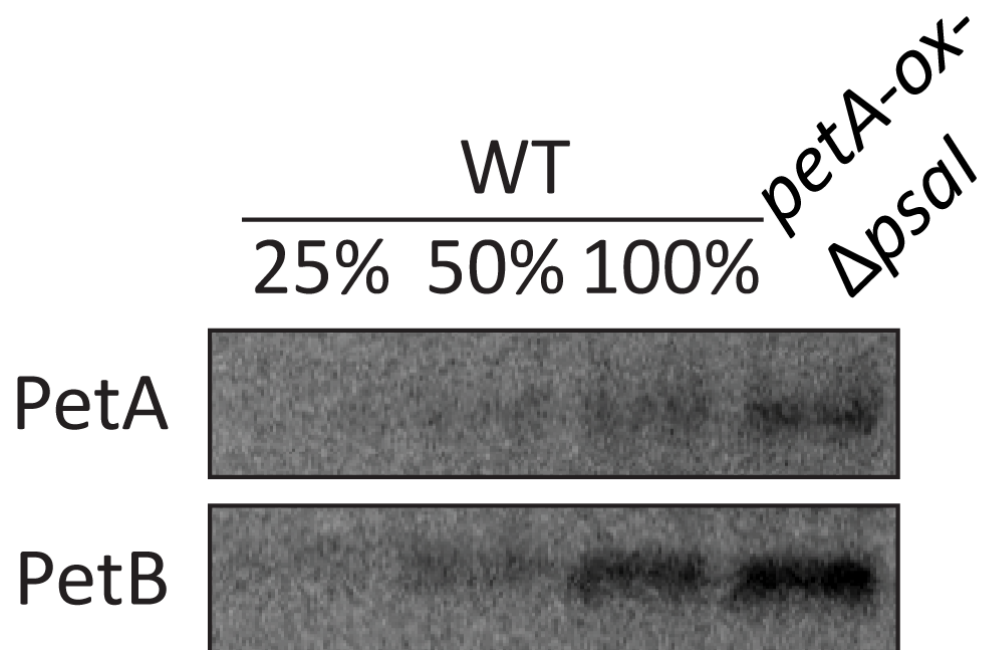

Fig. S11. Pulse-IP of PetA and PetB in the *petA-ox- Δ psaI* mutant. After radiolabeling of *de novo*-synthesized proteins, immunoprecipitation with antibodies against PetA and PetB was performed with equal amounts of labeled proteins (see Material and Methods). Proteins were then separated by SDS-PAGE. The experiment was done in two biological replicates and the other replicate is shown in Fig. 4E.

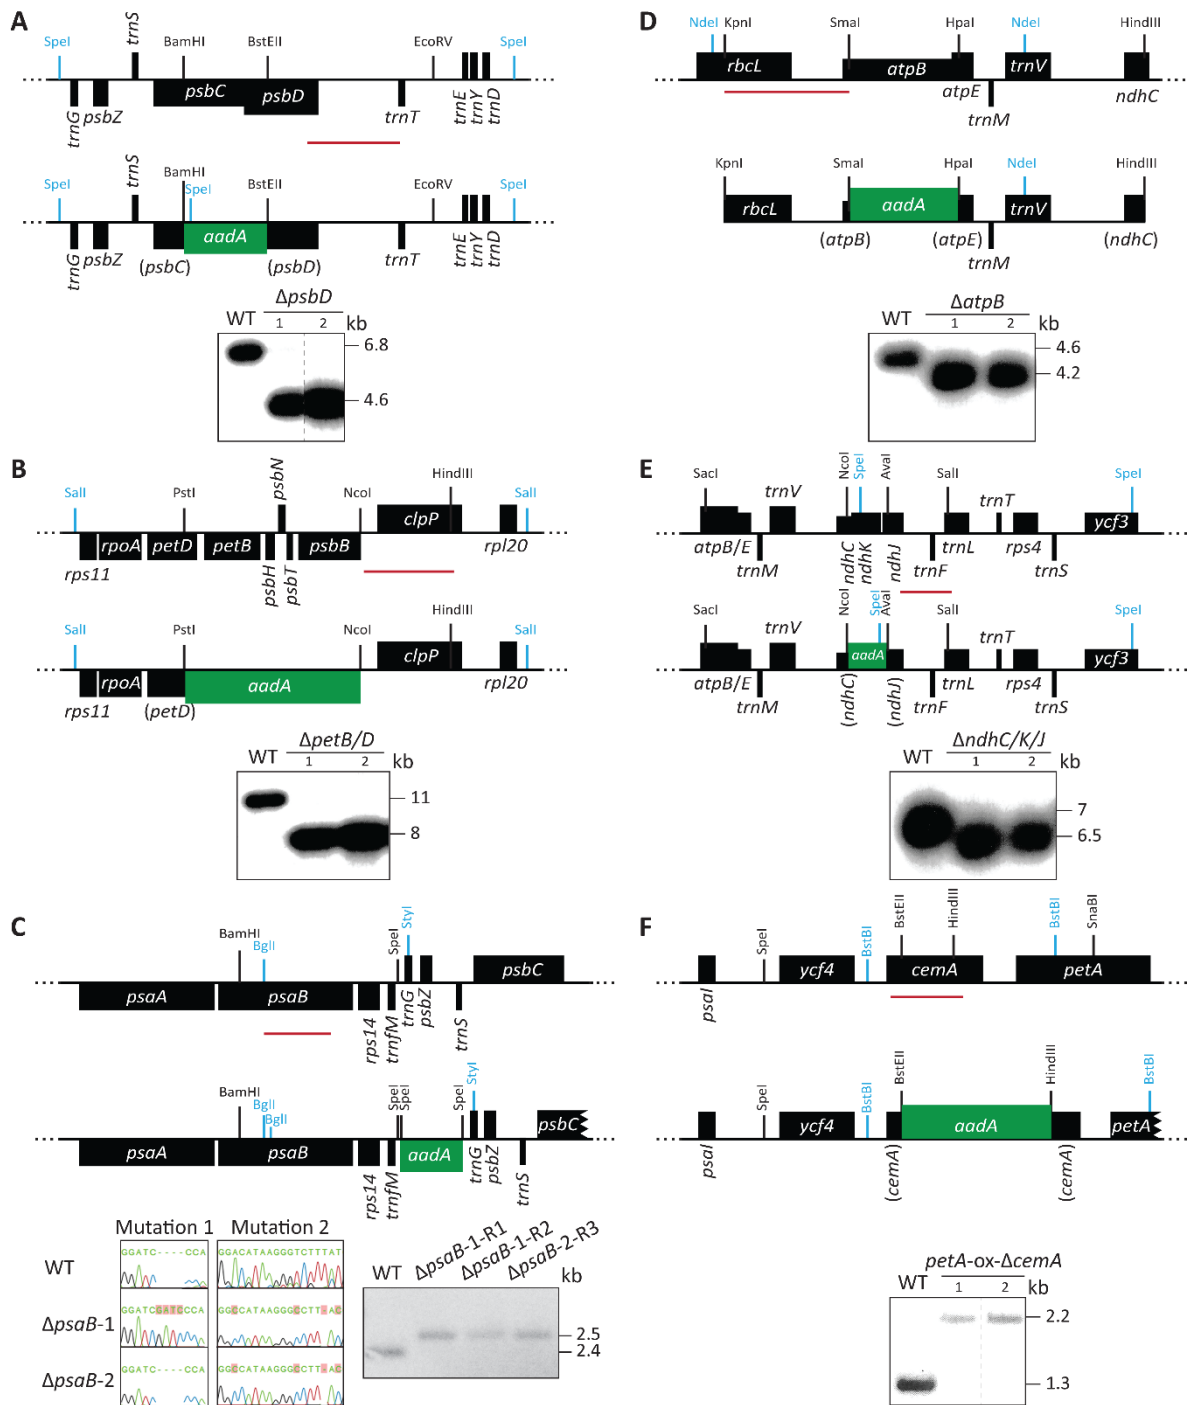

Fig. S12. Cloning strategies of chloroplast transformation vectors and restriction fragment length polymorphism (RFLP) analyses of mutants that were not previously described. Details of the cloning strategies and the RFLP analyses are provided in the Methods. 3 μ g genomic DNA extracted from several independently generated transplastomic lines (i.e., transformation events) was fragmented with restriction enzymes whose recognition sites are labeled in blue, separated by agarose gel electrophoresis, transferred to nylon membranes, and hybridized to radiolabeled probes whose genomic position is

represented by red bars. Bands of expected sizes are indicated. For some blots, irrelevant lanes were removed (indicated by black dotted vertical lines). (A) $\Delta 3'-psbD$, (B) $\Delta petB/D$, (C) $\Delta psaB-1$ and $\Delta psaB-2$ (note that the point mutation inserted in $\Delta psaB-2$ creates an additional BglI restriction site) (D) $\Delta atpB/E$, (E) $\Delta ndhC/K/J$, (F) $petA-ox-\Delta cemA$. (C) Chromatograms from Sanger sequencing of the two independent transplastomic alleles, $\Delta psaB-1$ and $\Delta psaB-2$, are shown to illustrate the homoplasmy of the introduced point mutations.

References

- 1 Ting, M. K. Y. *et al.* Optimization of ribosome profiling in plants including structural analysis of rRNA fragments. *Plant Methods* **20**, 143, doi:10.1186/s13007-024-01267-3 (2024).
- 2 Trösch, R. *et al.* Commonalities and differences of chloroplast translation in a green alga and land plants. *Nat Plants* **4**, 564-575, doi:10.1038/s41477-018-0211-0 (2018).
- 3 Khrebtukova, I. & Spreitzer, R. J. Elimination of the *Chlamydomonas* gene family that encodes the small subunit of ribulose-1,5-bisphosphate carboxylase/oxygenase. *Proc Natl Acad Sci USA* **93**, 13689-13693 (1996).
- 4 Wostrikoff, K. & Stern, D. Rubisco large-subunit translation is autoregulated in response to its assembly state in tobacco chloroplasts. *Proc Natl Acad Sci USA* **104**, 6466-6471, doi:10.1073/pnas.0610586104 (2007).
- 5 Wietrzynski, W., Traverso, E., Wollman, F. A. & Wostrikoff, K. The state of oligomerization of Rubisco controls the rate of synthesis of the Rubisco large subunit in *Chlamydomonas reinhardtii*. *Plant Cell* **33**, 1706-1727, doi:10.1093/plcell/koab061 (2021).
- 6 Rodermel, S. R., Abbott, M. S. & Bogorad, L. Nuclear-organelle interactions: nuclear antisense gene inhibits ribulose biphosphate carboxylase enzyme levels in transformed tobacco plants. *Cell* **55**, 673-681 (1988).
- 7 Shikanai, T. Chloroplast NDH: A different enzyme with a structure similar to that of respiratory NADH dehydrogenase. *Biochim Biophys Acta* **1857**, 1015-1022, doi:10.1016/j.bbabi.2015.10.013 (2016).
- 8 Ma, M., Liu, Y., Bai, C. & Yong, J. W. H. The significance of chloroplast NAD(P)H dehydrogenase complex and its dependent cyclic electron transport in photosynthesis. *Front Plant Sci* **12**, 661863, doi:10.3389/fpls.2021.661863 (2021).
- 9 Introini, B., Hahn, A. & Kuhlbrandt, W. Cryo-EM structure of the NDH-PSI-LHCI supercomplex from *Spinacia oleracea*. *Nat Struct Mol Biol*, doi:10.1038/s41594-024-01478-1 (2025).
- 10 Su, X. *et al.* Supramolecular assembly of chloroplast NADH dehydrogenase-like complex with photosystem I from *Arabidopsis thaliana*. *Mol Plant* **15**, 454-467, doi:10.1016/j.molp.2022.01.020 (2022).
- 11 Ifuku, K., Endo, T., Shikanai, T. & Aro, E. M. Structure of the chloroplast NADH dehydrogenase-like complex: nomenclature for nuclear-encoded subunits. *Plant Cell Physiol* **52**, 1560-1568, doi:10.1093/pcp/pcr098 (2011).
- 12 Peng, L., Fukao, Y., Fujiwara, M. & Shikanai, T. Multistep assembly of chloroplast NADH dehydrogenase-like subcomplex A requires several nucleus-encoded proteins, including CRR41 and CRR42, in *Arabidopsis*. *Plant Cell* **24**, 202-214, doi:10.1105/tpc.111.090597 (2012).
- 13 Hager, M. Anwendung reverser Genetik zur Funktionsanalyse plastidenkodierter Gene. *Albert-Ludwigs-Universität Freiburg* (2002).
- 14 Ghandour, R. *et al.* Transgene insertion into the plastid genome alters expression of adjacent native chloroplast genes at the transcriptional and translational levels. *Plant Biotechnol J* **21**, 711-725, doi:10.1111/pbi.13985 (2023).
- 15 Kofer, W., Koop, H. U., Wanner, G. & Steinmüller, K. Mutagenesis of the genes encoding subunits A, C, H, I, J and K of the plastid NAD(P)H-plastoquinone-oxidoreductase in tobacco by polyethylene glycol-mediated plastome transformation. *Mol Gen Genet* **258**, 166-173, doi:10.1007/s004380050719 (1998).

- 16 Meteignier, L. V. *et al.* The Arabidopsis mTERF-repeat MDA1 protein plays a dual function in transcription and stabilization of specific chloroplast transcripts within the *psbE* and *ndhH* operons. *New Phytol* **227**, 1376-1391, doi:10.1111/nph.16625 (2020).
- 17 Zoschke, R., Watkins, K. P., Miranda, R. G. & Barkan, A. The PPR-SMR protein PPR53 enhances the stability and translation of specific chloroplast RNAs in maize. *Plant J* **85**, 594-606, doi:10.1111/tpj.13093 (2016).
- 18 Castandet, B., Germain, A., Hotto, A. M. & Stern, D. B. Systematic sequencing of chloroplast transcript termini from *Arabidopsis thaliana* reveals >200 transcription initiation sites and the extensive imprints of RNA-binding proteins and secondary structures. *Nucleic Acids Res* **47**, 11889-11905, doi:10.1093/nar/gkz1059 (2019).
- 19 Maria del Campo, E., Sabater, B. & Martin, M. Characterization of the 5'- and 3'-ends of mRNAs of *ndhH*, *ndhA* and *ndhI* genes of the plastid *ndhH-D* operon. *Biochimie* **88**, 347-357, doi:10.1016/j.biochi.2005.09.005 (2006).
- 20 Del Campo, E. M., Sabater, B. & Martin, M. Post-transcriptional control of chloroplast gene expression. Accumulation of stable *psaC* mRNA is due to downstream RNA cleavages in the *ndhD* gene. *J Biol Chem* **277**, 36457-36464, doi:10.1074/jbc.M204500200 (2002).
- 21 Maliga, P., Sz-Breznovits, A. & Marton, L. Streptomycin-resistant plants from callus culture of haploid tobacco. *Nat New Biol* **244**, 29-30, doi:10.1038/newbio244029a0 (1973).
- 22 Fu, H. Y. *et al.* The availability of neither D2 nor CP43 limits the biogenesis of photosystem II in tobacco. *Plant Physiol* **185**, 1111-1130, doi:10.1093/plphys/kiaa052 (2021).
- 23 Bock, R., Kössel, H. & Maliga, P. Introduction of a heterologous editing site into the tobacco plastid genome: the lack of RNA editing leads to a mutant phenotype. *EMBO J* **13**, 4623-4628 (1994).
- 24 Schult, K. *et al.* The nuclear-encoded factor HCF173 is involved in the initiation of translation of the *psbA* mRNA in *Arabidopsis thaliana*. *Plant Cell* **19**, 1329-1346, doi:10.1105/tpc.106.042895 (2007).
- 25 Hager, M., Hermann, M., Biehler, K., Krieger-Liszkay, A. & Bock, R. Lack of the small plastid-encoded PsbJ polypeptide results in a defective water-splitting apparatus of photosystem II, reduced photosystem I levels, and hypersensitivity to light. *J Biol Chem* **277**, 14031-14039, doi:10.1074/jbc.M112053200 (2002).
- 26 Schöttler, M. A. *et al.* The plastid-encoded Psal subunit stabilizes photosystem I during leaf senescence in tobacco. *J Exp Bot* **68**, 1137-1155, doi:10.1093/jxb/erx009 (2017).
- 27 Brück, D. Molekulare Analyse von Genfunktionen im Plastidengenom der Tabakpflanze. *Westfälische Wilhelms-Universität Münster* (2003).
- 28 Krech, K. *et al.* The plastid genome-encoded Ycf4 protein functions as a nonessential assembly factor for photosystem I in higher plants. *Plant Physiol* **159**, 579-591, doi:10.1104/pp.112.196642 (2012).
- 29 Bock, R. & Maliga, P. In vivo testing of a tobacco plastid DNA segment for guide RNA function in psbL editing. *Mol Gen Genet* **247**, 439-443 (1995).
- 30 Ruf, S., Hermann, M., Berger, I. J., Carrer, H. & Bock, R. Stable genetic transformation of tomato plastids and expression of a foreign protein in fruit. *Nat Biotechnol* **19**, 870-875, doi:10.1038/nbt0901-870 (2001).
- 31 Manavski, N. *et al.* HIGH CHLOROPHYLL FLUORESCENCE145 binds to and stabilizes the *psaA* 5' UTR via a newly defined repeat motif in embryophyta. *Plant Cell* **27**, 2600-2615, doi:10.1105/tpc.15.00234 (2015).
- 32 Lezhneva, L. & Meurer, J. The nuclear factor HCF145 affects chloroplast *psaA-psaB-rps14* transcript abundance in *Arabidopsis thaliana*. *Plant J* **38**, 740-753, doi:10.1111/j.1365-313X.2004.02081.x (2004).

- 33 Ihnatowicz, A. *et al.* Mutants for photosystem I subunit D of *Arabidopsis thaliana*: effects on photosynthesis, photosystem I stability and expression of nuclear genes for chloroplast functions. *Plant J* **37**, 839-852, doi:10.1111/j.1365-313x.2004.02011.x (2004).
- 34 Rott, M. *et al.* ATP synthase repression in tobacco restricts photosynthetic electron transport, CO₂ assimilation, and plant growth by overacidification of the thylakoid lumen. *Plant Cell* **23**, 304-321, doi:10.1105/tpc.110.079111 (2011).
- 35 Choquet, Y. & Wollman, F.-A. in *The Chlamydomonas Sourcebook (Third Edition)* (eds Arthur R. Grossman & Francis-André Wollman) 615-646 (Academic Press, 2023).
- 36 Choquet, Y. & Wollman, F. A. in *Chlamydomonas Source Book* (eds E. Harris, D.B. Stern, & G. Whitman) 1027–1064 (Academic Press/Elsevier, 2009).
- 37 Benjamini, Y. & Hochberg, Y. Controlling the false discovery rate: A practical and powerful approach to multiple testing. *Journal of the Royal Statistical Society: Series B (Methodological)* **57**, 289-300, doi:10.1111/j.2517-6161.1995.tb02031.x (1995).

# Supplementary material for: Assembly-dependent translational feedback regulation of photosynthetic proteins in land plants
**Source:** Nat Plants. 2025 Aug 18;11(9):1920–38. doi: 10.1038/s41477-025-02074-x
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☐	☒ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☐	☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	NGS data were collected from Illumina NovaSeq 6000 with BCL Converter 2.20.0.422. Microarray data were collected with GenePix Pro 7.2.29.002.
Data analysis	NGS data: For NGS data analysis STAR aligner v2.7.1a, samtools v1.11, bedtools v2.30.0, featureCounts v2.0.1 were used with settings described in the Methods.<br>Microarray data: raw data extraction was done with GenePix Pro 7.2.29.002, all further data analysis was done with MS Excel version 2108. Statistical analysis was done in R v3.5.3 with settings described in the Methods section.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

NGS data are available under the GEO accession GSE286011. <https://www.ncbi.nlm.nih.gov/geo/>

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Blinding

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☒	☐ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☐	☒ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

α -AtpB (Agrisera, AS05085), α -PetA (Agrisera, AS06119), α -PetB (Agrisera, AS184169), α -PsaD (Agrisera, AS09461), α -PsbA (Agrisera, AS10704), α -PsbB (Agrisera, AS04038), α -PsbC (Agrisera, AS111787), α -PsbD (Agrisera, AS06146), α -PsbD (Abcam, ab65392), α -PsbD (PhytoAB, PHY0090A), α -PsbH (Agrisera, AS06157), Rabbit IgG (Biorad, 170-6515).

Validation

All antibodies are distributed by commercial suppliers. The validation is available from the supplier: α -AtpB (<https://www.agrisera.com/en/artiklar/atpb-beta-subunits-of-atp-synthase-global-antibody.html>), α -PetA (https://www.agrisera.com/en/artiklar/cytochrome-f-cyt-f-protein-peta-of-thylakoid-cytb6_f-complex.html), α -PetB (<https://www.agrisera.com/en/artiklar/cyt-b6-petb-thylakoid-membrane-cytochrome-b6-protein-n-terminal.html>), α -PsaD (<https://www.agrisera.com/en/artiklar/psad-psi-d-subunit-of-photosystem-i-2.html>), α -PsbA (<https://www.agrisera.com/en/artiklar/psba-d1-protein-of-psii-de-loop.html>), α -PsbB (<https://www.agrisera.com/en/artiklar/psbb-cp47-global-antibody.html>), α -PsbC (<https://www.agrisera.com/en/artiklar/psbc-cp43-protein-of-psii-2.html>), α -PsbD (<https://www.agrisera.com/en/artiklar/psbd-d2-global-antibody.html>), α -PsbD (<https://www.abcam.com/en-us/products/unavailable/psbd-antibody-ab65392>), α -PsbD (<https://www.phytoab.com/psbd%20antibody>), α -PsbH (<https://www.agrisera.com/en/artiklar/psbh-h-protein.html>).

Dual use research of concern

Policy information about [dual use research of concern](#)

Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

No	Yes
☒	☐ Public health
☒	☐ National security
☒	☐ Crops and/or livestock
☒	☐ Ecosystems
☒	☐ Any other significant area

Experiments of concern

Does the work involve any of these experiments of concern:

No	Yes
☒	☐ Demonstrate how to render a vaccine ineffective
☒	☐ Confer resistance to therapeutically useful antibiotics or antiviral agents
☒	☐ Enhance the virulence of a pathogen or render a nonpathogen virulent
☒	☐ Increase transmissibility of a pathogen
☒	☐ Alter the host range of a pathogen
☒	☐ Enable evasion of diagnostic/detection modalities
☒	☐ Enable the weaponization of a biological agent or toxin
☒	☐ Any other potentially harmful combination of experiments and agents

Plants

Seed stocks	Nicotiana tabacum cv. Petit Havana, kept as lab stock for 20 years.
Novel plant genotypes	Previously unpublished transplastomic lines were generated by biolistic transformation via homologous recombination and spectinomycin selection as described in the Methods. All vectors used for transformation are described in detail in the Supplementary Information.
Authentication	Homoplasmy of all previously unpublished transplastomic lines was confirmed by RFLP analyses that are shown in the Supplementary Information.

# Supplementary material for: Assembly-dependent translational feedback regulation of photosynthetic proteins in land plants
**Source:** Nat Plants. 2025 Aug 18;11(9):1920–38. doi: 10.1038/s41477-025-02074-x

Source data for Fig. S10

Replicate I: - Lincomycin

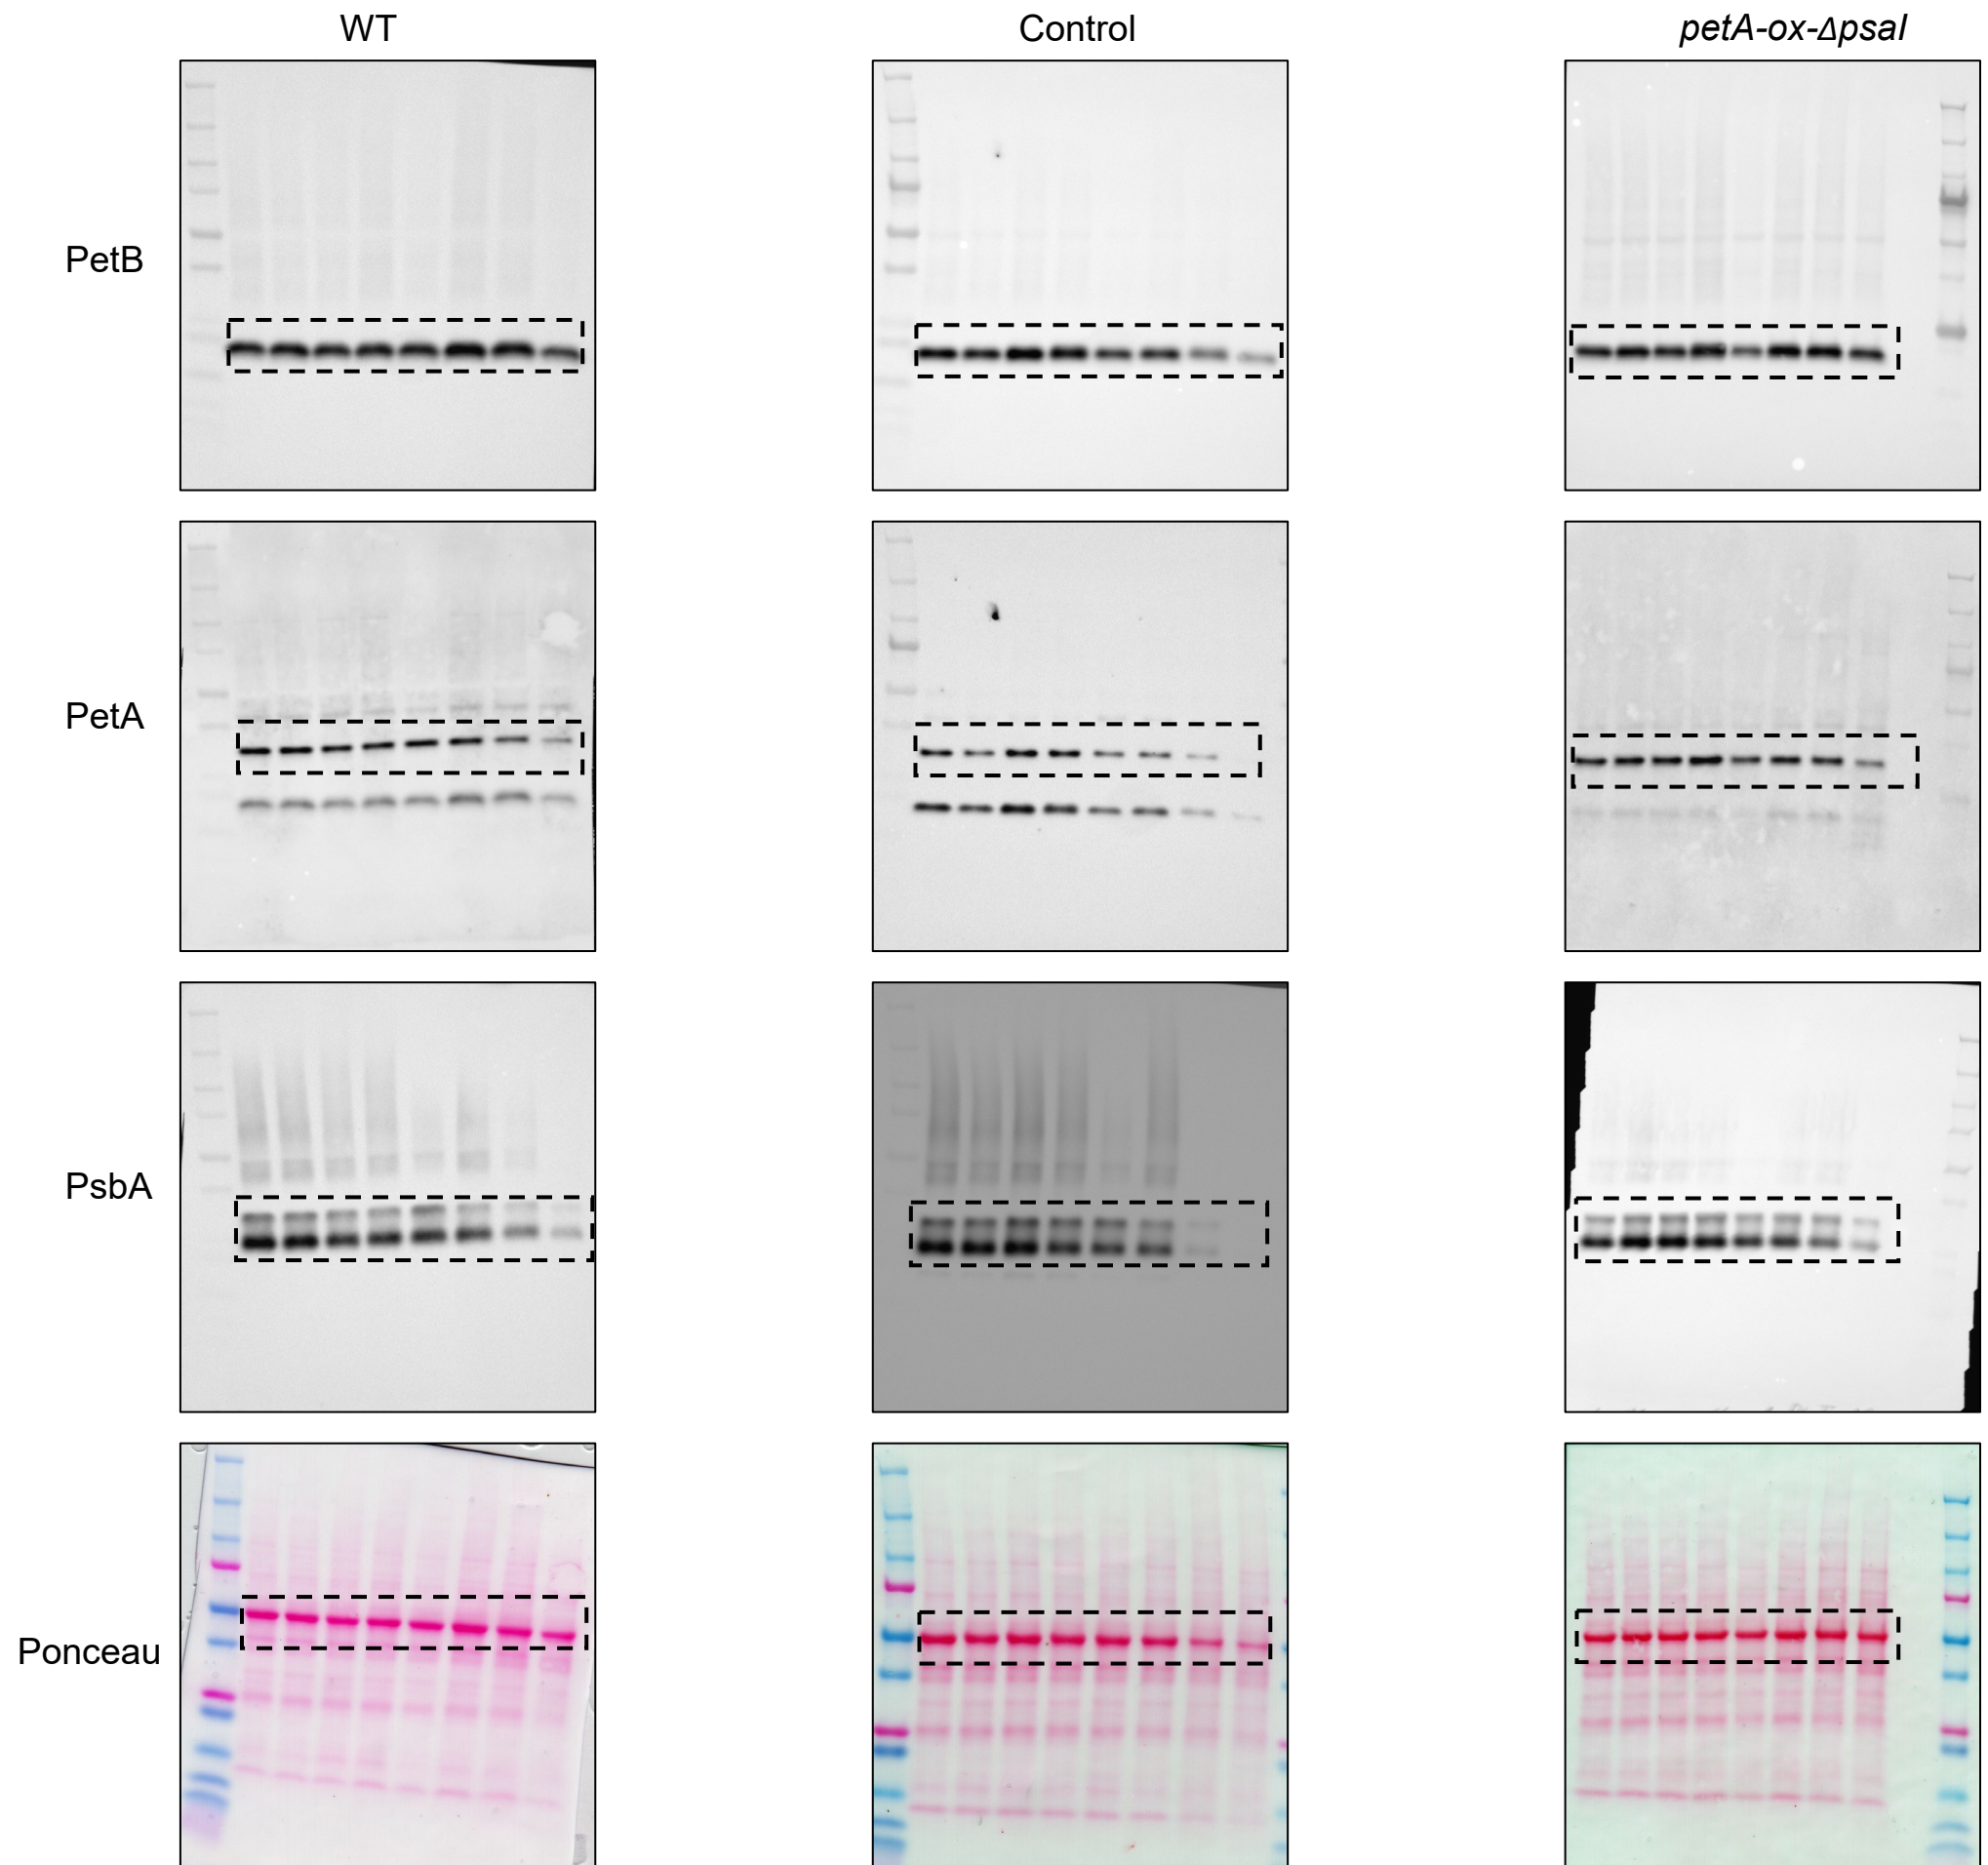

Source data for Fig. S10

Replicate II: - Lincomycin

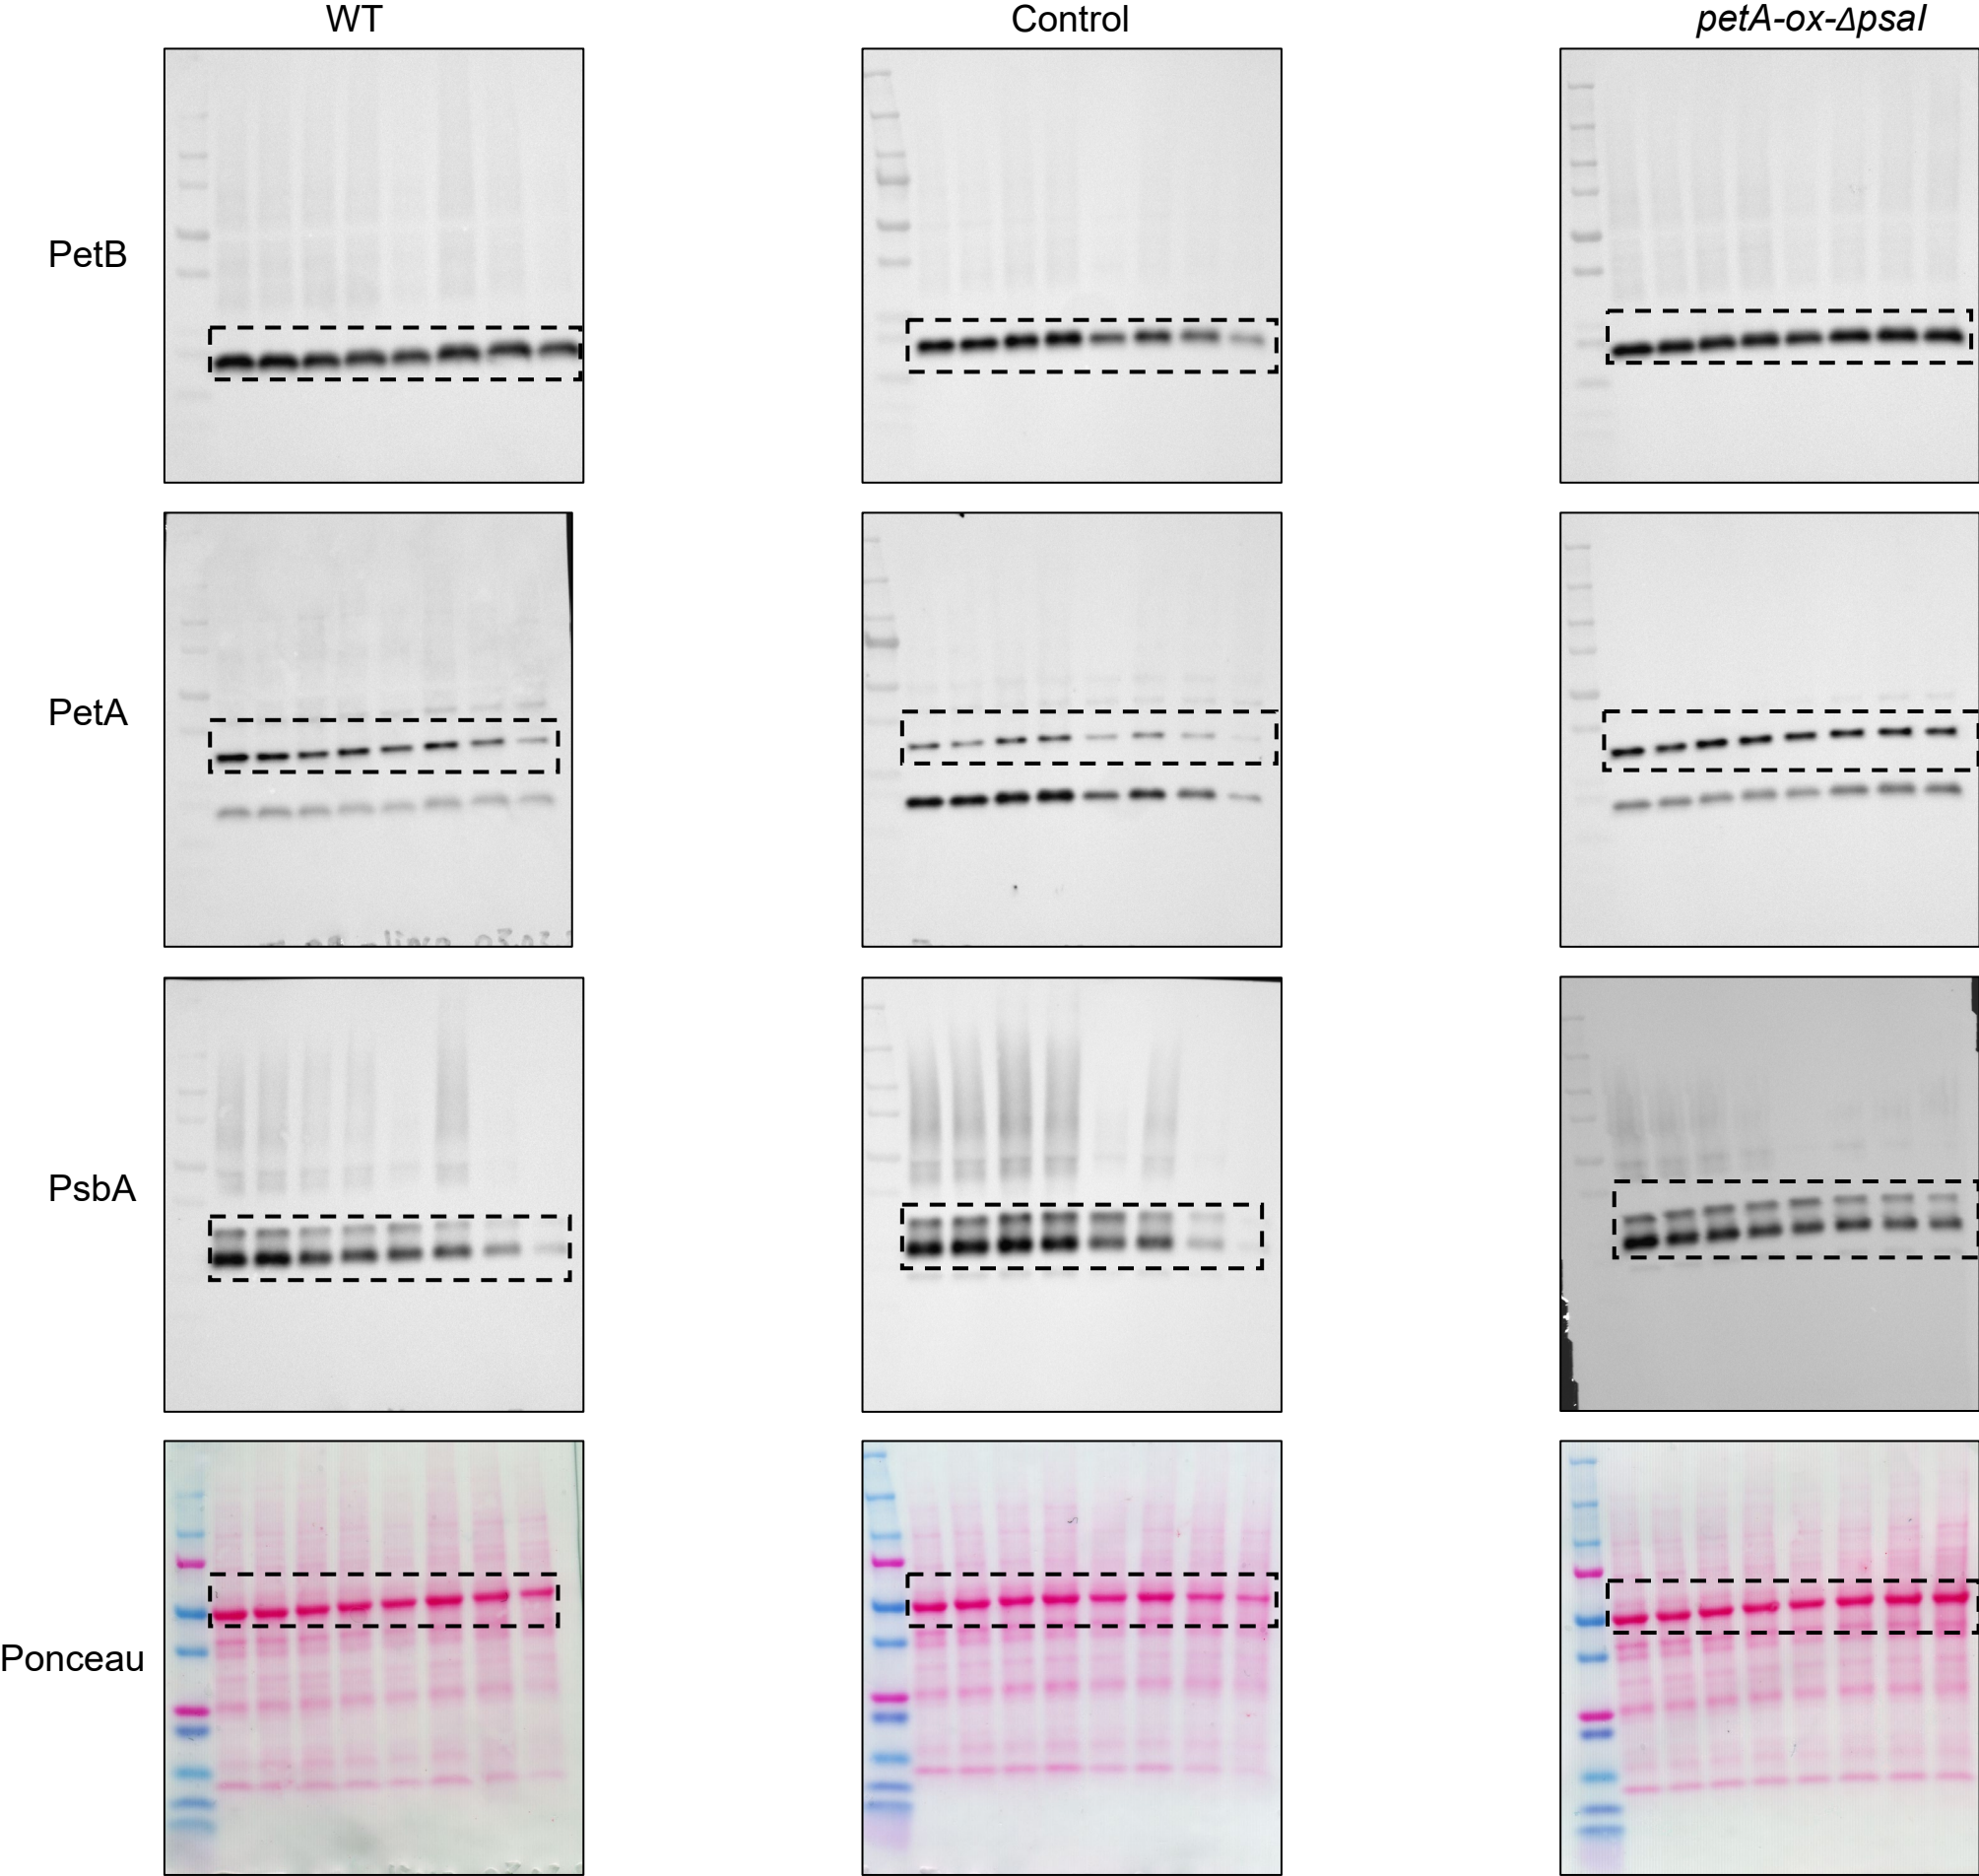

Source data for Fig. S10

Replicate III: - Lincomycin

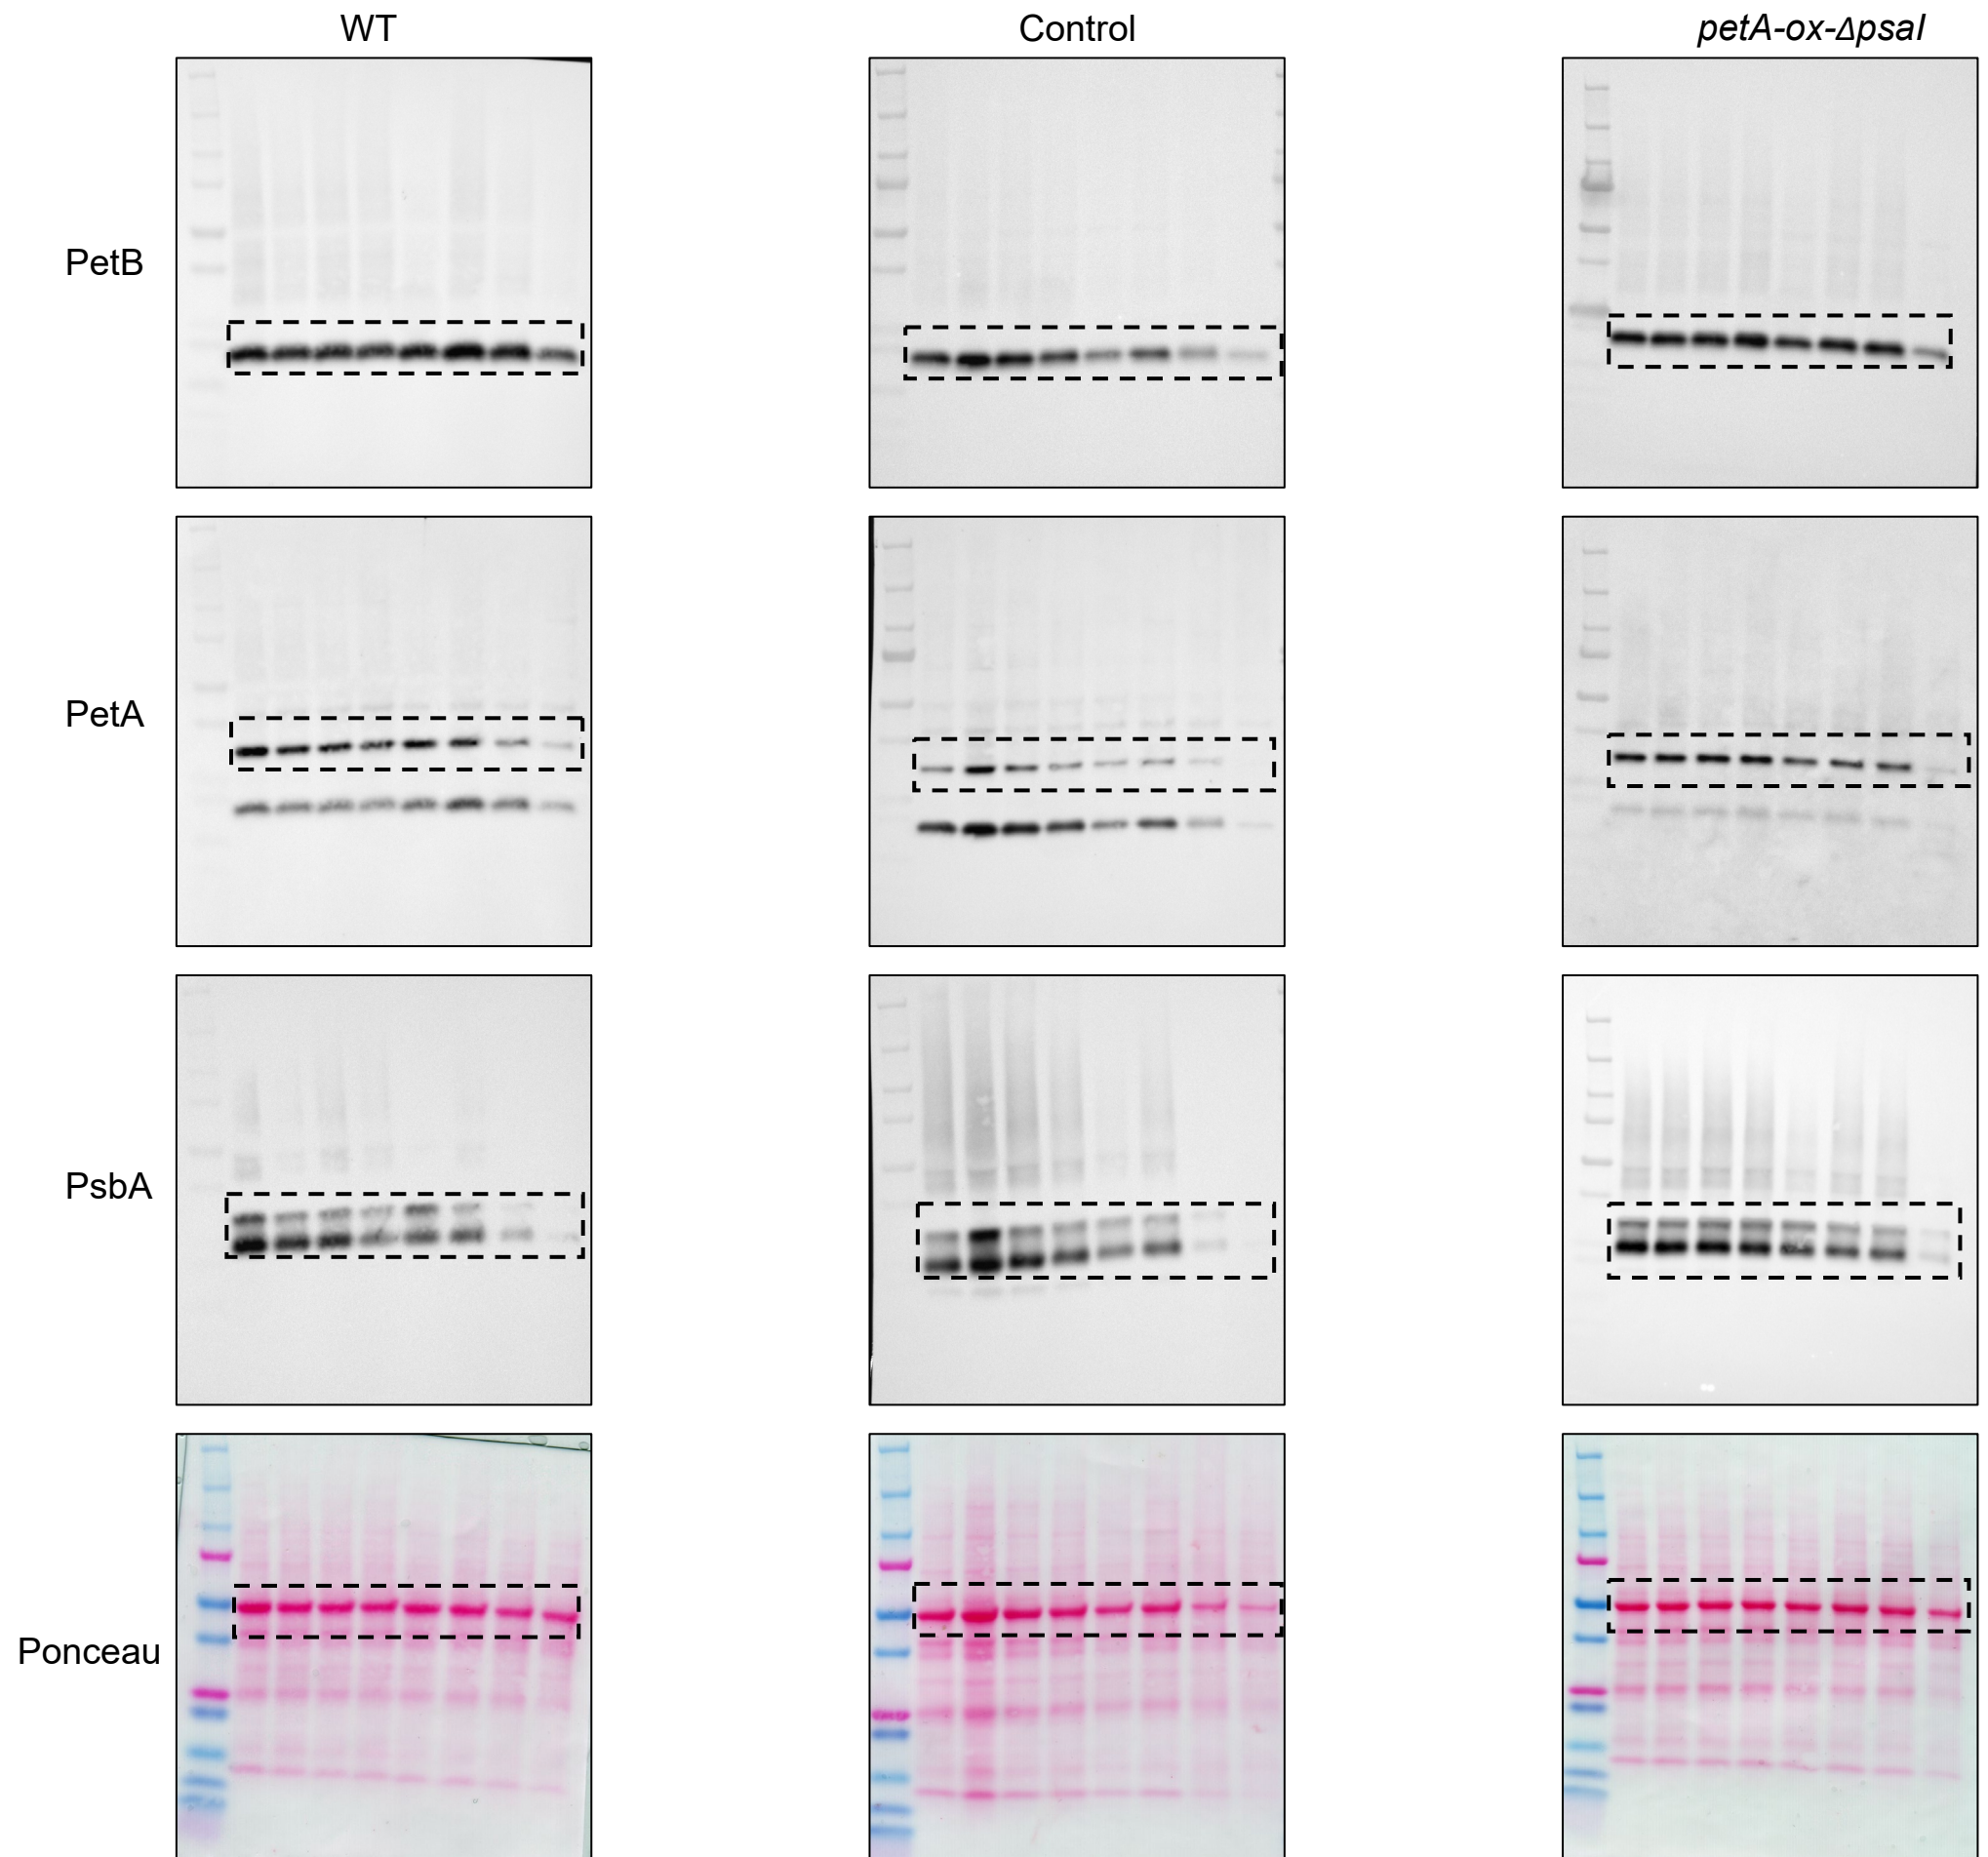

Source data for Fig. S10

Replicate I: + Lincomycin

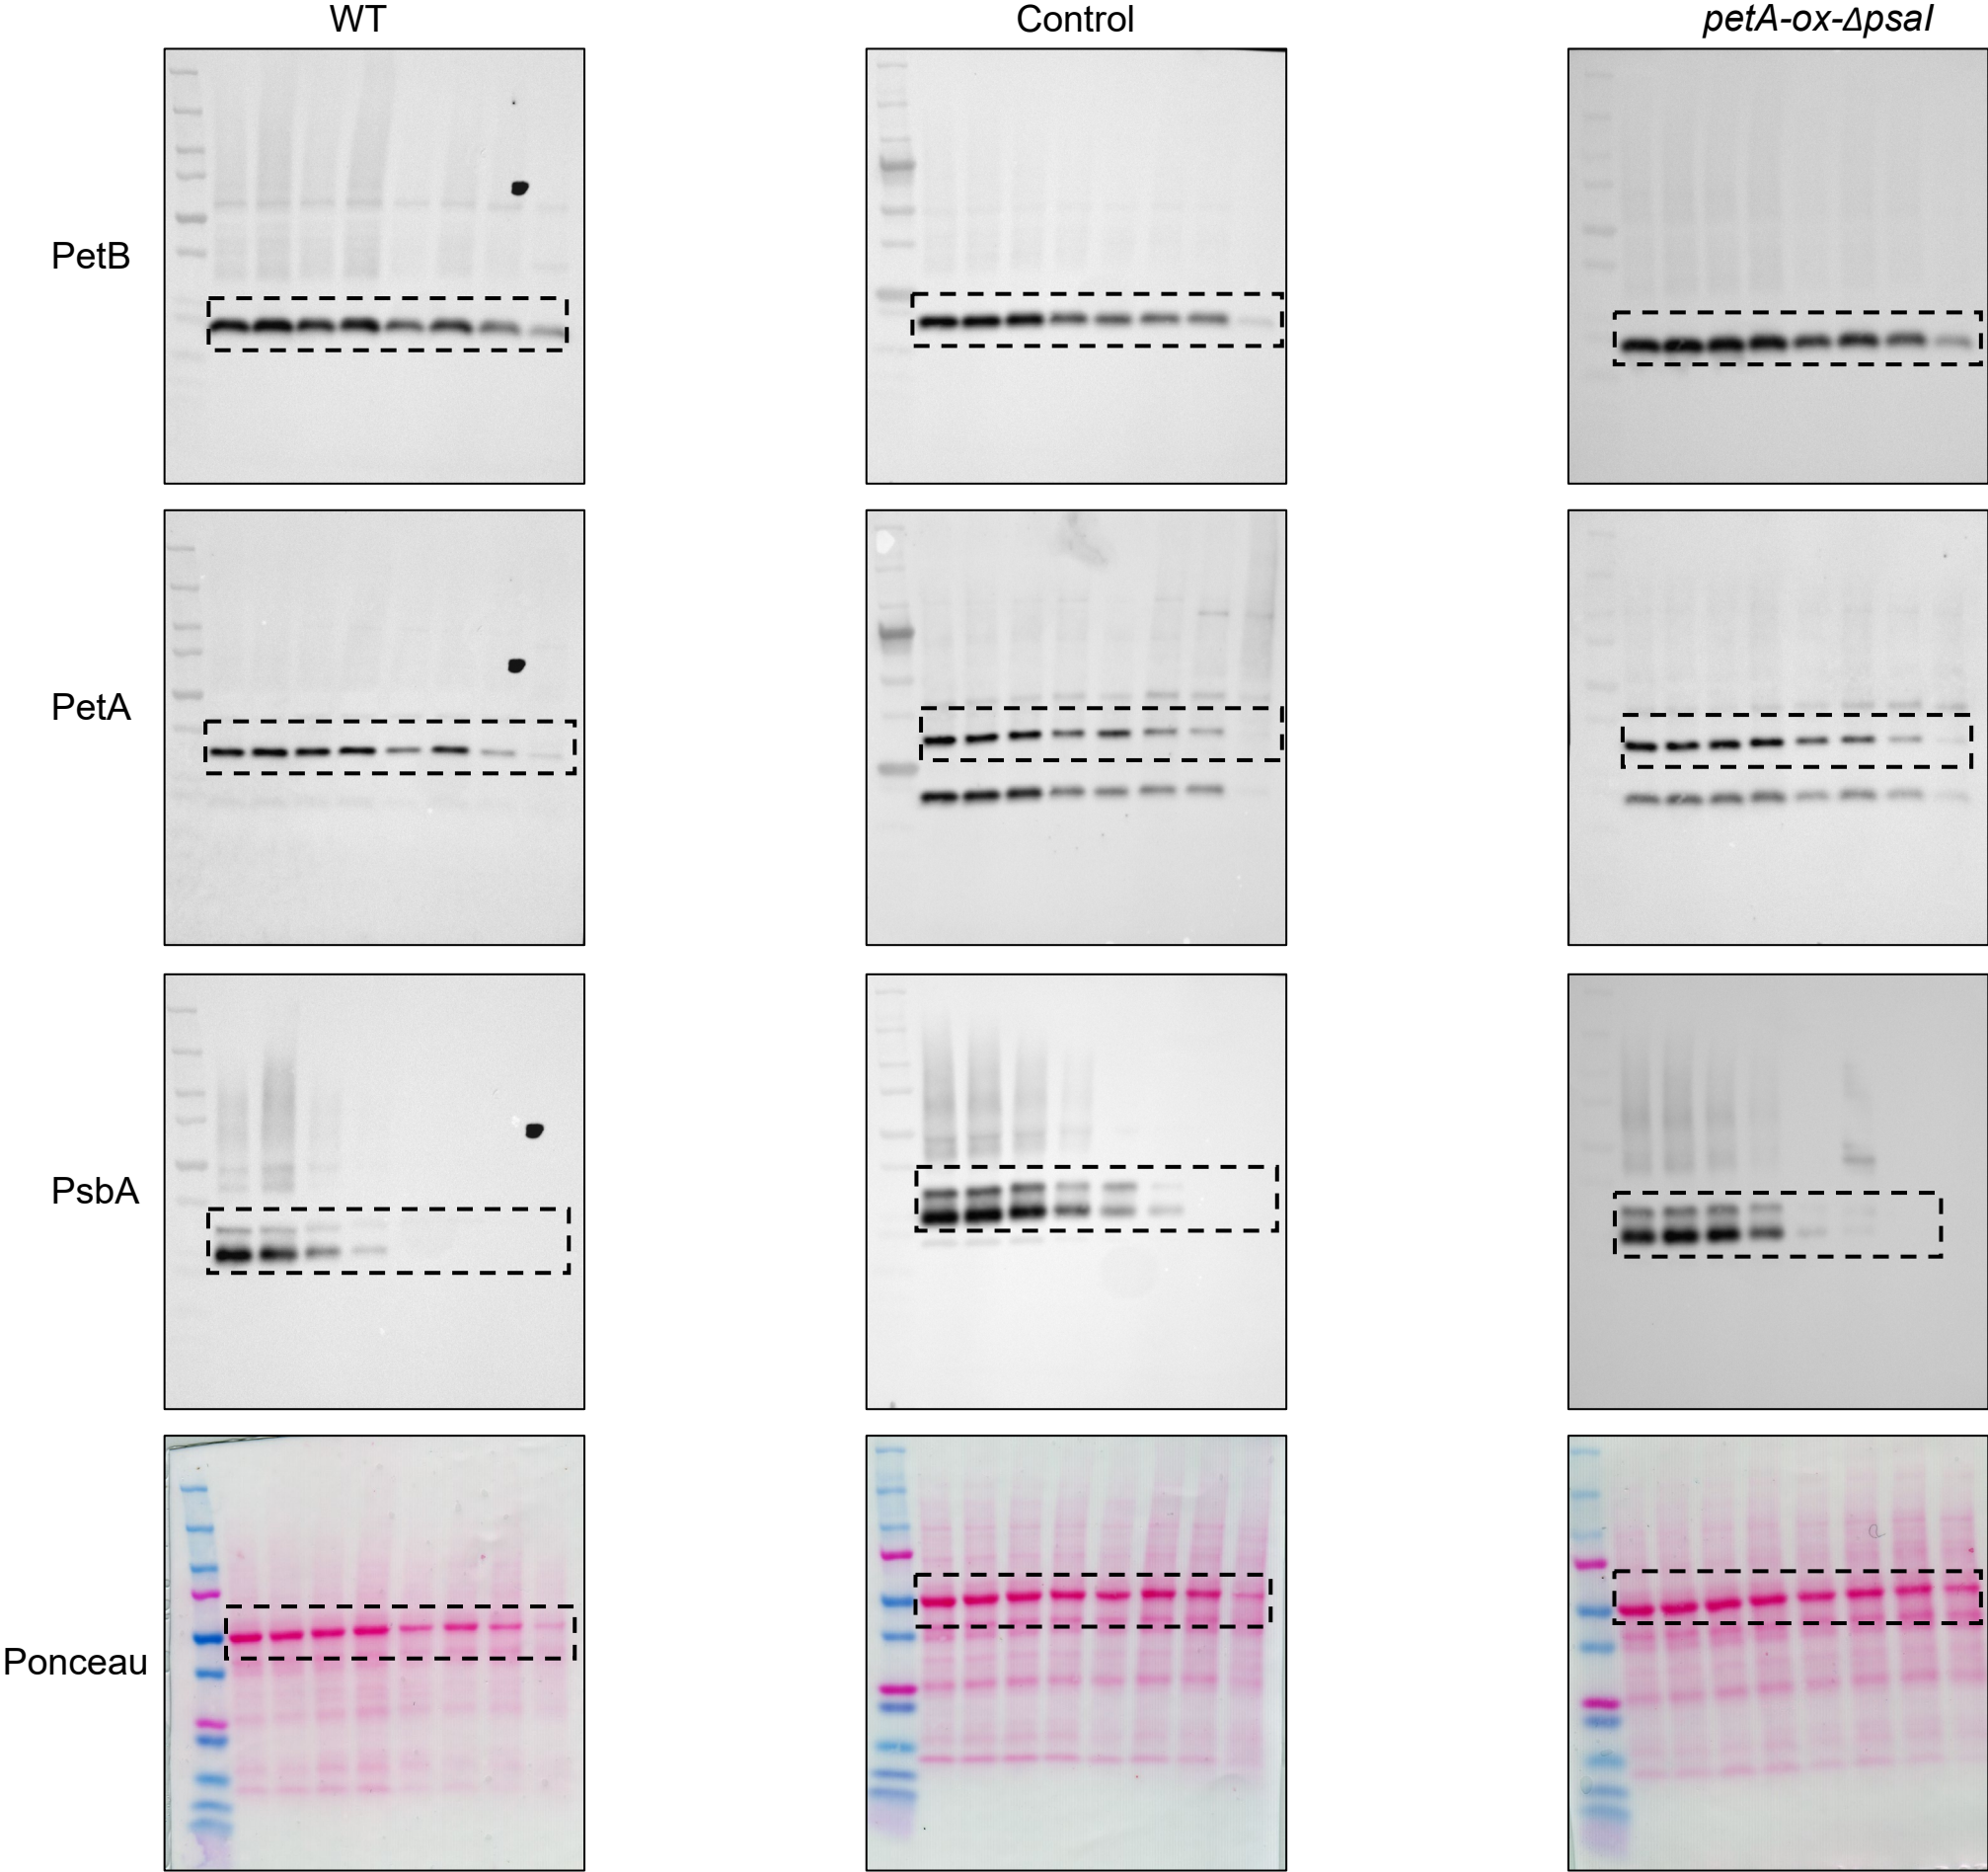

Source data for Fig. S10

Replicate II: + Lincomycin

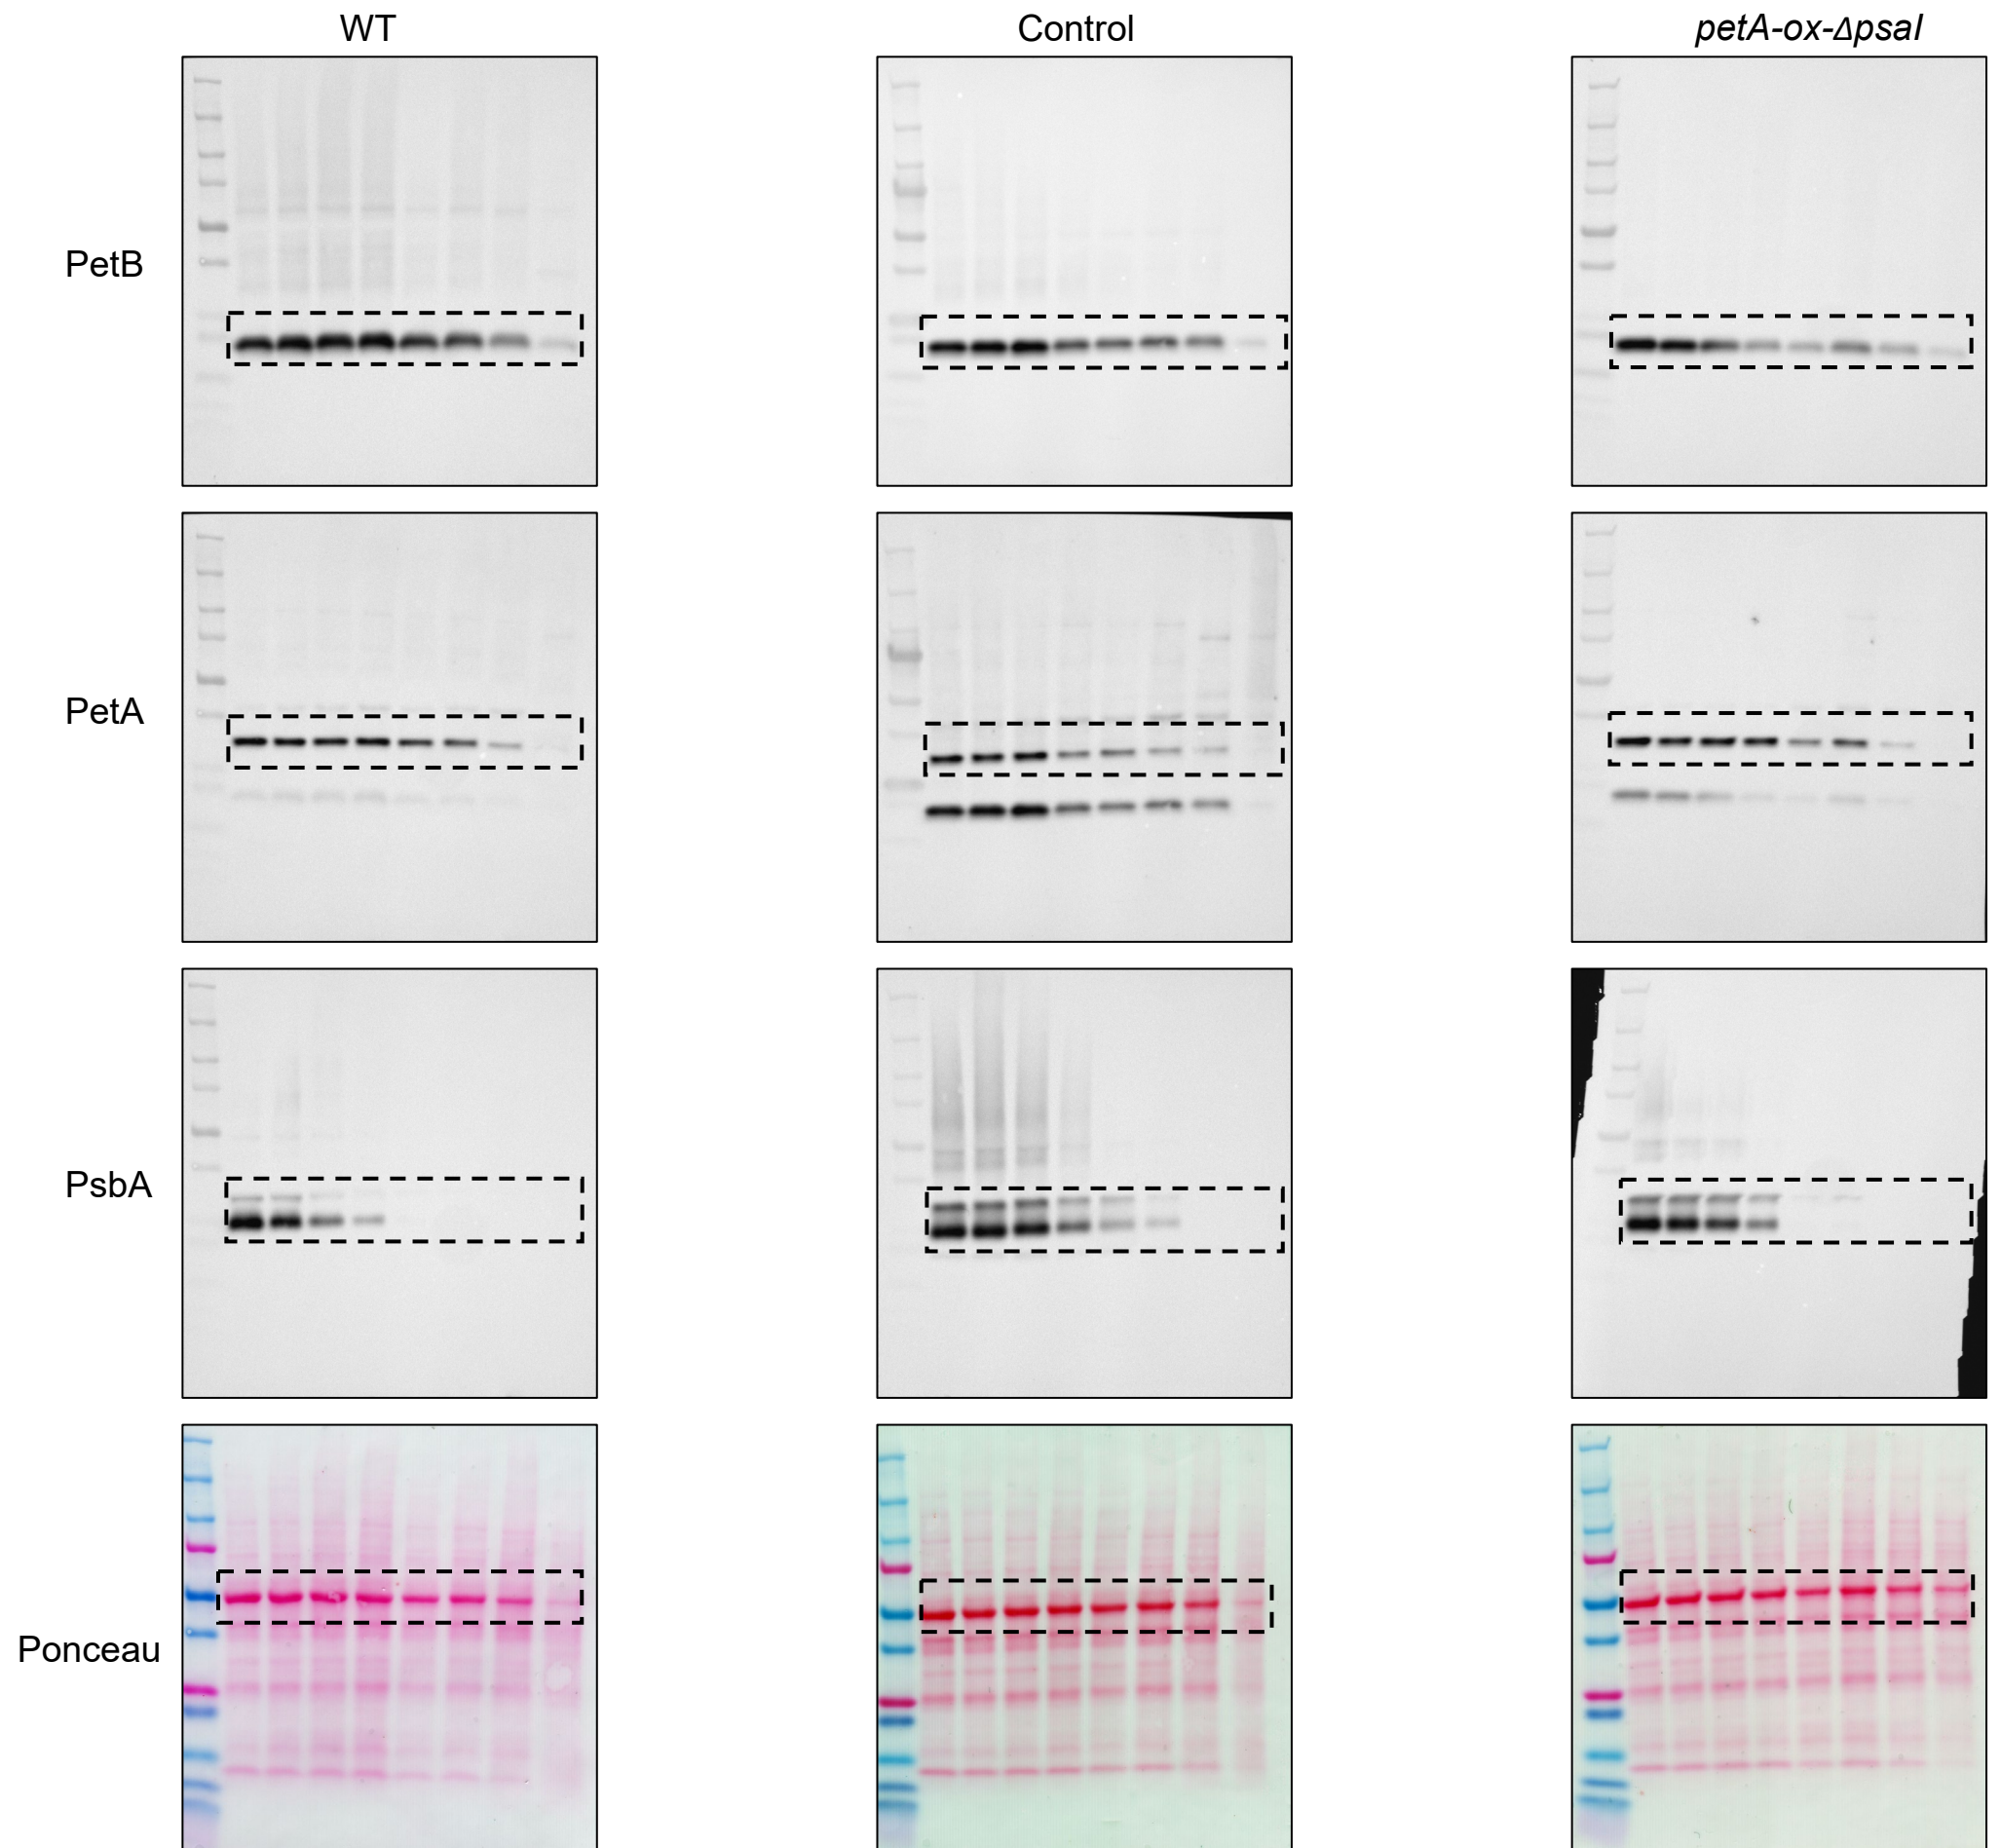

Source data for Fig. S10

Replicate III: + Lincomycin

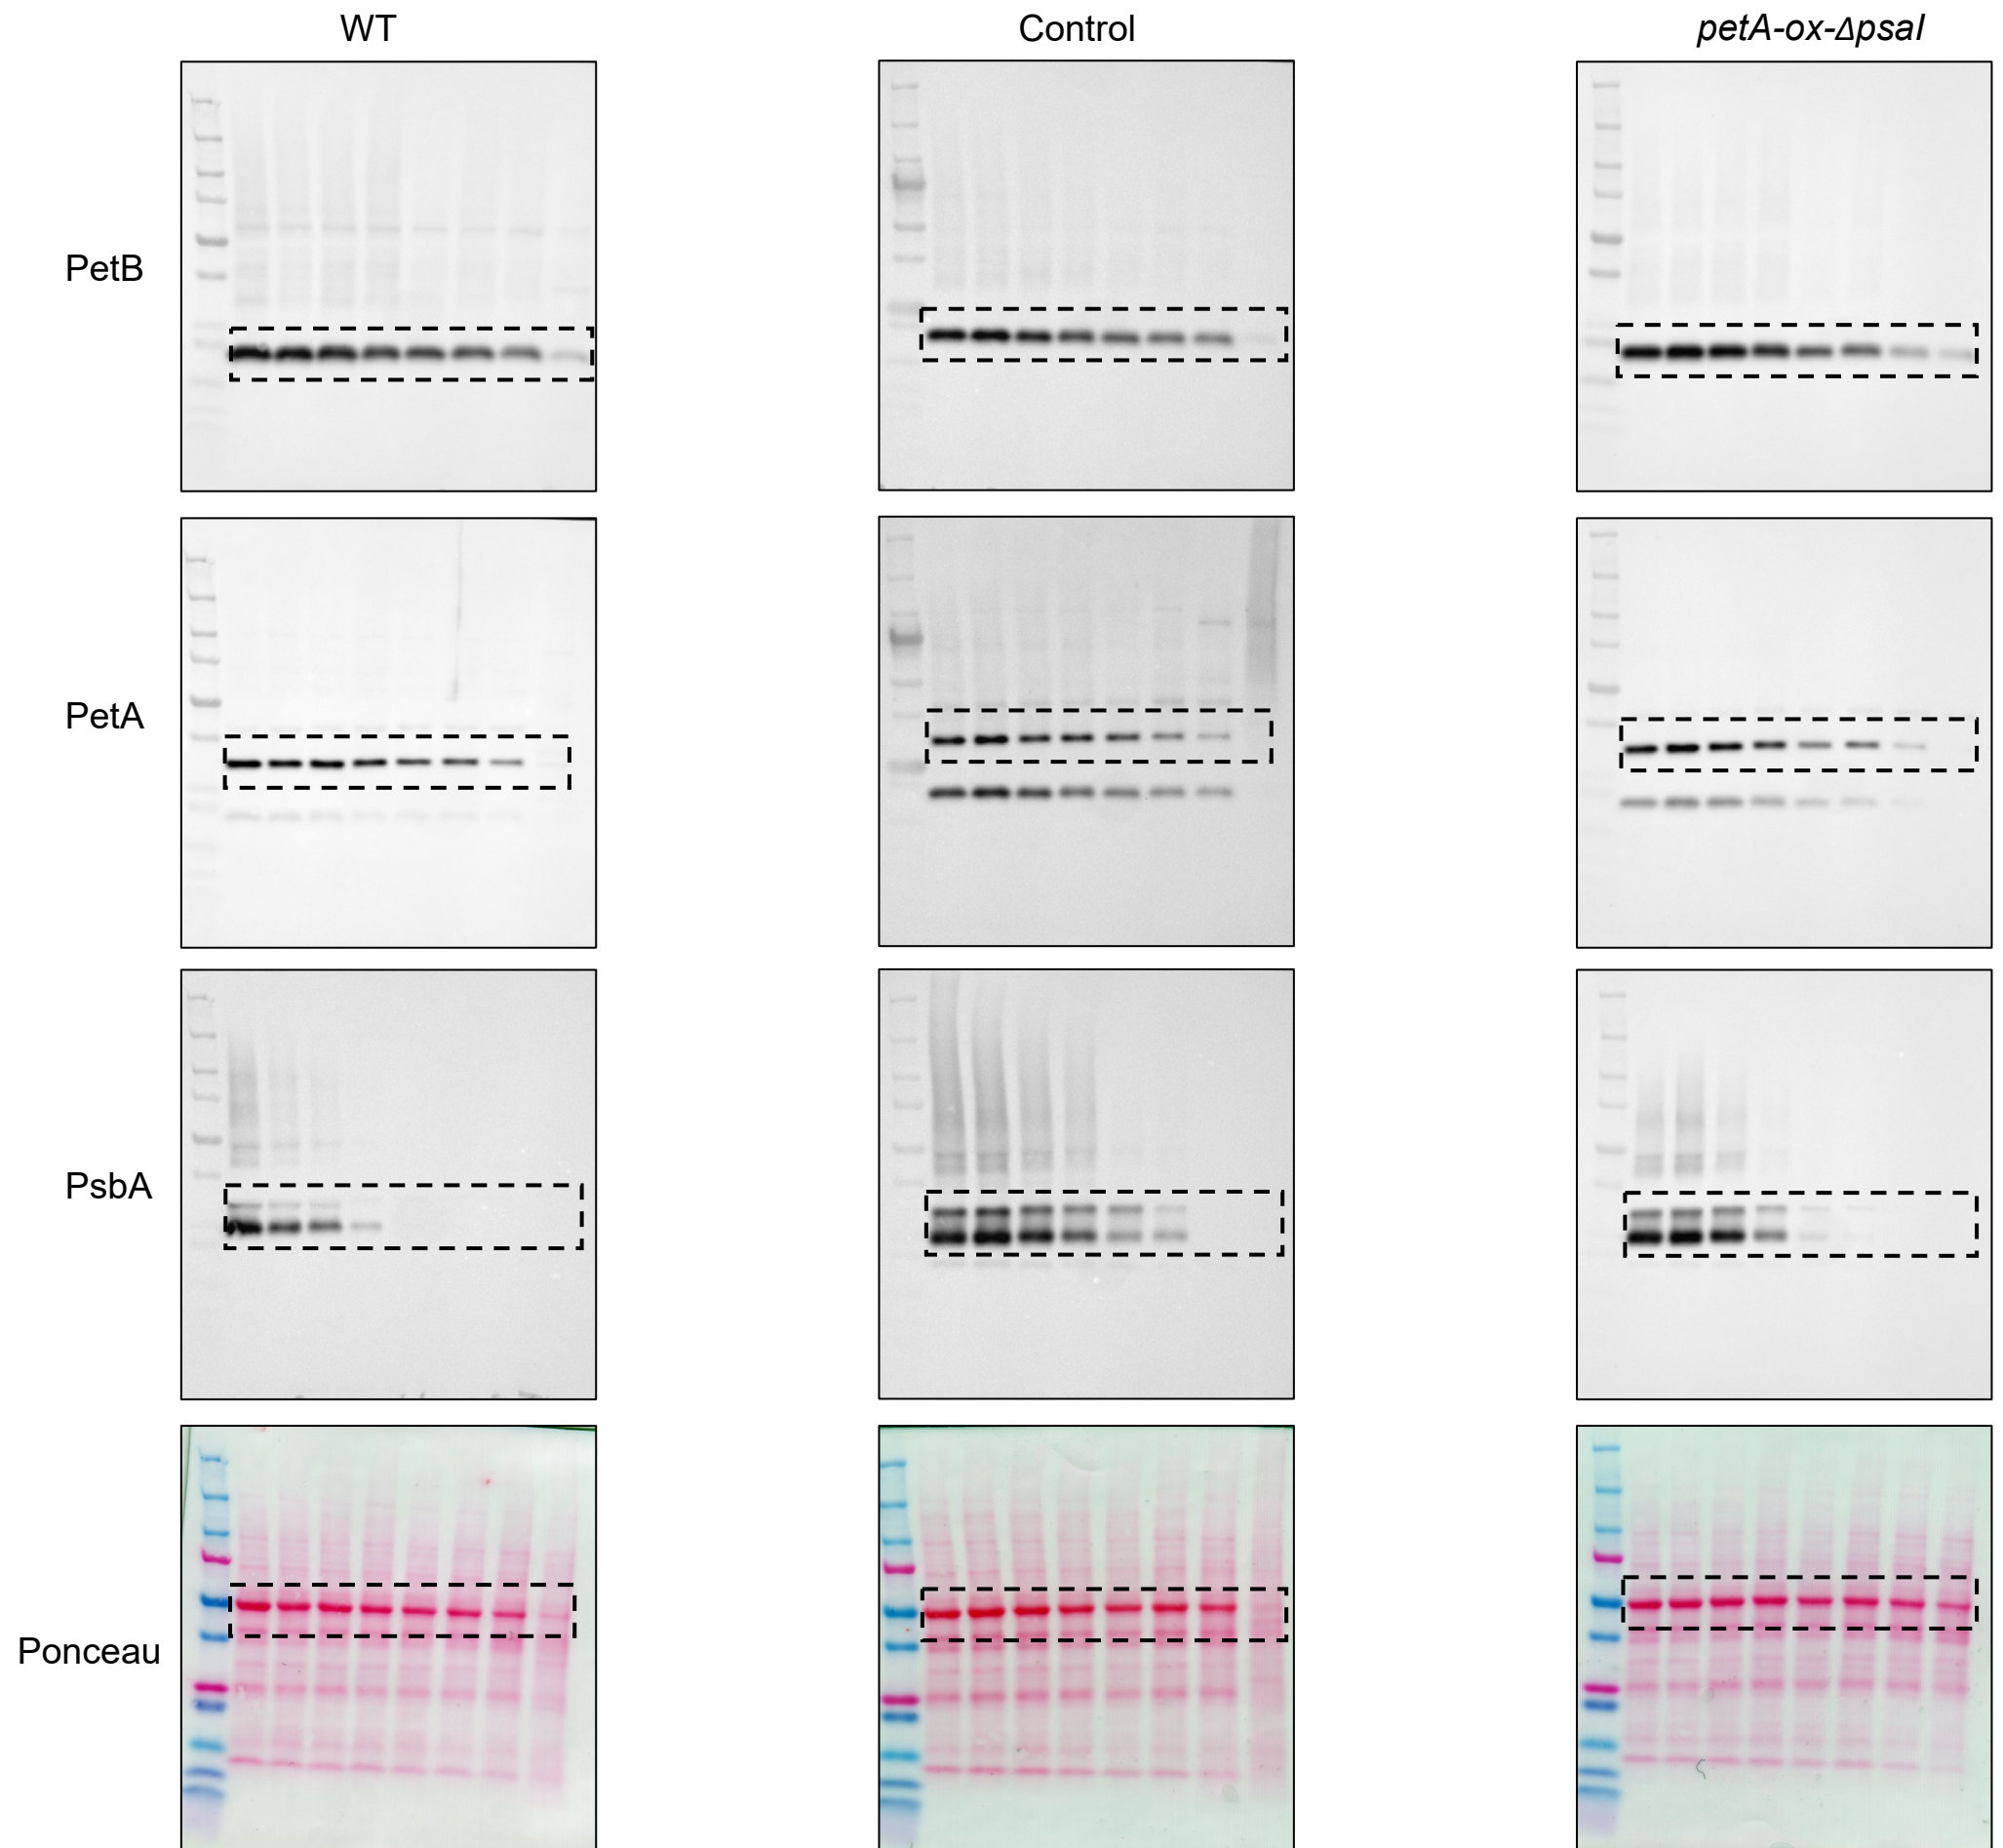

**Supplement:** Supplementary file 4 — Source data for supplementary figures.

# Supplementary material for: Assembly-dependent translational feedback regulation of photosynthetic proteins in land plants
**Source:** Nat Plants. 2025 Aug 18;11(9):1920–38. doi: 10.1038/s41477-025-02074-x
**Supplement:** Supplementary file 4 — Source data for supplementary figures.

Source data for Fig. S5A

Methylene Blue

Replicate III

Replicate II

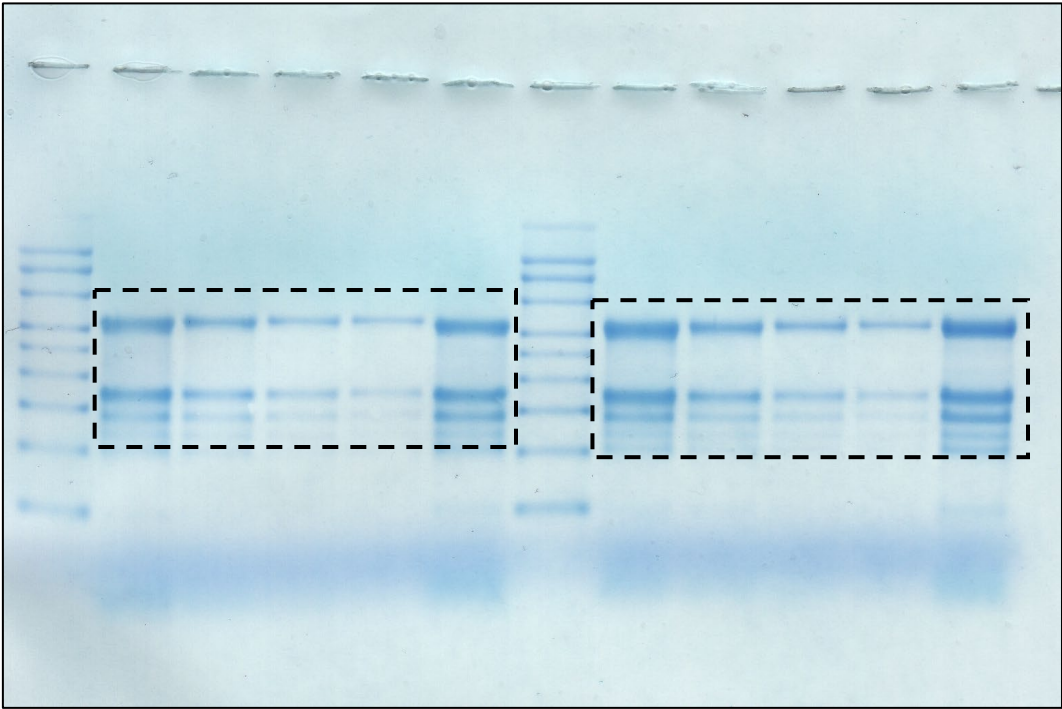

Northern Blot

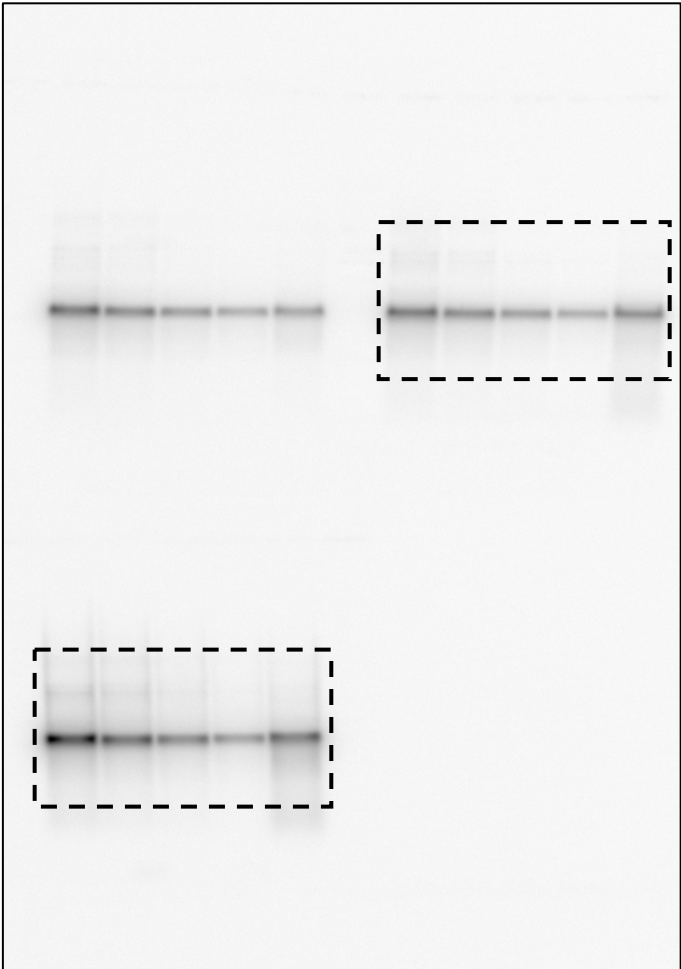

Replicate II

Replicate III

# Supplementary material for: Assembly-dependent translational feedback regulation of photosynthetic proteins in land plants
**Source:** Nat Plants. 2025 Aug 18;11(9):1920–38. doi: 10.1038/s41477-025-02074-x

Source data for Fig. S6

Replicate II

Coomassie

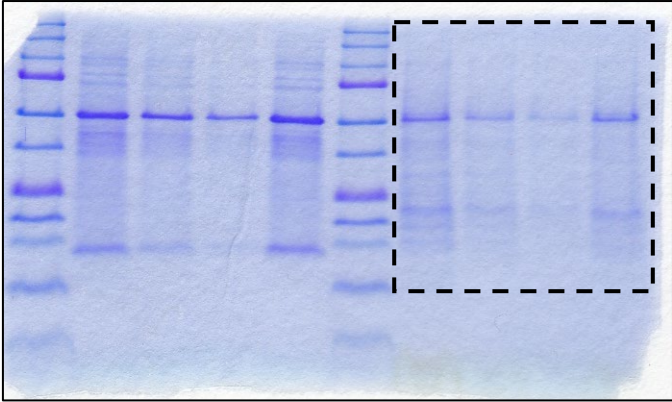

Pulse Labeling

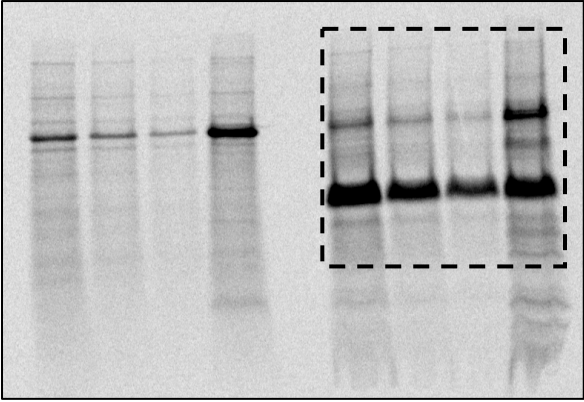

Replicate III

Coomassie

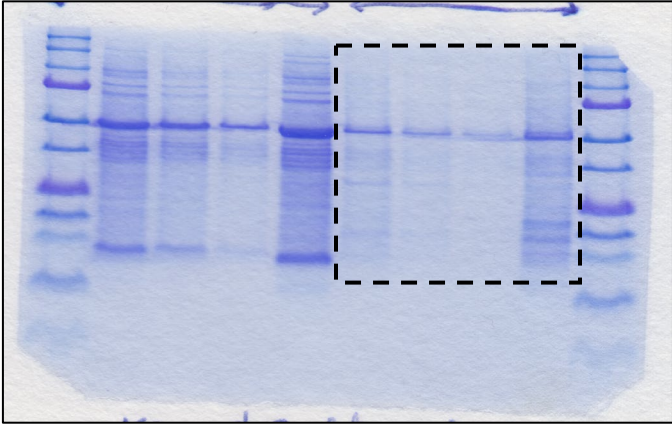

Pulse Labeling

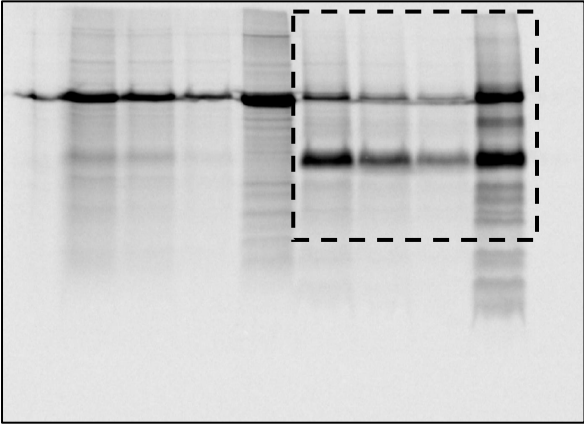

**Supplement:** Supplementary file 4 — Source data for supplementary figures.

# Supplementary material for: Assembly-dependent translational feedback regulation of photosynthetic proteins in land plants
**Source:** Nat Plants. 2025 Aug 18;11(9):1920–38. doi: 10.1038/s41477-025-02074-x

Source data for Fig. S9A

PetA

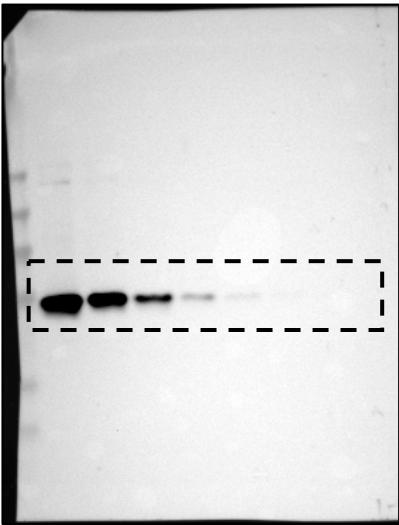

Ponceau

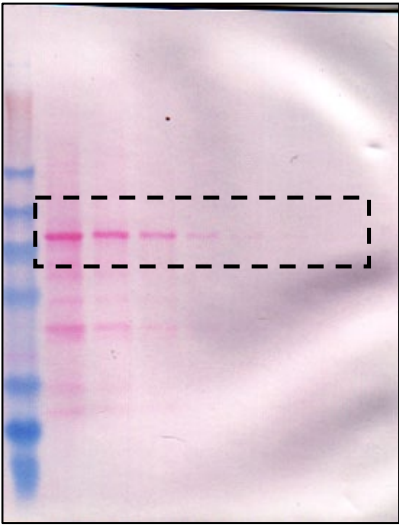

Source data for Fig. S9B

Replicate II

5 µg total protein (100%)

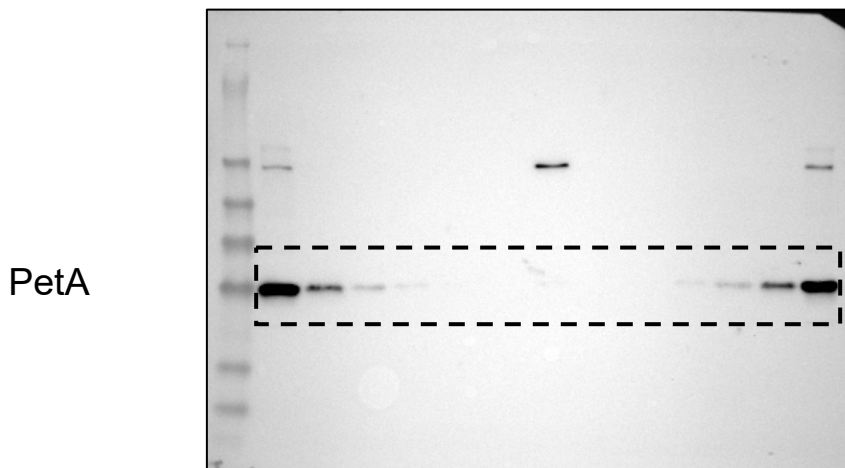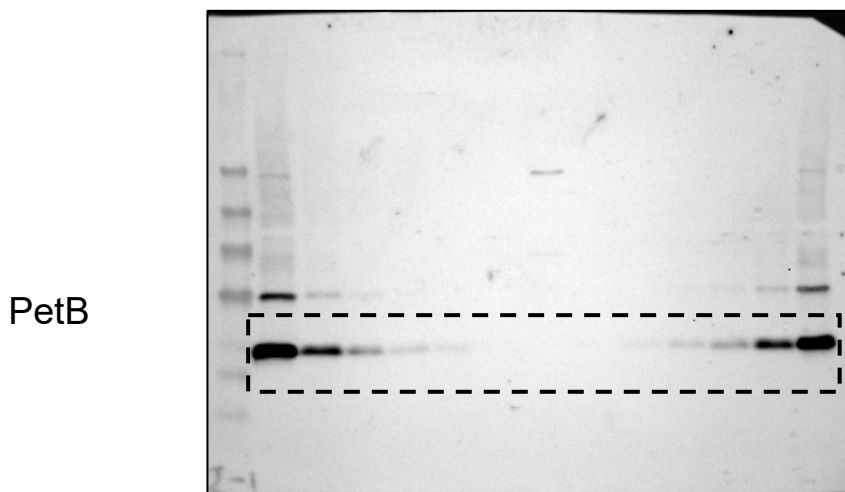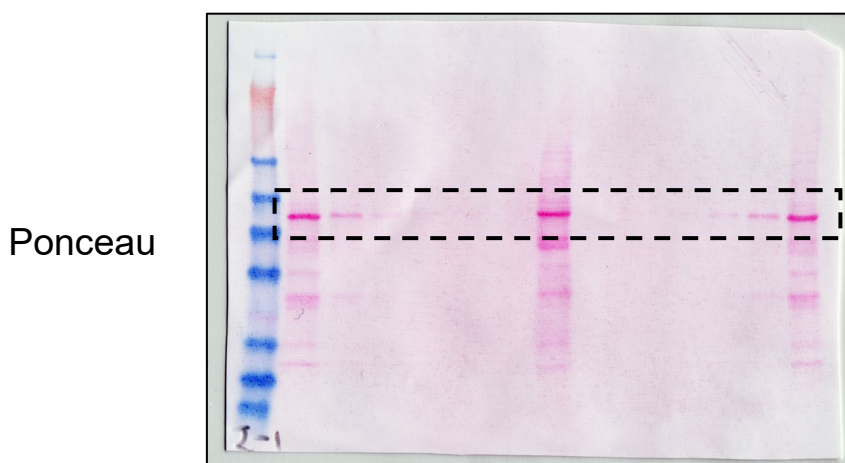

Source data for Fig. S9B

Replicate II
25 µg total protein (500%)

PetA

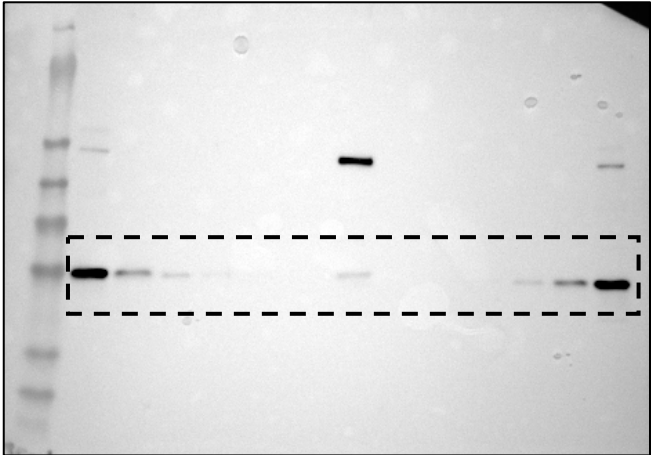

PetB

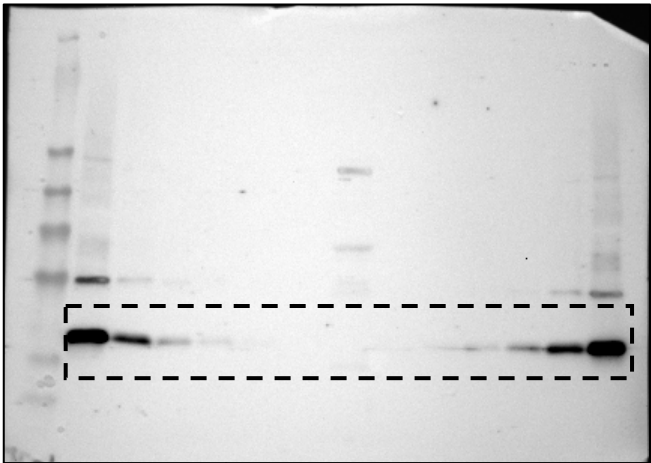

Ponceau

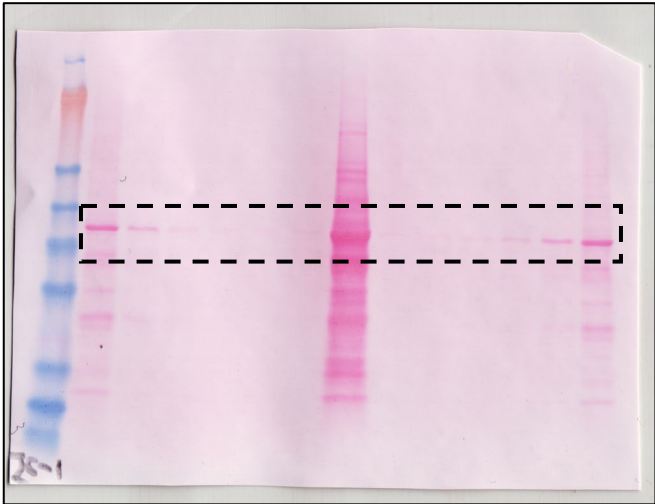

**Supplement:** Supplementary file 4 — Source data for supplementary figures.

# Supplementary material for: Assembly-dependent translational feedback regulation of photosynthetic proteins in land plants
**Source:** Nat Plants. 2025 Aug 18;11(9):1920–38. doi: 10.1038/s41477-025-02074-x

Source data for Fig. 1D

Replicate I

Coomassie

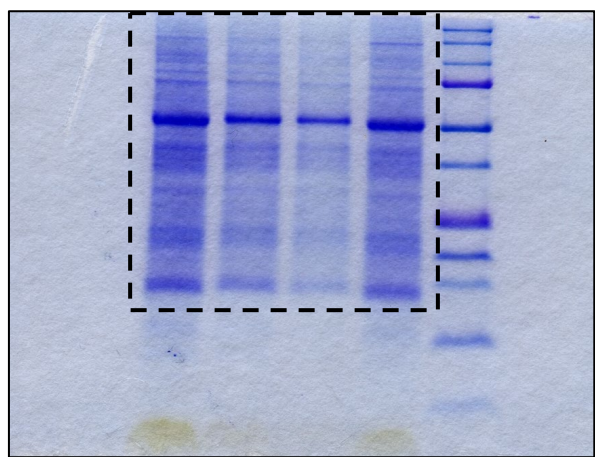

Pulse Labeling

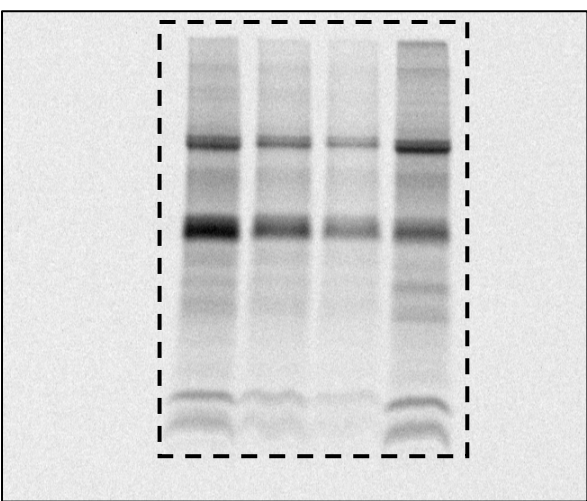

Source data for Fig. 1E

Total Band Volume

	Replicate 1	Replicate 2	Replicate 3
Control 100%	20090316	20090316	5578368
Control 50%	15119689	15119689	4046328
Control 25%	10293545	10293545	2637366
KD-psbD	24135672	24135672	3177471

Background excluding PsbA and RbcL bands

	Replicate 1					Replicate 2					Replicate 3				
					Normalization					Normalization					Normalization
	lower part	middle part	upper part	SUM	factor	lower part	middle part	upper part	SUM	factor	lower part	middle part	upper part	SUM	factor
Control 100%	919944	176824	358344	1455112	0.46	1837401	727605	1087233	3652239	0.22	1415543	124215	419750	1959508	0.44
Control 50%	294768	100316	272548	667632	0.21	1226234	500490	641994	2368718	0.14	390960	139944	446904	977808	0.22
Control 25%	285336	99634	174363	559333	0.18	850967	447359	472350	1770676	0.11	546203	111972	165927	824102	0.18
KD-psbD	1687249	859940	593160	3140349	1	7874658	5506974	3204366	16585998	1	3410852	120912	929363	4461127	1

Adjusted to the Background

	Replicate 1	Replicate 2	Replicate 3
Control 100%	25107236	91236620	12700029
Control 50%	17473539	52934780	9230433
Control 25%	7453793	24105019	3569226
KD-psbD	8582318	24135672	3177471

Control set to 1

	Replicate 1	Replicate 2	Replicate 3	Average	std deviation
Control 100%	1	1	1	1	0
Control 50%	0.70	0.58	0.73	0.67	0.08
Control 25%	0.30	0.26	0.28	0.28	0.02
KD-psbD	0.34	0.26	0.25	0.29	0.05

Source data for Fig. 1H

Replicate I

Methylene Blue

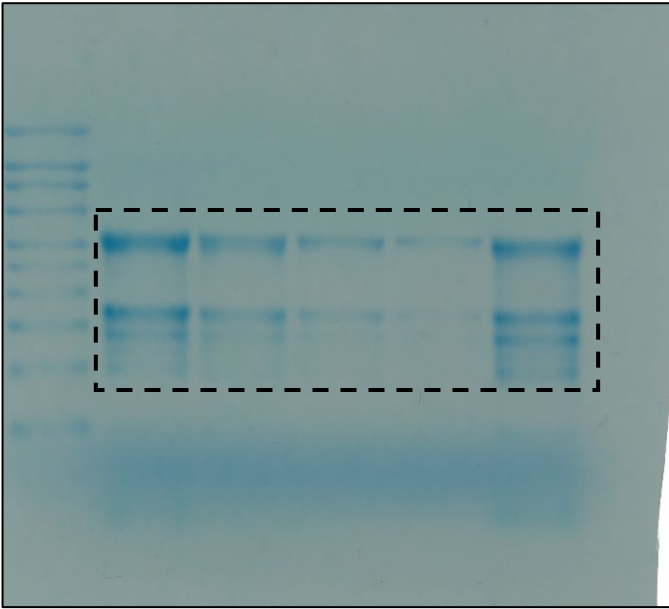

Northern Blot

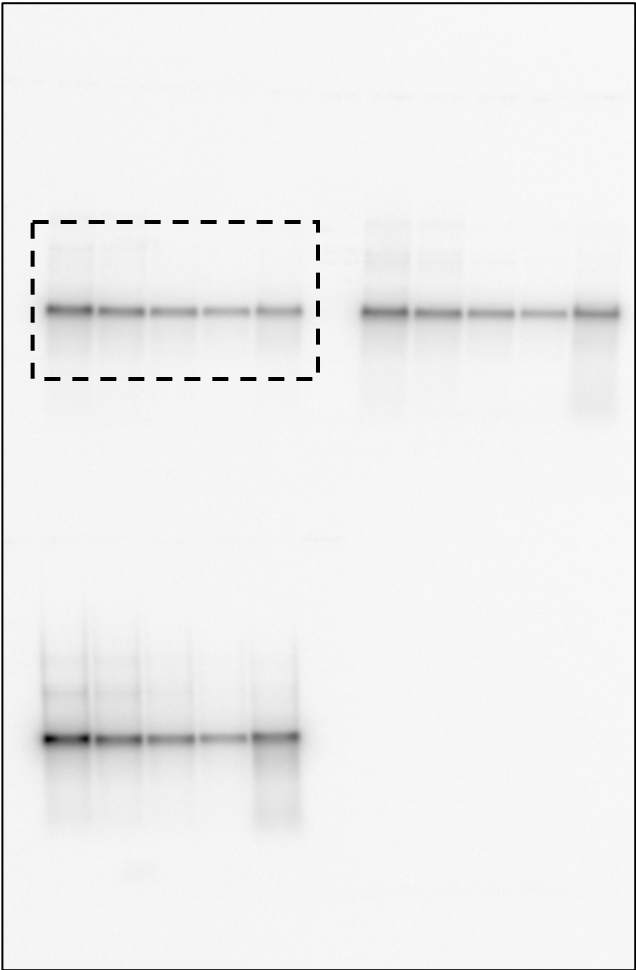

**Supplement:** Supplementary file 5 — Statistical source data and unprocessed pulse labelling and northern blots.

# Supplementary material for: Assembly-dependent translational feedback regulation of photosynthetic proteins in land plants
**Source:** Nat Plants. 2025 Aug 18;11(9):1920–38. doi: 10.1038/s41477-025-02074-x

Source data for Fig. 3F

Replicate I
5 µg total protein (100%)

PetA

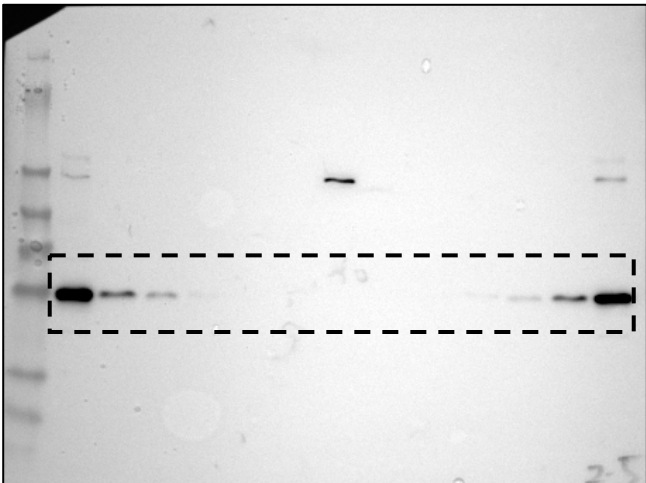

PetB

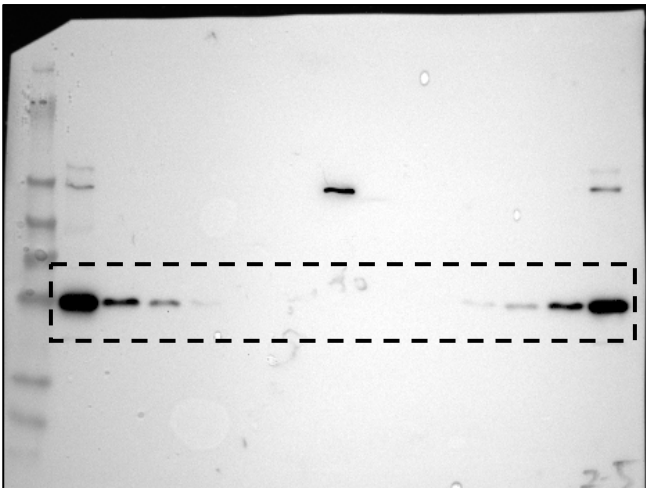

Ponceau

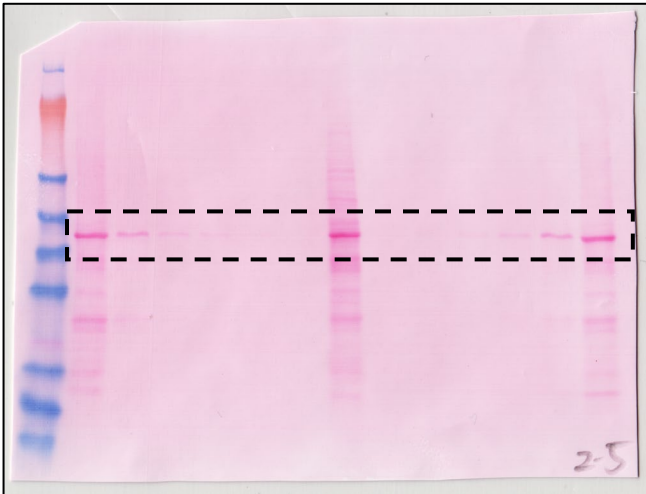

Source data for Fig. 3F

Replicate I
25 µg total protein (500%)

PetA

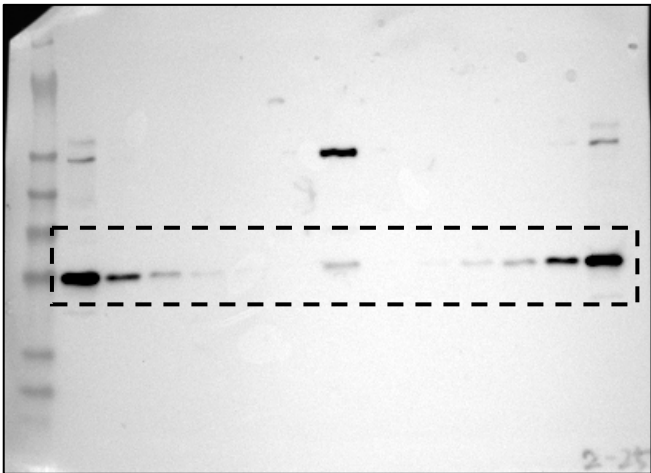

PetB

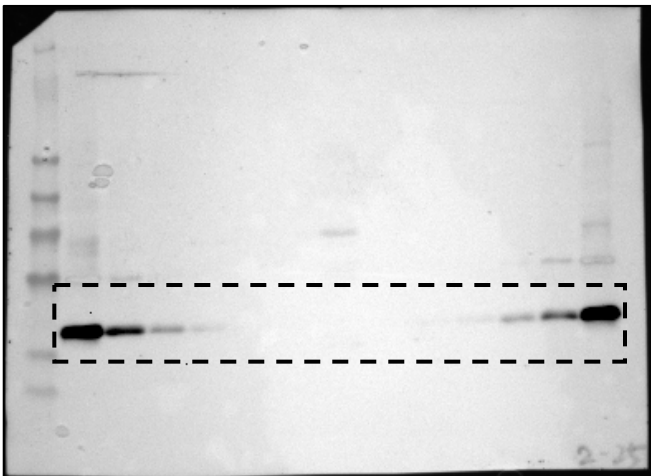

Ponceau

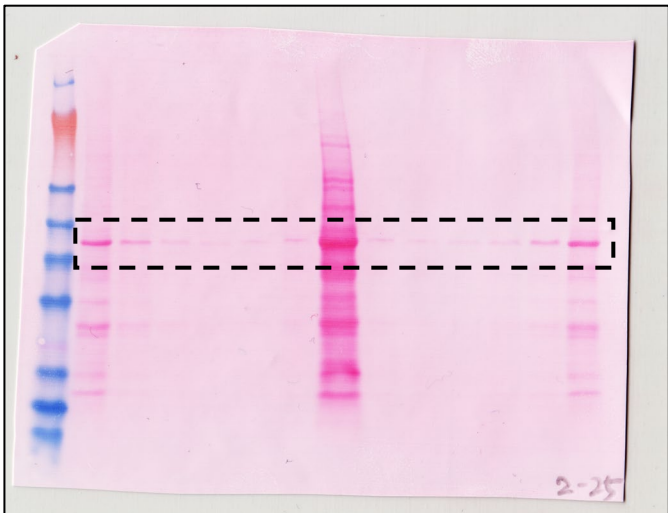

**Supplement:** Supplementary file 6 — Unprocessed western blots.

# Supplementary material for: Assembly-dependent translational feedback regulation of photosynthetic proteins in land plants
**Source:** Nat Plants. 2025 Aug 18;11(9):1920–38. doi: 10.1038/s41477-025-02074-x

Source data for Fig. 6F

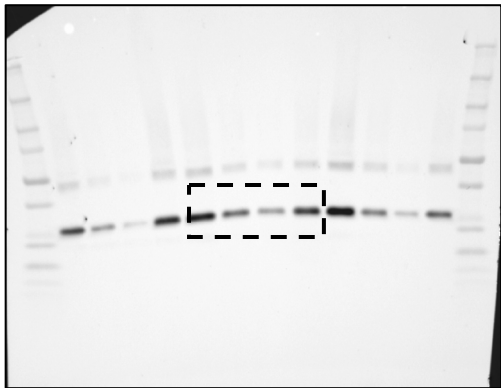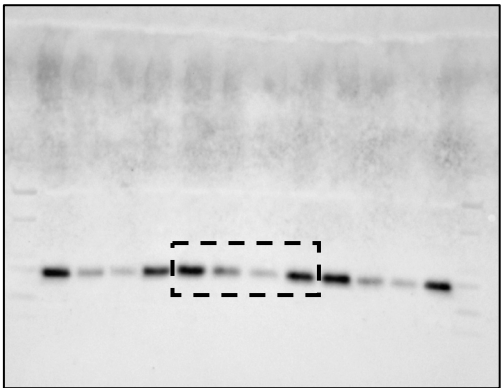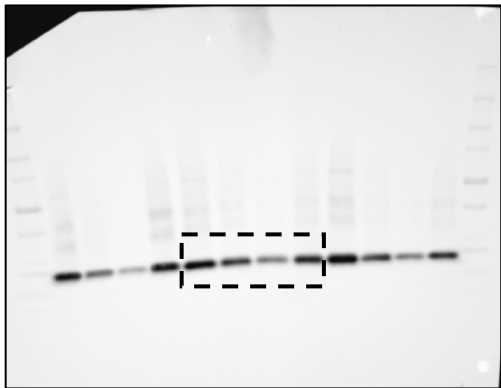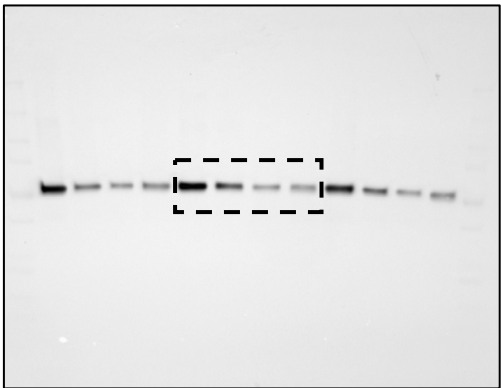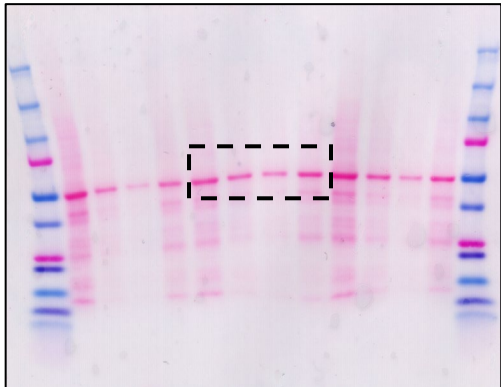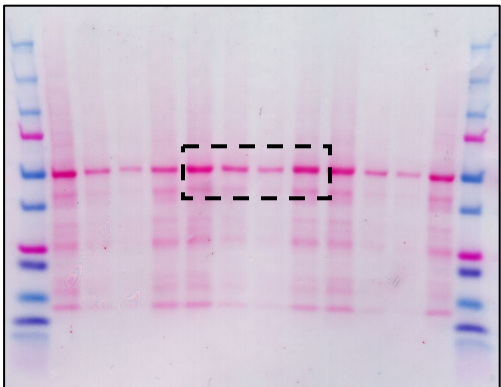

Source data for Fig. 6H

Methylene Blue

atpF

atpH

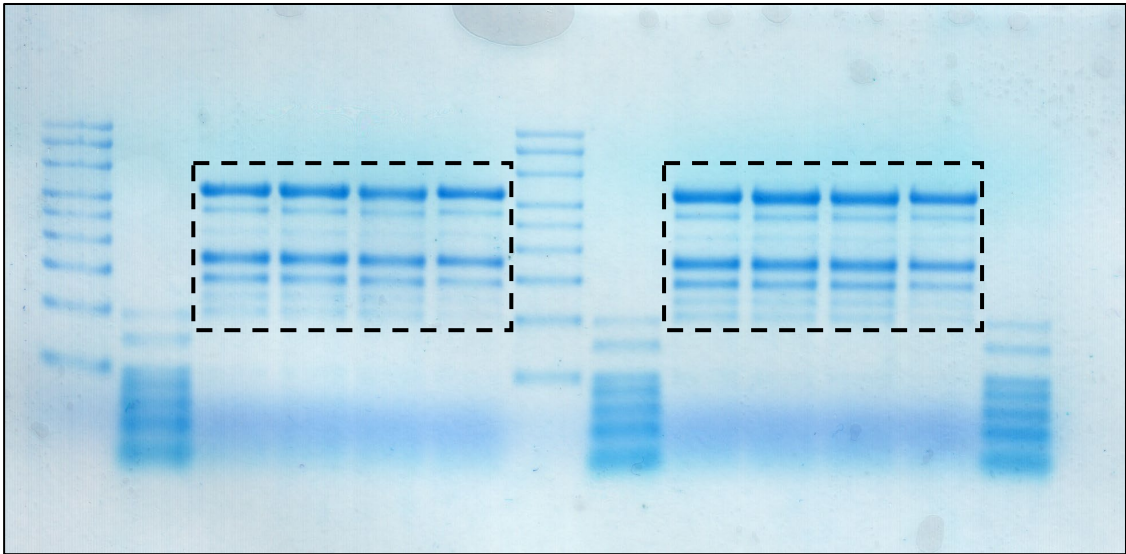

Northern Blot *atpF*

Northern Blot *atpH*

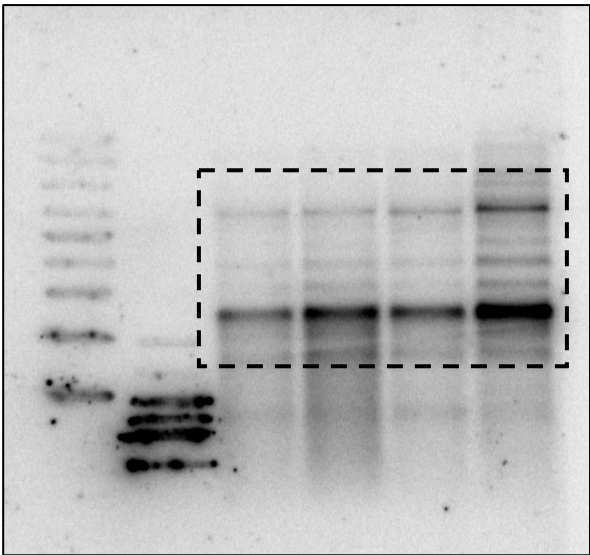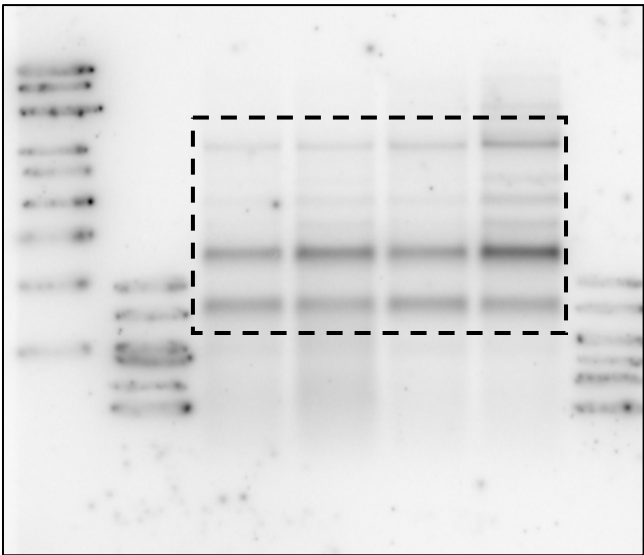

**Supplement:** Supplementary file 8 — Unprocessed western and northern blots.

# Supplementary material for: Assembly-dependent translational feedback regulation of photosynthetic proteins in land plants
**Source:** Nat Plants. 2025 Aug 18;11(9):1920–38. doi: 10.1038/s41477-025-02074-x
**Supplement:** Supplementary file 9 — Statistical source data and unprocessed pulse labelling blots.

Source data for Extended Fig. 1C

Replicate I

Coomassie

Pulse Labeling

Replicate II

Coomassie

Pulse Labeling

Source data for Extended Fig. 1D

Total Band Volume

	Replicate 1	Replicate 2
Control 100%	7521336	31631950
Control 50%	4752510	20877780
Control 25%	2835831	14194048
KD-psbD	3696350	10644561

Background excluding Rbcl band

	Replicate 1				Replicate 2			
	lower part	upper part	SUM	Normalization factor	lower part	upper part	SUM	Normalization factor
Control 100%	1171212	316455	1487667	1.00	5935440	2350530	8285970	1.00
Control 50%	553770	214620	768390	0.52	2708046	1820280	4528326	0.55
Control 25%	487347	183195	670542	0.45	1789828	1071340	2861168	0.35
KD-psbD	1629390	483770	2113160	1.42	3457790	3395352	6853142	0.83

Adjusted to the Background

	Replicate 1	Replicate 2
Control 100%	7521336	31631950
Control 50%	4600627	19101171
Control 25%	1572896	10276525
KD-psbD	2602235	12870084

Control set to 1

	Replicate 1	Replicate 2	Average
Control 100%	1	1	1
Control 50%	0.61	0.60	0.61
Control 25%	0.21	0.32	0.27
KD-psbD	0.35	0.41	0.38

# Supplementary material for: Assembly-dependent translational feedback regulation of photosynthetic proteins in land plants
**Source:** Nat Plants. 2025 Aug 18;11(9):1920–38. doi: 10.1038/s41477-025-02074-x

Source data for Extended Fig. 4A

PsbD

PsbB

Ponceau

Ponceau

PsbC

PsbA

Ponceau

Ponceau

PsbH

Ponceau

Source data for Extended Fig. 4B

Source data for Extended Fig. 4C

Source data for Extended Fig. 4D

Source data for Extended Fig. 4E

Source data for Extended Fig. 4F

**Supplement:** Supplementary file 10 — Unprocessed western blots.

# Supplementary material for: Assembly-dependent translational feedback regulation of photosynthetic proteins in land plants
**Source:** Nat Plants. 2025 Aug 18;11(9):1920–38. doi: 10.1038/s41477-025-02074-x

Source data for Extended Fig. 6D

Replicate I

PsbD

PsbC

Ponceau

PsbB

PsbH

PsbA

Ponceau

Source data for Extended Fig. 6D

**Supplement:** Supplementary file 11 — Unprocessed western blots.

How the deposited data were processed for this re-analysis (not part of the article)

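Ribo-seq and RNA-seq of tobacco leaves were analysed for 7 mutants and 3 control lines, with 3 samples per line and 60 libraries in all. Δ3’-*psbD*, Δ*psbJ*, Δ*petB*/*D*, Δ*petN* and Δ*atpB*/*E* were compared with the transplastomic line pRB8c, Δ*psaB* with the transplastomic line RB70 and as-*ATPC* with its wild type SNN. The paper calls the 3 samples of a line biological replicates, and the p-values measure the spread between them. Replicates of a line differed by more than counting noise in every pair and were all counted separately. By the legends of the paper the third sample of Δ*psaB* comes from an independent line of that mutant, if its replicate numbers match those of the labels.

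Before deposit the authors trimmed adapters with cutadapt and mapped the reads with STAR 2.7.1a, in turn to rRNA and tRNA, the chloroplast, the mitochondrial and the nuclear genomes of tobacco. FastQC, SAMtools and bedtools are also named, in the submitters' processing notes and in the methods, which give versions 1.11 and 2.30.0 of the latter pair. Ribo-seq libraries were made with RNase I digestion, a sucrose cushion and a small RNA kit, and RNA-seq libraries from total RNA after rRNA removal. For Ribo-seq the authors deposited whole-number counts of footprints per chloroplast reading frame, made with featureCounts (2.0.1 in the reporting summary). The first 10 and last 30 nucleotides of each reading frame were left out, and in genes with introns only the last exon was counted. Coordinates given in the text are those of these Ribo-seq windows. For RNA-seq the deposited values are estimated counts, whole apart from 94 values in 6 genes of the inverted repeat. Reads across intron and exon junctions were left out there beyond an overhang of 52 bp, and these estimated counts were rounded to whole numbers before any count test. The authors also deposited RPKM. Outside SNN and as-*ATPC*, and apart from *rps12* in RNA-seq (deposited values 0.590 times those computed), they follow from the counts, a gene length and the reads mapped to all 3 genomes, so a smaller share of chloroplast reads lowers the RPKM of every chloroplast gene. In the SNN and as-*ATPC* columns headed RPKM of the Ribo-seq table, 432 of 432 values equal the RNA-seq RPKM of the same gene within a relative tolerance of 0.001. In the RNA-seq table 1 of 432 such values equals that computed from its own counts. RPKM used here were therefore computed from the counts for every line. Whether counting took the strand into account is not given in the sources used here, so the counts of *psbN*, antisense between *psbT* and *psbH*, are uncertain. Apart from strand, counts are uncertain for 5 genes with both inverted-repeat copies. The same holds for the overlapping pairs *psbD* and *psbC*, and *atpB* and *atpE*, whose Ribo-seq windows lie side by side without overlap.

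The tables hold 78 chloroplast genes, of which 77 had at least 10 counts in at least 3 libraries of every comparison and were tested. *matK* was left out, with at most 1 count in a Ribo-seq and 5 in an RNA-seq library. Columns of per-sample values that were not used numbered 0. The nuclear *ATPC* gene is not among the genes analysed here. Footprints in chloroplast reading frames ran from 31328 to 5331355 per library (median 978288) and RNA-seq reads from 1029394 to 14748699 (median 10963300). Chloroplast reads were 3.00% to 33.8% of mapped reads in Ribo-seq and 36.3% to 65.8% in RNA-seq.

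Changes were tested in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16 on the counts, with TMM factors computed within the libraries of each comparison and p-values adjusted by Benjamini-Hochberg over the 77 genes. Translation efficiency was tested as the interaction of library type and genotype in 1 model over both kinds of library. A gene counts as called at an adjusted p of 0.01 or less, and separately at a change of at least 4-fold, the threshold the paper uses. All log2 fold changes are relative to the other chloroplast genes. Alternatives were scaling by library sizes, DESeq2 1.42.0 size factors in edgeR, TMM factors without the genes directly hit, DESeq2's Wald test and limma 3.58.1 on log2(RPKM + 1), with 0.1 and 10 in place of 1. Further ones were no filter, at least 100 counts, all lines in 1 fit, replicate number as a block, each library left out in turn, thresholds of 2-fold and 0.05, edgeR's test against 2-fold, and the other transplastomic control line. In Δ*psaB* the fit with only the first line's replicates is the one without replicate 3, if the replicate numbers match those of the paper. These alternatives, the gene lists and the genes to name were fixed before the data were examined. Limma on log2(count + 0.5), centred on the mean of all genes of each library, was added after the data were seen.

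The scalings move the median log2 fold change of all genes, which with TMM lies between −0.15 and 0.36 in translation output and between −0.06 and 0.35 in RNA. Scaled by library sizes alone it was 1.16 in Δ3’-*psbD*, 0.23 in Δ*psbJ*, 0.80 in Δ*petB*/*D*, 0.68 in Δ*petN*, 0.78 in Δ*psaB* and 1.12 in Δ*atpB*/*E* in translation output and 1.08 in Δ3’-*psbD*, 0.84 in Δ*psbJ*, 0.54 in Δ*petB*/*D*, 0.75 in Δ*petN*, 0.47 in as-*ATPC* and 1.27 in Δ*atpB*/*E* in RNA. On RPKM it was −1.10 in Δ3’-*psbD*, −0.69 in Δ*petB*/*D*, −0.65 in Δ*psaB* and −2.62 in Δ*atpB*/*E* in translation output and 0.77 in Δ3’-*psbD*, 0.82 in Δ*psbJ*, 0.50 in Δ*petB*/*D*, 0.80 in Δ*petN*, −0.23 in Δ*psaB*, 0.36 in as-*ATPC* and 0.45 in Δ*atpB*/*E* in RNA. DESeq2 size factors moved it to −0.02 in Δ*atpB*/*E* in translation output and to 0.06 in Δ3’-*psbD*, 0.00 in Δ*psbJ*, −0.09 in Δ*petB*/*D*, 0.08 in Δ*psaB* and 0.00 in Δ*atpB*/*E* in RNA. TMM factors without the genes directly hit moved it to 0.15 in Δ*atpB*/*E* in translation output and to 0.02 in Δ*petB*/*D* in RNA. In translation efficiency the median with TMM was −0.26 in Δ3’-*psbD*, 0.00 in Δ*psbJ*, −0.30 in Δ*petB*/*D*, 0.25 in Δ*petN*, 0.33 in Δ*psaB*, 0.00 in as-*ATPC* and 0.46 in Δ*atpB*/*E*. There library sizes gave 0.17 in Δ3’-*psbD*, −0.53 in Δ*psbJ*, 0.31 in Δ*petB*/*D*, 1.02 in Δ*psaB*, −0.34 in as-*ATPC* and 0.10 in Δ*atpB*/*E*, and RPKM gave −1.85 in Δ3’-*psbD*, −0.57 in Δ*psbJ*, −1.15 in Δ*petB*/*D*, −0.70 in Δ*petN*, −0.23 in Δ*psaB*, −0.33 in as-*ATPC* and −2.79 in Δ*atpB*/*E*.

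Genes named in the text were those the paper names for a mutant, the genes directly hit, subunits of the affected complex, and *psbA*, *rbcL*, *psaA*, *psaB*, *psaC*, *rpoC1*, *rpoC2*, *ycf2*, *rpl33* and *rps18* in every mutant. To these come, per mutant and measure, the 5 largest rises and 5 largest falls among called genes whose mutant samples all lie on 1 side of the control samples. The paper's values for 5 of the 7 mutants had been seen in its supplementary table, of which the last columns are truncated in the copy used here, before this rule was written. The gene lists are PSII, PSI, cytochrome *b*_6_*f*, ATP synthase, NDH, RNA polymerase, the small and the large ribosomal subunit, assembly factors (*psbN*, *ycf3* and *ycf4*), Rubisco (*rbcL*) and other genes, without the genes directly hit. Limma's fry tested on the edgeR fit whether the genes of a list move on balance one way, over 140 combinations of list and comparison, with Benjamini-Hochberg adjustment. At 0.01 it called 25 of 140, against 61 with library sizes, 35 with size factors, 1 with replicate as a block and 0 with camera and an estimated correlation, which compares the list with the other genes.

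Replicate numbers are shared between the lines. The deviations of samples with the same number from their group means were correlated above 0.1 in every pair only in RNA of Δ3’-*psbD* and of Δ*psaB*, 2 of 14 comparisons. The numbers come from the sample labels, and no source used here says that they mark a shared batch or day. For the mutants that share the pRB8c libraries, unchanged groups and a shared set of controls were drawn from the means of the control line. Each gene was drawn on its own, so noise that genes share within a library is left out. The simulated values are therefore not a full level of chance.

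Each test was tested on simulated data, drawn 20 times per comparison from the means, depths and spread of the real libraries with 12 of 77 genes changed. Of 4-fold changes, 88.0% to 100% were recovered in translation output, 84.2% to 100% in RNA and 33.6% to 100% in translation efficiency, the lowest each time for Δ*psaB*. At most 0.385% of unchanged genes were called. In these simulations rises and falls were balanced and most genes were unchanged, whereas 58 of 77 were called in RNA of Δ*atpB*/*E*. They therefore do not test how the scaling and the calls fare where many genes change or move mostly one way. Fold changes against groups at 0 were computed against a floor of 3 counts over the group, and intervals and floors cover counting error only.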

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

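The difference in *psbA* between Δ3’-*psbD* and Δ*psbJ* was set for testing beforehand, and *ndhA* and *rpoB* in Δ*petB*/*D* and *psaI* in Δ*atpB*/*E* were singled out after their values were seen. The *psbA* difference stands out as one between 2 photosystem II mutants, at −2.90 in log2 translation output (SE 0.59, 3 samples each), with an edgeR adjusted p of 0.0121 above the threshold of 0.01. Without Δ3’-*psbD* replicate 3 it was −4.03 and passed.

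Each other value is the largest called change, in its mutant and measure, of a gene outside the set recorded here as named in the paper’s text or labelled in its figures for the mutant, and outside *rpoC1*, *rpoC2*, *ycf2*, *rpl33* and *rps18*, which it names across mutants. It lies beyond the level in the control samples. Only genes whose 3 mutant samples all lay on 1 side of the 3 control samples were eligible.

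In Δ3’-*psbD*, log2 translation output of *ndhG* was −1.66 (SE 0.20, edgeR adjusted p = 0.00227), a call lost without Δ3’-*psbD* replicate 1 or any single control replicate (0.0122 to 0.0167) and with library sizes alone (−0.52, 0.0948). RNA of *rps4*, a small-subunit gene, was 2.05 (SE 0.23, edgeR adjusted p = 1.03e-11). In Δ*psbJ*, *rps15* output was 1.15 (SE 0.21, edgeR adjusted p = 0.00226), lost without control replicate 2 (0.0172) or 3 (0.0182). RNA of *rps4* was 1.38 (SE 0.19, edgeR adjusted p = 2.48e-11) there. In Δ*petB*/*D*, *ndhA* output was −2.16 (SE 0.21, edgeR adjusted p = 3.45e-04). RNA of *rpoB* was 1.32 (SE 0.14, edgeR adjusted p = 1.06e-09) in the same mutant. In Δ*petN*, output of *ndhG* was −1.99 (SE 0.18, edgeR adjusted p = 1.56e-05). RNA of *psbN* there was −2.29 (SE 0.20, edgeR adjusted p = 5.16e-07). In Δ*psaB*, RNA of *ndhG* was −1.76 (SE 0.26, edgeR adjusted p = 0.00701), lost without Δ*psaB* replicate 2 (0.0387) or 3 (0.0352) or control replicate 1, 2 or 3 (0.0361, 0.0224 and 0.0322). In as-*ATPC*, *cemA* output was 1.52 (SE 0.15, edgeR adjusted p = 5.40e-07). RNA of *rps19* was 1.04 (SE 0.14, edgeR adjusted p = 1.71e-08) in as-*ATPC*. In Δ*atpB*/*E*, *psaI* output was 2.37 (SE 0.23, edgeR adjusted p = 1.33e-05), with the sign turned on RPKM. RNA of *psbC* was −2.03 (SE 0.25, edgeR adjusted p = 6.06e-05) in Δ*atpB*/*E*.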

How the results depend on the processing

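Limma on counts centred on the mean of all genes, the minimum of 4 of 7 mutants for a recurring change and the splits of the samples were chosen after the data were seen, and all other alternatives were set before. With the settings used at the claims the genes changed at least 4-fold numbered 4, 1, 9, 4, 0, 0 and 17 in translation output, 7, 1, 5, 3, 1, 0 and 10 in RNA and 0, 1, 7, 1, 1, 0 and 7 in efficiency, in the order Δ3’-*psbD*, Δ*psbJ*, Δ*petB*/*D*, Δ*petN*, Δ*psaB*, as-*ATPC* and Δ*atpB*/*E*. Counts that moved by more than 1.5 times and directions that turned are given by setting, and the cause was not tested except where stated.

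Scaling by library sizes alone gave 12 in Δ3’-*psbD*, 17 in Δ*petB*/*D*, 13 in Δ*petN*, 3 in Δ*psaB* and 31 in Δ*atpB*/*E* in translation output, 12 in Δ3’-*psbD*, 3 in Δ*psbJ*, 10 in Δ*petB*/*D*, 6 in Δ*petN*, 3 in Δ*psaB* and 28 in Δ*atpB*/*E* in RNA and 2 in Δ3’-*psbD*, 2 in Δ*psbJ* and 3 in Δ*psaB* in efficiency. Genes called at any fold in at least 4 mutants became 32 higher and 2 lower in translation output (from 8 and 4) and 43 and 1 in RNA (from 28 and 19). Gene list calls numbered 61 against 25, and the 5th percentile of all log2 fold changes was −0.94. Directions turned for *psaB* 0.29 (from −0.85) and *psbF* 1.10 (from −0.05) in translation output in Δ3’-*psbD*, *psaC* 0.0555 (from −0.65) and *psbH* 0.0586 (from −0.65) in RNA in Δ3’-*psbD*, *psaB* 0.23 (from −0.42) and *psbH* 0.0929 (from −0.56) in RNA in Δ*psbJ*, *petB* 0.49 (from −0.32) and *petD* 0.46 (from −0.35) in RNA in Δ*petN*, *atpA* 0.00728 (from −0.35) and *atpB* 0.25 (from −0.12) in RNA in as-*ATPC*, *atpA* 0.71 (from −0.08) in translation output in Δ*atpB*/*E* and *atpF* 0.0201 (from −1.16) and *atpH* 0.24 (from −0.94) in RNA in Δ*atpB*/*E*.

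Limma on log2(RPKM + 1) gave 13 in Δ3’-*psbD*, 2 in Δ*psbJ* and 46 in Δ*atpB*/*E* in translation output, 3 in Δ*psbJ*, 9 in Δ*petB*/*D*, 6 in Δ*petN* and 2 in Δ*psaB* in RNA and 33 in Δ3’-*psbD*, 3 in Δ*psbJ*, 14 in Δ*petB*/*D*, 11 in Δ*petN*, 0 in Δ*psaB* and 58 in Δ*atpB*/*E* in efficiency, where RPKM carry the change in the chloroplast share of reads into every gene by construction. Recurring genes became 1 higher and 12 lower in translation output and 3 lower in RNA. Directions turned for *psbD* −1.45 (from 0.13) in efficiency in Δ3’-*psbD*, *psaB* 0.20 (from −0.42) and *psbH* 0.0722 (from −0.56) in RNA in Δ*psbJ*, *ndhA* 0.0473 (from −0.83), *petB* 0.54 (from −0.32) and *petD* 0.52 (from −0.35) in RNA in Δ*petN*, *accD* −0.0236 (from 3.01), *atpH* −2.96 (from 0.06), *atpI* −2.94 (from 0.08), *cemA* −0.59 (from 2.38), *psaI* −0.63 (from 2.37), *rpl33* −0.0885 (from 2.93) and *rpoB* −0.13 (from 2.87) in translation output in Δ*atpB*/*E* and *psbH* −0.12 (from 3.18) in efficiency in Δ*atpB*/*E*. A pseudocount of 0.1 gave these values too, apart from counts of 1 in Δ*psbJ* in translation output and 11 in Δ*petB*/*D* in efficiency, and log2 values of *psbH* 0.0723 in Δ*psbJ*, *ndhA* 0.0474 in Δ*petN* and *atpH* −2.97, *atpI* −2.95, *cemA* −0.61 and *rpl33* −0.0889 in Δ*atpB*/*E*. A pseudocount of 10 differed in counts of 11 in Δ3’-*psbD* in translation output, 1 in Δ*psbJ*, 8 in Δ*petB*/*D* and 1 in Δ*psaB* in RNA and 32 in Δ3’-*psbD*, 2 in Δ*psbJ*, 12 in Δ*petB*/*D*, 10 in Δ*petN* and 56 in Δ*atpB*/*E* in efficiency and in log2 values of *psbD* −1.44 in Δ3’-*psbD*, *psbH* 0.0721 in Δ*psbJ*, *ndhA* 0.0467 and *petD* 0.51 in Δ*petN* and *atpH* −2.95, *atpI* −2.90, *cemA* −0.46, *rpl33* −0.0856 and *rpoB* −0.0968 in Δ*atpB*/*E*.

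With the other transplastomic control line, whose RNA-seq differs in genes with introns, the counts were 4 in Δ*psaB* in translation output, 11 in Δ3’-*psbD*, 9 in Δ*psbJ*, 12 in Δ*petB*/*D*, 12 in Δ*petN* and 11 in Δ*psaB* in RNA and 11 in Δ3’-*psbD*, 9 in Δ*psbJ*, 13 in Δ*petB*/*D*, 9 in Δ*petN*, 12 in Δ*psaB* and 11 in Δ*atpB*/*E* in efficiency. Directions turned there for *psbA* 1.67 (from −0.37), *psbD* 0.32 (from −1.12) and *rpoC1* −2.11 (from 2.07) in RNA in Δ3’-*psbD*, *psaA* 0.30 (from −0.66), *psaB* 0.37 (from −0.42), *psbA* 0.83 (from −1.10) and *rpoC1* −2.88 (from 1.41) in RNA in Δ*psbJ*, *psbA* −0.33 (from 1.71) in efficiency in Δ*psbJ*, *petD* −1.52 (from 1.04), *petL* −0.67 (from 0.94), *psbA* 1.48 (from −0.20) and *rpoC1* −2.91 (from 1.62) in RNA in Δ*petB*/*D*, *psbA* 0.93 (from −1.19) in RNA in Δ*petN* and *atpF* 3.29 (from −0.09) in efficiency in Δ*atpB*/*E*.

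At 2-fold and an adjusted p of 0.05 the counts were 17 in Δ3’-*psbD*, 8 in Δ*psbJ*, 22 in Δ*petB*/*D*, 26 in Δ*petN*, 12 in Δ*psaB*, 7 in as-*ATPC* and 42 in Δ*atpB*/*E* in translation output, 26 in Δ3’-*psbD*, 13 in Δ*psbJ*, 22 in Δ*petB*/*D*, 20 in Δ*petN*, 14 in Δ*psaB*, 1 in as-*ATPC* and 44 in Δ*atpB*/*E* in RNA and 20 in Δ3’-*psbD*, 19 in Δ*psbJ*, 18 in Δ*petB*/*D*, 27 in Δ*petN*, 5 in Δ*psaB*, 6 in as-*ATPC* and 32 in Δ*atpB*/*E* in efficiency. This threshold is wider by construction. edgeR's test against 2-fold gave 0 in Δ3’-*psbD*, 8 in Δ*petN*, 1 in as-*ATPC* and 26 in Δ*atpB*/*E* in translation output, 12 in Δ3’-*psbD*, 12 in Δ*petB*/*D*, 10 in Δ*petN*, 0 in Δ*psaB* and 21 in Δ*atpB*/*E* in RNA and 0 in Δ*psbJ*, 5 in Δ*petN*, 0 in Δ*psaB* and 1 in as-*ATPC* in efficiency. At 4-fold, recurring genes numbered 0 in either direction and measure by edgeR, against 8 and 4 and 28 and 19 at any fold.

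DESeq2's Wald test gave 5 in Δ*psaB* in translation output, 2 in Δ3’-*psbD* and 3 in Δ*psaB* in RNA and 2 in Δ3’-*psbD* and 2 in Δ*psaB* in efficiency, and 15 higher and 14 lower recurring genes in translation output. All lines in 1 fit gave 3 in Δ*psaB* in translation output, 2 in Δ3’-*psbD* and 3 in Δ*psaB* in RNA and 3 in Δ3’-*psbD* and 2 in Δ*psaB* in efficiency. DESeq2 size factors in edgeR gave 2 in Δ3’-*psbD* and 0 in Δ*psaB* in RNA and 1 in Δ3’-*psbD* in efficiency, and TMM factors without the genes hit 4 in Δ3’-*psbD* in RNA. A minimum of 100 counts, which left 66 genes to test in Δ*psaB*, gave 2 in Δ*psaB* in translation output, and no filter 0 in Δ*psaB* in efficiency. Centred counts in limma gave 2 in Δ3’-*psbD*, 11 in Δ*petB*/*D* and 0 in Δ*psaB* in RNA and 2 in Δ3’-*psbD* and 4 in Δ*petB*/*D* in efficiency.

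With replicate number as a block the counts were 2 in Δ*psbJ* and 3 in Δ*psaB* in translation output, 2 in Δ*psaB* in RNA and 2 in Δ3’-*psbD* in efficiency, 7 genes recurred as lower in translation output, and fry called 1 gene list. The block moved no other count of 4-fold calls by more than 1.5 times. Apart from RNA of Δ3’-*psbD* and Δ*psaB*, samples share only a number. Among these others, every mutant sample correlated best with the control sample of its own number in translation output and RNA of Δ*psbJ* alone, as a hint from the data. With camera and an estimated correlation 0 gene lists were called.

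The *psbA* difference between Δ3’-*psbD* and Δ*psbJ* passed 0.01 at −2.03 with library sizes alone, −4.54 with limma on RPKM, −2.95 with size factors, −2.95 with the Wald test, −2.96 with all lines and −3.18 with the block. Without 1 library it ran from −4.03 to −2.56, and it passed without Δ3’-*psbD* replicate 3. The *psbA* difference between Δ*psaB* and the cytochrome *b*_6_*f* mutants did not pass in any alternative (0.76 to 1.57, adjusted p of the tool of each setting 0.0343 to 0.828).

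Leaving out 1 library moved the counts to 0 to 6 in Δ3’-*psbD*, 1 to 2 in Δ*psbJ*, 3 to 7 in Δ*petN* and 0 to 1 in Δ*psaB* in translation output, 3 to 9 in Δ3’-*psbD*, 2 to 6 in Δ*petB*/*D*, 0 to 1 in Δ*psaB* and 6 to 12 in Δ*atpB*/*E* in RNA and 0 to 2 in Δ3’-*psbD*, 0 to 3 in Δ*psbJ*, 3 to 7 in Δ*petB*/*D*, 0 to 4 in Δ*petN* and 0 to 3 in Δ*psaB* in efficiency. With each library left out alone, the moved counts in translation output were Δ3’-*psbD* (0 without mutant replicate 1 and control replicates 1, 2 and 3), Δ*psbJ* (2 without mutant replicates 1 and 3), Δ*petN* (7 without mutant replicate 2) and Δ*psaB* (1 without mutant replicate 3). In RNA they were Δ3’-*psbD* (3 without mutant replicate 1), Δ*petB*/*D* (2 without control replicates 1, 2 and 3), Δ*psaB* (0 without mutant replicates 2 and 3 and control replicates 1, 2 and 3) and Δ*atpB*/*E* (6 without mutant replicate 1). In efficiency they were Δ3’-*psbD* (2 without mutant replicate 3), Δ*psbJ* (2 without mutant replicate 1, 0 without mutant replicates 2 and 3, 3 without control replicate 2), Δ*petB*/*D* (4 without mutant replicate 3, 3 without control replicates 1, 2 and 3), Δ*petN* (0 without mutant replicate 1, 2 without mutant replicate 2 and control replicate 2, 4 without control replicate 3) and Δ*psaB* (3 without mutant replicate 1, 0 without mutant replicate 3 and control replicates 1, 2 and 3). Without 1 control library Δ*petB*/*D* had 74 genes to test, since deleted genes then fell below the count minimum. At any fold the counts ran over the alternatives at an adjusted p of 0.01 from 0 to 46 (19) in Δ3’-*psbD*, 1 to 23 (11) in Δ*psbJ*, 11 to 48 (24) in Δ*petB*/*D*, 27 to 53 (37) in Δ*petN*, 0 to 21 (0) in Δ*psaB*, 5 to 51 (45) in as-*ATPC* and 36 to 66 (52) in Δ*atpB*/*E* in translation output, with the value at the claims in parentheses. In RNA they ran from 37 to 56 (53) in Δ3’-*psbD*, 34 to 59 (46) in Δ*psbJ*, 30 to 58 (48) in Δ*petB*/*D*, 35 to 60 (53) in Δ*petN*, 0 to 28 (7) in Δ*psaB*, 10 to 53 (49) in as-*ATPC* and 45 to 65 (58) in Δ*atpB*/*E*, and in efficiency from 0 to 53 (9) in Δ3’-*psbD*, 10 to 35 (23) in Δ*psbJ*, 5 to 43 (23) in Δ*petB*/*D*, 24 to 42 (37) in Δ*petN*, 0 to 13 (1) in Δ*psaB*, 3 to 36 (30) in as-*ATPC* and 18 to 73 (36) in Δ*atpB*/*E*.

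Of 209 values for single genes, 67 kept their direction and their side of the 0.01 threshold in every alternative, and 36 turned direction in at least 1. Over 4336 pairs of value and alternative, 3749 kept both, 365 lost the call, 153 gained it and 69 turned. For each count of 4-fold calls the 3 samples against 3 allow 10 splits, too few for a share under 0.05. The real counts are those given first, and the highest count of any other split was 0. Splits with a count as large were 1 of 10, the real one, or 10 of 10 where the real count was 0. Recovery of simulated 4-fold changes in efficiency was lowest for Δ*psaB*, at 33.6%, and depth and spread between replicates were not separated there. The counts used here cover chloroplast genes and not nuclear *ATPC*, so the alternatives planned for it were not run.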

Differences from the paper's values

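The centred setting was chosen after seeing the values, and the other alternatives were set before the data were examined. Of 160 values the paper gives in its text, its table of all genes or a figure, 52 differ from those here, 42 of them among 126 log2 fold changes of genes it names. The alternatives run for each were library sizes alone, DESeq2 size factors in edgeR, TMM without the genes hit, DESeq2’s Wald test, limma on RPKM with pseudocounts of 1, 0.1 and 10, no filter, at least 100 counts, all lines in 1 fit, replicate as a block, the other control line and each library left out. Centred counts are not among these, and the gaps they close or leave open are given after them. The paper’s value counts as reached, or a gap as closed, where sign and size come within the spread between replicates, and for counts within 1.5 times.

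For Δ*petB*/*D* 16 of the log2 values that differ are of RNA and 11 of translation output. In RNA, *accD* 1.88 (the paper’s 2.32), *cemA* 1.95 (the paper’s 2.43), *petA* 0.60 (the paper’s 1.05), *petD* 1.04 (the paper’s 1.50), *petG* 0.60 (the paper’s 1.07), *petL* 0.94 (the paper’s 1.42), *petN* −0.34 (the paper’s 0.13), *psbA* −0.20 (the paper’s 0.19), *rpl33* 1.68 (the paper’s 2.12) and *rps4* 1.63 (the paper’s 2.10) reached the paper’s only with library sizes alone and limma on RPKM with each pseudocount. In translation output, *accD* 1.06 (the paper’s 1.60) and *petG* −0.13 (the paper’s 0.44) reached the paper’s only with the other control line. In translation output, *petA* 0.21 (the paper’s 0.74), *petN* 0.39 (the paper’s 0.93), *psbH* −7.35 (the paper’s −3.13), *rpl33* 1.32 (the paper’s 1.85), *rps18* 1.48 (the paper’s 2.00) and *rps4* 0.29 (the paper’s 0.83) did not reach the paper’s in any of these settings that keeps all libraries. In RNA, *psbN* −12.37 (the paper’s −2.92), *psbT* −17.33 (the paper’s −2.81) and *ycf2* 1.75 (the paper’s 2.21) did not reach the paper’s in any setting that keeps all libraries. In translation output, *petL* −0.35 (the paper’s 0.13) reached the paper’s only with library sizes alone. In translation output, *psbA* −3.24 (the paper’s −2.69) reached the paper’s only with library sizes alone and all lines in 1 fit. In RNA, *psbB* −14.92 (the paper’s −14.46) reached the paper’s only with library sizes alone and limma on RPKM plus 0.1. In translation output, *psbN* −7.12 (the paper’s −4.60) reached the paper’s only with library sizes alone and limma on RPKM plus 10. In RNA, *rpoC1* 1.62 (the paper’s 2.08) and *rpoC2* 1.34 (the paper’s 1.81) reached the paper’s only with library sizes alone and limma on RPKM plus 1 or 0.1. Among fits without 1 library, the paper’s value was reached for *psbA* in translation output (without Δ*petB*/*D* replicate 1 and without control replicate 2), *rpl33* in RNA (without Δ*petB*/*D* replicate 1) and *rps18* in translation output (without Δ*petB*/*D* replicate 3). The fitted *psbT* value stands on 0 counts in each mutant library, where the bound is at least 25864-fold lower, and *psbN* has 1 RNA count in the 3 libraries, 7685-fold lower with a 95% counting interval from 1379- to 303612-fold.

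For Δ*petN* the log2 values that differ are all of RNA. In RNA, *ndhA* −0.83 (the paper’s −0.39), *petA* 0.33 (the paper’s 0.75), *petB* −0.32 (the paper’s 0.11), *petD* −0.35 (the paper’s 0.0790), *petN* −5.28 (the paper’s −4.85) and *rpoB* 1.41 (the paper’s 1.83) did not reach the paper’s in any of the settings listed above that keeps all libraries. In RNA, *psbA* −1.19 (the paper’s −0.77) reached the paper’s only with DESeq2 size factors in edgeR, DESeq2’s Wald test and all lines in 1 fit. In RNA, *psbM* −4.10 (the paper’s −3.67) reached the paper’s only with the other control line. Among fits without 1 library, the paper’s value was reached for *psbA* in RNA (without Δ*petN* replicate 1, without Δ*petN* replicate 2 and without control replicate 3) and *rpoB* in RNA (without Δ*petN* replicate 1 and without Δ*petN* replicate 2).

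For Δ*psbJ* they are of RNA too. In RNA, *psaA* −0.66 (the paper’s −0.48) and *psbJ* −8.48 (the paper’s −8.30) reached the paper’s only with all lines in 1 fit. In RNA, *psaB* −0.42 (the paper’s −0.24) reached the paper’s only with no filter and all lines in 1 fit. In RNA, *psbH* −0.56 (the paper’s −0.37) reached the paper’s only with all lines in 1 fit and the other control line. Among fits without 1 library, the paper’s value was reached for *psaA* in RNA (without Δ*psbJ* replicate 2) and *psaB* in RNA (without Δ*psbJ* replicate 2).

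For Δ3’-*psbD* the log2 values that differ are of translation output. In translation output, *psaA* −1.32 (the paper’s −1.23) and *psbF* −0.0481 (the paper’s 0.0445) reached the paper’s only with all lines in 1 fit. Among fits without 1 library, the paper’s value was reached for *psaA* in translation output (without Δ3’-*psbD* replicate 2 and without Δ3’-*psbD* replicate 3) and *psbF* in translation output (without Δ3’-*psbD* replicate 2, without Δ3’-*psbD* replicate 3 and without control replicate 1). For Δ*psaB* there is 1. In RNA, *psaA* 0.0259 (the paper’s −0.18) reached the paper’s only with library sizes alone, limma on RPKM with each pseudocount, all lines in 1 fit, replicate as a block and the other control line. Among fits without 1 library, the paper’s value was reached for *psaA* in RNA (without Δ*psaB* replicate 2, without Δ*psaB* replicate 3 and without control replicate 1).

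Counts stand at the paper’s thresholds of 4-fold and an adjusted p of 0.01. 7 genes changed in RNA in Δ3’-*psbD*, against the paper’s 3, a gap closed with DESeq2 size factors in edgeR, TMM without the genes hit, DESeq2’s Wald test and all lines in 1 fit and without Δ3’-*psbD* replicate 1. 0 genes changed in efficiency in Δ3’-*psbD*, against the paper’s 3, a gap closed with library sizes alone, DESeq2’s Wald test, all lines in 1 fit and replicate as a block and without Δ3’-*psbD* replicate 3. 6 genes were higher in efficiency in Δ*atpB*/*E*, against about 2 in Supplementary Fig. 3 of the paper, read by eye, a gap closed with all lines in 1 fit. 14 genes were higher in translation output in Δ*atpB*/*E*, against about 8 in Fig. 6c of the paper, read by eye, a gap closed with DESeq2 size factors in edgeR, TMM without the genes hit, DESeq2’s Wald test, all lines in 1 fit and the other control line and without Δ*atpB*/*E* replicate 1, without Δ*atpB*/*E* replicate 2 and without Δ*atpB*/*E* replicate 3. 1 gene was lower in efficiency in Δ*atpB*/*E*, against about 5 in Supplementary Fig. 3 of the paper, read by eye, a gap closed with all lines in 1 fit and without Δ*atpB*/*E* replicate 3. 3 genes were lower in translation output in Δ*atpB*/*E*, against about 8 in Fig. 6c of the paper, read by eye, a gap closed with DESeq2 size factors in edgeR, DESeq2’s Wald test and all lines in 1 fit and without Δ*atpB*/*E* replicate 3. 5 genes changed in RNA in Δ*petB*/*D*, against the paper’s 10, a gap closed with library sizes alone, limma on RPKM with each pseudocount and the other control line. 1 gene changed in RNA in Δ*psaB*, against the paper’s 2, a gap closed with library sizes alone, DESeq2’s Wald test, limma on RPKM plus 1 or 0.1, all lines in 1 fit and replicate as a block. 0 genes changed in translation output in Δ*psaB*, against the paper’s 1, a gap closed without Δ*psaB* replicate 3. 1 gene changed in efficiency in Δ*psbJ*, against the paper’s 0, a gap closed without Δ*psbJ* replicate 2 and without Δ*psbJ* replicate 3.

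The paper’s fold changes in translation output average 0 over its 78 genes in each of the 5 mutants compared, and limma on counts centred on the mean of all genes, chosen after seeing the values, closes 37 of the 52 gaps and drops 9 of the 50 genes the paper calls over 5 mutants and 3 measures. It leaves open *psbH* −9.16 and *psbN* −7.11 for translation output in Δ*petB*/*D*, *psbN* −11.15, *psbT* −15.02 and *ycf2* 2.34 for RNA in Δ*petB*/*D*, *petA* 0.55, *petB* −0.0906 and *petD* −0.12 for RNA in Δ*petN*, a count of 0 for RNA in Δ*psaB*, a count of 0 for translation output in Δ*psaB*, *psaA* −0.68, *psaB* −0.44, *psbH* −0.57 and *psbJ* −8.49 for RNA in Δ*psbJ* and a count of 1 for efficiency in Δ*psbJ*. The *psbT* value stands on 0 counts in the mutant libraries, so the pseudocount sets its size.

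In translation output in Δ3’-*psbD* *psbA* (−2.43, edgeR adjusted p = 0.0256, called with DESeq2’s Wald test, limma on RPKM with each pseudocount, all lines in 1 fit, replicate as a block, centred counts and without Δ3’-*psbD* replicate 3) and *ycf2* (1.99, edgeR adjusted p = 0.00434, called with library sizes alone, DESeq2 size factors in edgeR, DESeq2’s Wald test, all lines in 1 fit, the other control line, centred counts and without Δ3’-*psbD* replicate 2) are called by the paper and not here. In efficiency in Δ3’-*psbD* *psbA* (−2.07, edgeR adjusted p = 0.0426, called with limma on RPKM with each pseudocount, replicate as a block, the other control line and without Δ3’-*psbD* replicate 3), *psbC* (−3.62, edgeR adjusted p = 0.0103, called with DESeq2’s Wald test, limma on RPKM with each pseudocount, all lines in 1 fit, replicate as a block, the other control line, centred counts and without Δ3’-*psbD* replicate 3) and *rps14* (1.83, edgeR adjusted p = 0.00779, called with library sizes alone, DESeq2 size factors in edgeR, DESeq2’s Wald test, all lines in 1 fit and centred counts) are called by the paper and not here. In translation output in Δ*petB*/*D* *rpoC2* (1.94, edgeR adjusted p = 0.00436, called with library sizes alone, all lines in 1 fit, the other control line, centred counts, without Δ*petB*/*D* replicate 3 and without control replicate 1), *rps18* (1.48, edgeR adjusted p = 0.00177, called with library sizes alone and centred counts) and *ycf2* (1.48, edgeR adjusted p = 0.00559, called with library sizes alone and centred counts) are called by the paper and not here. In RNA in Δ*petB*/*D* *rpoC1* (1.62, edgeR adjusted p = 7.10e-12, called with centred counts), *rps4* (1.63, edgeR adjusted p = 4.10e-10, called with library sizes alone and centred counts), *rpl33* (1.68, edgeR adjusted p = 2.20e-10, called with library sizes alone, limma on RPKM with each pseudocount and centred counts), *accD* (1.88, edgeR adjusted p = 1.27e-12, called with library sizes alone, limma on RPKM with each pseudocount and centred counts), *ycf2* (1.75, edgeR adjusted p = 8.54e-13, called with library sizes alone, limma on RPKM plus 1 or 0.1 and centred counts) and *cemA* (1.95, edgeR adjusted p = 1.27e-12, called with library sizes alone, limma on RPKM with each pseudocount, centred counts and without Δ*petB*/*D* replicate 2) are called by the paper and not here. In efficiency in Δ*petN* *rpoB* (−1.81, edgeR adjusted p = 1.53e-05, called with limma on RPKM with each pseudocount) is called by the paper and not here. In translation output in Δ*psaB* *rps18* (2.28, edgeR adjusted p = 0.0132, called with library sizes alone, DESeq2’s Wald test, at least 100 counts, all lines in 1 fit, replicate as a block and the other control line) is called by the paper and not here. In RNA in Δ*psaB* *rpl33* (2.24, edgeR adjusted p = 0.0178, called with library sizes alone, DESeq2’s Wald test, all lines in 1 fit and the other control line) is called by the paper and not here. Called here and not by the paper are *rpoB* 2.04 (the paper’s 1.93), *rpoC1* 2.07 (the paper’s 1.96), *rps4* 2.05 (the paper’s 1.94) and *cemA* 2.01 (the paper’s 1.91) in RNA in Δ3’-*psbD*, *psbJ* 2.07 (the paper’s 1.91) in efficiency in Δ*psbJ*, *ndhA* −2.16 (the paper’s −1.61) and *psbN* −7.12 (the paper’s −4.60) in translation output in Δ*petB*/*D*, *psbN* −12.37 (the paper’s −2.92) in RNA in Δ*petB*/*D*, *psbB* 6.52 (the paper’s 4.98) in efficiency in Δ*petB*/*D*, *psbN* −2.29 (the paper’s −1.82) in RNA in Δ*petN* and *petB* 2.15 (the paper’s 1.83) in efficiency in Δ*petN*. Efficiency of *psbT* in Δ*petB*/*D* is called here as well, as a ratio over 0 RNA counts that has no bound above, and its value is not set beside the paper’s.

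The paper calls the lower *psbA* output in Δ3’-*psbD* significant, and here it has an edgeR adjusted p of 0.0256, while *psbA* output fell in Δ*petB*/*D*, to −3.24 (SE 0.29, edgeR adjusted p = 3.09e-04) and in Δ*petN*, to −2.84 (SE 0.25, edgeR adjusted p = 1.56e-05). It describes *psbA* translation as unaffected in Δ*psbJ*, where output was 0.61 (edgeR adjusted p = 0.0471) and *psbA* efficiency was higher, at 1.71 (SE 0.28, edgeR adjusted p = 1.70e-04), over lower RNA, at −1.10 (SE 0.15, edgeR adjusted p = 6.83e-12). Against RB70 the RNA turned to 0.83 and the efficiency to −0.33 (edgeR adjusted p = 0.0183 and 0.627). With all lines in 1 fit neither passed.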

Other observations

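Tests chosen after the values were seen are the minimum of 4 mutants for a recurring gene, with the genes named from it, the splits of the samples given with the alternatives, and, further on, all tests on lower *psbA* and the scaling test on higher *psbA* in as-*ATPC*. Some genes changed in many mutants alike. *rbcL*, for the large Rubisco subunit, was lower in translation output in 5 of 7 mutants by edgeR and negative in all 7 (−1.88 to −0.46, and −1.09 to −0.20 with library sizes alone). *psbE*, for a cytochrome *b*_559_ subunit of photosystem II, was lower in 4 and negative in all 7 (−2.38 to −0.18, and −1.60 to −0.16 with library sizes alone). Among genes of the NDH complex, *ndhA* fell in 5 mutants and *ndhG* in 4, and both rose in as-*ATPC*, to 0.73 and 0.46. *ndhA* fell most in Δ*petB*/*D*, to −2.16 (SE 0.21, edgeR adjusted p = 3.45e-04), its RNA to −1.13 (SE 0.14, edgeR adjusted p = 2.51e-08). Of 11 NDH genes 7 were lower in output in Δ*petN*, 4 in Δ*atpB*/*E* (and 1 higher), 3 each in Δ3’-*psbD* and Δ*petB*/*D* and 2 in Δ*psbJ* by edgeR. The list did not pass 0.01 in any mutant, at limma fry adjusted p of 0.0173 in Δ*petN*, 0.0377 in Δ3’-*psbD* and, upward, 0.0130 in as-*ATPC*. Its median output in Δ3’-*psbD* was −0.76 and turned to 0.39 with library sizes alone, as in Δ*petB*/*D* (−0.74 and 0.23) and Δ*atpB*/*E* (−0.50 and 0.30).

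Of the assembly factors, *ycf4*, for a photosystem I assembly protein, rose in output and in RNA in 6 of 7 mutants by edgeR, all but Δ*psaB* (0.60 to 1.47 and 0.13 to 1.51). On RPKM its output was negative in 3. *psbN*, for a factor in photosystem II assembly, fell in RNA in 5 of the 6 mutants that keep it (−2.29 to −0.22). *ycf3* output fell in Δ3’-*psbD*, to −1.06 (SE 0.18, edgeR adjusted p = 0.00443), and in Δ*petN*, to −1.18 (SE 0.19, edgeR adjusted p = 3.84e-04), and rose in as-*ATPC*, to 0.47 (SE 0.10, edgeR adjusted p = 5.83e-04). In Δ3’-*psbD* *ycf3* was positive with library sizes alone. The 3 genes moved apart, and as a list did not pass in output in any mutant (limma fry adjusted p = 0.115 at the lowest). *rpl2*, of the large ribosomal subunit, rose in output in 6 mutants (0.29 to 1.41) and in RNA in 1. Over all genes, 8 rose and 4 fell in output in at least 4 mutants, against 1.73 and 0.424 if the lists were independent, and 28 and 19 in RNA, against 12.0 and 4.77.

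5 mutants share the 3 pRB8c control libraries per measure, which are too few to divide. Genes shared by 2 of these mutants numbered 3 to 19 against 0.730 to 9.19 if independent among the higher and 1 to 9 against 0.343 to 3.46 among the lower in output. In RNA they were 14 to 28 against 6.93 to 14.4 and 6 to 20 against 2.20 to 9.73. Fold changes of 2 such mutants correlated with a median r of 0.74 in output and 0.75 in RNA. For unchanged groups simulated against a shared set of redrawn controls, mean r was 0.48 and 0.51. Single pairs ran from 0.49 to 0.89 in output, with Δ*psbJ* and Δ*atpB*/*E* at 0.49 against 0.49 simulated, and from 0.56 to 0.93 in RNA. Their covariance was 0.757 and 0.658, against 0.0431 and 0.0295 simulated. No gene recurred in 14 simulations per measure by edgeR, but its simulated calls averaged 0, so none could recur there. The simulated values come from sharing redrawn controls alone, without noise that genes share. What part of the shared genes the real shared controls account for was not measured.

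Lower *psbA* output was at first taken as 1 pattern over Δ3’-*psbD*, Δ*petB*/*D*, Δ*petN* and Δ*psaB* and divided afterwards. In Δ*petB*/*D* and Δ*petN* the values argue against scaling, under which the highest was −2.07 (SE 0.18, Δ*petN*, library sizes alone), and against RNA loss as the whole cause, since *psbA* efficiency was −1.65 (SE 0.31) or lower. That efficiency test was chosen after the median *psbA* RNA of the 4 mutants, −0.28 (SD 0.71) against a bound of −0.66, decided nothing. Loss of chloroplast footprints as such cannot be told apart, with *psbA* in Δ*atpB*/*E* at −1.15 (SE 0.30) between the 2 outcomes set for the test, and past 1 of them each at −0.37 with library sizes alone and −4.20 on RPKM. Over the 7 mutants, 5 of them with shared controls and so not independent, *psbA* and the chloroplast share were at Pearson's r 0.35 (exact permutation p = 0.466, adjusted over 3 relations 0.699) and Spearman's rho 0.36 (exact permutation p = 0.444, adjusted 0.667), with r 0.65 without the 2 farthest, which decides nothing. A response to lost cytochrome *b*_6_*f* may add to the lower output. In Δ3’-*psbD* and Δ*psaB*, *psbA* efficiency of −2.07 (SE 0.73) and −2.16 (SE 0.71) lay past the bound set against RNA loss alone. Neither value passed 0.01 (edgeR adjusted p = 0.0426 and 0.0971), so RNA loss is not ruled out there. Scaling cannot be told apart either, with −0.84 (SE 0.40) in Δ*psaB* under library sizes.

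*rpoC1*, *rpoC2*, *ycf2*, *rps18* and *rpl33* had higher translation output in the mutants, and limits on spread were set here after the values were seen. On RPKM, scaled by reads mapped to all genomes, the median over 5 genes and 7 mutants was 0.90 (SD of the mutants 0.33), which argues against scaling as the whole cause. The size of the rise depends on the scale in some mutants. Relative to other chloroplast genes and on RPKM the median was 3.62 and 0.59 in Δ*atpB*/*E* and 1.99 and 0.76 in Δ3’-*psbD*. In Δ*petN* it was 1.32 and 1.21, and in Δ*psbJ* 0.60 and 0.59. Photosynthesis genes of at least 1400 nt, a length that *rpoC1*, *rpoC2* and *ycf2* reach but not *rps18* (306 nt) and *rpl33* (201 nt), had a median of −0.24 (SD 0.81, 9 genes) and those below the median control mean of the 5 genes −0.23 (SD 0.75, 7 genes), below 1.74 (SD 1.09) for the 5 genes by more than either spread. A response of these genes to lost photosynthesis, as the paper proposes, may account for them and stays a hypothesis, tested on the data it was seen in.

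Higher *psbA* output in as-*ATPC* stayed at or above 0.99 (SE 0.06, centred counts) under every scaling run. Without any 1 of the 6 libraries it stayed at or above 1.05 (SE 0.04, without as-*ATPC* replicate 3). These argue against scaling and against a single library, and a *psbA* response to reduced ATP synthase may be the cause, as a hypothesis found and tested on these data.

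RNA-seq of the control line RB70 held more reads of genes with introns than that of the control line pRB8c. As a ratio of mean shares of the counted reads (n = 3 each) it was 33.9 for *rpoC1*, 20.8 for *atpF*, 13.2 for *clpP*, 13.0 for *ycf3* and 12.4 for *rpl16*. Of the 10 highest ratios 9 were of the 12 genes with introns. The median was 10.5 (1.27 to 33.9) over 10 single-copy genes with introns and 1.85 (0.448 to 6.77) over 65 without. In Ribo-seq the 10 genes had a median of 1.38 (0.754 to 2.03). Counts in reading frames were 111%, 95.5% and 109% of the reads mapped to the chloroplast in the 3 RB70 RNA-seq libraries. They were 114%, 111% and 110% in Δ*psaB* RNA-seq, and 86.1%, 87.0% and 85.4% in pRB8c RNA-seq. The cause of this difference was not tested.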
